# ERH regulates type II interferon immune signaling through post-transcriptional regulation of *JAK2* mRNA

**DOI:** 10.1093/nar/gkaf545

**Published:** 2025-06-30

**Authors:** Adrian Soderholm, Milica Vunjak, Melanie de Almeida, Niko Popitsch, Nadezda Podvalnaya, Pablo Araguas-Rodriguez, Sara Scinicariello, Emily Nischwitz, Falk Butter, René F Ketting, Stefan L Ameres, Michaela Müller-McNicoll, Johannes Zuber, Gijs A Versteeg

## Abstract

Type II interferon (IFNγ) signaling is essential for innate immunity and critical for effective immunological checkpoint blockade in cancer immunotherapy. Genetic screen identification of post-transcriptional regulators of this pathway has been challenging since such factors are often essential for cell viability. Here, we utilize our inducible CRISPR/Cas9 approach to screen for key post-transcriptional regulators of IFNγ signaling, and in this way, we identify ERH and the ERH-associated splicing and RNA export factors MAGOH, SRSF1, and ALYREF. Loss of these factors impairs post-transcriptional mRNA maturation of *JAK2*, a crucial kinase for IFNγ signaling, resulting in abrogated JAK2 protein levels and diminished IFNγ signaling. Further analysis highlights a critical role for ERH in preventing intron retention in AU-rich regions in specific transcripts, such as *JAK2*. This regulation is markedly different from previously described retention of GC-rich introns. Overall, these findings reveal that post-transcriptional *JAK2* processing is a critical rate-limiting step for the IFNγ-driven innate immune response.

## Introduction

Interferons (IFNs) are critical cytokines in the innate immune system, mediating the first line of defense against diverse pathogens [1, 2]. These cytokines fall into three main categories: type I (IFNα and IFNβ), type II (IFNγ), and type III (IFNλ). Upon binding specific cell surface receptors, IFNs trigger signaling cascades that activate Janus kinase (JAK) and signal transducer and activator of transcription (STAT) pathways [3–10]. This activation results in the transcription of hundreds of interferon-stimulated genes (ISGs) that encode proteins with antiviral, antiproliferative, and immunomodulatory properties [11, 12].

Similar to type I and type III IFNs, IFNγ signaling can drive antiviral gene expression but is primarily involved in anti-bacterial responses [13]. IFNγ signaling is critically dependent on the JAK/STAT pathway composed of two receptor heterodimers (IFNGR1 and IFNGR2) and activation of the associated kinases (JAK1 and JAK2) that phosphorylate the transcription factor STAT1, which in turn drives ISG expression (Fig. 1A). In this way, IFNγ activates macrophages, thus promoting phagocytosis and the production of reactive oxygen and nitrogen species – critical components for eliminating intracellular bacterial pathogens [13].

**Figure 1.**
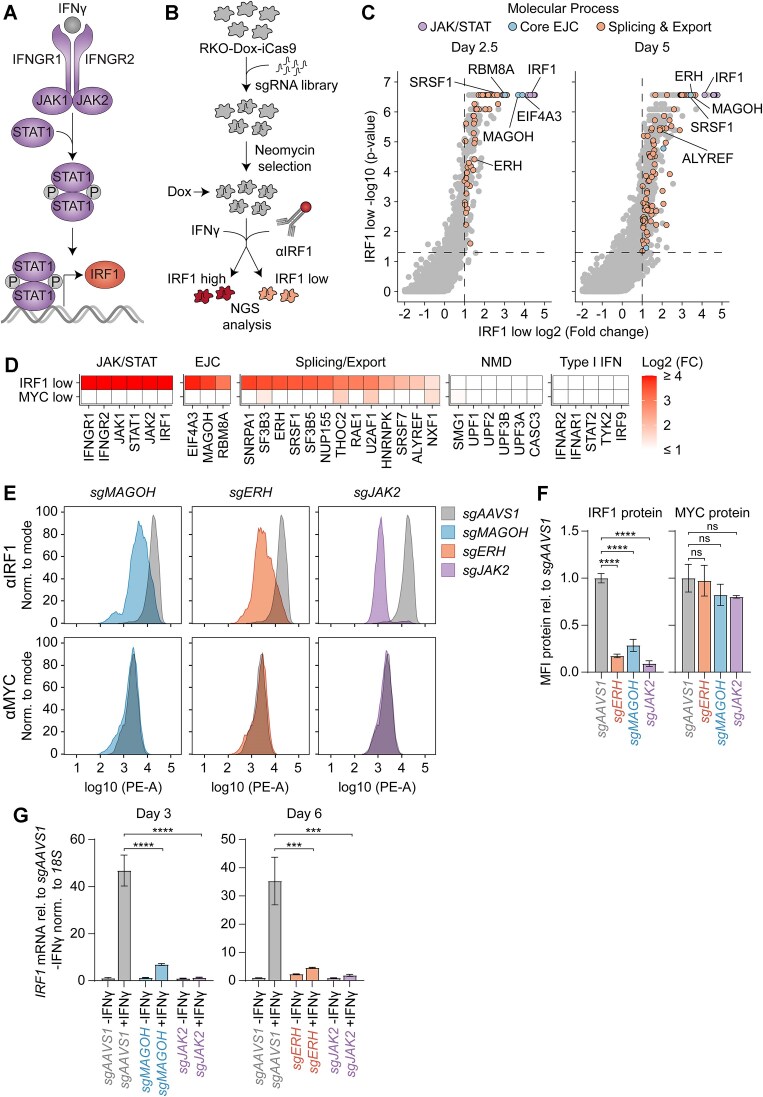
Identification of ERH and other novel positive regulators of IFNγ signaling by genome-wide genetic screening. (**A**) Schematic of the IFNγ-induced JAK/STAT signaling pathway, which stimulates expression of many genes, including IRF1. (**B**) Overview of FACS-based CRISPR-Cas9 knockout screen. Human RKO cells with dox-inducible iCas9 were transduced with a lentiviral genome-wide *sgRNA* library. Cas9 expression was induced for 2.5 or 5 days, after which cells were treated with IFNγ, and IRF1 induction detected by intracellular staining. Cells with the lowest or highest IRF1 levels were collected by FACS, and disrupted genes were identified by analyzing sgRNA-targeted coding sequences. (**C**) sgRNA enrichment in the IRF1^low^ cell population was plotted. Dashed lines indicate significance (*P* ≤ 0.05) and enrichment (log2 fold change ≥ 1). Significantly enriched genes involved in the JAK/STAT pathway, the exon junction complex, or RNA splicing and export are highlighted. (**D**) Heatmap of selected IRF1 regulators as in (**C**) or MYC regulators [28] involved in JAK/STAT signaling, the EJC, splicing and export, nonsense mediated decay, or type I interferon signaling. For each gene, the time point with the strongest enrichment is plotted. (**E**) RKO-iCas9 cells were transduced with vectors expressing the indicated sgRNAs. After 5 days of dox-induced Cas9 expression, cells were stimulated with IFNγ, after which endogenous IRF1 or MYC were detected by intra-cellular staining and flow cytometry. Representative samples from four (sg*MAGOH*) or five (sg*AAVS1*, sg*ERH*, and sg*JAK2*), *n* = 4 or 5 biological replicates, are shown. (**F**) Quantification of median fluorescence intensity (MFI) from panel E. Data represent means and sd; *n* = 4 or 5 biological replicates. One-way ANOVA with Bonferroni’s multiple comparison correction (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001). (**G**) In parallel, *IRF1* mRNA levels were measured by RT-qPCR. Data represent the mean and sd; *n* = 3 biological replicates. Two-tailed t-test with Benjamini–Hochberg correction (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001).

Moreover, IFNγ signaling is known to be key for effective checkpoint inhibition that is used in cancer immunotherapy to relieve immune cells of negative signals from check point proteins such as CTLA4 and PD1. In this context, non-responders to anti-CTLA4 therapy were found to have defects in IFNγ signaling within their tumors [14]. In addition, failure to respond to IFNγ and anti-PD1 melanoma therapy was associated with loss-of-function mutations in *JAK1* and *JAK2* in tumor biopsy samples [15]. Despite their numerous host-beneficial immunomodulatory functions, JAK1/JAK2 activity resulting from IFNγ signaling requires proper regulation. This is exemplified by the fact that mutations in exon 14 of *JAK2* (V617F) result in its constitutive activation and leads to myeloproliferative neoplasms [16–18].

To prevent aberrant activation, innate immune signaling is well-recognized to be tightly controlled at the post-translational level. For example, the phosphorylation of receptor-activated kinases critically regulates the key transcription factors driving type I IFN transcription (IRF3 and IRF7), as well as STAT1-containing transcription factor complexes driving ISG expression in both type I and type II IFN signaling [19].

However, evidence is emerging that key factors of these pathways, as well as individual ISGs, are also post-transcriptionally regulated [20–23]. For example, alternative splicing and intron retention (IR) are critical mechanisms that regulate mRNAs encoding key immune factors that modulate inflammatory responses [20, 23], and control macrophage development and function [21, 24]. Furthermore, mRNA export rates have been shown to complement mRNA decay rates to properly regulate innate immune responses [22]. Overall, these examples highlight components of the post-transcriptional RNA processing machinery as critical factors for innate immunity.

RNA processing factors comprise a significant proportion of genes that are important for cellular viability, likely since they regulate large groups of mRNAs, including those needed for fundamental biological processes [25, 26]. Their essential nature has made it difficult to systematically screen for these regulators. Here we set out to identify novel factors controlling IFNγ signaling, with a focus on post-transcriptional regulators. Given that many of these genes are essential for cell viability, we hypothesized that previous gene trap-mediated genetic screening [27] may have overlooked critical post-transcriptional factors that function in IFNγ signaling. Therefore, we utilized our established inducible CRISPR/Cas9 platform [28], which allows identification of cell-essential genes.

Using this approach, we identified Enhancer of Rudimentary Homolog (ERH) and its interacting splicing and export factors as novel positive regulators of IFNγ-induced signaling. These factors act through post-transcriptional regulation of *JAK2*: in their absence, JAK2 protein was lost, thereby abrogating IFNγ signaling. Our data suggest that post-transcriptional regulation of *JAK2* is rate-limiting and disproportionately affected by the disruption of these RNA regulatory factors. Furthermore, ERH was critical for preventing intron retention in *JAK2* and multiple other mRNAs, including several involved in DNA replication and the DNA damage response. Our results specifically reveal that ERH is essential for efficient splicing in AU-rich regions, contrasting with previously described intron retention of GC-rich introns. Overall, these findings highlight the importance of post-transcriptional *JAK2* processing by ERH and interacting factors in mounting an effective type II IFN response.

## Materials and methods

### Vectors

All plasmids and sgRNAs used in this study are listed in Tables 1 and 2, respectively. The lentiviral human genome-wide sgRNA library (six sgRNAs/gene) and the lentiviral vectors driving the expression of single sgRNAs (U6 promoter) and eBFP2 or iRFP (PGK promoter) were described previously [28]. The lentiviral JAK2 or sgRNA-resistant ERH expression vectors were obtained by cloning *JAK2* cDNA (Addgene plasmid 23 915) or *ERH* cDNA into a modified pLX303 vector that co-expressed myc-tagged mCherry through a P2A site. The ERH expression vector with C-terminally tagged mTurquoise2 used in co-IP-MS/MS was cloned in the pEGFP-C1 backbone (Clontech).

**Table 1.** Plasmids

In plasmid names, “-” denote separate elements		
Plasmid	Purpose	Reference or source
pRRL-TRE3G-Cas9-P2A-GFP-PGK-IRES-rtTA3	Dox inducible Cas9	Scinicariello S *et al.*, 2023
pRRL-PBS-U6-sgRNA-EF1as-Thy1-P2A-NeoR (sgETN)	Library sgRNA	de Almeida M, Hinterndorfer M *et al.*, 2021
pLentiv2-U6-PGK-iRFP720-P2A-Neo	Single sgRNA	de Almeida M, Hinterndorfer M *et al.*, 2021
pLentiv2-U6-PGK-eBFP2-P2A-Neo	Single sgRNA	de Almeida M, Hinterndorfer M *et al.*, 2021
pLX303-SFFV-MYC-mCherry-P2A	Vector expression	This study
pLX303-SFFV-MYC-mCherry-P2A-JAK2	JAK2 expression	This study
pLX303-SFFV-MYC-mCherry-P2A-ERH	ERH expression	This study
C1-CMV-ERH-mTurqoise2	ERH expression	This study
pCRV1-Gag-Pol	Lentiviral expression	Hatziioannou *et al.*, 2004
pHCMV-VSV-G	Lentiviral expression	Yee *et al.*, 1994

**Table 2.** sgRNA sequences

**Gene**	**Species**	**Sequence (5′ to 3′**)
*AAVS1*	Human	GCTGTGCCCCGATGCACAC
*ERH*	Human	GGTAGGCTGTACCAGCAAAA
*MAGOH*	Human	GTACATAAAAGCGTGATGG
*JAK2*	Human	GTGGAATTCAGTGGTCAAGA
*STAT1*	Human	GAGCTGCTGGAAAAGACTGA
*ROSA*	Mouse	AAGATGGGCGGGAGTCTTC
*Erh*	Mouse	GGGTAGGCTGTACCAGCAAAA
*Stat1*	Mouse	GGGCTGTCGTTCTACCACGA
*ACIN1-1*	Human	GATGATGGGACCCATGACAA
*ACIN1-2*	Human	GGGGACAGCAGCTACCAAGG
*ALYREF-1*	Human	TGAATTTGGAACGCTGAAGA
*ALYREF-2*	Human	GCCGCGCGAGTGAATCGAGG
*BCLAF1-1*	Human	AAGGCCAGGCCAAATATCAC
*BCLAF1-2*	Human	ATTCTAGAAAGAAGCGATAC
*CASC3-1*	Human	GAACCGGGGCCCTTCATCTG
*CASC3-2*	Human	GACTGGAGAGAGGCAAAGTG
*CHTOP-1*	Human	GGAGAATAGACCCTCTGTCC
*CHTOP-2*	Human	CTCATTTAGAGACATCTTGG
*DROSHA-1*	Human	TGAGTGCATCGAATCCACAC
*DROSHA-2*	Human	TAGGCGGGGAGACTGTGATC
*MAGOH-1*	Human	CGACAGTGAAATTACCAAAG
*MAGOH-2*	Human	GAGTTTGAGTTTCGACCGGA
*POLDIP3-1*	Human	TGAGAGGCCAATCTTCTGCC
*POLDIP3-2*	Human	CGAACTCATCAGGAAGCGCG
*SRSF1-1*	Human	CGGGTCCTCGAACTCAACGA
*SRSF1-2*	Human	AACGATTGCCGCATCTACGT
*THRAP3-1*	Human	GTTGGGCAAACAGTTCTGAG
*THRAP3-2*	Human	GAGGAGCAGCCTATACAAAG
*UPF1-1*	Human	GGTATTACAGTAAACCACGC
*UPF1-2*	Human	GGCCAAAGCTGACTCAGTGG

### Cell culture and reagents

All cell lines used in this study and their applications are listed in Table 3, reagents in Table 4, and antibodies in Table 5. Cells tested negative for mycoplasma contamination and the used cell lines in this study are not on the current International Cell Line Authentication Committee (ICLAC) list of commonly misidentified cell lines (version 13). RKO and RAW 264.7 parental cells were authenticated by short tandem repeat analysis. Dox-inducible Cas9 single-cell-derivative clones were generated previously [28, 29], and active Cas9 function was validated to solely occur in the presence of dox through knockout of essential genes and competitive proliferation assays. To obtain empty vector-, JAK2- or, ERH-expressing cells, the indicated plasmids were transduced into RKO-Dox-Cas9 cells, and cells expressing mCherry were bulk sorted with a FACSAria III (BD Biosciences). Similarly, to obtain sgRNA expressing cells, sgRNA-fluorophore expressing plasmids were transduced into RKO-Dox-Cas9 or RAW 264.7-Dox-Cas9 cells, and fluorophore expressing cells were bulk sorted by FACS. All cells were cultured at 37°C and 5% CO_2_ in a humidified incubator.

**Table 3.** Cell lines

**Cell lines and primary cells**	**Type**	**Reference or source**	**Parental**	**Purpose**	**Media**	**Supplements**
HEK293T	Human kidney neural tissue	CRL-3216		ERH expression	Dulbecco’s modified Eagle’s medium (DMEM; Sigma-Aldrich, D6429)	10% FBS (Sigma-Aldrich, F7524) and 1% penicillin/streptomycin (Sigma-Aldrich, P4333)
Lenti-X 293T	Human kidney neural tissue	Takara, Cat# 632 180		VLP production	Dulbecco’s modified Eagle’s medium (DMEM; Sigma-Aldrich, D6429)	10% FBS (Sigma-Aldrich, F7524) and 1% penicillin/streptomycin (Sigma-Aldrich, P4333)
RKO	Human colon carcinoma	CRL-2577		Parental cell line	RPMI 1640 (Thermo Fisher Scientific, 21 875)	10% FBS (Sigma-Aldrich, F7524), L-glutamine (4 mM, Sigma-Aldrich, G7513), sodium pyruvate (1 mM, Sigma-Aldrich, S8636), and 1% penicillin/streptomycin (Sigma-Aldrich, P4333)
RKO-Dox-Cas9-P2A-GFP	Human colon carcinoma	de Almeida M, Hinterndorfer M *et al.*, 2021	RKO	Dox-inducible Cas9	RPMI 1640 (Thermo Fisher Scientific, 21 875)	10% FBS (Sigma-Aldrich, F7524), L-glutamine (4 mM, Sigma-Aldrich, G7513), sodium pyruvate (1 mM, Sigma-Aldrich, S8636), and 1% penicillin/streptomycin (Sigma-Aldrich, P4333)
RKO-DOX-Cas9-P2A-GFP_MYC-mCherry-P2A	Human colon carcinoma	This study	RKO-DOX-Cas9-P2A-GFP	Vector expression	RPMI 1640 (Thermo Fisher Scientific, 21 875)	10% FBS (Sigma-Aldrich, F7524), L-glutamine (4 mM, Sigma-Aldrich, G7513), sodium pyruvate (1 mM, Sigma-Aldrich, S8636), and 1% penicillin/streptomycin (Sigma-Aldrich, P4333)
RKO-DOX-Cas9-P2A-GFP_MYC-mCherry-P2A-JAK2	Human colon carcinoma	This study	RKO-DOX-Cas9-P2A-GFP	JAK2 expression	RPMI 1640 (Thermo Fisher Scientific, 21 875)	10% FBS (Sigma-Aldrich, F7524), L-glutamine (4 mM, Sigma-Aldrich, G7513), sodium pyruvate (1 mM, Sigma-Aldrich, S8636), and 1% penicillin/streptomycin (Sigma-Aldrich, P4333)
RKO-DOX-Cas9-P2A-GFP_MYC-mCherry-P2A-ERH	Human colon carcinoma	This study	RKO-DOX-Cas9-P2A-GFP	sgRNA resistant ERH expression	RPMI 1640 (Thermo Fisher Scientific, 21 875)	10% FBS (Sigma-Aldrich, F7524), L-glutamine (4 mM, Sigma-Aldrich, G7513), sodium pyruvate (1 mM, Sigma-Aldrich, S8636), and 1% penicillin/streptomycin (Sigma-Aldrich, P4333)
RAW264.7	Murine macrophages	ATCC TIB-71		Parental cell line	Dulbecco’s modified Eagle’s medium (DMEM; Sigma-Aldrich, D6429)	10% FBS (Sigma-Aldrich, F7524) and 1% penicillin/streptomycin (Sigma-Aldrich, P4333)
RAW264.7-Dox-Cas9-P2A-GFP	Murine macrophages	ATCC TIB-71	RAW264.7	Dox-inducible Cas9	Dulbecco’s modified Eagle’s medium (DMEM; Sigma-Aldrich, D6429)	10% FBS (Sigma-Aldrich, F7524) and 1% penicillin/streptomycin (Sigma-Aldrich, P4333)

**Table 4.** Reagents

**Description**	**Manufacturer/supplier**	**Catalogue number**	**Abbreviation**	**Application**	**Dilution/concentration**
Cycloheximide	Sigma-Aldrich	C1988	CHX	Cell culture	25 μg/mL or 40 μg/mL
Doxycycline hyclate	Sigma-Aldrich	D9891	Dox	Cell culture	100 or 500 ng/mL
G418 disulfate salt	Sigma-Aldrich	A1720	G418	Cell culture	0.5–1 mg/mL
Actinomycin D	Sigma-Aldrich	A1410	ActD	Cell culture	5 μg/mL
Benzonase Nuclease	Merck	70 746	Benzonase	Cell lysis	250 U/μL
SYBR™ Gold Nucleic Acid Gel Stain (10,000X)	Thermo Fisher Scientific	S11494	SYBR™ Gold	nucleic acid detection	0.5–1X
Polybrene	Sigma-Aldrich	TR1003G		Cell culture	5 or 6 μg/mL
Polyethylenimine	Polysciences	23 966	PEI	Cell culture	3 μL PEI / 1 μg DNA
cOmplete™ Protease Inhibitor Cocktail	Roche	11 697 498 001	PI	Cell lysis	1X
Hoechst	Thermo Fisher Scientific	H3569		IF	0.4X
Luna Universal qPCR Master Mix	New England Biolabs	M3003S		qPCR	1x
Pierce™ Protein A/G Magnetic Beads	Thermo Fisher Scientific	88 803		IP	
TRIzol™ Reagent	Invitrongen	15 596 018		RNA extraction	
Invitrogen™ TURBO™ DNase (2 U/μL)	Thermo Fisher Scientific	10 792 877		RNA extraction	
RevertAid Reverse Transcriptase (200 U/μL)	Thermo Fisher Scientific	EP0441		RNA extraction	
Bovine Serum Albumin > 96%	Sigma-Aldrich	A2153	BSA	SDS-page	5% (W/V)
ProLong™ Gold Antifade Mountant	Invitrongen	P36934		IF	
Phenylmethylsulfonyl fluoride	Sigma	P7626	PMSF	Cell lysis	0.1 mM
2-Mercaptoethanol	Carl Roth	4227.3		SDS-Page	
Human BD Fc Block	BD Biosciences	564 220		Intracellular staining	
Dulbecco's modified Eagle's medium (DMEM)	Sigma-Aldrich	D6429		Cell culture	
RPMI 1640	Thermo Fisher Scientific	21 875		Cell culture	
Trypsin-EDTA	Sigma-Aldrich	T4049		Cell culture	
FBS	Sigma-Aldrich	F7524		Cell culture	
L-Glutamine solution	Sigma-Aldrich	G7513		Cell culture	
Sodium pyruvate solution	Sigma-Aldrich	S8636		Cell culture	
Penicillin-Streptomycin	Sigma-Aldrich	P4333		Cell culture	
MEM NEAA (100X)	Gibco	11140–050		Cell culture	
Human interferon gamma	Enzo Life Sciences	ENZ-PRT141-0100	IFNγ	Cell culture	25 ng/mL
Mouse interferon gamma	Gift from G. Adolf, Boehringer Ingelheim, Vienna		IFNγ	Cell culture	10 ng/mL
Human Interleukin-1 beta	Peprotech	200–01B-10μG	IL-1β	Cell culture	10 ng/mL
Mouse Interleukin-1 beta	Peprotech	211–11b	IL-1β	Cell culture	50 ng/mL
Epoxomicin	Gentaur Molecular Products	607-A2606	EPX	Cell culture	10 μM
4-Thiouridine	BIOSYNTH	NT06186	4sU	Cell culture	1000 μM
NEBNext Magnesium RNA Fragmentation Module	New England Biolabs	E6150S		RNA fragmentation	
Biotin-XX MTSEA	biotium	90066–1		4sU biotinylation	5 μg/mL
ROTI®Aqua-P/C/I, 100 ml (phenol-chloroform-isoamylalcohol, pH 4,5–5)	ROTH	X985.3	PCI	RNA extraction	
μMACS™ Streptavidin Kit, for 20 isolations	Miltenyi Biotec	130–133-282		4sU pulldown	

**Table 5.** Antibodies

**Target**	**Application**	**Dilution**	**Conjugate**	**Manufacturer**	**Catalogue number**	**Name**	**Type**
Rabbit IgG	WB	1:3500	HRP	Cell Signaling Technology	7074S		Secondary
Mouse IgG	WB	1:3500	HRP	Cell Signaling Technology	7076S		Secondary
Beta-Actin	WB	1:20 000	HRP	Abcam	ab49900	AC-15	Primary
JAK2	WB	1:1000		Cell Signaling Technology	3230	D2E12 XP	Primary
IRF1	WB	1:1000		Cell Signaling Technology	8478	D5E4 XP	Primary
ERH	WB/IP/IF	1:2000/1:100/1:500		Abcam	ab166620	EPR10830(B)	Primary
phospho-STAT1	WB	1:1000		Cell Signaling Technology	7649	D4A7	Primary
JAK1	WB	1:1000		Abcam	ab133666	EPR349(N)	Primary
STAT1	WB	1:1000		Santa Cruz Biotechnology	SC-346	E23	Primary
Vinculin	WB	1:1000		Sigma-Aldrich	V9131	hVIN-1	Primary
ALYREF	WB	1:500		Santa Cruz Biotechnology	sc-32 311	11G5	Primary
MAGOH	WB	1:1000		Santa Cruz Biotechnology	sc-56 724	21B12	Primary
SRSF1	WB	1:1000		Thermo Fisher Scientific	PA5-30 220		Primary
Lamin A/C	WB	1:1000		Santa Cruz Biotechnology	sc-376 248	E-1	Primary
Alpha-Tubulin	WB	1:1000		Sigma-Aldrich	T9026	DM1A	Primary
IRF1	FACS	1:100	PE	Cell Signaling Technology	12 732	D5E4 XP	Primary
MYC	FACS	1:100	PE	Cell Signaling Technology	35 876	D3N8F	Primary
Rabbit IgG	IF	1:1000	Alexa 594	Invitrogen	A-11 012		Secondary
IgG Isotype Control	IP	1:300		Cell Signaling Technology	2729		Primary
CD90.1/Thy1.1	FACS	1:500	APC	BioLegend	202 526		Primary
Myc-tag	WB	1:5000		MILLIPORE	05–724	4A6	Primary
c-Myc	WB	1:1000		Cell Signaling Technology	5605	D84C12	Primary

### FACS-based CRISPR–Cas9 screen

The genome-wide FACS-based screen and generation of next-generation sequencing (NGS) libraries were performed as previously described for RKO cells [28]. In short, Cas9-mediated knockouts were induced by treatment with dox for 2.5 or 5 days, IRF1 expression was stimulated for 24 h pre-harvesting with human IFNγ at 10 ng/mL (Enzo Life Sciences, ENZ-PRT141-0100). IRF1 levels were determined through intracellular staining with a PE-conjugated anti-IRF1 antibody (Cell Signaling Technology, 12 732). The top 1% of IRF1^high^ cells, and 4% IRF1^low^ cells were collected by flow cytometry for analysis by next generation sequencing. The used gating strategy has been previously described [28].

CRISPR screen analysis was performed with MAGeCK [30], as previously described [28]. The workflows for quantification of raw sequencing reads (https://github.com/ZuberLab/crispr-process-nf) and enrichment/depletion analysis of sgRNAs using MAGeCK (https://github.com/ZuberLab/crispr-mageck-nf) are available online. Molecular process labeling was guided by literature research and GO term annotations accessed with AmiGO 2 version 2.5.17 [31, 32], for JAK/STAT pathway (GO:0 060 333), RNA splicing (GO:0 008 380), RNA export (GO:0 006 405), NMD (GO:0 000 184), EJC (GO:0 035 145), and type I IFN (GO:0 060 337).

### Lentivirus-like particle production and transduction

Semi-confluent Lenti-X cells were transfected with mixes composed of a lentiviral transfer plasmid of interest, pCRV1-Gag-Pol [33], and pHCMV-VSV-G [34], by using polyethylenimine (PEI, Polysciences, 23 966) in a 1:3 ratio (μg DNA/μg PEI) in DMEM without supplements. Virus-like particle (VLP)-containing supernatant was cleared of cellular debris by filtration (0.45 μm) and were kept at 4°C or −80°C for short-term or long-term storage, respectively. Target cells were transduced in the presence of 5 μg/ml (RKO) or 6 μg/ml (RAW 264.7) of polybrene (Sigma-Aldrich, TR1003G).

### Intracellular staining for flow cytometry

Cell fixation, permeabilization, and staining were performed as previously described [29]. Permeabilized cells were blocked with Human BD Fc Block (BD Biosciences, 564 220). Samples were analyzed on an LSRFortessa (BD Biosciences) with BD FACSDiva software (v8.0). FACS data were further analyzed using FlowJo (v10.8).

### Western blotting

Cells were lysed in RIPA lysis buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% SDS, 0.5% Sodium deoxycholate, 1% Triton X-100), rotated for 30 min at 4°C and centrifuged at 16 000 x g for 20 min at 4°C. Protein concentrations of the supernatants were determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23 225). Lysates were boiled at 95°C for 5 min in Laemmli sample buffer with 10% β-mercaptoethanol. Lysates (20 μg) were loaded on SDS polyacrylamide gels with varying percentages based on molecular weight of proteins of interest. Proteins were blotted on nitrocellulose membranes at 4°C for 75 min at 300 mA in Towbin buffer (25 mM Tris-HCl pH 8.3, 192 mM glycine, and 20% ethanol). Membranes were blocked in 5% BSA in PBS-T for 1 h at room temperature, and subsequently incubated with primary antibody overnight at 4°C while shaking. Membranes were washed five times with PBS-T and incubated with HRP-coupled secondary antibody for 1 h at room temperature and imaged with the ChemiDoc Imaging System from Bio-Rad. Relative protein levels were quantified with Image Lab (BioRad) on non-saturated exposures.

### Total RNA isolation, cDNA synthesis, and qPCR

Total RNA was harvested from 1–2 × 10^6^ RKO-iCas9 or RAW 264.7-iCas9 cells by Trizol lysis (Thermo-Fisher Scientific, 5596–018) and total RNA was isolated per the manufacturer's recommendations. The RNA was treated with Turbo DNase (Thermo Fisher Scientific, AM2238), and cDNA was prepared with Oligo dT18 primers (Thermo Fisher Scientific, S0132) or random hexamer primers (Thermo Fisher Scientific, S0142) using RevertAid Reverse Transcriptase (Thermo-Fisher Scientific, EP0441) as per the manufacturers’ recommendations. qPCR samples were analyzed in technical triplicates or duplicates and with H_2_O and no reverse transcriptase controls on a Mastercycler (Biorad) using 1x qPCR MM (10 mM Tris pH 8.5, 50 mM KCl, 0.15% Triton X-100, 2 mM MgCl2, 200 μM dNTPs (Promega, U1515), 200 mM Trehalose, 2.5% Formamide (Applichem, A2156), 0.5x SYBR Green I (Thermo-Fisher Scientific, S7567), and 25 U/mL Taq polymerase (Promega, M7484B), in nuclease free H_2_O (Ambion, AM9930)). Relative changes in gene expression were calculated based on the 2^−ΔΔCT^ method [35]. All qPCR primers are listed in Table 6.

**Table 6.** qPCR primers

**Target**	**Primer**	**Sequence (5′ to 3′**)
*18s*	Fwd	GTAACCCGTTGAACCCCATT
	Rev	CCATCCAATCGGTAGTAGCG
*GAPDH*	Fwd	GAAGGTGAAGGTCGGAGTC
	Rev	GAAGATGGTGATGGGATTTC
*Gapdh*	Fwd	ATGGTGAAGGTCGGTGTGA
	Rev	TGAAGGGGTCGTTGATGG
*RPLP0*	Fwd	CCAGGCTTTAGGTATCAC
	Rev	AGCACTTCAGGGTTGTAG
*TBP*	Fwd	GAGTTCTGGGATTGTACC
	Rev	GTTCGTGGCTCTCTTATC
*HSPA4L (IR)*	Fwd	TTGTAGGAGGAGCAACAC
	Rev	TTATACCTGTAACGCACATC
*HEATR1 (IR)*	Fwd	TGAGTGTTGGTGACATAAG
	Rev	CACCGATTAGTTTTCCTG
*JAK2 (IR)*	Fwd	GAACATACTAAATGCTCCAG
	Rev	TACATTCCCATGAATAAGG
*PIK3C2A (IR)*	Fwd	GACAAAGAGGTTAATGTGG
	Rev	GTTGCTGTATAATGCTTCTG
*TOP2B (IR)*	Fwd	TGTAGTGGACAGAAACACAG
	Rev	CTTAATACACTGCCCTTCC
*RAD50 (IR)*	Fwd	ACAGCGAGGTAAGTTGTC
	Rev	AGAGCCAGGACTGAAATC
*JAK2 (cytoplasm)*	Fwd	GGAAGATTACCAAGACCAG
	Rev	CCTTATTTGATCCACTCG
*pre-IRF1*	Fwd	AGGAGCCAGAAATTGACAGC
	Rev	TCAGTACCCCAGATGCTTTACC
*JAK2*	Fwd	GACTGGACTGTATGTACTTCG
	Rev	CCACTGAGGTTGTACTCTTC
*JAK1*	Fwd	ATTACGGTGCTGTCTAGG
	Rev	ACACTCAGGTTCTTGGAG
*STAT1*	Fwd	GTGATCTCCAACGTCAGCCA
	Rev	ACATGTTCAGCTGGTCCACA
*IFNGR1*	Fwd	TATGATCCCGAAACTACC
	Rev	CTAACTGGCACTGAATCTC
*IFNGR2*	Fwd	CTGTTGTCTACCAAGTGC
	Rev	CTGTTGCTGTGATCTGTG
*Jak2*	Fwd	AGTGGAGAGTATGTTGCAG
	Rev	GACTCGTCTATGTGGAAGAC
*Jak1*	Fwd	CTACACAGTCAAGGACGAC
	Rev	GAGTCACAGTAAGTGAGCAG
*Stat1*	Fwd	AGATCCCGTACAGATGTC
	Rev	TTACTGTCCAGCTCCTTC
*Ifngr1*	Fwd	TGGGGAGATCCTACATAC
	Rev	GATGAGATTCCGTCTACTG
*Ifngr2*	Fwd	CACCCATTCACAGTCTTC
	Rev	GAGGTCCAACAGTAACATTC
*pre-JAK2*	Fwd	AAGAAAGCAGGTAATCAGAC
	Rev	GACATACTAACCTCGACAGC
*pre-Jak2*	Fwd	AGTGGTCAAGAGGGAAAC
	Rev	TCTACCAGCAGAGAATGG
*JAK2 (cryptic*	Fwd	GACAGAAATGGAGGGAAC
*splicing)*	Rev	GATACACCTGAAGAACTGG

### Immune stimulation and 3′ mRNA QuantSeq

FACS sorted RKO-iCas9 or RAW 264.7-iCas9 cells harboring constitutive sgRNA expression (*sgAAVS1*/*sgROSA* or *sgERH*) were treated with 100 or 500 ng/mL dox (Sigma-Aldrich, D9891) for 5 days to induce Cas9-mediated knockouts. Subsequently, they were treated for 4 h with 25 or 10 ng/mL IFNγ (Enzo Life Sciences, ENZ-PRT141-0100 and a gift from G. Adolf, Boehringer Ingelheim, Vienna), 10 or 50 ng/mL IL-1β (Peprotech, 200–01B-10μG and 211–11b), or MQ (non-treated), respectively. Total RNA was isolated as previously described using Trizol, and 3′ mRNA sequencing libraries were generated according to manufacturer's recommendations (Lexogen, 015-QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina and 020-PCR Add-on Kit for Illumina). Samples were analyzed on an Illumina HiSeqV4 SR50 platform by the NGS Facility at Vienna BioCenter Core Facilities (VBCF), Austria.

For RNA-seq analysis, quality control was performed with fastqc (v0.11.8) and pre-processing (adapter and quality trimming) with trim_galore (v0.6.2) for RKO and fastp (v0.20.1) for RAW 264.7 cells, respectively. Cell-line specific 3′-ends were determined with 3-GAmES (https://github.com/poojabhat1690/3-GAmES) using human (GRCh38) and mouse (GRCm38) RefSeq and Ensembl annotations for RKO and RAW 264.7 cells, respectively. QuantSeq reads were quantified with SlamDunk v0.3.4 [36] using the counting Windows output from 3-GAmES, and 3′-end read counts were collapsed per gene.

Differential expression analysis was done in R [37] using DEseq2 [38]; genes with log2FC ≥ 1 and padj ≤ 0.05 were considered to have significantly different expression. Drastically different outliers from PCA analysis were excluded from the analysis (RKO samples: replicate 1 – *sgAAVS1* non-treated, replicate 2 – *sgERH* IFNγ treated, and replicate 3 – *sgAAVS1* IL-1β treated). Differentially expressed genes were analyzed for enriched GO terms by Enrichr [39–41].

### Protein stability determination

FACS sorted RKO-iCas9 cells with constitutive sgRNA expression (*sgAAVS1* or *sgERH*) were treated with 100 ng/mL dox (Sigma-Aldrich, D9891) for 5 days to induce Cas9-mediated knockouts. To determine JAK2 protein stability, the cells were subsequently treated for 4 h with 10 μM of the proteasome inhibitor epoxomicin (EPX, Gentaur Molecular Products, 607-A2606) or DMSO as a control. In parallel, cells were treated with 40 μg/mL of the translation inhibitor cycloheximide (CHX, Sigma-Aldrich, C1988) for up to 6 h. Total protein was extracted and analyzed by western blotting.

### Transcription rate determination

FACS sorted RKO-iCas9 cells harboring constitutive sgRNA expression (*sgAAVS1* or *sgERH*) were treated with 100 ng/mL dox (Sigma-Aldrich, D9891) for 5 days to induce Cas9-mediated knockouts. To determine *JAK2* transcription rates, cells were subsequently treated for 15 min with 1 mM 4-Thiouridine (4sU, BIOSYNTH, NT06186) or water as a control. All subsequent steps were performed under minimal light conditions. Cells were washed in cold PBS and RNA isolation was performed with High Performance RNA Isolation kit (Vienna, VBC Molecular Tools Shop, RNAisomag) and a KingFisher Flex robot (Thermo Fisher Scientific). For each sample, 70 μg RNA was precipitated overnight at −20°C with 2.5x volume EtOH containing 0.1 mM DTT, 0.1x volume 3M NaOAc (pH 5.2), and 1 μL glycogen. The pellet was washed twice with 75% EtOH containing 0.1 mM DTT and resuspended in H2O with 0.1 mM DTT. RNA fragmentation was performed with the NEBNext Magnesium RNA Fragmentation Module (New England Biolabs, E6150S) according to the manufacturer’s recommendation with 1 min fragmentation time, and precipitation was performed as previously described with finally resuspending the RNA in 350 μL water.

To biotinylate 4sU labeled RNA, 50 μL 10x biotinylation buffer (200 mM HEPES pH 7.8 and 10 mM EDTA pH 8.0) and 100 μL MTSEA-biotin (biotium, 90066–1) in DMF (50 μg/ml) were added, and the samples were rotated at room temperature for 2 h. The RNA was then isolated with acidic phenol chloroform isoamyl alcohol (PCI, ROTH, X985.3) according to the manufacturer’s instructions. The RNA was precipitated with 1x volume of isopropanol instead of EtOH, and ultimately resuspended in 100 μL water.

Pulldown of biotinylated RNA was then performed by first adding 100 μL of μMACS Streptavidin MicroBeads (Miltenyi Biotec, 130–133-282) and rotating the samples for 10 min. The μMACS columns were equilibrated with 100 μL nucleic acid buffer (Miltenyi Biotec, 130–133-282), and then twice with 100 μL 1x biotinylation buffer. Samples were applied to columns and washed three times with 900 μL washing buffer (100 mM Tris-HCl pH 7.5, 10 mM EDTA pH 8.0, 1 M NaCl, 0.1% Tween-20), after which 4sU labeled RNA was eluted two times with 100 μL of 100 mM DTT, and subsequently precipitated with isopropanol.

The RNA was treated with Turbo DNase (Thermo Fisher Scientific, AM2238), isolated with PCI (ROTH, X985.3), and precipitated with isopropanol. Preparation of cDNA was performed as described above, and qPCRs were performed using Luna Universal qPCR Master Mix (NEB, M3003). Input samples were included for normalization purposes.

### ERH co-IP and mass spectrometry

Twenty-four hours prior to transfection, 6 × 10^6^ HEK-293T cells were seeded in eight 10-cm dishes (four negative controls, four for ERH-transfection). The cells were transfected with 6 μg plasmid per plate with FuGENE HD (Promega, E2311) as per the manufacturer’s instructions. The other four plates were left untransfected. Media were exchanged 6 h post-transfection. After transfection, cells were grown for 48 hours and harvested by incubation with 1 ml of trypsin/DPBS solution. Trypsin was deactivated by addition of 10 mL of DMEM with FCS and antibiotics, and cells were washed three times with DPBS. Cells lysed by addition of 250 μL 2x lysis buffer (50 mM Tris HCl pH 7.5, 300 mM NaCl, 3.0 mM MgCl2, 2 mM DTT, 0.2% Triton X-100, 1 tablet cOmplete Mini, Roche) and 150 μL MQ, and by bioruptor sonication (three cycles, high intensity, 30 s). GFP-trap beads were prepared as previously described for the Llama antibody against GFP 16 (LaG16) [42]. The lysate was incubated with the GFP-trap beads for 2 h, washed five times with 500 μL wash buffer (25 mM Tris HCl pH 7.5, 150 mM NaCl, 1.5 mM MgCl2, 1 mM DTT, 1 tablet cOmplete Mini, Roche), and boiled at 95°C for 10 min in resuspension buffer (per reaction: 7.5 μL of 4X LDS sample Buffer, 3 μL DTT, 14.5 μL MQ).

Peptides were separated on a 20-cm self-packed column with 75 μm inner diameter filled with ReproSil-Pur 120 C18-AQ (Dr.Maisch GmbH) mounted to an EASY HPLC 1000 (Thermo Fisher) and sprayed online into an Q Exactive Plus mass spectrometer (Thermo Fisher). We used a 94-min gradient from 2 to 40% acetonitrile in 0.1% formic acid at a flow of 225 nl/min. The mass spectrometer was operated with a top 10 MS/MS data-dependent acquisition scheme per MS full scan. Mass spectrometry raw data were searched using the Andromeda search engine [43] integrated into MaxQuant suite 1.5.2.8 [44]. In both analyses, carbamidomethylation at cysteine was set as fixed modification, while methionine oxidation and protein N-acetylation were considered as variable modifications. Match-between-run option was activated. Prior to bioinformatic analysis, reverse hits, proteins only identified by site, protein groups based on one unique peptide, and known contaminants were removed. For further bioinformatic analysis, the LFQ values were log2-transformed and the median across replicates was calculated. This enrichment was plotted against the – log 10- transformed *P* values (Welch's t-test) using the ggplot2 package in the R environment.

### Immunoprecipitation

Cells were lysed in Frackelton buffer (10 mM Tris-HCl pH 7.4, 50 mM NaCl, 30 mM Na_4_P_2_O_7_, 50 mM NaF, 2 mM EDTA, 1% Triton X-100, 1 mM DTT, 0.1 mM PMSF, and 1x protease inhibitor cocktail). Lysates were rotated for 5 min at 4°C and then centrifuged for 10 min at 20 000 x g at 4°C. Supernatant protein concentrations were determined by Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23 225), and 500 μg total protein was used for each IP (20 μg; 4% was taken for input). IPs were incubated rotating overnight at 4°C with either IgG Isotype control (1:300, Cell Signaling Technology, 2729) or anti-ERH (1:100, Abcam, ab166620). Magnetic beads (Pierce Protein A/G Magnetic Beads, Thermo Fisher Scientific, 88 803) were washed 2x in Frackelton buffer, blocked by rotating for 1 h at 4°C in 3% BSA in Frackelton buffer, washed 3x in Frackelton buffer, and 25 μL beads were then added to each IP and left rotating for 2 h at 4°C. After five washes in Frackelton buffer, the IPs were boiled at 95°C for 10 min in Laemmli sample buffer with 10% β-mercaptoethanol, and the whole IP/input was analyzed by WB.

### Immunofluorescence microscopy

Around 2.5 × 10^5^ cells were seeded onto coverslips and fixed with 4% paraformaldehyde (PFA) for 15 min, 48 h post-seeding. Cells were permeabilized with 0.25% Triton X-100 in PBS for 5 min, and blocked in 1% BSA for 30 min at RT. Coverslips were first incubated with anti-ERH antibody (Abcam, ab166620) 1:500 in 1% BSA for 1 h at RT, then with anti-rabbit IgG Alexa Fluor 594 (Invitrogen, A-11012) 1:1000 in 1% BSA for 1 h at RT, and finally with 0.4X Hoechst (Thermo Fisher Scientific, H3569) in PBS for 5 min at RT. Coverslips were mounted using ProLong Gold Antifade Mountant (Invitrogen, P36934) and images were collected using a modified Imager.Z2 microscope (Zeiss) at 63X magnification. Images were modified uniformly across the image using Fiji [45].

### Subcellular fractionation and 3′ mRNA QuantSeq

FACS-sorted RKO-iCas9 cells with constitutive sgRNA expression (*sgAAVS1*, *sgERH*, *sgALYREF*, *sgSRSF1*, *sgMAGOH*, or *sgPOLDIP3*) were treated with 100 ng/mL dox (Sigma-Aldrich, D9891) for 5 days. For subcellular fractionation, 2 × 10^6^ cells were gently lysed in REAP buffer (0.1% NP-40 in 1x PBS) at 4°C, and ≥ 50% of the lysate was taken for the whole cell fraction. Nuclei and cytoplasmic fractions were separated twice through centrifugation at 3000 x g for 1 min at 4°C. The cellular lysate fractions were analyzed by WB as described previously or used for RNA extraction. RNA isolation was performed with High Performance RNA Isolation kit (Vienna, VBC Molecular Tools Shop, RNAisomag) and a KingFisher Flex robot (Thermo Fisher Scientific). Preparation of cDNA was performed as described above, and qPCRs were run with Luna Universal qPCR Master Mix (NEB, M3003). To assess cryptic splicing, RT-qPCR amplicons were loaded on 2% agarose gels, imaged with a blue-light Safe Imager (Thermo Fisher Scientific), and analyzed with Fiji [45].

Generation of 3′ mRNA sequencing libraries was done according to manufacturer’s recommendations (Lexogen, 015-QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina, 081-UMI Second Strand Synthesis Module for QuantSeq FWD, and 020-PCR Add-on Kit for Illumina). Samples were analyzed on a NovaSeq SP SR100 platform by the NGS Facility at VBCF, Austria.

For RNA-Seq analysis, reads were pre-processed with fastp (v0.20.1) which was configured to extract 6 nt UMIs and trim 4 nt from the read 5′-ends along standard quality and adapter trimming settings. Quality control was performed with fastqc (v0.11.8). Reads were mapped to 3′-ends with the nf-core/slamseq pipeline v0.1. For the 3′-end annotations, we used the previously published set from [46] but extended it with GENCODE annotations for missing genes. Read and UMI counts were collapsed per gene and counted with a custom Python script. Differential expression analysis was done in R [37] with the RStudio IDE [47] and by using DEseq2 [38] with apeglm shrinkage option [48]. Genes with log2FC ≥ 1 and padj ≤ 0.05 were considered significantly differentially expressed. Biomart (v2.50.3) [49, 50] was used to retrieve the number and lengths of exons and introns of canonical transcripts. Hierarchical clustered distance heatmaps and PCA plots were generated with ggplot2 [51] based on the variance stabilizing transformed (vst) mean mRNA expression of sample groups [38]. Enriched GO terms were obtained as described above.

### Poly(A)-enriched RNA-seq

FACS-sorted RKO-iCas9 cells with constitutive sgRNA expression (*sgAAVS1* or *sgERH*) were treated with 100 ng/mL dox (Sigma-Aldrich, D9891) for 5 days to induce Cas9-mediated knockouts. Cells were treated for 4 h with 25 μg/mL CHX (Sigma-Aldrich, C1988) in DMSO, or DMSO only. Poly(A)-enriched RNA-Seq libraries were generated using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, E7770), and analyzed on a NovaSeq S4 PE150 XP platform by the NGS Facility at VBCF, Austria.

RNA-Seq analysis was performed using the nf-core/rnaseq pipeline (v3.13.2) [52, 53], which was run on the CLIP Batch Environment (CBE, VBC, Vienna) high performance cluster with Singularity [54]. Briefly, adapter and quality trimming was done with fastp [55], removal of rRNA reads with SortMeRNA [56], alignment and quantification of reads with STAR [57] and salmon [58], sorting and indexing with SAMtools [59], duplicate read marking with Picard, transcript assembly and quantification with StringTie [60], assembly of coverage files with BEDTools [61], and extensive QC with RSeQC [62], Qualimap [63], dupRadar [64], preseq [65], and DESeq2 [38]. The genome used for the analysis was built from the latest Ensembl version (GRCh38, v110). Differential gene expression analysis was done as previously described using DEseq2 [38, 41].

IR events were detected and analyzed for differential expression with IRFinder-S (v. 2.0.0) and DEseq2 [66, 67] using standard settings. Log2FC (≥ 1) and padj (≤ 0.05) cut-offs were used to determine significance. Specific IR examples were retrieved with the integrative genomics viewer (IGV) [68]. IR events were considered adjacent if separated by one exon, and a random control was included that selected the same number of introns for each gene as reported previously [66]. Hierarchical clustered distance heatmaps, enriched GO terms, and canonical transcript information were obtained as described above.

For comparison of intrinsic features, IR events caused by the *ERH* KO were compared to the same number of randomly sampled introns in other genes without intron retention in either knockout (mean IR ratio ≤ 0.05 in both *sgAAVS1* and *sgERH*) or with intron retention in both knockouts (mean IR ratio ≥ 0.1 and absolute log2FC ≤ 0.2 between knockouts). GC-content was analyzed with the Biostrings package [69]. The Maximum Entropy Score was used to calculate 5′ and 3′ splice site strengths using MaxEntScan [70]. Motif enrichment analysis was performed using the MEME suite's simple enrichment analysis (SEA) [71, 72] and the CISBP RNA motif database [73]. The first 200 bp of the 5′ and 3′ intronic regions (excluding the 6 and 30 bp parts of splice sites) and the first 100 bp of the flanking 5′ and 3′ exons (excluding the 3 and 1 bp parts of splice sites) were used for the analysis; introns and exons shorter than 200/100 bp were excluded from the analysis. All plotting was done in R using ggplot2 [51].

## Results

### Identification of novel positive regulators of IFNγ signaling by genome-wide genetic screening

To identify novel regulatory factors of the type II interferon signaling pathway, we performed a genome-wide genetic screen using our previously established time-controlled CRISPR/Cas9 screening approach [28, 74]. RKO cells are human diploid colon carinoma cells, which can respond to several cytokines, and are amenable for forward genetic screening [28]. We used an optimized doxycycline (dox)-inducible Cas9 (iCas9) human RKO cell line [28], where functional editing by Cas9 only occurs in the presence of dox (Supplementary Fig. S1A). This allows for temporal control of gene knockouts and thus the possibility to assess the effects of disrupting cell-essential genes [28].

A genome-wide lentiviral sgRNA library [74] was transduced into the RKO-dox-iCas9 line at low multiplicity of transduction to ensure one integration per cell. Cells with single-gene disruptions were treated with IFNγ, and endogenous protein levels of the ISG IRF1 were used as a proxy for IFNγ signaling (Fig. 1A). IFNγ-treated knockout cells with the lowest or highest IRF1 protein levels were then collected by fluorescence-activated cell sorting (FACS) for further analysis (Fig. 1B). Two timepoints (2.5 and 5 days after Cas9 induction by dox) were used to allow the identification of factors independent of their turnover rate and whether they were essential for viability. The relative abundances of sgRNAs in collected cells were analyzed by NGS and compared to day-matched mean-distribution cell pools representing pre-enrichment library sgRNA frequencies (Fig. 1B). This comprehensive assay thus measures the effects of transcriptional to post-translational regulation on IFNγ signaling.

To identify factors required for IFNγ signaling, and hence IRF1 induction, we analyzed enriched sgRNAs in the IRF1^low^ cell population. As expected, IRF1 itself and all well-known JAK/STAT factors involved in propagating IFNγ signaling (Fig. 1A) scored as top hits (Fig. 1C and D and Supplementary Fig. S1B), attesting to the validity of the screen. In contrast, factors which are critical for type I IFN signaling, but not for IFNγ-dependent responses, were not enriched (Fig. 1D), demonstrating its specificity.

To discriminate specific from more general effects, we compared our hits with those of a similar screen that successfully identified regulators of the transcription factor MYC [28]. We reasoned that MYC would be a good control to filter out general RNA- and protein regulatory factors, since *MYC* mRNA and protein are rapidly turned over in cells [75–77], similar to *IRF1* mRNA and protein [78, 79].

Interestingly, our screen specifically identified the essential exon junction complex (EJC) factors *RBM8A*, *MAGOH*, and *EIF4A3* as strong and specific positive regulators of IFNγ-induced IRF1 after 2.5 days of dox induction (Fig. 1C and D, and Supplementary Fig. S1B). Furthermore, multiple splicing and export factors that cooperate with the EJC, including *SRSF1* and *ALYREF*, scored as hits in our screen (Fig. 1D). In contrast, factors involved in other EJC-related processes, including *CASC3* and *UPF1* which are connected to translation-coupled nonsense-mediated decay (NMD), were not identified as hits in the screen (Fig. 1D).

In addition to these well-known splicing and export factors, the enigmatic RNA regulatory factor ERH was identified as a strong determinant of IFNγ-induced IRF1 expression at day 5 post-Cas9 induction (Fig. 1C and D and Supplementary Fig. S1B). ERH is not reported to have nucleic acid binding capacities but is instead thought to assist in forming protein complexes in diverse RNA regulatory processes [80]. Notably, it has been linked to the EJC [81], pre-mRNA splicing [82–84], and RNA export [85–87]. Consistent with a role as a facilitating factor, it has also been reported to control other RNA-related processes in cells, including piRNA processing [88, 89], miRNA maturation [90, 91], transcription [92, 93], and repressive heterochromatin formation [94].

ERH and the EJC are involved at multiple steps in post-transcriptional mRNA regulation and the EJC is loaded onto all spliced mRNAs [95–97]. Therefore, the possibility of a specific role in IFNγ-dependent IRF1, but not MYC, expression was surprising (Fig. 1D). To confirm this specificity, the core EJC component *MAGOH*, the post-transcriptional integrator *ERH*, and the positive control *JAK2* were knocked out individually, and intracellular IRF1 and MYC levels were determined by FACS (Fig. 1E and F). Consistent with the screens, inducible *MAGOH* and *ERH* knockouts reduced IFNγ-induced IRF1 levels without affecting MYC under comparable experimental conditions (Fig. 1E and F). From these results we concluded that EJC- and ERH-related splicing and mRNA export are more critical for IFNγ-induced expression of ISGs, such as IRF1, than for global mRNA regulation of other factors like MYC.

Given the functional association of the EJC and ERH with RNA processing, we hypothesized that *IRF1* levels were transcriptionally or post-transcriptionally regulated. To test this, we used RT-qPCR to investigate whether ERH and MAGOH regulated *IRF1* mRNA levels, and whether this was dependent on IFNγ.

*ERH* or *MAGOH* ablation significantly reduced IFNγ-induced *IRF1* mRNA levels, but not *IRF1* baseline levels (Fig. 1G). Furthermore, ERH depletion similarly reduced *IRF1* pre-mRNA levels (Supplementary Fig. S1C) yet did not affect *IRF1* mRNA turnover as determined by actinomycin D chase and RT-qPCR analysis (Supplementary Fig. S1D). Thus, our data indicate that loss of *ERH* or *EJC* components specifically reduces IFNγ-dependent signaling and consequently prevents the transcriptional induction of ISGs such as IRF1.

### ERH maintains *JAK2* mRNA levels, and consequently, IFNγ signaling

Since ERH was critical for IFNγ-induced *IRF1* transcription, we hypothesized that ERH regulates IFNγ signaling and hence global ISG expression. Moreover, as ERH is highly conserved [98], we reasoned that its role in IFNγ-induced transcription would also be conserved across cell types and species. 

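In iCas9 mouse macrophages with an sgRNA against *Erh*, the gene of a small conserved protein of RNA-processing complexes, *Erh* mRNA was lower than in cells with a control sgRNA against *ROSA*. Without ligand it went from 416 ± 14.2 CPM with sg*ROSA* to 226 ± 7.19 CPM with sg*ERH* (mean ± SD, n = 3 libraries per group here and for every mean that follows). That is a log2 fold change of −0.88 (SE 0.08, adjusted p 3.5e-08, edgeR's quasi-likelihood test). Under IL-1β it went from 418 ± 18.5 to 234 ± 7.76 CPM, and under IFNγ from 437 ± 50.1 to 233 ± 12.3 CPM. Of the reads counted for *Erh*, 96.2% also map elsewhere in the genome, which carries processed pseudogenes of it, and 6 to 77 reads per library map to it uniquely. The last 20 nt of the 21-nt sgRNA, GGTAGGCTGTACCAGCAAAA, match the strand opposite to the *Erh* transcript on chromosome 12, from 80641015 to 80641034 (GRCm38, GENCODE M21), next to a TGG PAM. The site is coding and lies in the exon from 80640957 to 80641044, which is exon 2 or 3 depending on the transcript. The same 20 nt also occur in *Gm10131*, annotated as protein-coding, and in the processed pseudogene *AC122481.2*. Reads from the 3′ end of *Erh* do not cover the site, so they measure neither editing nor the protein.

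The mouse experiment comprised 18 libraries in 6 groups, sg*ROSA* and sg*ERH* each without ligand, with IL-1β or with IFNγ. Cas9 was induced with 500 ng/mL dox for 5 days, and 10 ng/mL IFNγ, 50 ng/mL IL-1β or water then followed for 4 h. The authors trimmed the reads with fastp 0.20.1, aligned and counted them with SlamDunk over 3′ ends defined by 3-GAmES, and collapsed the counts per gene. The count files list 21898 genes, of which 9987 had enough reads to be tested. Counted reads per library ranged from 2849920 to 4147621 in sg*ROSA* without ligand, from 3037570 to 3598015 with IL-1β and from 2710912 to 4320877 with IFNγ. In sg*ERH* they ranged from 2550075 to 3842367 without ligand, from 2944178 to 3139638 with IL-1β and from 1836584 to 2752759 with IFNγ. Library 2 of sg*ERH* without ligand stood apart from the others of its group. Among 4076 genes with a mean of at least 50 CPM, 183 were lower and 7 were higher in it by a log2 difference of at least 1, among them *Cox17* (−3.56), *Igf2r* (−2.97) and *Txnip* (−2.74), against 0 to 5 such genes in any other library. It was kept, and counts of genes are also given without it where they are led with, a step chosen after seeing the data.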

To investigate whether loss of *ERH* abolishes ISG induction across species and cell types, we performed 3′ mRNA QuantSeq in IFNγ-treated or non-treated RKO-iCas9 cells (human colon carcinoma) [28] and RAW 264.7-iCas9 cells (murine macrophage) [29].

Principle component analysis showed that the three different stimulatory conditions clustered together (Supplementary Fig. S2A). Three samples were identified as outliers and were excluded from further analyses (Supplementary Fig. S2A).

Under non-treated baseline conditions, ERH depletion affected expression of less than 5% of all genes (Source data Fig. 2A and Source data Supplementary Fig. S2B,C), consistent with the notion that ERH is specific and only affects a distinct group of mRNAs (Fig. 2A and Supplementary Fig. S2B,C). 

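Without ligand, sg*ERH* raised p53 targets, macrophage genes and ISGs. *Cdkn1a*, which encodes the cell-cycle inhibitor p21 (chromosome 17, 29090976 to 29100727, GRCm38), rose from 878 ± 20.3 to 1771 ± 109 CPM. *Mdm2*, whose product marks p53 for degradation, rose from 233 ± 8.32 to 462 ± 22.9 CPM. *Mpeg1*, which encodes a pore-forming protein of macrophage phagosomes, rose from 174 ± 12.4 to 471 ± 9.29 CPM, and the galectin-3 gene *Lgals3* from 1521 ± 98.3 to 3901 ± 264 CPM. Among the ISGs, the peptide transporter gene *Tap1* (chromosome 17, 34187553 to 34197225) went from 46.3 ± 3.36 to 85.2 ± 4.97 CPM. *Usp18*, which encodes a brake on type I interferon receptors, went from 26.8 ± 0.63 to 74.5 ± 4.79 CPM. NF-κB targets moved both ways, with the activation marker *Cd83* higher (log2 fold change 2.28, SE 0.16) and the chemokine gene *Ccl4* lower (−1.20, SE 0.10).

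In edgeR's quasi-likelihood test at an adjusted p of at most 0.05, 13 of 20 p53 targets were higher and 1, *Plk2*, was lower (13 and 2 adjusted over the list alone). Of 18 macrophage markers 11 were higher and 2, *Cd14* and *Cebpb*, were lower (12 and 2 adjusted over the list alone). Of 50 IFNγ response genes 20 were higher, among them *Tapbp* and *B2m* of antigen presentation, and no gene was lower, with the same counts adjusted over the list alone. With only the compared groups fitted, 31 genes of this list had enough reads to be tested, 11 of them higher and 0 lower. The study had picked 9 of these 50 genes on the same libraries, so for them the list is not independent evidence. Of 29 type I interferon response genes 13 were higher and 2, *Ifit2* and *Rsad2*, were lower, again with the same counts adjusted over the list alone. Of 34 NF-κB targets 8 were higher and 9 were lower (8 and 11 adjusted over the list alone), with a median log2 fold change of 0.05 and a mean of −0.04. The set test camera gave adjusted p 2.0e-05 for p53 targets, 1.7e-04 for macrophage markers, 6.9e-04 for IFNγ response genes, 2.9e-04 for type I interferon response genes and 0.871 for NF-κB targets. With the correlation between genes estimated from the data, p53 targets gave 0.0068 and the other 3 called lists 0.0254. Without sg*ERH* library 2 the numbers higher and lower were 13 and 3 of 20 p53 targets, 11 and 4 of 18 macrophage markers, 19 and 0 of 51 IFNγ response genes, and 14 and 2 of 29 type I interferon response genes. Genes past the same test with an absolute log2 fold change of at least 1 made up 6.45% of the 9987 tested genes and 2.94% of the 21898 genes in the count files.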

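The largest increase in sg*ERH* mouse macrophages without ligand, among genes with at least 5 CPM on average over the 18 libraries and no overlap between the groups, was in *Atp6v0d2*, which encodes a proton pump subunit of osteoclasts and macrophages (chromosome 4, 19876841 to 19922605, GRCm38). It went from 1.20 ± 0.79 to 28.9 ± 2.45 CPM (log2 fold change 4.67, SE 0.31, adjusted p 3.4e-10, edgeR's quasi-likelihood test). The monocyte chemokine receptor gene *Ccr2* (3.98, SE 0.53) and the tetraspanin gene *Tspan10* (3.59, SE 0.20) followed. *Ptgs2*, which encodes the prostaglandin-producing enzyme COX-2 (chromosome 1, 150100031 to 150108227), fell the most under the same conditions, from 33.0 ± 0.73 to 6.93 ± 4.53 CPM (−2.15, SE 0.33, adjusted p 2.3e-05). *Id1*, which encodes an inhibitor of differentiation, and *Sdhd*, which encodes a subunit of succinate dehydrogenase, fell as well (−1.99 each, SE 0.14 and 0.33). So did the replication-coupled histone genes *Hist1h1a*, *Hist1h2ab* and *Hist1h2an*, by log2 fold changes of −1.95 to −1.86. Of the 7 tested genes in the list of such histones, 4 were lower and 2 were higher, and camera gave the list adjusted p 0.2002. For *Cd24a* (−1.96), 62.4% of the reads also map elsewhere. *Ahnak2*, *Hal*, *Inka2*, *Nupr1*, *Dtd2* and *Aph1c* were higher by 2.67 to 2.87.

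With an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05, 644 genes differed, 414 higher and 230 lower. With no fold threshold 3729 genes differed, 1886 higher and 1843 lower. Of the 414 higher genes, 222 were also higher with sg*ERH* among the IFNγ libraries, where 15.6 would be shared if the lists were independent. Of the 230 lower genes, 52 were also lower there, against 2.72. Across all tested genes, which are not independent replicates, the log2 fold changes without ligand and under IFNγ had a Pearson's r of 0.72. Without sg*ERH* library 2, 623 genes differed, 420 higher and 203 lower. Without sg*ERH* library 1, 353 genes were lower, and with a mean of at least 50 counts required, 297 genes differed.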

*ERH* ablation significantly affected expression (absolute fold change ≥ 2 and padj ≤ 0.05) of 809 (548 up & 261 down) genes in RKO cells, and 545 (361 up & 184 down) in RAW 264.7 cells. These changes correspond well with a previous study that reported 785 (526 up & 262 down) or 422 (243 up and 179 down) mRNA changes after siRNA-mediated *ERH* knockdown in non-differentiated or differentiated human fibroblasts [94]. 

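Genes of the replication fork and of DNA repair fell in sg*ERH* mouse macrophages without ligand. *Rrm1*, which encodes the large subunit of ribonucleotide reductase (chromosome 7, 102441695 to 102469771, GRCm38), went from 224 ± 8.96 to 108 ± 14.2 CPM. *Orc6*, which encodes a subunit of the origin recognition complex, went from 58.9 ± 7.77 to 23.4 ± 4.67 CPM, and the thymidine kinase gene *Tk1* from 226 ± 12.5 to 123 ± 14.3 CPM. *Tipin*, which encodes a fork protection protein, was lower too (log2 fold change −0.97, SE 0.11). Among repair genes, *Rad18*, which encodes the ligase that modifies PCNA at stalled forks (chromosome 6, 112619850 to 112696686), went from 70.2 ± 4.96 to 33.9 ± 6.52 CPM. *Bard1*, which encodes the partner of BRCA1, went from 16.8 ± 0.56 to 6.61 ± 1.33 CPM. The nuclease gene *Exo1* (−0.94) and the recombination gene *Rad51ap1* (−0.69) were lower as well.

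For *Rrm1*, *Orc6*, *Rad18* and *Bard1* edgeR's quasi-likelihood test gave log2 fold changes of −1.04 (SE 0.09), −1.34 (SE 0.15), −1.04 (SE 0.13) and −1.33 (SE 0.24), with adjusted p 2.3e-08, 3.6e-07, 1.2e-06 and 1.4e-04. Of 53 DNA replication genes 37 were lower and no gene was higher (42 lower adjusted over the list alone), with a median of −0.57. Of 66 DNA repair genes 26 were lower and 5 were higher (27 and 5 adjusted over the list alone), the 5 being *Atm*, *Chek2*, *Ercc5*, *Ercc6* and *Xpa*. Of 13 replication genes that the study names from RKO cells, there as lower in the cytoplasm, 9 were lower and no gene was higher (11 lower adjusted over the list alone). All of these calls use the adjusted p alone, while Supplementary Fig. S2D also asks for a fall by a log2 fold change of at least 1. Without sg*ERH* library 2 the lower genes numbered 37 of 53, 26 of 66 and 10 of 13. With only the compared groups fitted they numbered 28 of 53, 16 of 66 and 6 of 13. The set test camera gave adjusted p 7.6e-14 for replication and 4.4e-05 for repair, and 1.7e-05 and 0.0024 with an estimated correlation. With IFNγ 37 replication genes and 20 repair genes were lower, and with IL-1β 36 and 23.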

In both RKO and RAW 264.7 cells, *ERH* ablation reduced expression of multiple mRNAs involved in DNA replication and DNA repair (Supplementary Fig. S2D), consistent with previous observations following ERH depletion [83, 94].

**Figure 2.**
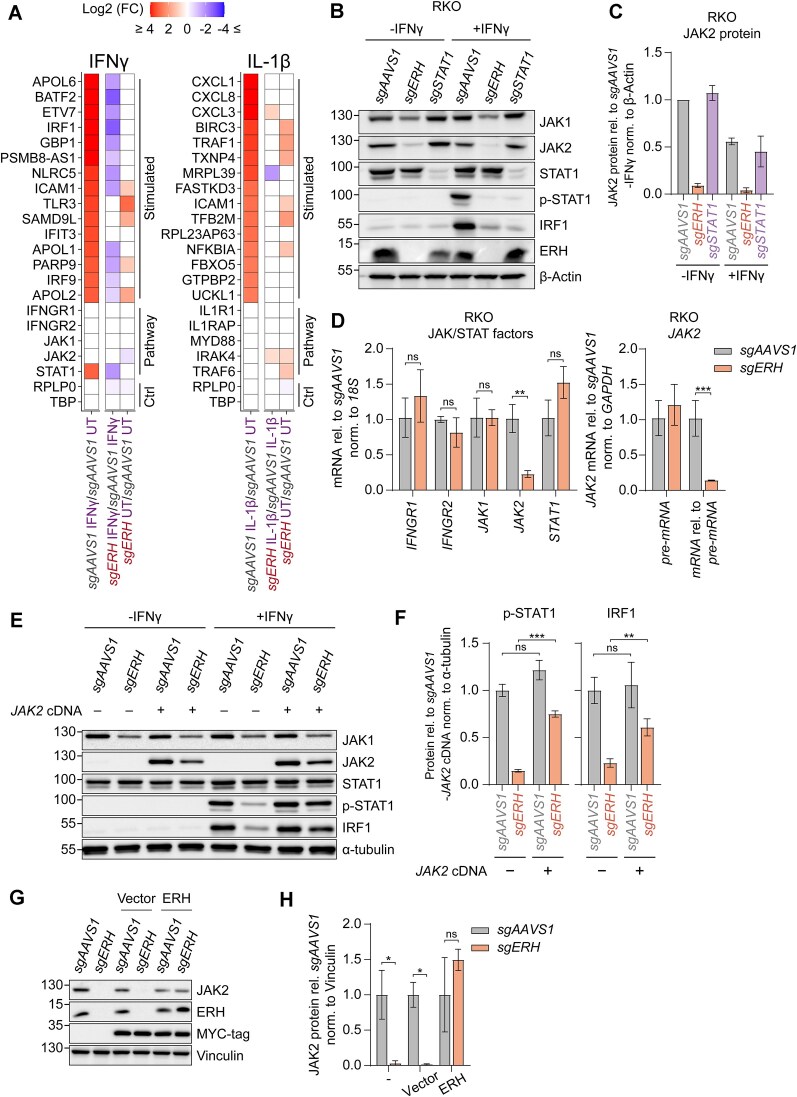
ERH is essential for maintaining *JAK2* mRNA and JAK2 protein levels, and consequently critical for IFNγ signaling. (**A**) RKO-iCas9 cells expressing the indicated sgRNAs were treated with dox for 5 days to induce Cas9 editing. The cells were then stimulated with IFNγ or IL-1β, after which RNA levels were quantified by 3′ QuantSeq. The top 15 stimulated genes and pathway components are shown. Non-significant changes (padj ≤ 0.1) were given a 0-fold change difference. *n* = 3 or *n* = 2 biological replicates; replicate outliers were excluded from the analysis (Supplementary Fig. S2A). (**B**) Dox-induced RKO-iCas9 cells expressing the indicated sgRNAs were analyzed by WB, and (**C**) quantified. Data represent means and sd; *n* = 2 biological replicates. (**D**) RKO-iCas9 cells with the indicated genes targeted for 5 days were analyzed by RT-qPCR. Data represent means and sd; *n* = 3 biological replicates. Two-tailed t-test with Benjamini–Hochberg correction (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001). (**E**) RKO-iCas9 cells expressing the indicated sgRNAs were transduced with a *JAK2* cDNA expressing vector, stimulated with IFNγ for 4 h, after which protein lysates were analyzed by WB, and (**F**) quantified. Data represent means and sd; *n* = 3 biological replicates. Unpaired t-test with Welch correction and with Benjamini-Hochberg correction (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001). (**G**) RKO-iCas9 cells expressing the indicated sgRNAs for 5 days and transduced with a sgRNA resistant *ERH* cDNA expressing vector or empty vector were lysed and subsequently analyzed by WB (representative blot), and (**H**) quantified. Data represent means and sd; *n* = 3 biological replicates. Unpaired t-test with Welch correction (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001).

As predicted, *ERH* ablation specifically abolished IFNγ-induced but not baseline mRNA levels of ISGs, including *IRF1* and *BATF2*, in RKO cells (Fig. 2A), indicating that ERH is indeed crucial for IFNγ-induced ISG transcription. Likewise, in RAW 264.7 cells, *ERH* ablation significantly reduced IFNγ-induced expression of ISGs, including *Irf1*, *Batf2*, and *Cxcl10* (Supplementary Fig. S2C). 

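*Irf1*, which encodes a transcription factor that drives further ISGs (chromosome 11, 53770014 to 53778374, GRCm38), rose with IFNγ from 11.9 ± 1.11 to 1107 ± 5.05 CPM in sg*ROSA* cells. In sg*ERH* cells it rose from 12.0 ± 2.94 to 532 ± 52.2 CPM. *Batf2*, whose product acts with IRF1 (chromosome 19, 6140983 to 6172476), rose from 2.09 ± 0.82 to 147.5 ± 14.4 CPM and from 4.54 ± 0.93 to 75.8 ± 6.33 CPM. *Cxcl10*, which encodes a chemokine for T cells (chromosome 5, 92346638 to 92348889), rose from 3.14 ± 0.60 to 291 ± 19.8 CPM and from 1.69 ± 1.93 to 90.5 ± 5.54 CPM. The macrophage transcription factor gene *Irf8* reached 1197 ± 41.5 CPM with sg*ROSA* and 547 ± 25.0 CPM with sg*ERH*. *Socs3*, which encodes a feedback inhibitor of JAK/STAT signaling, reached 130.5 ± 9.62 and 55.0 ± 5.53 CPM. *Tapbp*, *B2m* and *H2-D1* of antigen presentation stayed higher with sg*ERH* under IFNγ (log2 fold changes 0.40, 0.49 and 0.49).

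With IFNγ the log2 fold change of sg*ERH* against sg*ROSA* was −1.06 for *Irf1* (SE 0.09, adjusted p 2.1e-08), −0.97 for *Batf2* (SE 0.12, adjusted p 3.3e-06) and −1.69 for *Cxcl10* (SE 0.14, adjusted p 5.8e-09) in edgeR's quasi-likelihood test. For all 3 genes every sg*ERH* library lay below every sg*ROSA* library. Without ligand the same test gave 0.06 for *Irf1* (SE 0.18, adjusted p 0.830), −0.67 for *Cxcl10* (SE 0.45, adjusted p 0.254) and 1.13 for *Batf2* (SE 0.34, adjusted p 0.0112). The change in the response itself, an interaction of sgRNA and ligand, was −1.12 for *Irf1* (SE 0.21, adjusted p 0.0057), −2.10 for *Batf2* (SE 0.36, adjusted p 0.0025) and −1.02 for *Cxcl10* (SE 0.51, adjusted p 0.394). The values of *Batf2* and *Cxcl10* without ligand, which enter their interactions, rest on few reads. Of the 50 IFNγ response genes, IFNγ raised 45 in sg*ROSA* cells (47 adjusted over the list alone). With sg*ERH* 24 were lower under IFNγ and 3 were higher (26 and 4 adjusted over the list alone, and 27 and 5 of 51 without the sg*ERH* library 2 without ligand). Their median was −0.47, and camera gave adjusted p 3.3e-12, or 2.5e-04 with an estimated correlation. Of the 50 genes, 6 were both higher without ligand and lower under IFNγ, where 9.60 would be if the calls were independent. Whether these numbers differ was not tested. Type I interferon response genes went both ways under IFNγ, 7 higher and 5 lower of 29 (8 and 5 adjusted over the list alone), with a median of −0.08 and a mean of 0.05. In all, 493 genes differed by a log2 fold change of at least 1 under IFNγ, 375 higher and 118 lower.

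**Figure D1:**
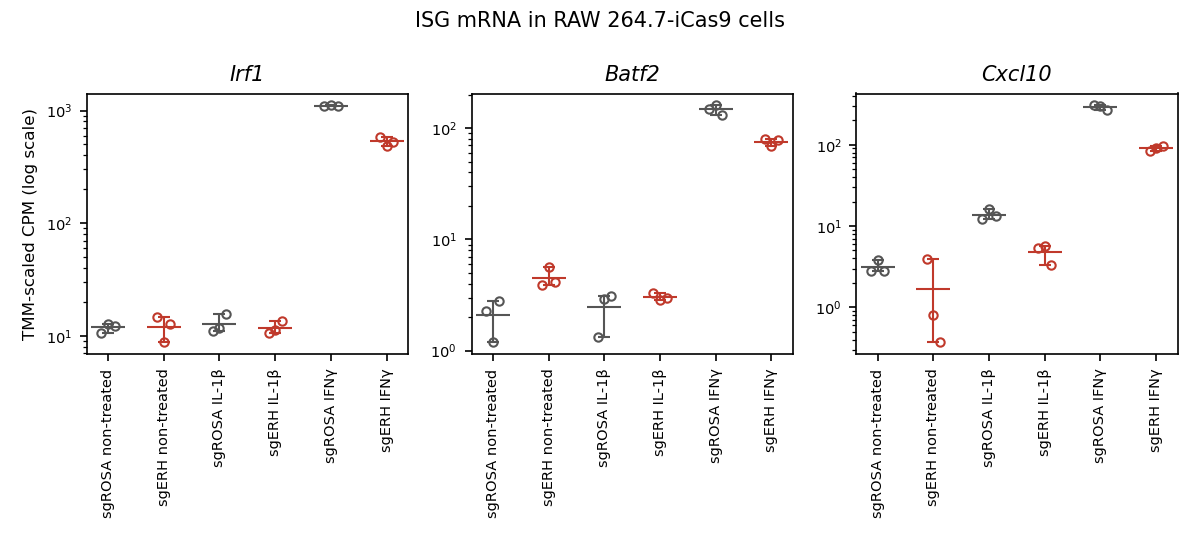
Levels of *Irf1*, *Batf2* and *Cxcl10* in TMM-scaled CPM (y axes, log scale) in the 6 groups (x axes), with sg*ROSA* in grey and sg*ERH* in red; circles are libraries, lines are means and bars run from the lowest to the highest of the 3 libraries. With IFNγ the sg*ERH* libraries lie at 480.1 to 584.5, 68.5 to 80.2 and 84.9 to 96.0 CPM, and the sg*ROSA* libraries at 1103 to 1113, 132 to 160.5 and 269 to 306 CPM.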

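In sg*ROSA* mouse macrophages IL-1β raised a small set of genes, among them genes of cytokines and of NF-κB regulators. *Acod1*, which encodes the enzyme that makes itaconate (chromosome 14, 103046977 to 103056573, GRCm38), rose from 5.94 ± 1.25 to 26.05 ± 5.07 CPM. *Cxcl2*, which encodes a chemokine for neutrophils (chromosome 5, 90903871 to 90905938), rose from 1.87 ± 0.58 to 8.14 ± 2.28 CPM. *Tnf*, which encodes an inflammatory cytokine (chromosome 17, 35199381 to 35202007), rose from 169.8 ± 8.36 to 485 ± 13.9 CPM. *Nfkbiz*, *Nfkbia*, *Zc3h12a*, *Tnip1* and *Tnip3*, which encode regulators of the NF-κB pathway, rose by log2 fold changes of 0.60 to 1.84.

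In edgeR's quasi-likelihood test 21 genes were higher with IL-1β than without ligand at an adjusted p of at most 0.05, and no gene was lower. DESeq2 called 22 genes, and 366 had an unadjusted p under 0.05 in edgeR. A log2 fold change of at least 1 was reached by 10 genes and one of at least 2 by 3, *Acod1* (2.13, SE 0.19, adjusted p 4.4e-07), *Cxcl10* (2.10, SE 0.29, adjusted p 3.7e-04) and *Cxcl2* (2.07, SE 0.39, adjusted p 0.0144). Without the sg*ROSA* IL-1β library 2 only 1 gene reached a log2 fold change of 2. Of 34 NF-κB targets 13 were higher (19 adjusted over the list alone), and 12 of the 34 had been picked by the study on these libraries. For this list camera gave adjusted p 2.6e-47, or 1.3e-05 with an estimated correlation. Among the 22 others, a test added after seeing the data, 1 was higher over all genes and 7 adjusted over the list alone, and camera gave p 2.3e-10, or 0.0021 with an estimated correlation. The 21 genes became 32 without the sg*ERH* library 2 without ligand, 31 of them higher and 1 lower, and 9 without the sg*ROSA* library 3 without ligand. In the same cells IFNγ changed 851 genes, 560 higher and 291 lower, and raised 103 by a log2 fold change of at least 2. Without the sg*ERH* library 2 without ligand, 1308 genes changed with IFNγ, 799 higher and 509 lower. Without the sg*ROSA* IFNγ library 2, 643 genes changed, 475 higher and 168 lower.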

To assess whether ERH was specifically important for IFNγ signaling or has a more general effect on rapid cytokine-induced transcription of response genes, we treated cells in parallel with IL-1β as an alternative cytokine stimulus. In contrast to IFNγ-induced ISGs, ERH depletion did not reduce IL-1β-induced mRNA expression of response genes such as CXCL factors in neither RKO (Fig. 2A, Supplementary Fig. S2B), nor RAW 264.7 cells (Supplementary Fig. S2B,C). 

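With sg*ERH*, several IL-1β-induced genes of the mouse macrophages were lower under IL-1β, while for others no difference passed the test. *Cxcl2* stood at 8.52 ± 3.18 CPM with IL-1β (log2 fold change against sg*ROSA* 0.06, SE 0.31, adjusted p 0.902, edgeR's quasi-likelihood test). *Acod1* (−0.13, SE 0.15, adjusted p 0.570) and *Nfkbiz* (−0.04, adjusted p 0.877) did not pass that test either. *Cxcl10* went from 13.8 ± 1.93 to 4.76 ± 1.26 CPM (−1.53, SE 0.28, adjusted p 2.5e-04), with sg*ROSA* libraries at 12.3 to 16.0 and sg*ERH* libraries at 3.31 to 5.65 CPM. *Gpr84*, which encodes a receptor for medium-chain fatty acids (chromosome 15, 103308235 to 103310612, GRCm38), went from 41.2 ± 5.39 to 15.4 ± 5.37 CPM. *Tnf* reached 251 ± 10.9 CPM with sg*ERH*, a log2 fold change of −0.95 (SE 0.08, adjusted p 7.7e-09). The survival gene *Ier3* (−0.68, SE 0.09) and *Marcksl1* (−0.73, SE 0.11), which encodes an actin-regulating protein, were lower as well, and *Igsf6* was higher (0.34, adjusted p 0.0428).

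Of the 21 genes that IL-1β raised in sg*ROSA* cells, 5 were lower with sg*ERH* under IL-1β, 1 was higher and the others did not pass. Of these 5, all but *Cxcl10*, 4 genes, were also lower with sg*ERH* without ligand. The median log2 fold change of the 21 genes under IL-1β was −0.09. These 21 genes were picked on the sg*ROSA* IL-1β libraries that enter this comparison, which favours lower values with sg*ERH*. Among all 9987 tested genes, 1335 were lower and 1481 were higher with sg*ERH* under IL-1β. Of the 15 genes that the study shows for IL-1β, picked on these libraries, 5 were lower and no gene was higher, both over all genes and adjusted over the list alone, *Itga5* (−0.66, SE 0.18, adjusted p 0.0079) among them. Under IL-1β 447 genes in all differed by a log2 fold change of at least 1, 351 higher and 96 lower.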

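The response to IFNγ was smaller in sg*ERH* than in sg*ROSA* mouse macrophages for genes such as *Stat3*, *Tap1* and *Parp14*. *Stat3*, which encodes a signal transducer of cytokine receptors (chromosome 11, 100885098 to 100939540, GRCm38), had a response lower by a log2 value of −1.18 (SE 0.15). The response of *Tap1* was lower by −1.35 (SE 0.12), that of *Parp14*, which encodes an ADP-ribosyltransferase, by −1.88 (SE 0.22) and that of *Pim1*, which encodes a survival kinase, by −1.73 (SE 0.18). For *Gbp2*, which encodes a GTPase that acts on intracellular pathogens, it was lower by −3.90 (SE 0.72), a value that rests on few reads without ligand, where *Gbp2* stood at 0.285 ± 0.259 CPM with sg*ROSA* and 2.21 ± 1.48 CPM with sg*ERH*. Under IFNγ it was lower with sg*ERH* by −1.05 (SE 0.13). *Gbp2* and *Tap1* were also higher with sg*ERH* without ligand, which enters this difference. *Lhfpl2*, *Cd300lb* and *Rab7b*, the last a gene of endosomal transport, had larger responses by 0.77 to 0.90.

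In edgeR's quasi-likelihood test of this interaction 89 genes passed an adjusted p of 0.05, 75 with a lower and 14 with a higher response. Of the 75, 71 were raised by IFNγ in sg*ROSA* cells, 63 were higher with sg*ERH* without ligand and 29 were lower with sg*ERH* under IFNγ. Leaving out 1 library gave 54 genes without sg*ERH* IFNγ library 2, 57 without sg*ROSA* library 1 without ligand, 58 without sg*ROSA* IFNγ library 2, 150 without sg*ERH* library 3 without ligand and 256 without sg*ERH* library 2 without ligand. For the response to IL-1β edgeR called 0 genes and DESeq2 0, with 965 at an unadjusted p under 0.05 in edgeR. With no filter on low counts edgeR called 79, and 219 for the response to IFNγ. For the response to IFNγ DESeq2 called 126 genes, and edgeR with only the compared groups 49. Of the 21 genes raised by IL-1β in sg*ROSA* cells, 18 had a smaller response with sg*ERH*, with a median interaction of −0.21, but they were picked on libraries that enter the response. The sg*ERH* effect under IFNγ was also tested directly against that under IL-1β, a comparison added after seeing the data. It differed for 39 genes in edgeR and 49 in DESeq2, 35 of the 39 with a lower effect under IFNγ, all 35 raised by IFNγ in sg*ROSA* cells. *Irf1* was among them (−0.94, SE 0.21, adjusted p 0.0448, edgeR's quasi-likelihood test). *Batf2* (−1.25, SE 0.38, adjusted p 0.275) and *Cxcl10* (−0.17, SE 0.34, adjusted p 0.992) did not pass the same edgeR test. The count of 39 fell after thinning every library to the lowest total and without sg*ERH* IL-1β library 1 or 3. It rose with no filter on low counts and with only the compared groups. The paper asks whether ERH matters for IFNγ signaling in particular or for rapid cytokine-induced transcription more widely. It sets lower ISG levels under IFNγ against IL-1β response genes, which it reports as not reduced (Supplementary Fig. S2B,C). Its summary is that the role of ERH in IFNγ-induced expression is highly specific.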

In summary, ERH plays a highly specific regulatory role in IFNγ-induced gene expression across cell types and species.

Given the specific role of ERH in controlling the type II IFN axis, we reasoned that ERH may regulate the levels of JAK/STAT factors, which are essential for IFNγ signaling (Fig. 1A). To systematically test how *ERH* ablation impacts JAK/STAT pathway components, their protein levels were analyzed by WB in lysates from sg*ERH* cells. Loss of *ERH* strongly reduced STAT1 activation, as evidenced by its reduced phosphorylation upon IFNγ treatment, without major effects on total STAT1 levels (Fig. 2B). This indicated that the effect of *ERH* loss lies upstream of STAT1. In line with this hypothesis, *ERH* targeting led to an almost complete loss of JAK2 under both stimulated and unstimulated conditions (Fig. 2B and C), arguing that ERH maintains baseline JAK2 levels.

Given that ERH functions in various RNA regulatory processes, we investigated whether reduced *JAK2* mRNA levels explained the loss of JAK2 protein. 

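In mouse macrophages without ligand *Jak2*, which encodes the kinase bound to IFNGR2 (chromosome 19, 29251828 to 29313080, GRCm38), went from 15.8 ± 2.17 CPM with sg*ROSA* to 8.85 ± 1.25 CPM with sg*ERH*. *Jak1*, which encodes the kinase bound to IFNGR1 (chromosome 4, 101152367 to 101265282), went from 127 ± 15.1 to 169.5 ± 20.0 CPM. The receptor gene *Ifngr2* (chromosome 16, 91547072 to 91565623) went from 54.9 ± 4.78 to 82.0 ± 18.9 CPM. *Ifngr1* (chromosome 10, 19591949 to 19610229) stood at 28.6 ± 3.61 and 26.6 ± 0.98 CPM. IFNγ raised *Jak2* to 28.9 ± 1.19 CPM in sg*ROSA* and to 16.0 ± 2.85 CPM in sg*ERH* cells.

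In edgeR's quasi-likelihood test without ligand the log2 fold change of *Jak2* was −0.85 (SE 0.19, adjusted p 0.0013), with sg*ROSA* libraries at 13.4 to 17.5 CPM and sg*ERH* libraries at 7.61 to 10.1 CPM. It was 0.42 for *Jak1* (SE 0.10, adjusted p 0.0014), 0.57 for *Ifngr2* (SE 0.12, adjusted p 8.6e-04) and −0.10 for *Ifngr1* (SE 0.18, adjusted p 0.717). Without sg*ERH* library 2 the values were −0.77 for *Jak2* (adjusted p 0.0054), 0.33 for *Jak1* (adjusted p 0.0037) and 0.73 for *Ifngr2* (adjusted p 1.0e-06). Under IFNγ *Jak2* was lower by −0.87 (SE 0.17, adjusted p 4.2e-04) in the same edgeR test. Under IL-1β *Jak2* did not pass (−0.12, SE 0.19, adjusted p 0.687, edgeR). In the direct comparison of the sg*ERH* effects under IFNγ and IL-1β *Jak2* did not pass either (−0.75, SE 0.25, adjusted p 0.398, edgeR). The effect on *Jak2* is therefore not shown to differ between these ligands. The response of *Jak2* to IFNγ did not differ between the sgRNAs (interaction −0.02, adjusted p 0.983, edgeR).

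**Figure D2:**
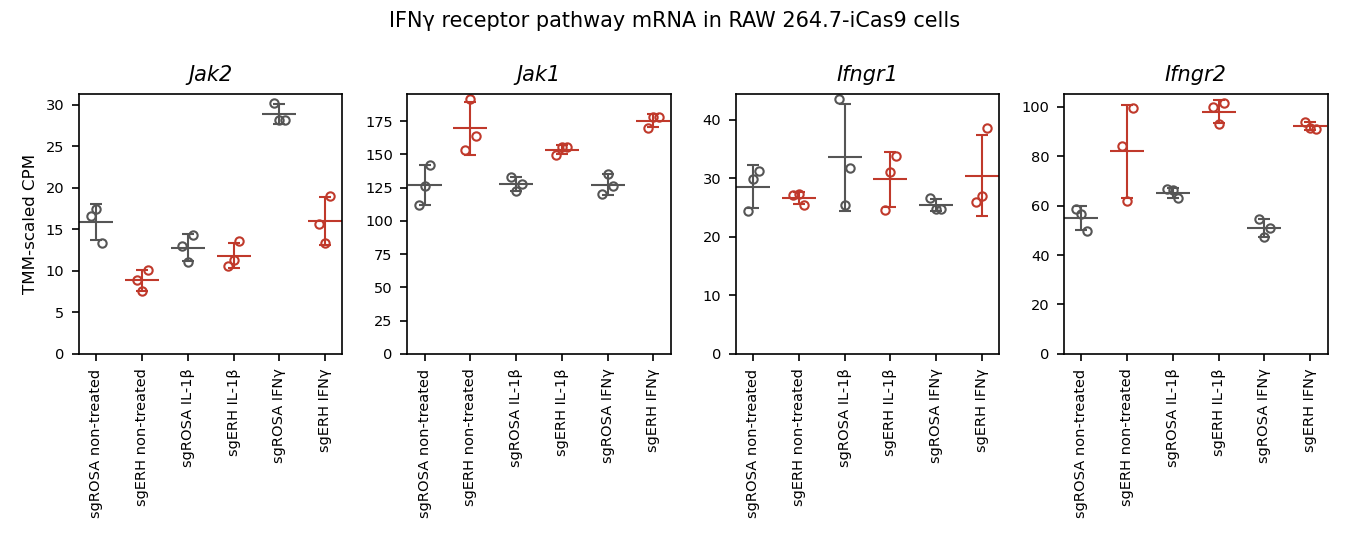
Levels of *Jak2*, *Jak1*, *Ifngr1* and *Ifngr2* in TMM-scaled CPM (y axes, linear from 0) in the 6 groups (x axes), with sg*ROSA* in grey and sg*ERH* in red; circles are libraries, lines are means and bars are ± SD of 3 libraries. With IL-1β *Jak2* lies at 12.8 ± 1.62 CPM with sg*ROSA* and 11.8 ± 1.55 CPM with sg*ERH*.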

*ERH* ablation reduced *JAK2* mRNA baseline levels in 3′ mRNA QuantSeq data without affecting the expression of other JAK/STAT factors (Fig. 2A and Supplementary Fig. S2C). RT-qPCR measurements of mRNAs encoding the individual JAK/STAT pathway components (IFNGR1, IFNGR2, JAK1, JAK2, and STAT1) further confirmed that *ERH* knockout exclusively reduced *JAK2* transcript levels, which were decreased by approximately 10-fold (Fig. 2D).

Next, we examined *JAK2* pre-mRNA levels using intron-exon junction primers. While *ERH* ablation reduced mature *JAK2* mRNA levels, it did not significantly affect *JAK2* pre-mRNA levels (Fig. 2D). Thus, ERH is important for post-transcriptional *JAK2* processing yet has minimal effects on *JAK2* transcription. These effects were also conserved in RAW 264.7 cells, as *ERH* ablation similarly reduced JAK2 protein levels (Supplementary Fig. S2E,F) and *JAK2* mature-mRNA levels relative to pre-mRNA in these cells (Supplementary Fig. S2G). The effect size in RAW 264.7 was lower than in RKO cells, consistent with less efficient ERH depletion after 5 days of Cas9-induced editing (Fig. 2B and Supplementary Fig. S2E).

To test whether the reduced JAK2 levels caused abrogated IFNγ signaling in *ERH*-targeted cells, we rescued *JAK2* expression in these cells by inserting a cDNA JAK2-P2A-mCherry expression vector (Supplementary Fig. S2H). As predicted, exogenous expression of JAK2 largely rescued JAK/STAT signaling and IFNγ-driven ISG transcription in *ERH* KO cells (Fig. 2E) as determined by significantly increased p-STAT1 and IRF1 levels (5-fold increase, padj ≤ 0.001, and 2.7-fold increase, padj ≤ 0.01, respectively) (Fig. 2F).

Lastly, we determined whether expression of exogenous ERH could rescue JAK2 levels in sg*ERH*-targeted cells. To this end, RKO-iCas9 cells harboring sg*AAVS1* or sg*ERH* constructs were transduced with a lentiviral vector constitutively expressing sgRNA-resistant *ERH* (Supplementary Fig. S2H). Subsequently, Cas9 was induced, and protein levels analyzed by WB (Fig. 2G and H). Indeed, exogenous expression restored ERH protein levels close to their endogenous concentrations in sg*AAVS1* controls (Fig. 2G and H). As expected, exogenous ERH expression also rescued JAK2 protein levels (Fig. 2G,H). From this we concluded that the effects from ERH-targeting on JAK2 were specific, and not the result of off-target effects.

Taken together, our data show that ERH has a conserved role in post-transcriptional processing of *JAK2* mRNA under homeostatic conditions, and consequently is critical for IFNγ-induced JAK/STAT-driven ISG expression.

### ERH associates with the EJC and EJC-associated splicing and export factors that are critical for JAK2 production

To elucidate the function of ERH, we analyzed its associated proteins. To this end, we exogenously expressed ERH-mTurquoise2 in HEK-293T cells and employed co-IP tandem mass spectrometry (MS/MS) (Supplementary Fig. S3A). As expected, ERH itself and its previously described direct protein–protein interaction partners such as POLDIP3 [99] were significantly enriched in the pull-down (Fig. 3A), validating our experimental setup.

**Figure 3.**
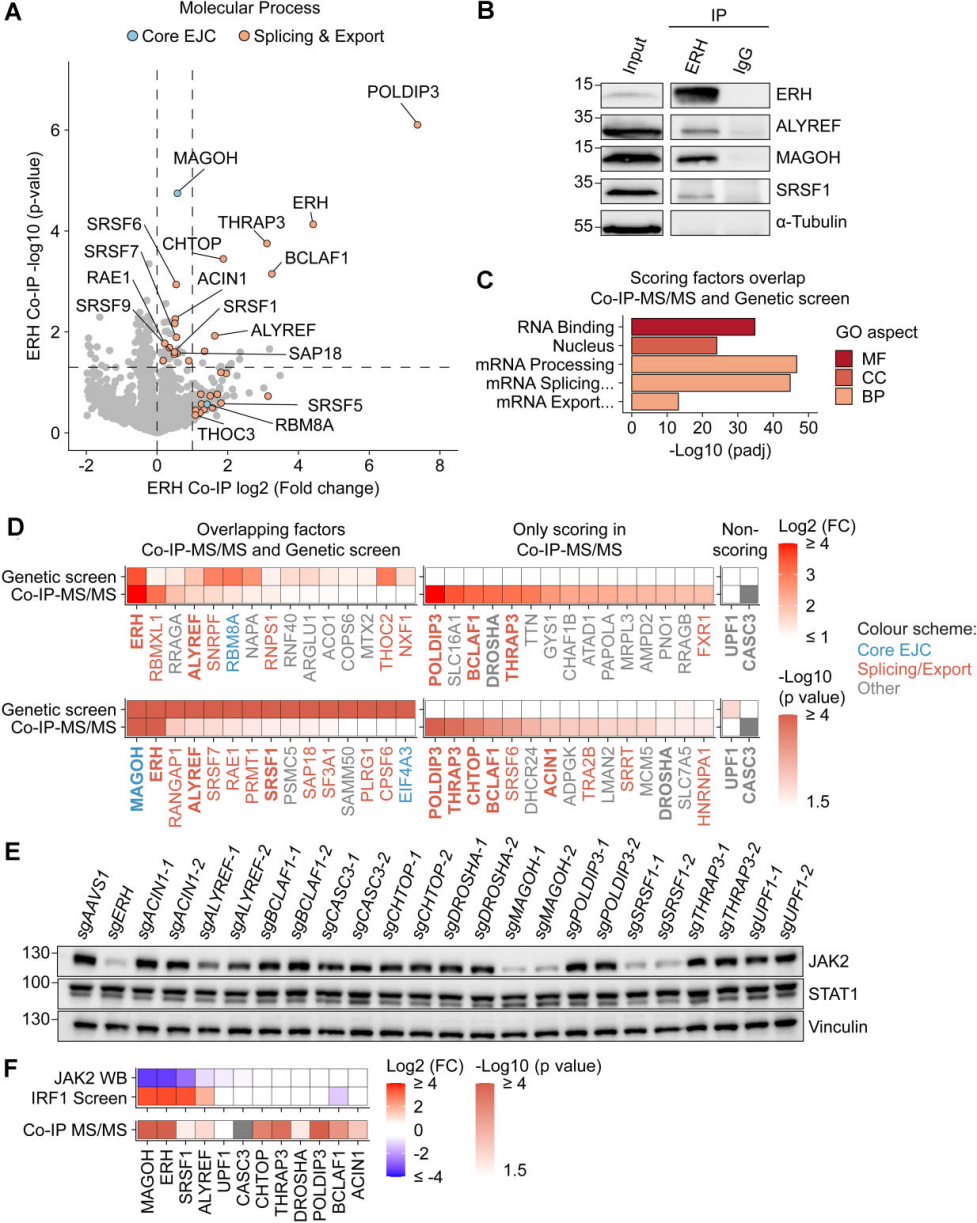
EJC-associated splicing and export factors interact with ERH and are critical for JAK2 production. (**A**) ERH-mTurqoise2 was isolated from HEK-293T cells by immunoprecipitation (IP), and interacting proteins identified by tandem mass spectrometry (MS/MS). Cells not expressing the ERH-mTurqoise2 construct were used as comparative controls. Dashed lines indicate enriched proteins based on adjusted *P* value (*P* ≤ 0.05 and log2 fold change > 0), or fold change (log2 fold change ≥ 1). *n* = 3 biological replicates. (**B**) Endogenous ERH IP from RKO-iCas9 cells, and indicated interactors analyzed by WB. Representative immunoblot of *n* = 2 biological replicates. (**C**) Selected top GO terms for overlapping genes enriched in ERH co-IP-MS/MS and the genetic screen of IFNγ signaling regulators. MF, molecular function; CC, cellular component; BP, biological process. (**D**) Heatmaps showing the top 15 enriched proteins in ERH co-IP-MS/MS based on fold change or adjusted *P* value, that either scored (left) or did not score (right) in the genetic screen for IFNγ regulators. For each factor, the timepoint post Cas9 induction with lowest *P* value or highest fold change from the genetic screen is shown. Factors are labeled based on their involvement in: EJC , splicing and export , or other processes. Non-scoring cytoplasmic factors and other factors used for validation in panel (**E**) are indicated in bold. (**E**) RKO-iCas9 cells with the indicated genes targeted for 5 days were analyzed for JAK2 and STAT1 protein levels by WB. Two different sgRNAs targeting each gene are indicated with “1” or “2”. Representative blot from four (*n* = 4) biological replicates. (**F**) Heatmaps showing from top to bottom: mean JAK2 protein levels for sgRNAs targeting the same gene as quantified from panel E, enrichment in the genetic screen for IFNγ regulators at 5 days of Cas9 induction (Fig. 1C), and adj. *P* value in ERH co-IP-MS/MS from panel.

Consistent with previous data showing that EJC components [81] and related splicing and export factors such as the TREX complex [85, 87] pull down ERH, we detected a significant enrichment of peptides for MAGOH/MAGOHB, ALYREF, and SRSF1 in our ERH pulldown (Fig. 3A). Independent co-IPs of endogenous ERH from RKO cells further confirmed these interactions (Fig. 3B). These results suggest that the EJC and its associated factors may function with ERH in the same mRNP complexes.

Several of the identified interacting factors also scored well in our genetic screen for regulators of IFNγ signaling (Fig. 1C). Factors that both physically interacted with ERH by co-IP and genetically phenocopied the effect of *ERH* loss tended to be linked to nuclear post-transcriptional RNA processing, particularly splicing and export (Fig. 3C,D – left side). Additional nuclear factors that regulate splicing and export were solely identified by co-IP MS/MS, including BCLAF1, THRAP3, and ACIN1 (Supplementary Fig. S3B and Fig. 3D – right side), consistent with the predominantly nuclear localization of endogenous ERH in RKO (Supplementary Fig. S3C) and other cells [100]. Together, the ERH interactome and the identified IFNγ-regulatory factors support a critical role of ERH in *JAK2* post-transcriptional mRNA processing.

To determine if nuclear factors interacting with ERH also regulate *JAK2*, each factor was targeted with two independent sgRNAs, after which JAK2 protein levels were measured by WB (Fig. 3E). In addition, total STAT1 levels were analyzed as a proxy for global cellular effects caused by the knockouts. WB measurements confirmed the effective and specific depletion of ERH, MAGOH, ALYREF, and SRSF1 in targeted cells (Supplementary Fig. S3D). We chose three groups of factors to investigate based on their interaction with ERH and how they scored in the genetic screen: (i) factors interacting by co-IP-MS/MS and scoring in the genetic screen (i.e. factors that might facilitate *JAK2* processing: ERH, ALYREF, MAGOH, and SRSF1), (ii) factors interacting by co-IP-MS/MS but not scoring in the genetic screen (i.e. potentially cooperative, but not functionally limiting factors: ACIN1, BCLAF1, THRAP3, CHTOP, DROSHA, and POLDIP3), and (iii) non-interacting and non-scoring factors (i.e. negative controls such as cytoplasmic RNA regulatory factors: CASC3 and UPF1).

As predicted, the first group of factors (interacting by co-IP-MS/MS and scoring well in the genetic screen), significantly and specifically reduced JAK2, but not STAT1, protein levels (Fig. 3F and Supplementary Fig. S3E). *MAGOH* and *SRSF1* ablation, and to a lesser extent *ALYREF* loss, reduced JAK2 levels similarly to *ERH* ablation (∼7-fold and ∼2 fold, respectively). In contrast, depletion of non-scoring factors (groups two and three) did not affect or only mildly reduced JAK2 (∼23% reduction), and did not affect STAT1 levels (Fig. 3F and Supplementary Fig. S3E). In conclusion, our results indicate that ERH and its interacting splicing and export factors such as MAGOH, SRSF1, and ALYREF together regulate *JAK2* mRNA processing.

### Defects in *JAK2* mRNA processing prevent its subsequent nuclear export

Since ERH interacted with nuclear mRNA processing factors, we hypothesized that *ERH* controls the nuclear/cytoplasmic mRNA localization of *JAK2* and a subset of other cellular mRNAs that are likewise regulated.

To determine how ERH influenced the relative subcellular mRNA concentrations of *JAK2* and to identify similar mRNAs that are post-transcriptionally affected, we performed subcellular fractionation and 3′ mRNA QuantSeq in RKO-iCas9 cells. To identify functional similarities and differences between ERH and its interactors, we also targeted *MAGOH*, *SRSF1*, and *ALYREF*. In addition, *POLDIP3* was targeted as a negative control, since it interacts with ERH but does not affect *JAK2* levels (Fig. 3F). Robust fractionation was confirmed by WB using the cytosolic marker Vinculin and the nuclear marker Lamin A/C (Supplementary Fig. S4A). The sequencing experiments were performed without spike-ins for general mRNA abundance, and thus measured relative changes in mRNA levels.

There is extensive cross-talk between transcriptional, post-transcriptional, and mRNA degradation machineries, reviewed in [101–103]. Therefore, the knockouts could affect sub-cellular mRNA distributions that are indicative of transcriptional or post-transcriptional effects in three major ways: (i) mRNAs with cytoplasmic depletion and increased or unaffected nuclear retention, indicative of disrupted post-transcriptional mRNA processing connected to either splicing, export, translation, or mRNA degradation by NMD, (ii) mRNAs with increased nuclear and unaffected cytoplasmic levels, indicative of increased transcriptional output and altered post-transcriptional processing, and (iii) mRNAs with both decreased or increased nuclear and cytoplasmic abundance, indicative of altered transcription.

Consistent with ERH having a post-transcriptional role, QuantSeq analysis of the fractions revealed that *ERH* ablation specifically reduced cytoplasmic levels and/or increased nuclear levels of multiple mRNAs (Fig. 4A). Depletion of ERH significantly reduced cytoplasmic (log2FC -1.2 and padj 7.1e^−08^) and increased nuclear (log2FC 1.2 and padj 1.9e^−08^) *JAK2* mRNA abundance (Fig. 4A), indicating that *ERH* ablation disrupted *JAK2* post-transcriptional mRNA processing, resulting in *JAK2* nuclear retention.

**Figure 4.**
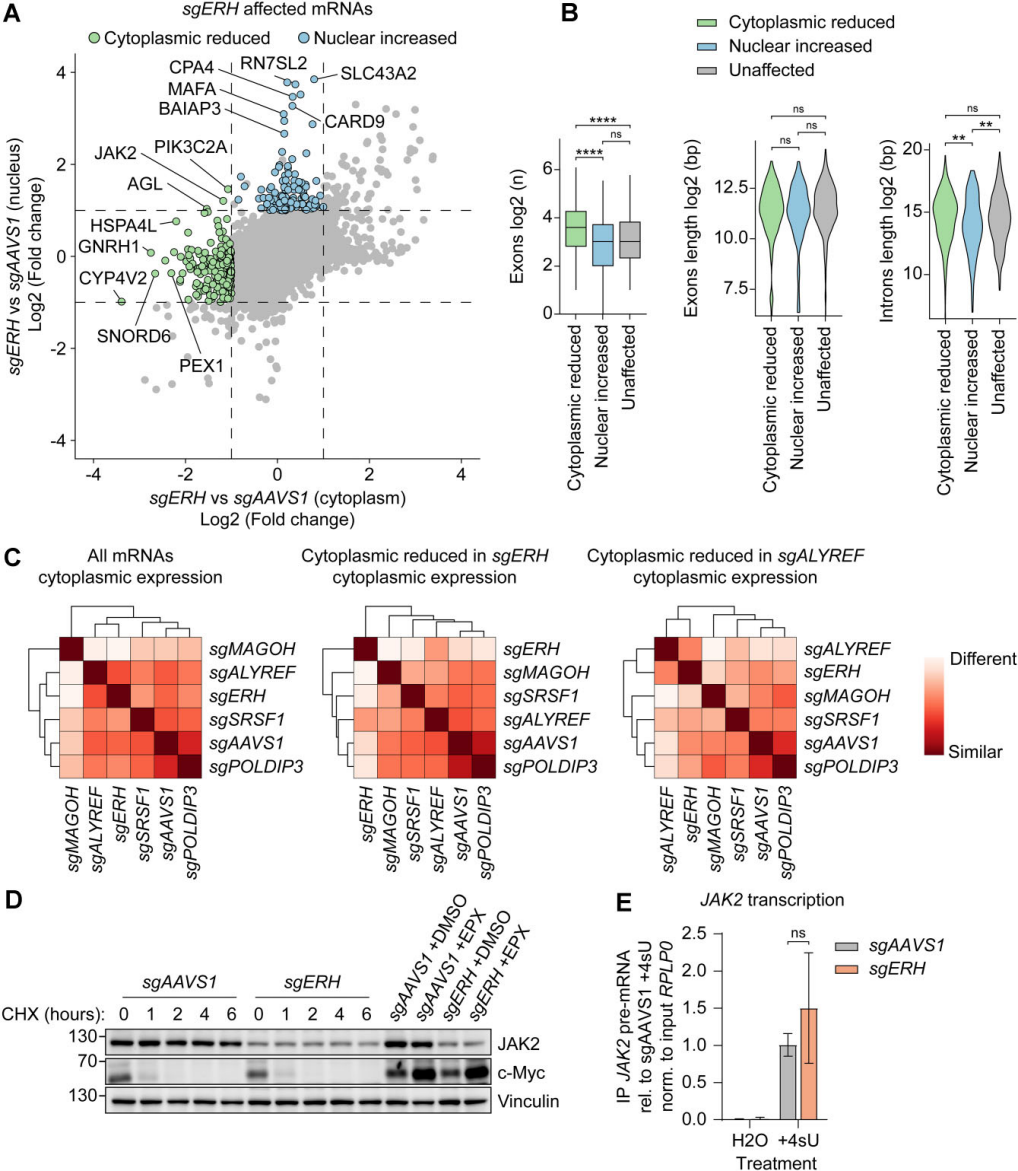
ERH prevents faulty post-transcriptional *JAK2* mRNA processing. (**A**) RKO-iCas9 cells expressing Cas9 for 5 days and sg*AAVS1* or sg*ERH* were fractionated and their mRNA levels quantified by 3′ QuantSeq. Dashed lines indicate absolute log2 fold expression change ≥ 1. *n* = 3 biological replicates. (**B**) Log2 quantification of number of exons (left), or length of exons (middle) and introns (right) in mRNA subsets from (**A**) shown by box plot or violin plots, respectively. Number of mRNAs (n) for each group from left to right: 244, 121, and randomly sampled 365. Two-sided Wilcoxon Rank Sum test (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001). (**C**) Hierarchical clustered heatmap showing the distance between RKO sample groups with indicated knockouts in subcellularly fractionated 3′ QuantSeq based on cytoplasmic variance stabilizing transformed (vst) mean mRNA expression from biological triplicates (*n* = 3). Subsets used for analysis from left to right: all mRNAs (*n* = 17 657), mRNAs with reduced cytoplasmic expression in *sgERH* as in (**A**), *n* = 248, and mRNAs with reduced cytoplasmic expression in *sgALYREF*, *n* = 117. (**D**) RKO-iCas9 cells expressing the indicated sgRNAs were treated with cycloheximide (CHX) for the indicated time points, or for 4 h with DMSO or epoxomicin (EPX). Subsequently, protein lysates were analyzed by WB. Data show a representative WB from *n* = 3 biological replicates. (**E**) RKO-iCas9 cells with the indicated genes targeted for 5 days were treated with either water or 4-Thiouridine (4sU) for 15 min, after which newly transcribed 4sU labeled transcripts were isolated by pull-down, and analyzed by RT-qPCR. Data represent means and sd; *n* = 3 biological replicates. Unpaired t-test with Welch correction (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001).

Faulty transcripts retained in the nucleus can be targeted for degradation [104–106]. Therefore, we reasoned that mRNAs with considerably reduced cytosolic levels, yet minimally affected nuclear concentrations, likely also represent transcripts that are post-transcriptionally regulated by ERH. Other mRNAs that phenocopied *JAK2* and were likewise reduced in the cytosol upon *ERH* KO included multiple DNA repair and DNA replication factors (Supplementary Fig. S4B), consistent with previous reports of ERH regulating splicing of such mRNAs [83, 84]. In contrast to mRNAs reduced in the cytoplasm, only minor similarities and enriched GO terms were identified for mRNAs only affected in the nucleus (Supplementary Fig. S4B), suggesting that these mRNAs are regulated through a different mechanism.

To identify features that could explain the post-transcriptional effect of ERH on *JAK2*, we analyzed mRNAs that phenocopied *JAK2* behavior in *ERH* KO cells. Since *JAK2* is a distinctly large mRNA (comprised of 28 exons, and a 7 kb mature mRNA derived from a 146 kb gene), we analyzed the number of exons and length of mRNAs/genes of other candidate ERH-targets. Interestingly, mRNAs depleted in the cytoplasm, but not mRNAs accumulating in the nucleus, had significantly more exons and introns than non-affected mRNAs (Fig. 4B). However, these mRNAs and their corresponding genes were not significantly longer than average (Fig. 4B), suggesting that the number but not the length of exons/introns was an important feature for ERH-regulated mRNAs. We reasoned that a higher number of exons/introns could increase the cumulative probability for mis-splicing and result in non-exported transcripts. Taken together, these data indicated that mRNAs that decreased in the cytoplasm, but not those increased in the nucleus, exhibited *JAK2*-like features, supporting a model of altered splicing and subsequent decreased export upon ERH depletion.

Next, we compared how ERH affected overall subcellular mRNA localization compared to its interactors (MAGOH, SRSF1, ALYREF, and POLDIP3). Interestingly, distance heatmaps (Fig. 4C) and unsupervised principal component analysis (PCA) (Supplementary Fig. S4C) showed that ERH depletion affected cytoplasmic mRNA expression most similar to loss of the RNA export factor *ALYREF*. Furthermore, when comparing subsets of mRNAs with reduced cytoplasmic expression in either knockout, *ERH* and *ALYREF* ablations behaved most similarly to one another (Fig. 4C). In contrast to cytoplasmic transcript levels, nuclear affected mRNAs differed markedly between the two knockouts (Supplementary Fig. S4C and D). Consistent with a general role in mRNA export, *ALYREF* knockout resulted in strong nuclear accumulation of nearly 900 mRNAs. In comparison, less than 150 mRNAs accumulated in the nuclear fractions of *sgERH* cells.

These results indicated that ERH affects JAK2 abundance by affecting its encoding mRNA at a post-transcriptional level, which ultimately reduces its cytosolic pool for translation. Consistent with this notion, rescue of sg*ERH*-targeted cells with an sgRNA-resistant ERH cDNA restored cytosolic JAK2 levels (Supplementary Fig. S4E).

However, it remained a possibility that ERH additionally affected JAK2 protein stability. To test this, sg*AAVS1* and sg*ERH* cells were chased with the translation inhibitor CHX, or incubated with the proteasome inhibitor EPX. Translation inhibition rapidly chased out the unstable cMYC protein, whereas JAK2 was stable in both sg*AAVS1* and sg*ERH* cells through the time course (Fig. 4D, Supplementary Fig. S4F). In line with these findings, the cMYC protein was stabilized by EPX treatment, whereas JAK2 remained unaffected. These findings indicate that JAK2 is a stable protein, and its stability is not affected by *ERH* ablation.

Subsequently, we tested whether changes in transcription contributed to the diminished *JAK2* mRNA levels in sg*ERH* cells. To this end, sg*AAVS1* or sg*ERH* cells were pulse labeled with 4sU for 15 min, after which labeled *de novo* synthesized RNA was isolated by pull-down, and analyzed for *JAK2* mRNA levels by RT-qPCR. Only samples incubated with 4sU yielded a signal, indicating that the detected signal reflects newly transcribed *JAK2* mRNA (Fig. 4E). Moreover, there was no significant difference between sg*AAVS1* and sg*ERH* samples, indicating that loss of ERH does not affect *JAK2* mRNA transcription (Fig. 4E).

In conclusion, our results suggest that ERH directly or indirectly, for example by regulating splicing, facilitates export of a subset of mRNAs.

### ERH is critical to prevent intron retention and subsequent export disruption of *JAK2* mRNA

Our data so far indicated that ERH is critical for proper accumulation of cytosolic *JAK2* mRNA. We thus hypothesized that ERH plays a functional role in either: (i) stabilizing cytosolic *JAK2* mRNA by preventing NMD, (ii) exporting *JAK2* mRNA to the cytoplasm, or (iii) proper splicing of *JAK2* mRNA, as a prerequisite for its subsequent nuclear export.

To determine which of these processes was affected in the absence of *ERH*, RNA-Seq was performed on fractionated and poly(A)-enriched RNA from sg*ERH* RKO-iCas9 cells. Parallel samples treated with the translation inhibitor CHX were included to determine if translation-dependent NMD plays a role in *JAK2* mRNA regulation by ERH. Changes in relative cytoplasmic and nuclear mRNA levels correlated well between the poly(A)-enriched RNA-Seq samples and our previous fractionated 3′ mRNA QuantSeq data, underpinning the reproducibility and comparability of the two experiments (Supplementary Fig. S5A).

To assess whether *ERH* loss resulted in mis-splicing and IR, we utilized IRFinder and DEseq2 [66, 67] for differential enrichment analysis of IR in *sgERH* samples compared to the *sgAAVS1*-targeted controls. Consistent with being required for proper *JAK2* splicing, *ERH* ablation caused significant IR in nuclear *JAK2* mRNA (introns 9–14 and intron 16) and in other mRNAs with reduced cytoplasmic expression in the absence of *ERH* (Fig. 5A and B and Supplementary Fig. S5B), hence referred to as ‘*JAK2*-like’ mRNAs. Approximately 28% of these mRNAs had at least one increased IR event (in the nucleus or cytoplasm) in comparison to 3% in non-affected mRNAs (Fig. 5C). This was likewise the case for mRNAs with concurrently reduced nuclear expression (Fig. 5A), suggesting that these affected mRNAs were efficiently recognized and degraded by the nuclear RNA regulatory machinery. Moreover, multiple mRNAs with IR following *ERH* ablation were involved in DNA repair or replication (Supplementary Fig. S5C), confirming that ERH plays a role in splicing of these transcripts. In summary, ERH is required for proper splicing and prevention of IR in a specific subset of mRNAs, including *JAK2*.

**Figure 5.**
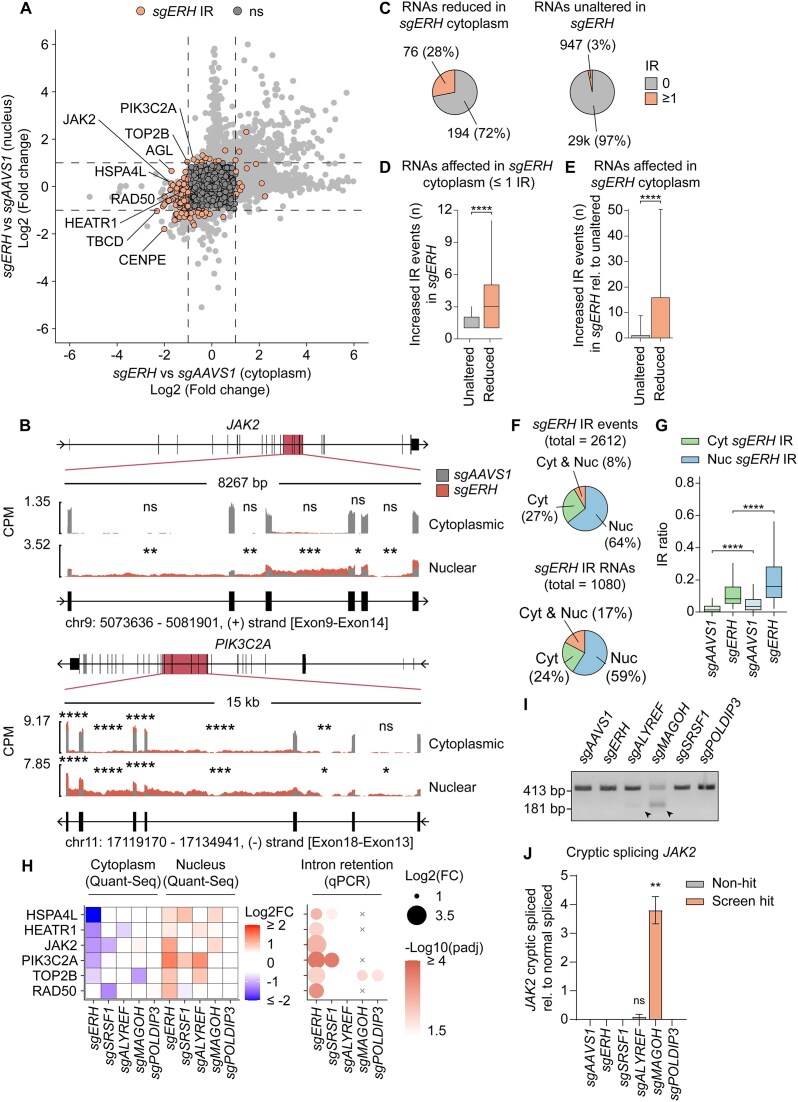
ERH prevents intron retention and disrupted export of *JAK2* and other select mRNAs. RKO-iCas9 cells with the indicated knockouts after 5 days of Cas9 induction were fractionated and subjected to poly(A)-enriched RNA-Seq analysis. (**A**) mRNAs with expression difference and at least one increased intron retention (IR) event (padj ≤ 0.05 and log2 fold change ≥ 1, nucleus or cytoplasm) in *sgERH* over *sgAAVS1* determined by IRFinder are highlighted. *n* = 3 biological replicates. (**B**) *JAK2* and *PIK3C2A* mRNA regions with IR in *sgERH*; mean reads per million (CPM) in *sgAAVS1* or *sgERH* are plotted. Total (top) and zoomed in (bottom) gene structures are displayed with horizontal lines indicating introns and blocks indicating exons. Significance based on adjusted *P* value for increased IR in *sgERH* is indicated (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001). (**C**) Pie charts depicting the number of RNAs with at least one increased IR event regulated by ERH, comparing cytosolically reduced and unaltered RNAs. (**D**) Box plots comparing number of increased IR events in *sgERH* between RNA subsets containing at least 1 increased *sgERH-*regulated IR event. Two-sided Wilcoxon Rank Sum test (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001). (**E**) Bar graph comparing the number of increased IR events in *sgERH* between RNA subsets relative to unaltered RNAs. Data represent means and sd. Two-sided Wilcoxon Rank Sum test (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001). (**F**) Pie charts depicting number of retained introns (top) or their corresponding RNAs (bottom) caused by *ERH* ablation (mean IR ratio ≥ 0.05, padj ≤ 0.05 and log2 fold change ≥ 1 between knockouts) in the cytoplasm, nucleus, or both. (**G**) Boxplots comparing mean IR ratio of retained introns in RKO-iCas9 cells with indicated knockouts. Two-sided Wilcoxon Rank Sum test with Holm–Bonferroni correction (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001). (**H**) Heatmaps of subcellularly fractionated 3′ QuantSeq (left), and intron retention measured by RT-qPCR in the same RNA samples (right.) (*n* = 3 biological replicates. x; not measured). (**I**) RKO-iCas9 cells expressing the indicated sgRNAs were treated with dox for 5 days to induce Cas9 expression. Total RNA was isolated and subjected to *JAK2* splicing analysis by end-point RT-PCR and agarose gel electrophoresis, and (**J**) bands were quantified. Cryptically spliced *JAK2* mRNA (181 bp amplicon) and correctly spliced *JAK2* mRNA (413 bp amplicon) are indicated. Data represent means and sd; *n* = 3 biological replicates. Welch’s two-tailed t-test (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001).

*ERH* ablation often caused multiple IR events in ‘*JAK2-*like’ transcripts. These transcripts had a median of three IR events compared to one in unaffected mRNAs (Fig. 5D). Taking these factors into account, cytosolically depleted mRNAs had on average fifteen times more ERH-dependent IR events compared to unaffected mRNAs (Fig. 5E). Moreover, many “*JAK2*-like” transcripts, such as *PIK3C2A*, retained multiple adjacent introns in *sgERH* samples (Fig. 5B and Supplementary Fig. S5B). We determined that these IR events were more often adjacent than can be predicted by random chance (Supplementary Fig. S5D), similar to what has been previously described for general IR [66]. It has been suggested that connected IR events could depend on their splicing factors and other RBPs [66], in line with ERH being involved in multiple RNA-related processes such as splicing and determining Pol-II elongation rates [107] resulting from opening of chromatin [94].

To determine whether NMD contributed to reduced cytoplasmic mRNA levels in intron-retained mRNAs following *ERH* ablation, we compared non-treated and CHX treated samples. CHX treatment was confirmed to effectively inhibit NMD by the increase of *GADD45A* (Supplementary Fig. S5E), an mRNA that is constantly turned-over by NMD [108, 109]. In contrast, CHX treatment stabilized only a small fraction of the ERH-regulated cytosolically depleted mRNAs with IR (Supplementary Fig. S5E) and did not significantly increase cytoplasmic IR in these mRNAs. Thus, ERH-regulated mRNAs are not reduced by cytoplasmic control mechanisms such as NMD but undergo nuclear retention as commonly described for inefficiently spliced transcripts [104, 110, 111]. In line with this notion, most IR events (∼64%) caused by *ERH* ablation and their corresponding RNAs (∼59%) were only detected in the nucleus (Fig. 5F). Moreover, the degree of IR, as measured by the IR ratio, caused by *ERH* ablation was significantly higher in nuclear IR events compared to cytoplasmic IR events (median IR ratio 0.01 or 0.08 in cytoplasm, and 0.03 or.16 in nucleus, in *sgAAVS1* or *sgERH*, respectively) (Fig. 5G). In conclusion, our results indicate that in the absence of *ERH*, most ‘*JAK2*-like’ mRNAs are not exported and consequently retained in the nucleus.

To determine if ERH-interacting factors identified by co-IP MS/MS (Fig. 3A) regulate IR similarly to ERH, we analyzed by RT-qPCR whether their knockouts affected IR in the same nuclear RNA samples analyzed by 3′ mRNA QuantSeq (Fig. 4C). We analyzed six different mRNAs with the strongest ERH-regulated IR events (including *JAK2*) that had altered cytoplasmic or nuclear mRNA levels in at least one other knockout (as measured by 3′ mRNA QuantSeq) (Fig. 5H).

Consistent with our poly(A)-enriched RNA-Seq results, *ERH* ablation caused IR in all selected mRNAs, including *JAK2*. In contrast, none of the other knockouts caused IR in *JAK2*, suggesting that these factors likely act in different RNA processing steps of *JAK2* and similarly affected “*JAK2*-like” mRNAs. Notably, only *SRSF1* ablation reduced cytoplasmic *JAK2* like in the *ERH* KO, however, we could not measure similar IR in the *SRSF1* KO. Interestingly, *SRSF1* ablation did show IR in mRNAs with nuclear retention, namely *PIK3C2A* and to a lesser extent *HSPA4L* (Fig. 5H), suggesting that a smaller subset of the ERH-regulated splicing events could be accomplished together with SRSF1.

We further compared the knockouts by analyzing the mean sample distance based on mRNA expression levels for mRNAs with or without ERH-regulated IR. In line with these factors likely acting at different RNA processing steps, the similarity between the knockouts did not increase when comparing mRNAs with ERH-regulated IR to those without (Supplementary Fig. S5F).

Previously, we confirmed that loss of ERH or ERH-interacting factors like *MAGOH* and *ALYREF* reduces JAK2 protein levels (Fig. 3F). Therefore, we hypothesized that these factors regulate different steps of *JAK2* post-transcriptional processing, yet – if this is a rate-limiting step – ultimately affect JAK2 protein levels in a similar way.

Knockdown of the core EJC factor *EIF4A3* has previously been shown to cause mis-splicing of cryptic splice sites as analyzed by total RNA-Seq [112]. This faulty splicing could result in non-functional and degraded proteins and could potentially explain lower JAK2 protein levels in *MAGOH* knockout cells. Indeed, erroneous splicing in exon3 of *JAK2* in the absence of EJC components has been previously reported [112]. We further validated that *MAGOH* ablation caused faulty splicing of *JAK2* by RT-qPCR (Fig. 5I), where nearly four times more mis-spliced *JAK2* was present than normally spliced *JAK2* (Fig. 5J). Similar splicing changes were also detected in the *ALYREF* knockout, which had lower (∼10%) faulty spliced *JAK2* levels (Fig. 5J). This reduced effect is in line with *ALYREF* loss having a smaller effect on JAK2 protein and IFNγ-induced IRF1 levels (Fig. 3F).

From these results we conclude that ERH-interacting factors do not affect IR in “*JAK2*-like” transcripts as ERH does, but are rather critical for different post-transcriptional steps of JAK2 mRNA processing, and in this way affect JAK2 protein and IFNγ signaling.

### ERH-regulated retained introns are AU-rich

To determine if ERH-regulated IR events had unique characteristics, we analyzed four characteristics known to influence IR [107, 113]: (i) lengths of the introns and flanking exons, (ii) 3′ and 5′ splice site strengths, (iii) intronic and exonic GC content, and (iv) motif-abundances for RBPs. We compared retained introns caused by *ERH* ablation with a similar number of randomly sampled introns that were similarly retained in both *sgAAVS1* and *sgERH* under homeostatic conditions, hence referred to as general IR, and with non-retained introns.

We determined that ERH-regulated introns were shorter (Fig. 6A) and had weaker 3′ splice site strength (Fig. 6B) than non-retained introns, similar to general IR and as previously reported for regularly retained introns [107, 113]. Interestingly, the 5′ splice site was not weaker in ERH-regulated introns whereas the 3′ splice site was even weaker than generally retained introns (Fig. 6B), suggesting that the 3′ splice site predisposes introns to ERH-mediated regulation. Furthermore, ERH-regulated introns had longer flanking exons than other introns, while total gene length was comparable to non-retained ones (Supplementary Fig. S6A). From these data we concluded that ERH-regulated introns have multiple features that have been previously reported to predispose introns for retention, such as weaker 3′ splice sites and shorter intron length.

**Figure 6.**
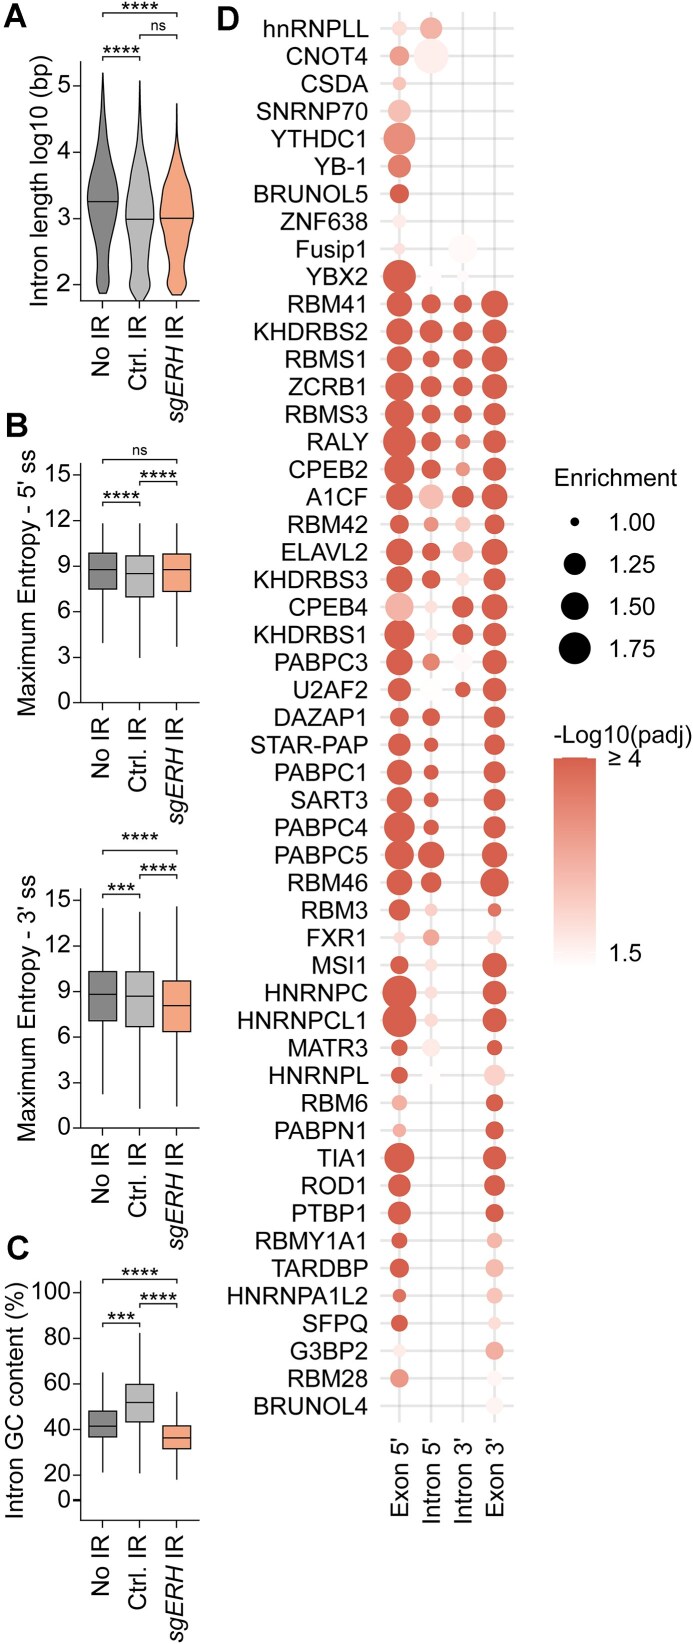
ERH-regulated retained introns and flanking exons are AU-rich. RKO-iCas9 cells with the indicated knockouts were fractionated and subjected to poly(A)-enriched RNA-Seq analysis. (**A**) Violin plots comparing length distributions between non-retained introns (“No IR”; mean IR ratio ≤ 0.05 in both *sgAAVS1* and *sgERH*), retained introns in both knockouts (“Ctrl. IR”; mean IR ratio ≥ 0.1 and absolute log2 fold change ≤ 0.2 between knockouts), or retained introns caused by *ERH* ablation (“*sgERH* IR”, mean IR ratio ≥ 0.05, padj ≤ 0.05 and log2 fold change ≥ 1 between knockouts). n = 2178 in each group (randomly sampled for control groups). (**B**) Box plots comparing average 5′ and 3′ splice site strength measured by Maximum Entropy Score [70]. (**C**) Box plots comparing GC content. (**A**-**C**) Two-sided Wilcoxon Rank Sum test with Holm-Bonferroni correction (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001). (**D**) Heatmap of enriched (padj ≤ 0.05) RNA binding protein (RBP) motifs located near ERH-regulated retained introns compared to non-retained introns measured by simple enrichment analysis (SEA). 5′ and 3′ boundaries of flanking exons (100 bp) and introns (200 bp), excluding splice sites, were analyzed. For each RBP, the motif with the lowest padj is shown.

Previously, several types of retained introns that exhibit different features have been proposed [107]. However, all retained intron types have been reported to contain increased GC content in comparison to their non-retained counterparts [107, 113]. Strikingly, ERH-regulated introns (Fig. 6C) and their flanking exons (Supplementary Fig. S6B) had significantly reduced, rather than increased, GC content compared to non-retained introns, which was to a lesser extent also identified for their corresponding genes (Supplementary Fig. S6B). In line with lower GC content, ERH-dependent introns, and to an even greater degree their flanking exons, were enriched for AU-rich motifs compared to non-retained ones (Fig. 6D). The AU-rich element-binding proteins (AUBPs) linked to these motifs included multiple hnRNPs, KHDRBSs, and other RNA processing factors primarily involved in splicing, but also RNA export, supporting a regulatory role of ERH in splicing of AU-rich transcripts. This is markedly different from previous reports on regularly retained GC-rich introns that have an enrichment of SR-protein binding sites [66].

In summary, our study identified ERH as a functionally critical factor for correct splicing of a select set of mRNAs, including *JAK2*. Loss of ERH-associated factors implemented in post-transcriptional processing, such as SRSF1, MAGOH, and ALYREF, likewise disrupted *JAK2* mRNA maturation. Our data indicate that these factors affect *JAK2* at different post-transcriptional steps, yet ultimately lead to the same outcome of reduced JAK2 protein levels. These findings indicate that ERH only functionally overlaps with the global splicing and export machineries for a smaller set of transcripts, which critically rely on ERH to prevent IR. Specifically, our results indicate that ERH is required for efficient splicing of introns in AU-rich regions, which differs from previously described regular GC-rich IR. Together, these findings position ERH and post-transcriptional processing as critical regulatory factors for mounting effective innate immune responses by type II IFN signaling.

## Discussion

In recent years, there have been multiple examples for genome-wide CRISPR screens that use inducible Cas9 expression to successfully capture regulatory factors regardless of their impact on cellular viability [28, 29, 79]. We applied this approach to identify novel positive regulatory factors of IFNγ signaling, aiming to complement previous gene-trap screens that could not identify essential factors [27]. In this study, we successfully identified multiple cell-essential post-transcriptional RNA regulatory factors, namely ERH and other EJC-related splicing and export factors, as novel and specific regulators of IFNγ-induced ISG expression. Overall, we determined that these factors were critical for expression of the signaling kinase JAK2, and in this way regulated overall IFNγ-induced JAK/STAT signaling and subsequent ISG transcription.

To determine the mechanism of *JAK2* regulation we found that ERH was critical to prevent IR in *JAK2* mRNA and a subset of other similarly ERH-dependent transcripts. A significant fraction of these cytosolically reduced mRNAs could be explained by an increase in IR in *ERH* KO cells. Interestingly, the interactors of ERH investigated in this study were important for different steps of *JAK2* processing. MAGOH, and to a lesser extent ALYREF, regulated separate cryptic splicing events. Similarly, SRSF1 regulated seemingly other steps in *JAK2* mRNA processing, potentially through different IR events [66] or by acting as an export adaptor [114]. Overall, this highlights post-transcriptional *JAK2* processing as a critically susceptible process.

This raises the question as to what makes *JAK2* and similar mRNAs disproportionally sensitive to disruption of core RNA processing, such as splicing and export. It is clear from this study and previous ones that ablation of general acting factors, like core EJC factors or the TREX export adaptor ALYREF, disproportionally affects mRNA abundance of a subset of transcripts [112, 115, 116]. One potential explanation for this could be the lack of compensatory and redundant mechanisms for processing of these mRNAs. Moreover, splicing and export could be relatively more important and potentially rate-limiting compared to other RNA processes such as transcription for these mRNAs. Overall, the complex interplay between different RNA processes and how this affects specific mRNAs presents an exciting avenue for future research. In particular, exploration of the molecular mechanisms by which individual RNA processing factors affect subsets of transcripts will be of high interest.

ERH acts by bridging proteins and aids in protein complex formation [80]. Thus, understanding the functional interactions with its binding partners, and the functional importance of these interactions for generating specific biological output, will be key for understanding the molecular mechanisms by which ERH regulates various cellular processes. We and other groups have shown that ERH interacts with multiple EJC-associated factors. Indeed, cross-linking mass spectrometry revealed close-range interactions between ERH and the export adaptors ALYREF and CHTOP [85] and the splicing/export factors BCLAF1 and THRAP3 [86].

We found that loss of *ERH* or *ALYREF* mimicked each other most closely in terms of cytoplasmic mRNA abundance, and *SRSF1* loss resulted in similar IR as ERH for some mRNAs. However, the overall effect of *ERH* loss, or loss of its interactors was not greater for intron-retained mRNAs, suggesting that ERH might affect these mRNAs through multiple means with its interactors. Indeed, our results indicate that intron-retained mRNAs were not extensively degraded in the cytoplasm, but rather poorly exported. The functional similarity between ERH and the export adaptor ALYREF may indicate that ERH has a role in both splicing and export of these mRNAs as a scaffolding/compaction factor in their RNP complexes. Further studies are required to explore the mechanism of ERH-dependent effects on mRNA export, for example by investigating non-spliced histone RNAs that depend on ALYREF [117], and in this way separate splicing from export-dependent outcomes. Despite a substantial decrease in mature target transcripts in the cytoplasm in the absence of *ERH*, their nuclear counterparts did not substantially increase in most experiments, indicating that the retained nuclear target transcripts were likely degraded in the nucleus.

We found that in the absence of *ERH*, multiple adjacent introns tended to be retained. This behavior has been previously reported [66], yet its underlying reason has remained unclear. Moreover, introns retained in the absence of *ERH* were substantially more AU-rich than classically retained introns, a feature reported for mRNAs spliced at the nuclear periphery [118]. In line with this, we speculate that ERH could play a more dominant functional role in the nuclear periphery, and its absence could disproportionally affect transcripts spliced in that part of cellular three-dimensional space.

It should be noted that *ERH* ablation could potentially cause IR through secondary effects. An important factor shown to facilitate IR is increased chromatin accessibility, as this accelerates Pol II elongation rates resulting in alternative-splicing [113]. Previous work showed that ERH can be important to maintain repressive chromatin modifications [94], and we cannot exclude that increased chromatin accessibility by *ERH* ablation could have influenced IR. Our identified ERH-regulated IR events differed from conventional retained introns in having increased proximal AU-rich motifs with many corresponding AUBPs being involved in splicing and export, indicating that chromatin accessibility is unlikely to be a critical aspect for ERH-specificity. The fact that these factors were not identified in our co-IP-MS/MS could suggest that they are only transiently associated to the RNP complex during splicing. Some of the factors, such as HNRNPL, also scored in our genetic screen, but most did not, indicating they might act redundantly or that only some of them are functionally involved in these splicing events. Taken together, our results are in favor of a model in which ERH prevents AU-rich IR in a splicing dependent manner, thereby ensuring faithful export of mRNAs, including *JAK2*.

*ERH* is highly evolutionary conserved in eukaryotes, ranging from yeast to humans [80]. In contrast, the *JAK2* gene arose much later in evolution in jawed-vertebrates [119]. Moreover, ERH is constitutively expressed at similar high levels across all human tissue types [99], and is not IFNγ-induced (Fig. 2B). This makes it unlikely that ERH has adapted to directly control innate immunity. Instead, it suggests that intrinsic *JAK2* mRNA features make it critically dependent on ERH-dependent processing. Nevertheless, an increasing number of studies underpins the importance of post-transcriptional processing for generating immune output [20, 21, 24, 120]. Therefore, it could be that some immune transcripts have evolved to be processed by core post-transcriptional machineries to ensure proper immune output.

In this context, some retained intronic transcripts (referred to as detained intronic transcripts) can serve as reservoirs that can be activated and spliced in response to dynamic stimuli such as cellular stress, DNA damage, and viral infection [104, 121, 122]. Such a dynamic role makes sense for ERH as the IR-regulated mRNAs are involved in innate immune signaling (*JAK2*) and the DNA damage response. However, mRNAs with conventional GC-rich detained introns are seemingly resistant to exosomal decay and accumulate in nuclear speckles [104, 123, 124] – nuclear domains that play a role in retention and quality control of detained mRNAs [125]. In contrast, ERH-regulated mRNAs with AU-rich IR did not generally accumulate in the nucleus, indicating that they may be cleared by exosomal decay, as has been reported for inefficiently spliced transcripts [110, 111]. Determining whether ERH always aids in proper splicing and export of these mRNAs or if it dynamically influences IR in response to different stimuli will be an exciting avenue for future research.

## Supplementary Material

gkaf545_Supplemental_Files

# Supplementary material for: ERH regulates type II interferon immune signaling through post-transcriptional regulation of JAK2 mRNA
**Source:** Nucleic Acids Res. 2025 Jun 30;53(12):gkaf545. doi: 10.1093/nar/gkaf545

# Table of Contents

|                          |         |
|--------------------------|---------|
| Table of contents.....   | 0       |
| Souce_data_Fig_2B .....  | 1-10    |
| Souce_data_Fig_2E .....  | 11-32   |
| Souce_data_Fig_2G .....  | 33-45   |
| Souce_data_Fig_3B .....  | 46-53   |
| Souce_data_Fig_3E .....  | 54-66   |
| Souce_data_Fig_4D .....  | 67-79   |
| Souce_data_Fig_S2E ..... | 80-97   |
| Souce_data_Fig_S3D ..... | 98-102  |
| Souce_data_Fig_S4A ..... | 103-104 |

RKO, ERH (20% Gel)

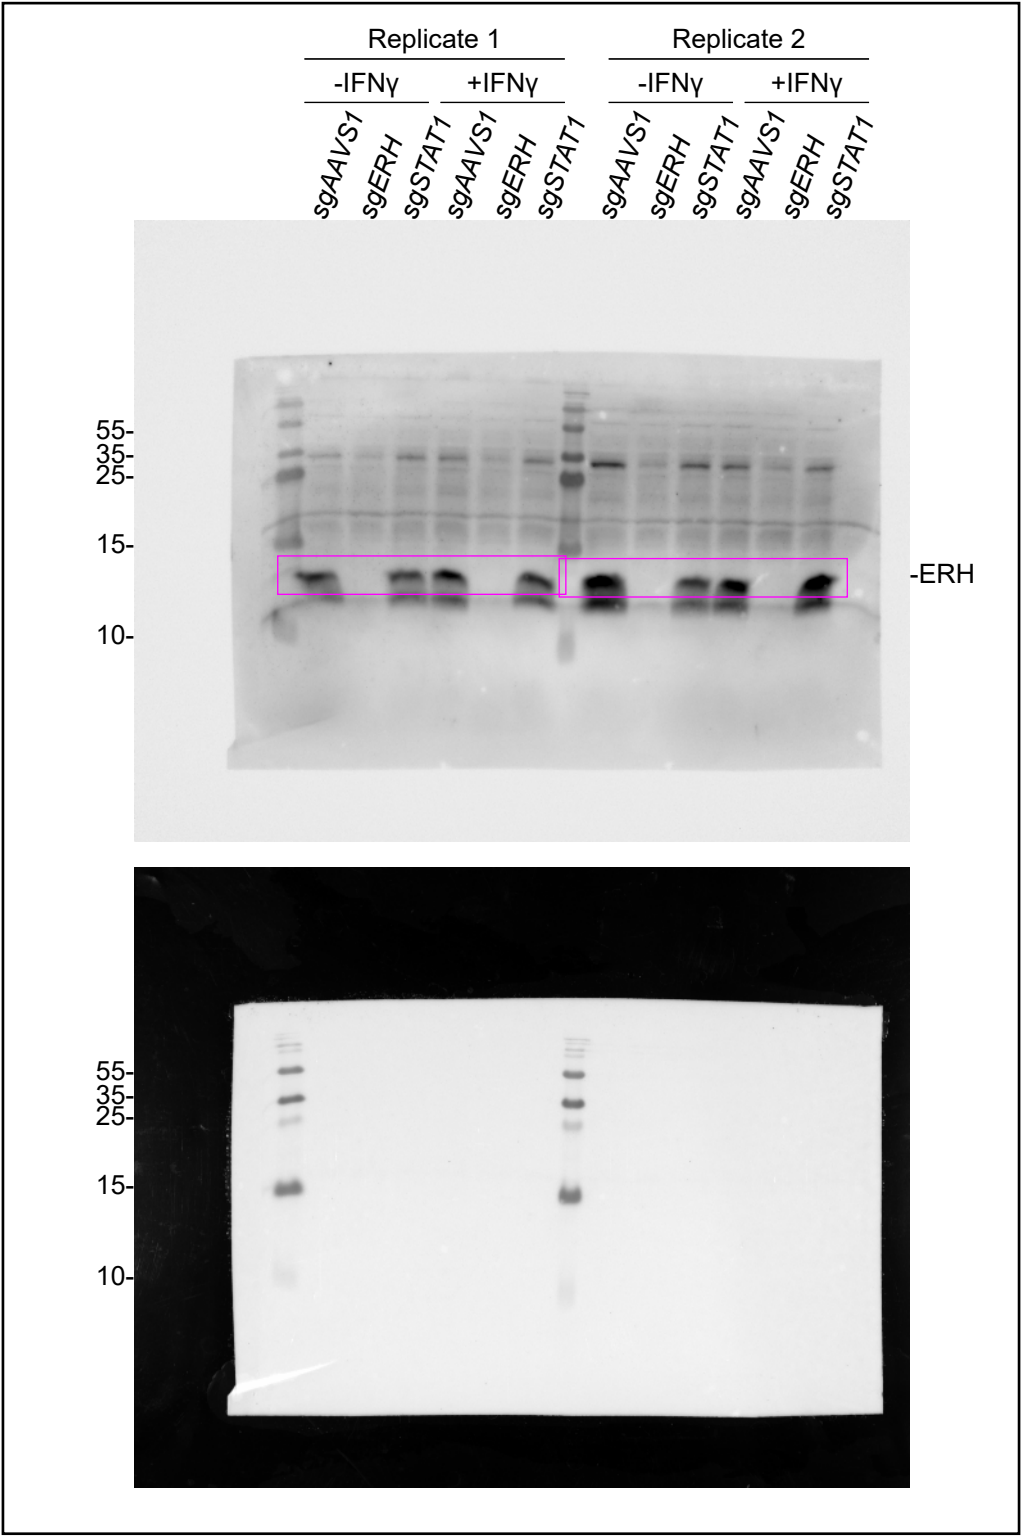

RKO,  $\beta$ -Actin (20% Gel)

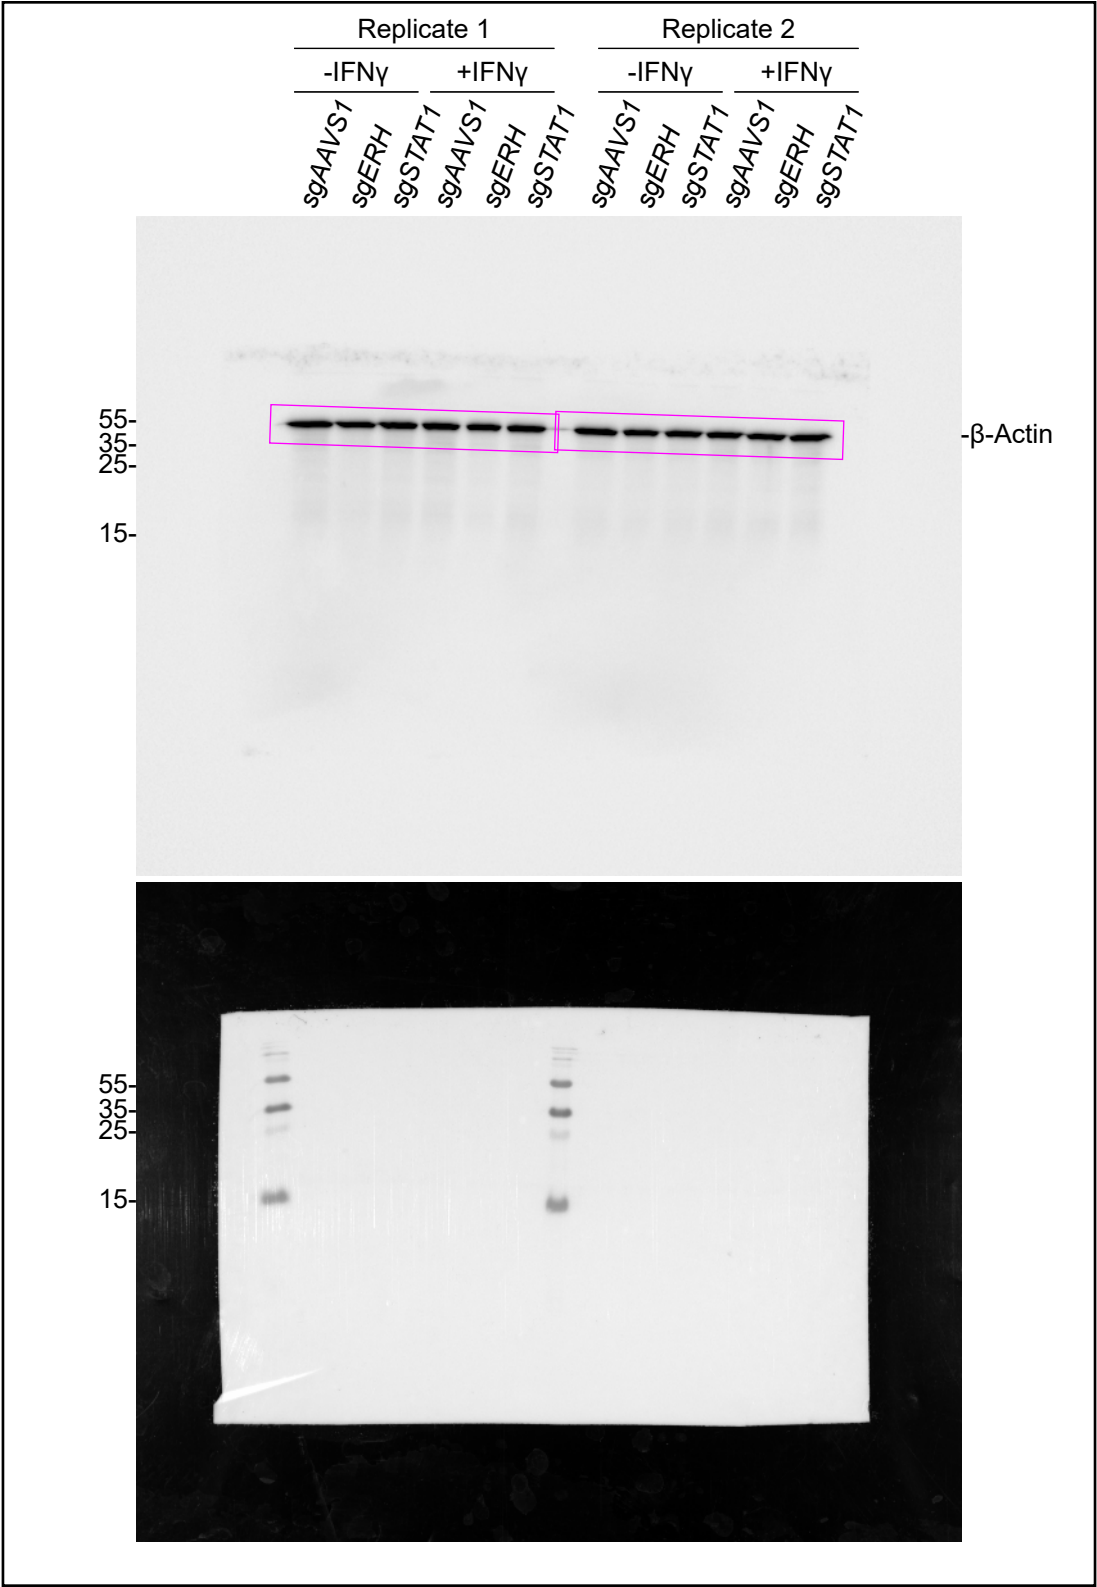

RKO,  $\beta$ -Actin (10% Gel)

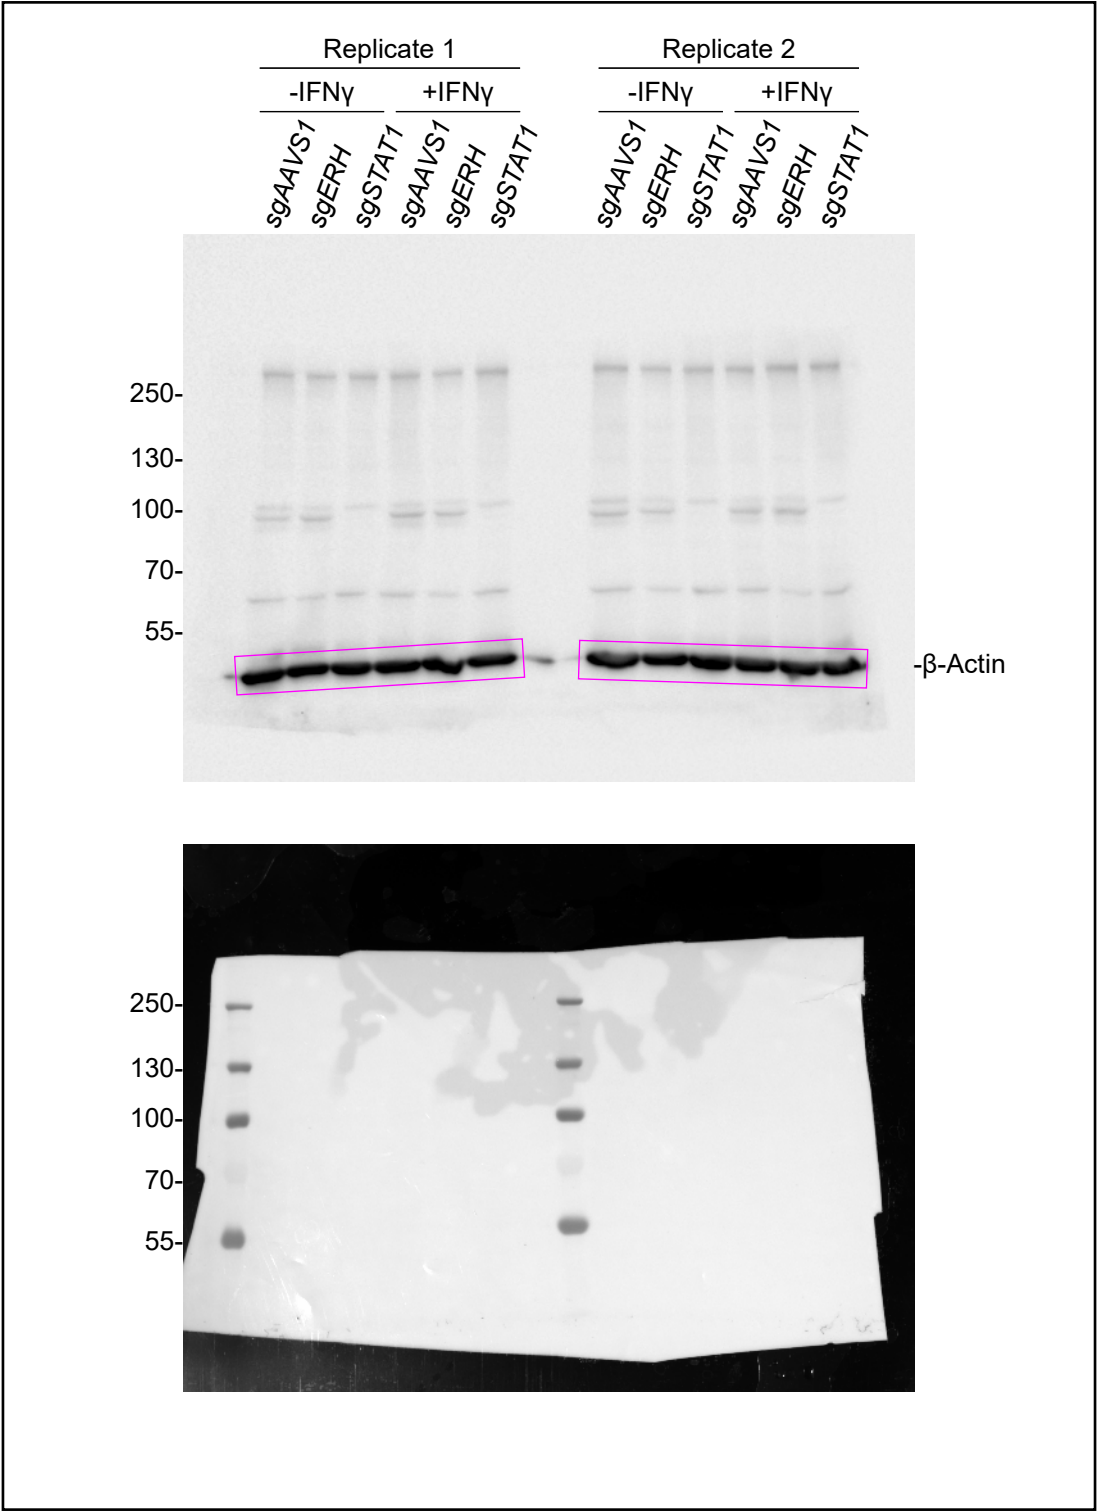

RKO, JAK1 (10% Gel)

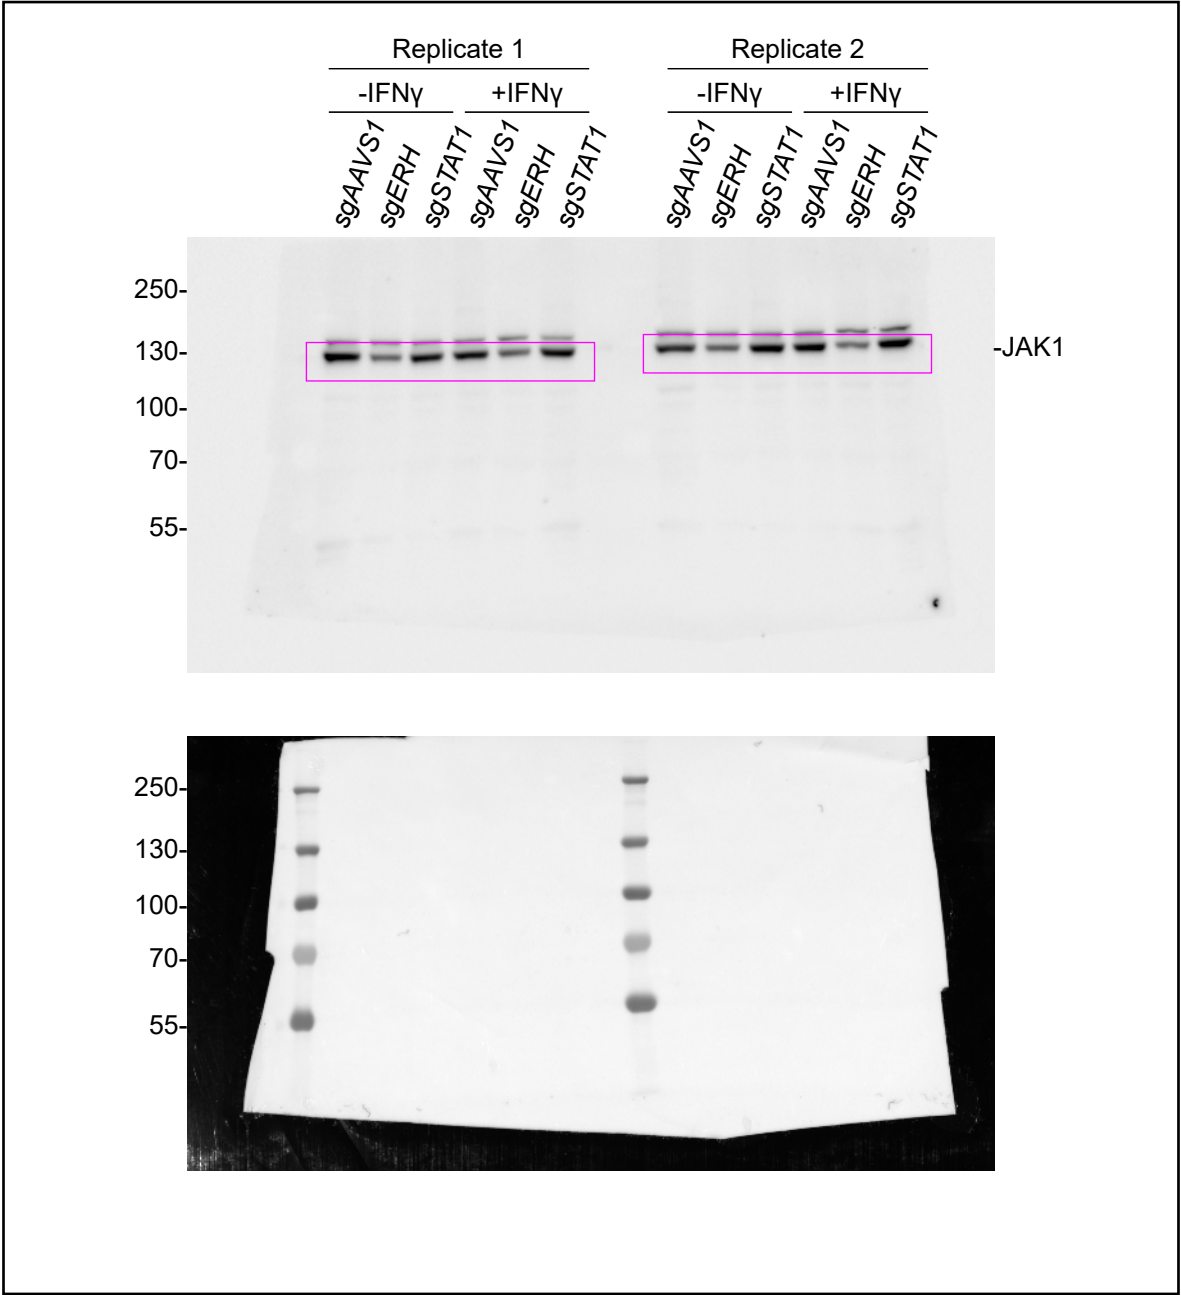

RKO, STAT1 (10% Gel)

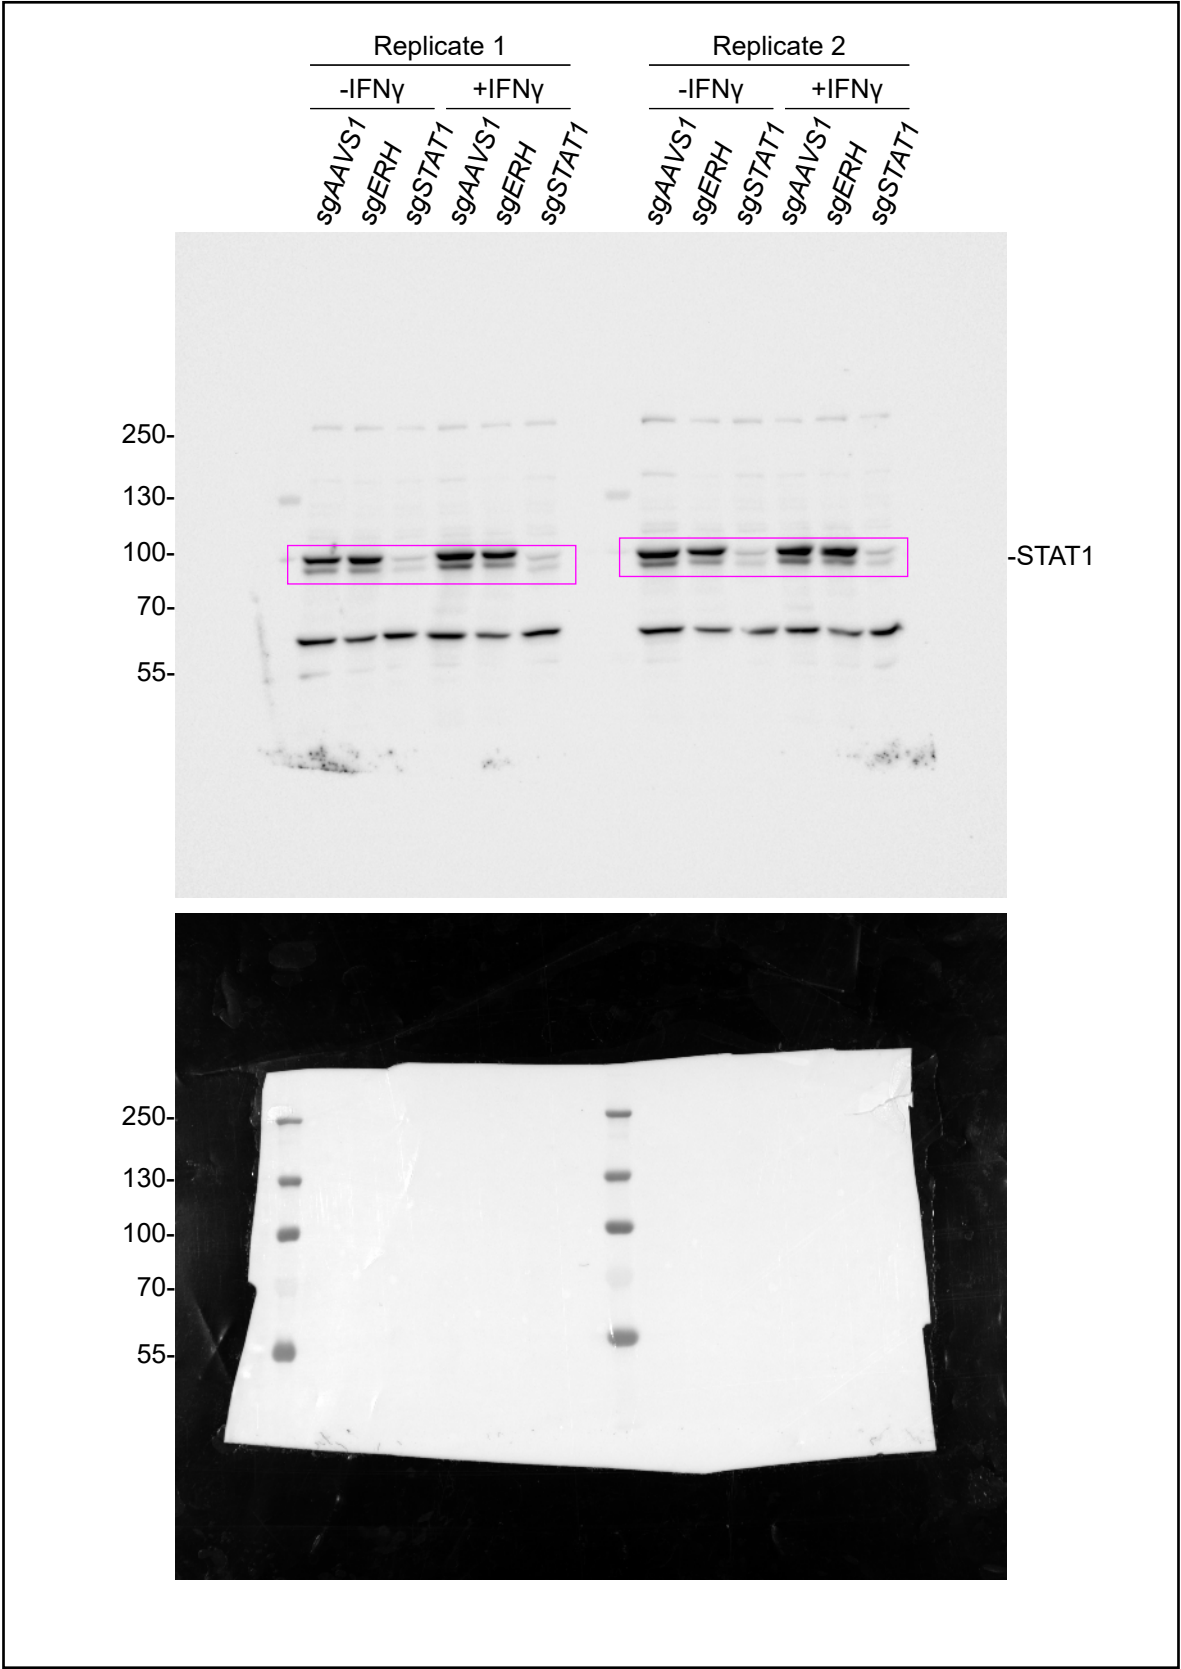

RKO,  $\beta$ -Actin (8% Gel)

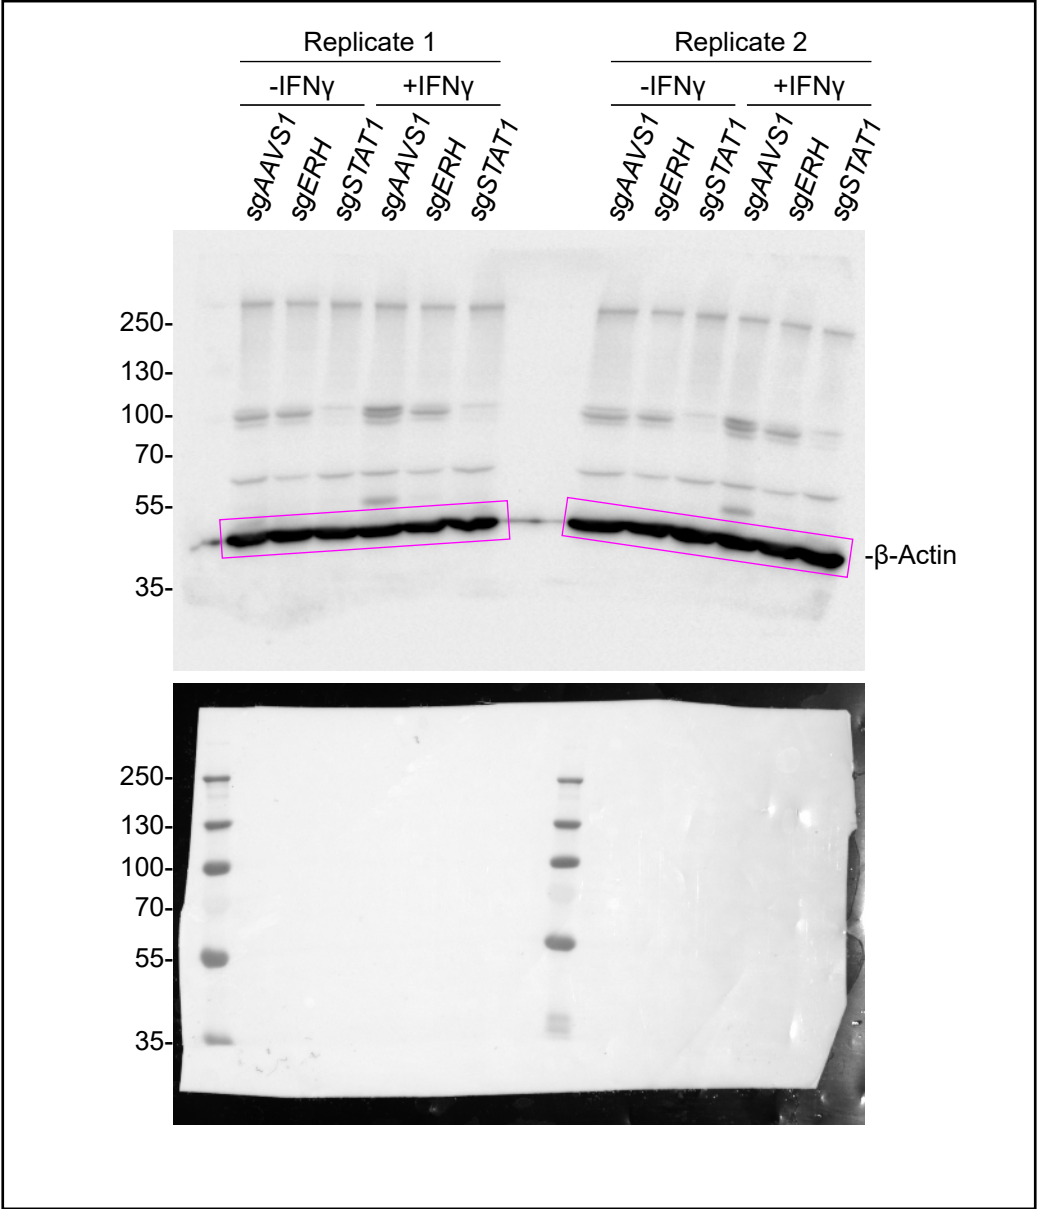

RKO, IRF1 (8% Gel)

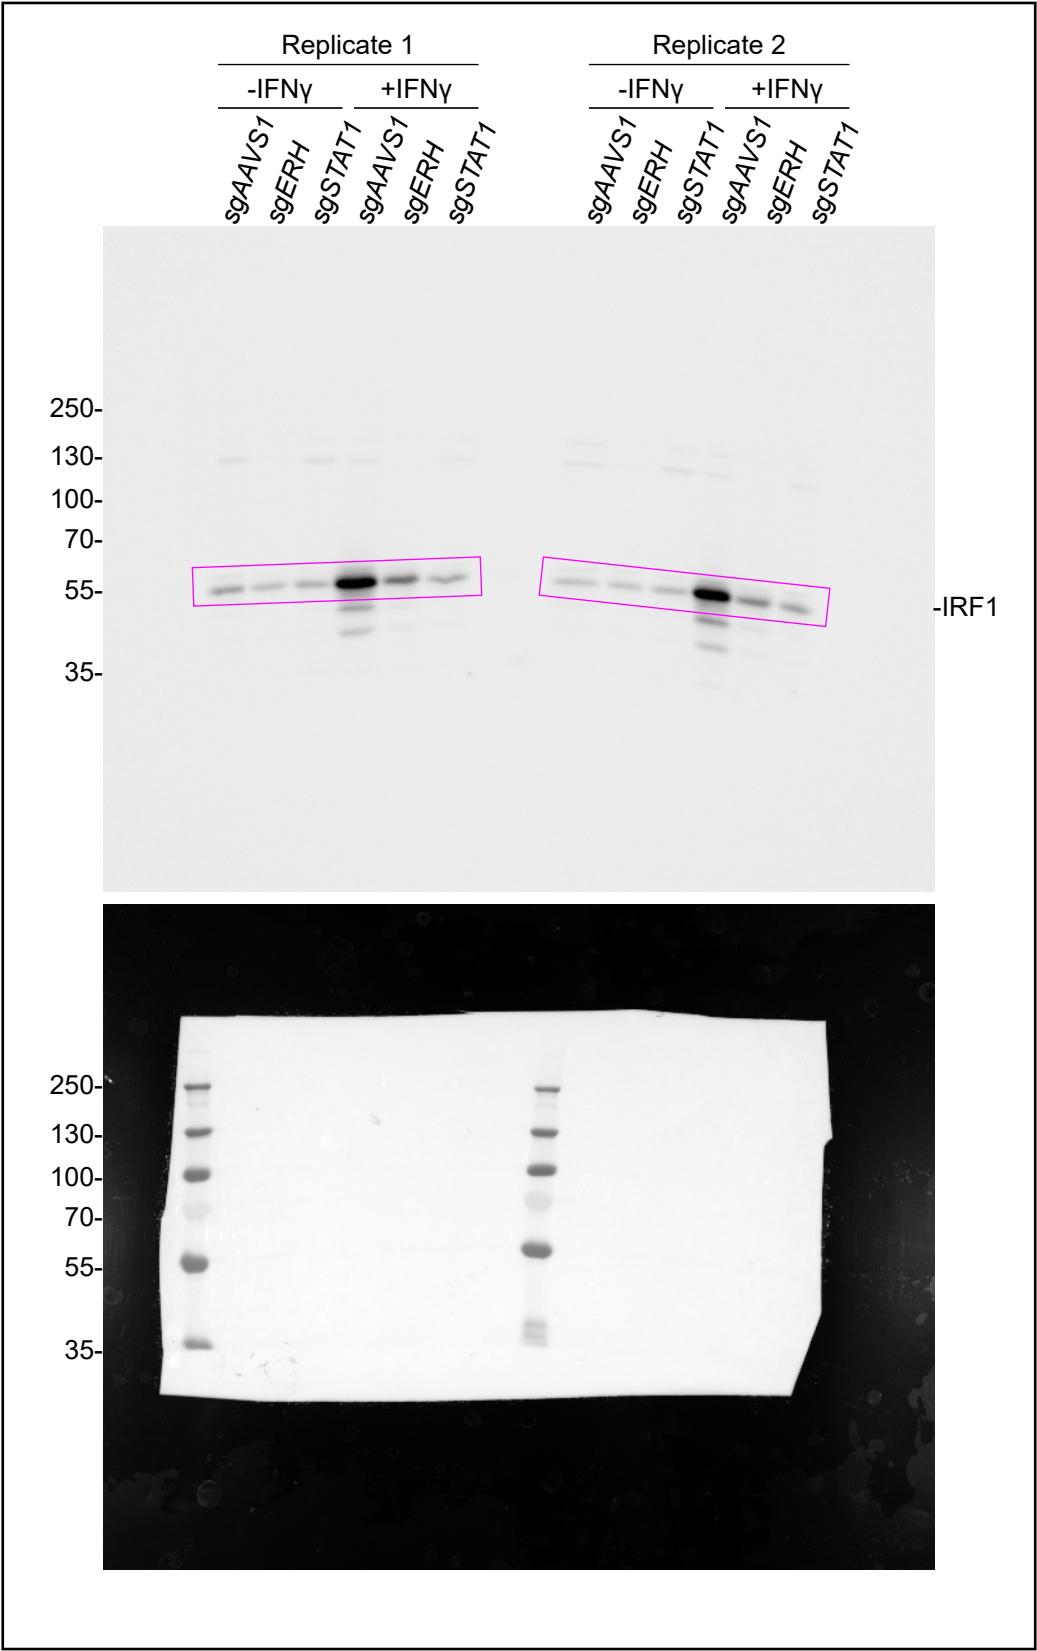

RKO, JAK2 (8% Gel)

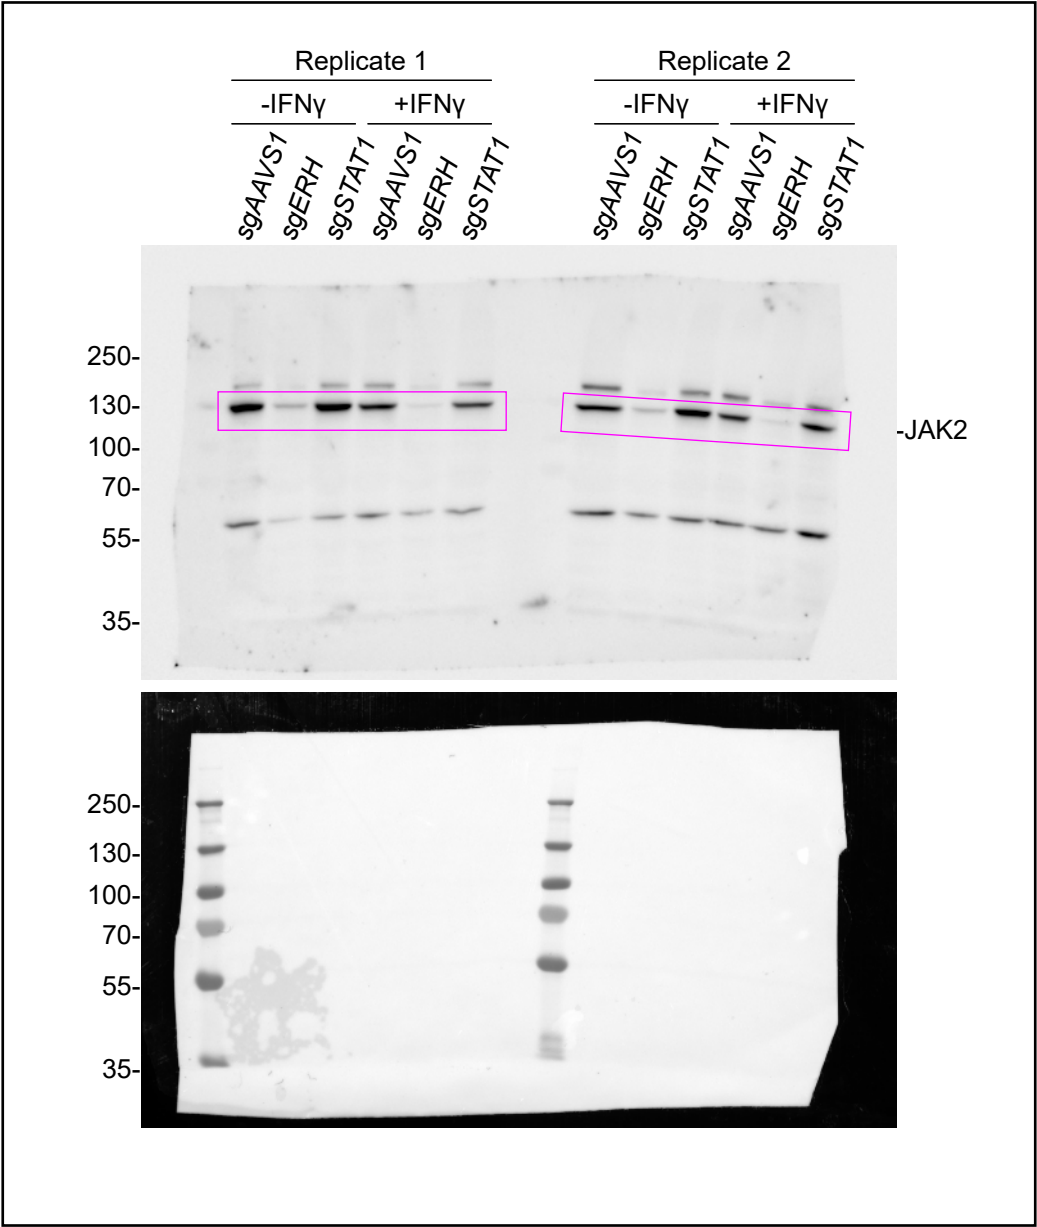

RKO, p-STAT1 (8% Gel)

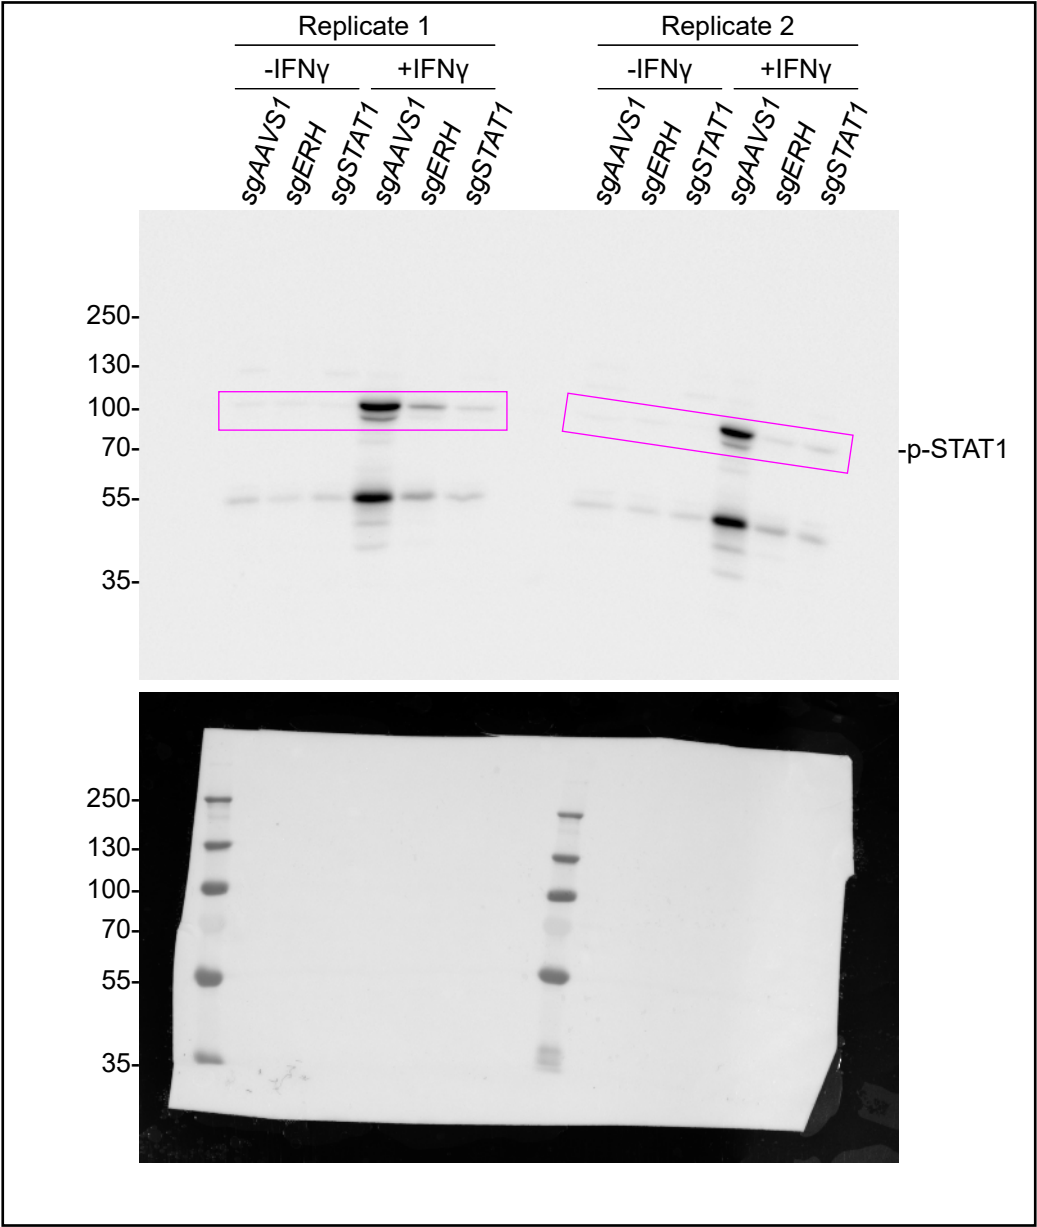

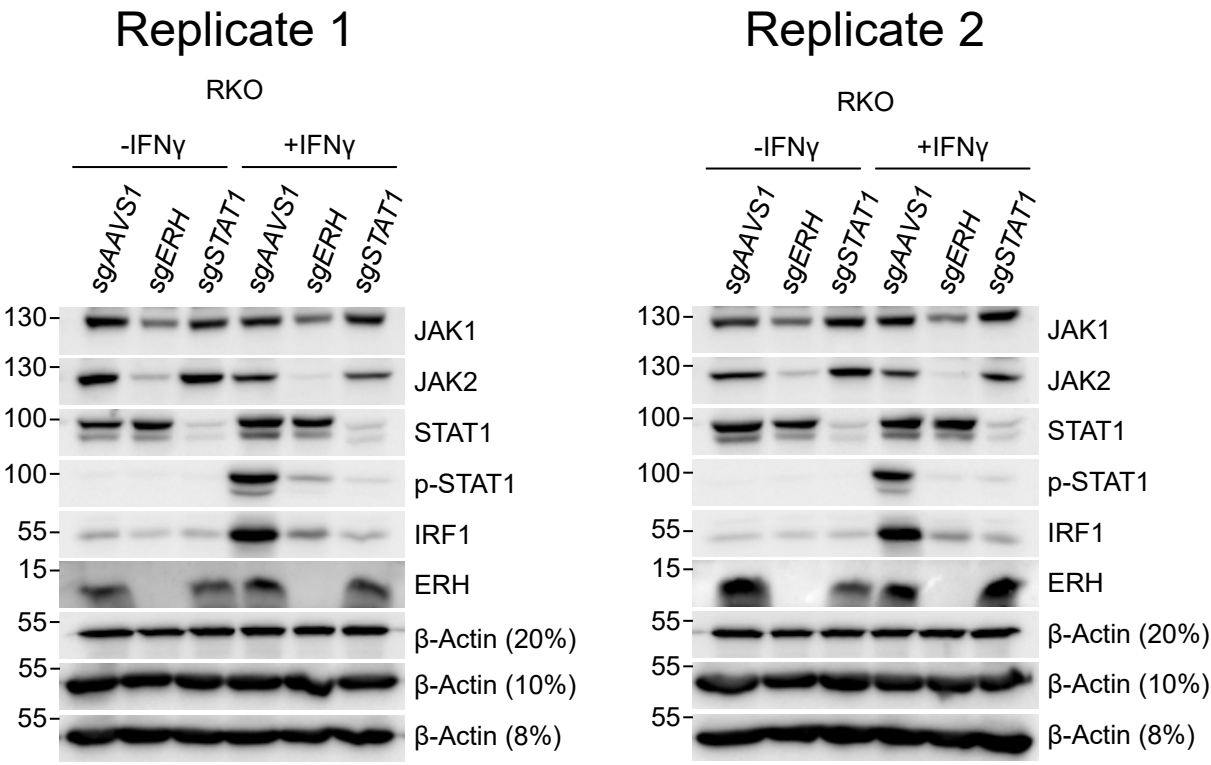

RKO, JAK1 (8% Gel 1), Replicate 1

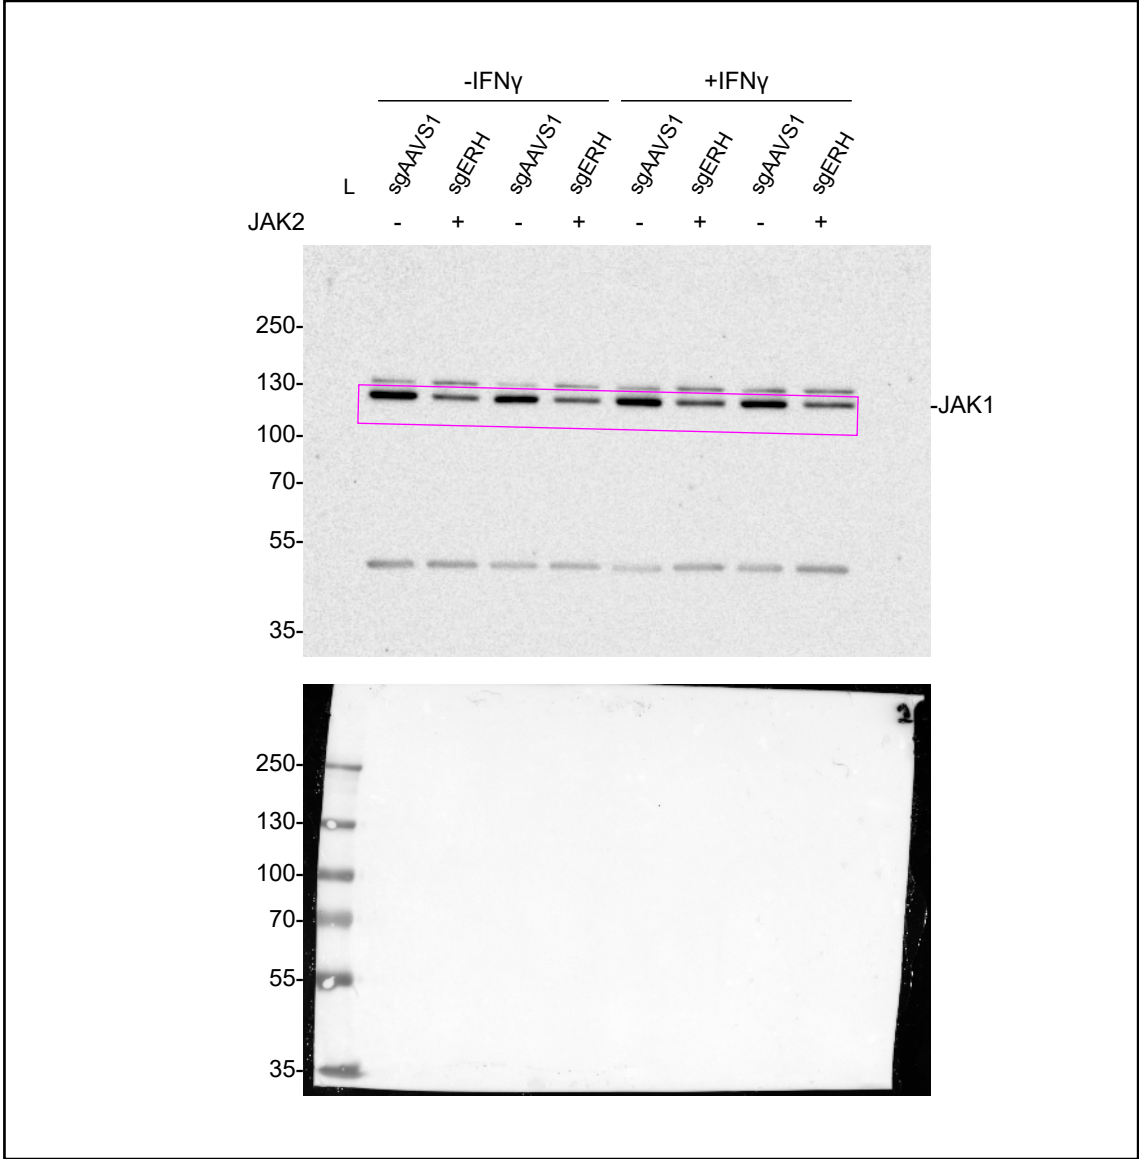

RKO, JAK1 (8% Gel 2), Replicate 2

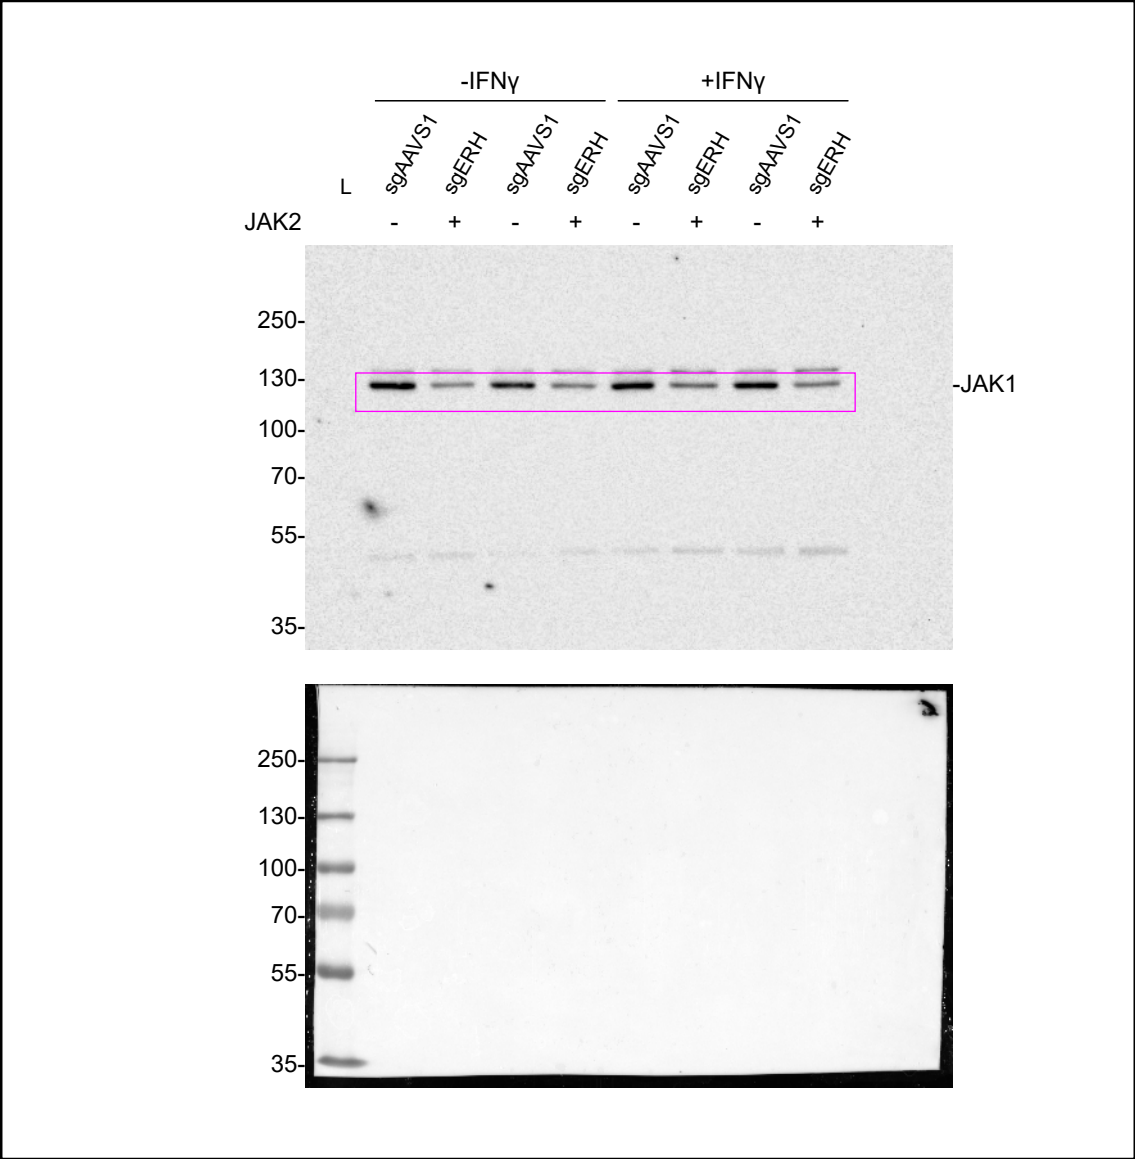

RKO, JAK1 (8% Gel 3), Replicate 3

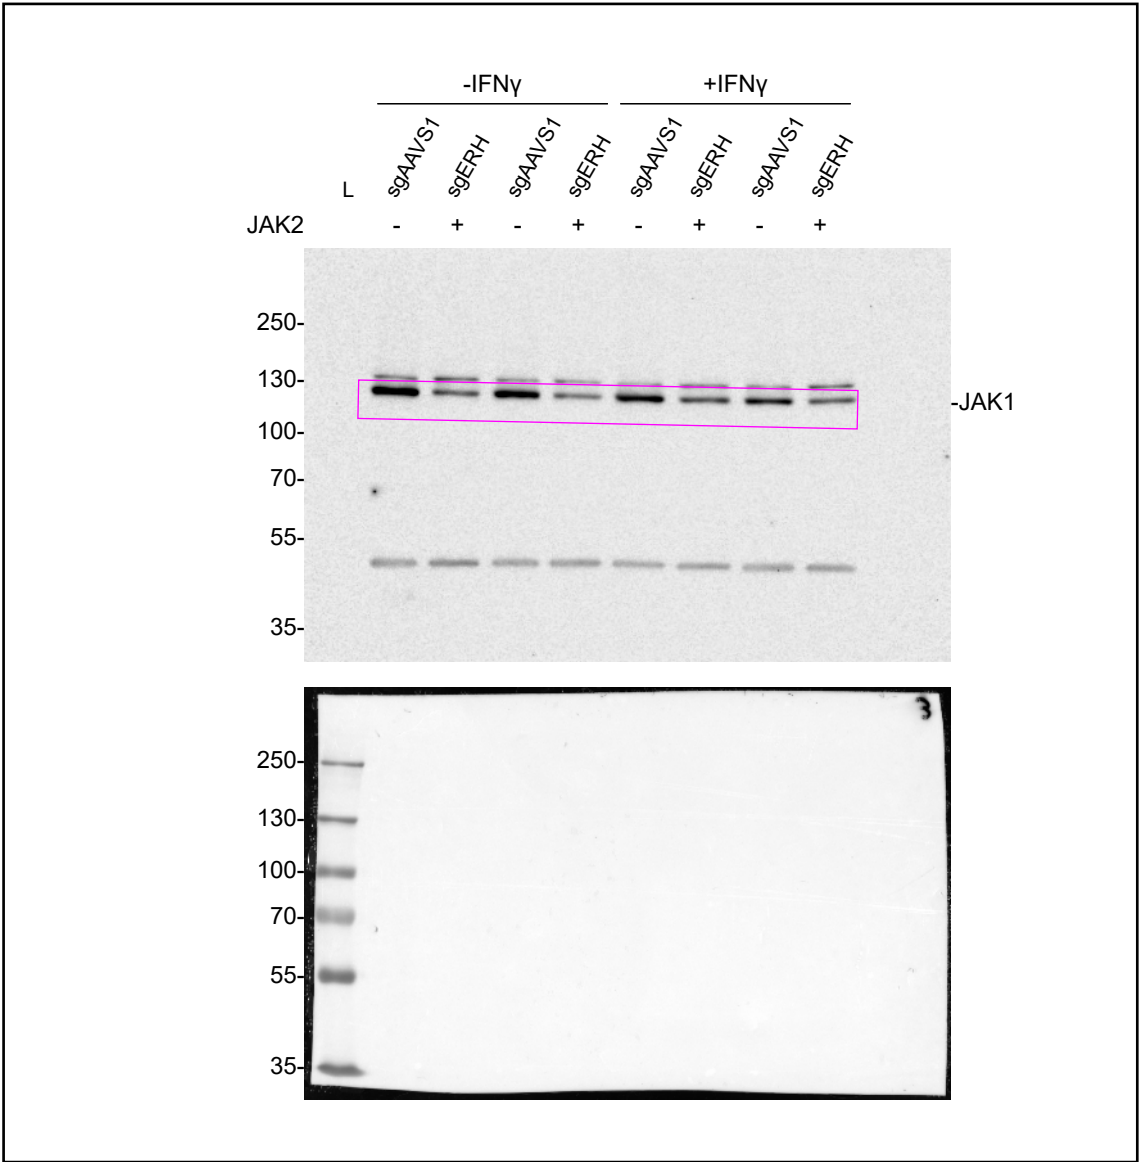

RKO, JAK2 (8% Gel 4), Replicate 1

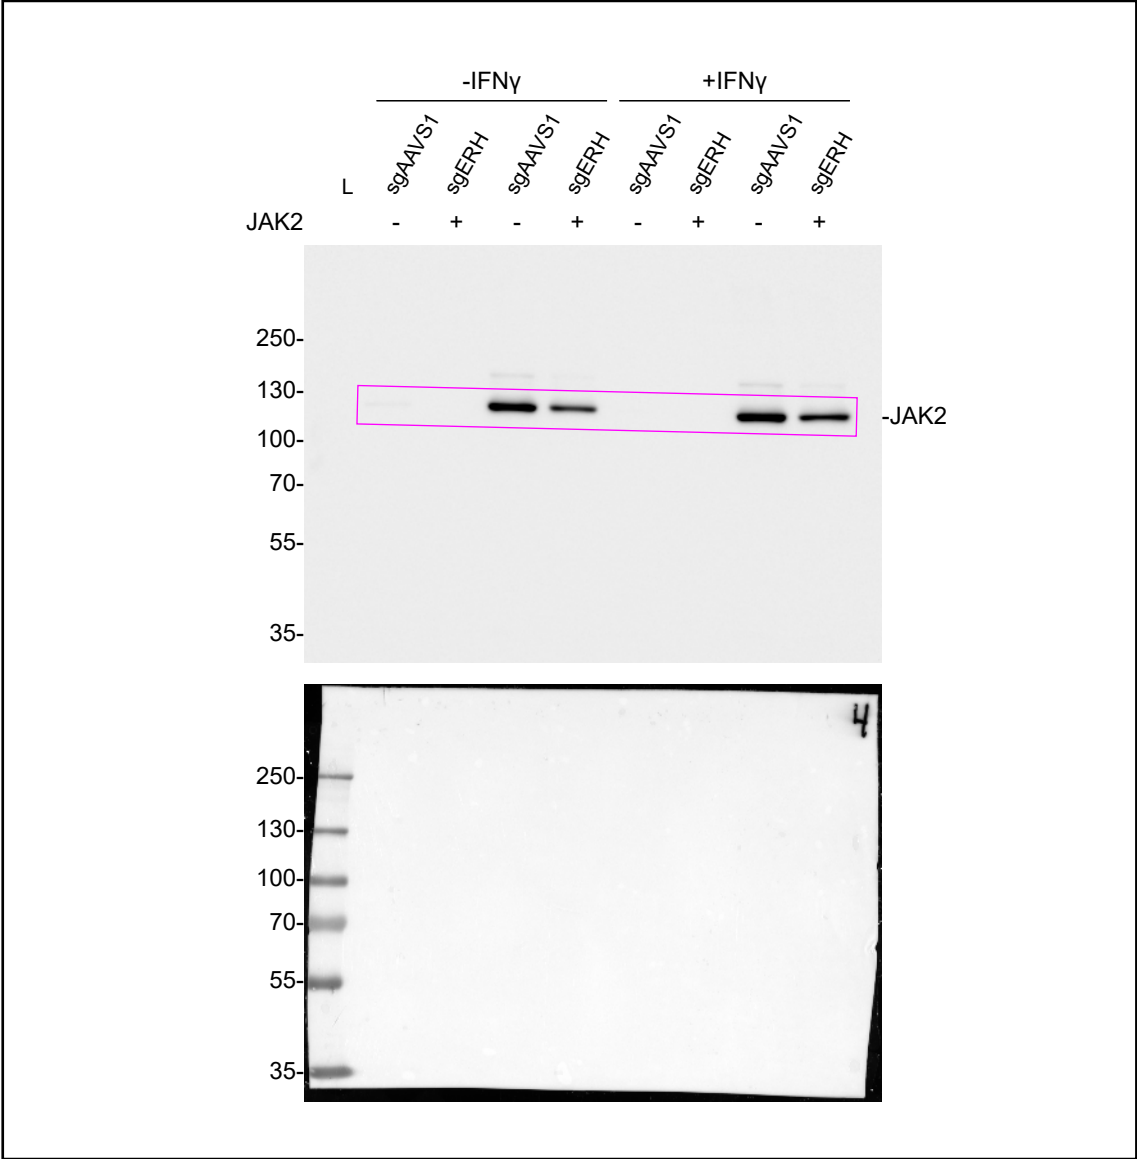

RKO, JAK2 (8% Gel 5), Replicate 2

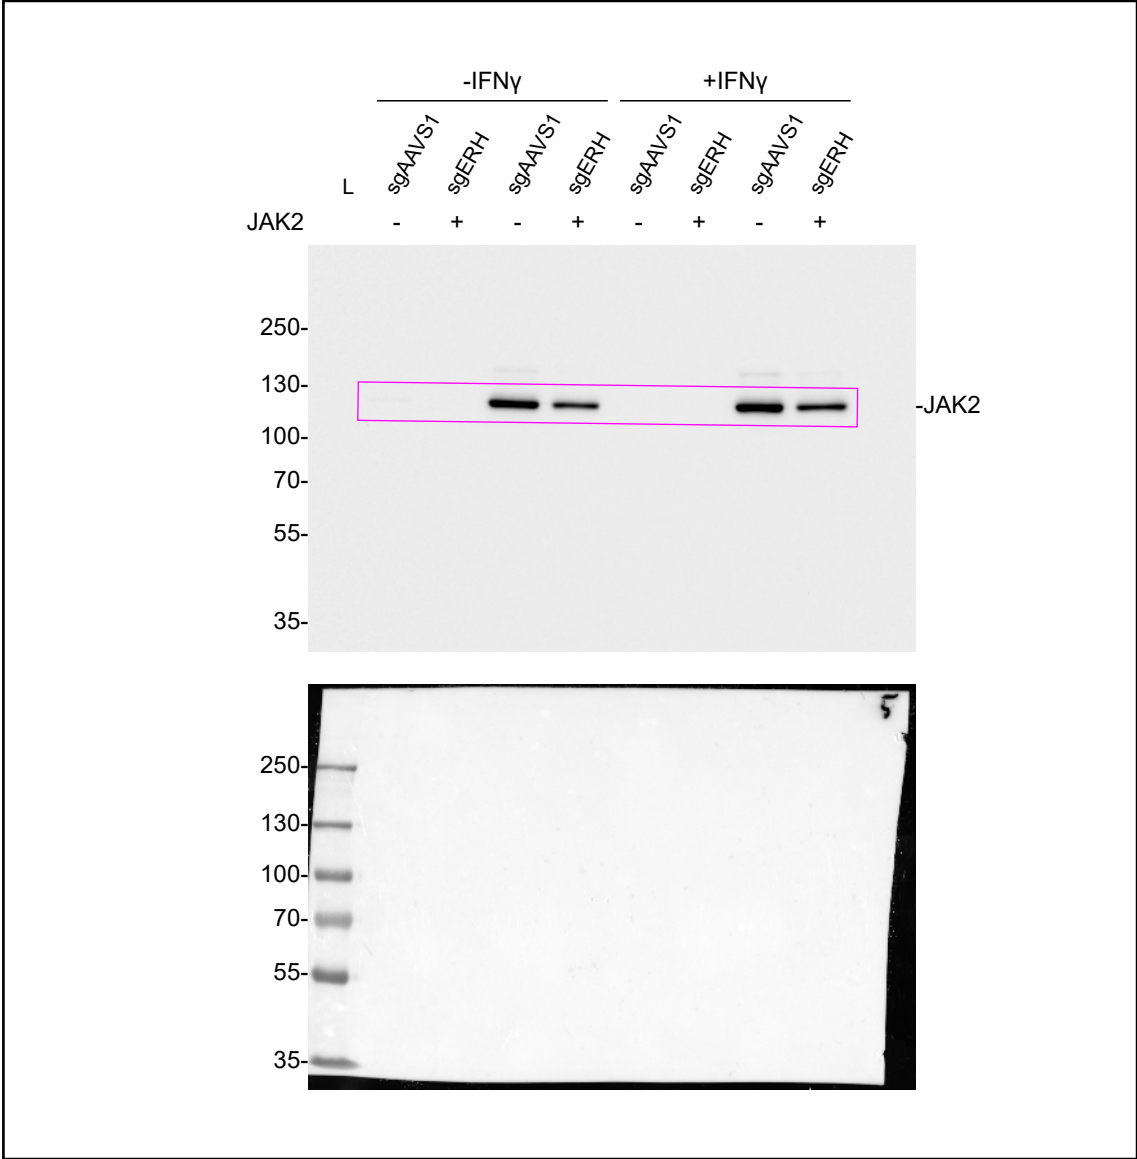

RKO, JAK2 (8% Gel 6), Replicate 3

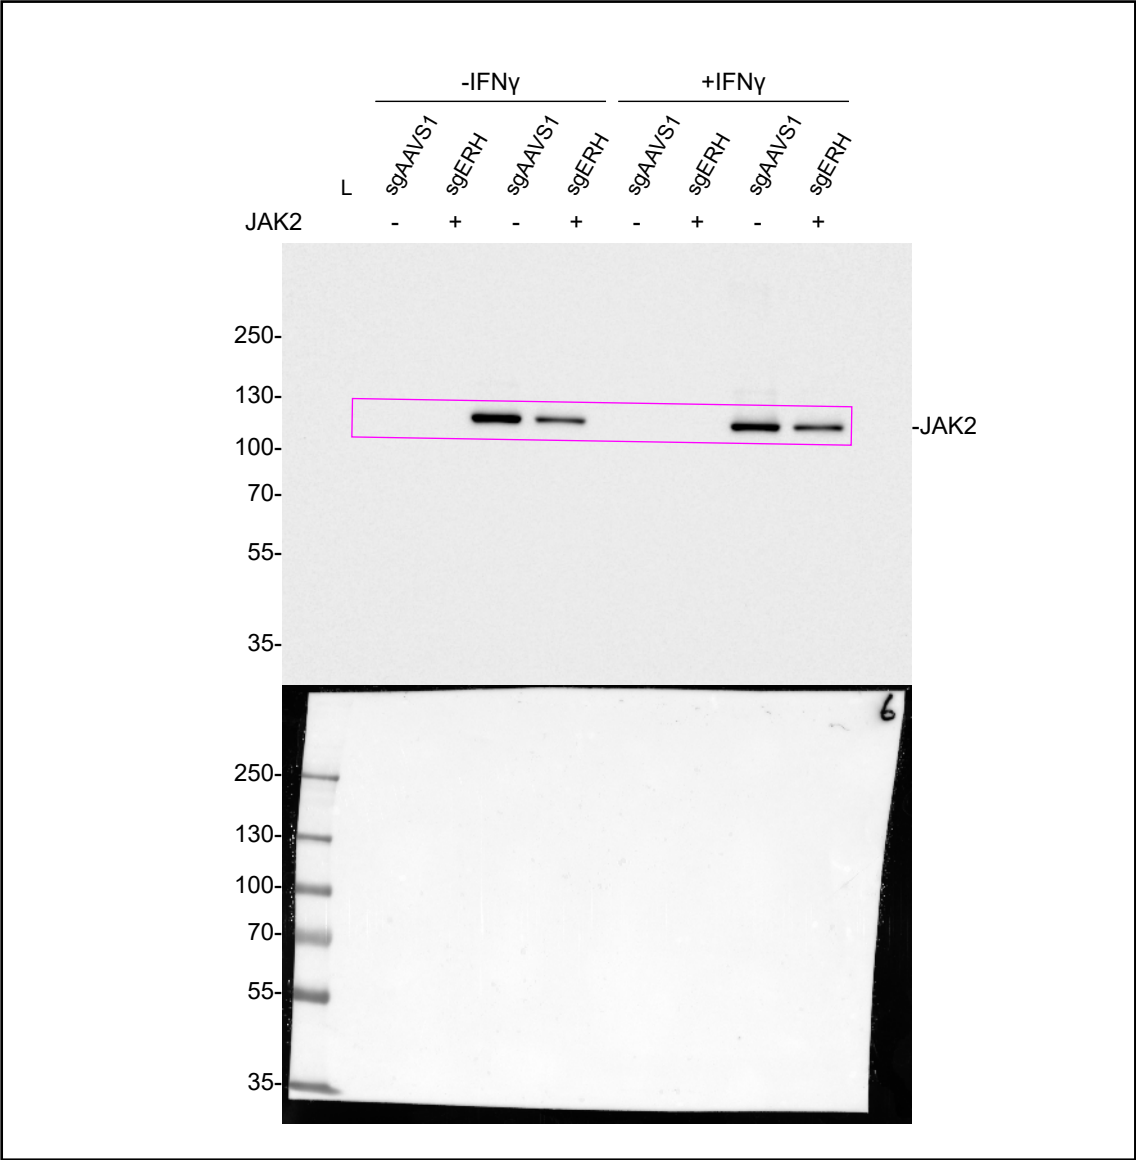

RKO, STAT1 (8% Gel 1), Replicate 1

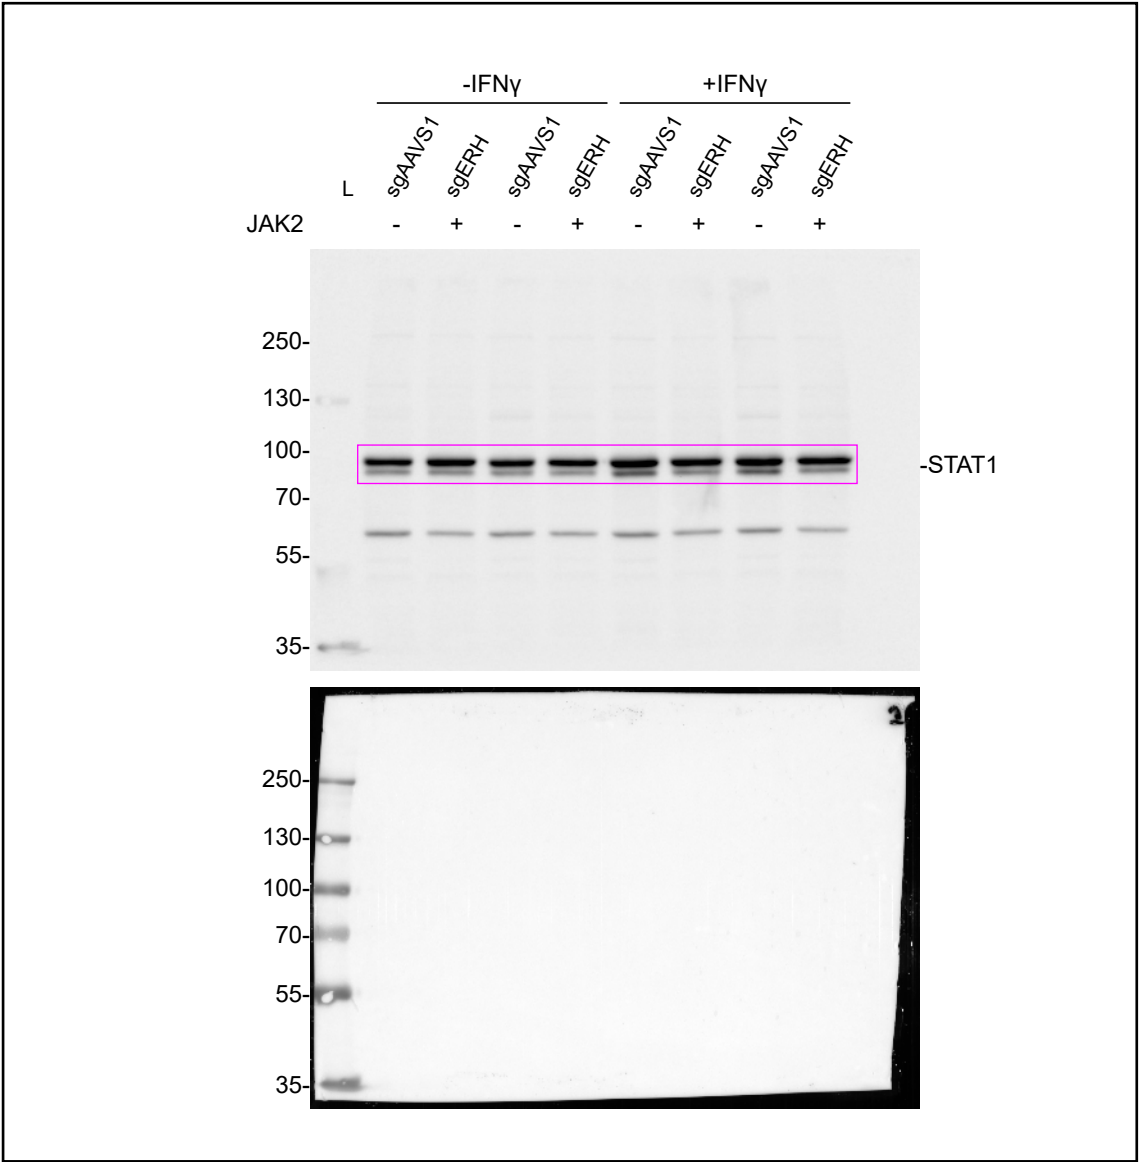

RKO, STAT1 (8% Gel 2), Replicate 2

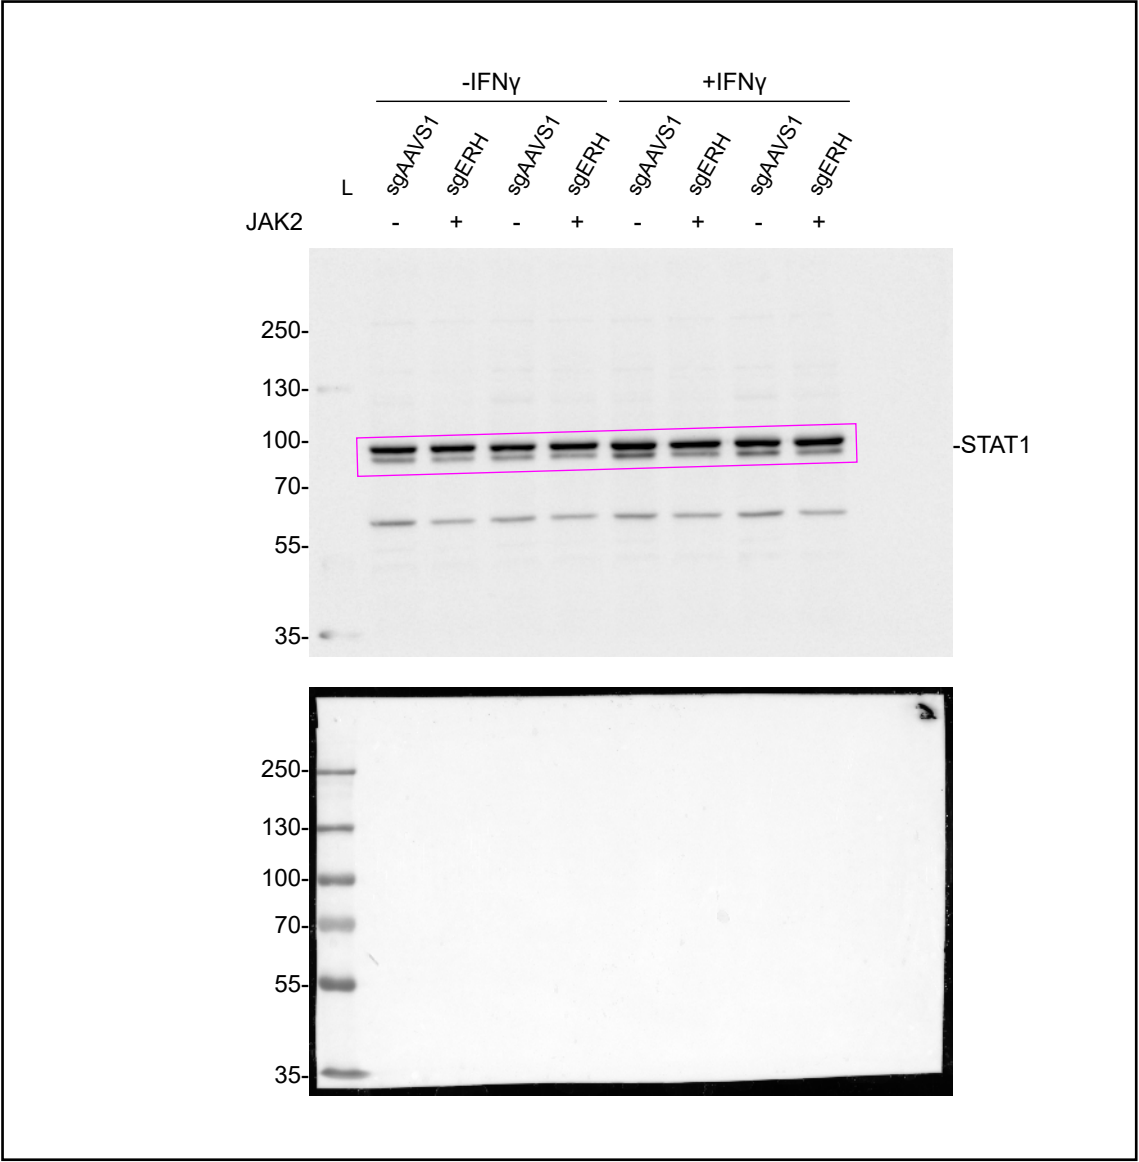

RKO, STAT1 (8% Gel 3), Replicate 3

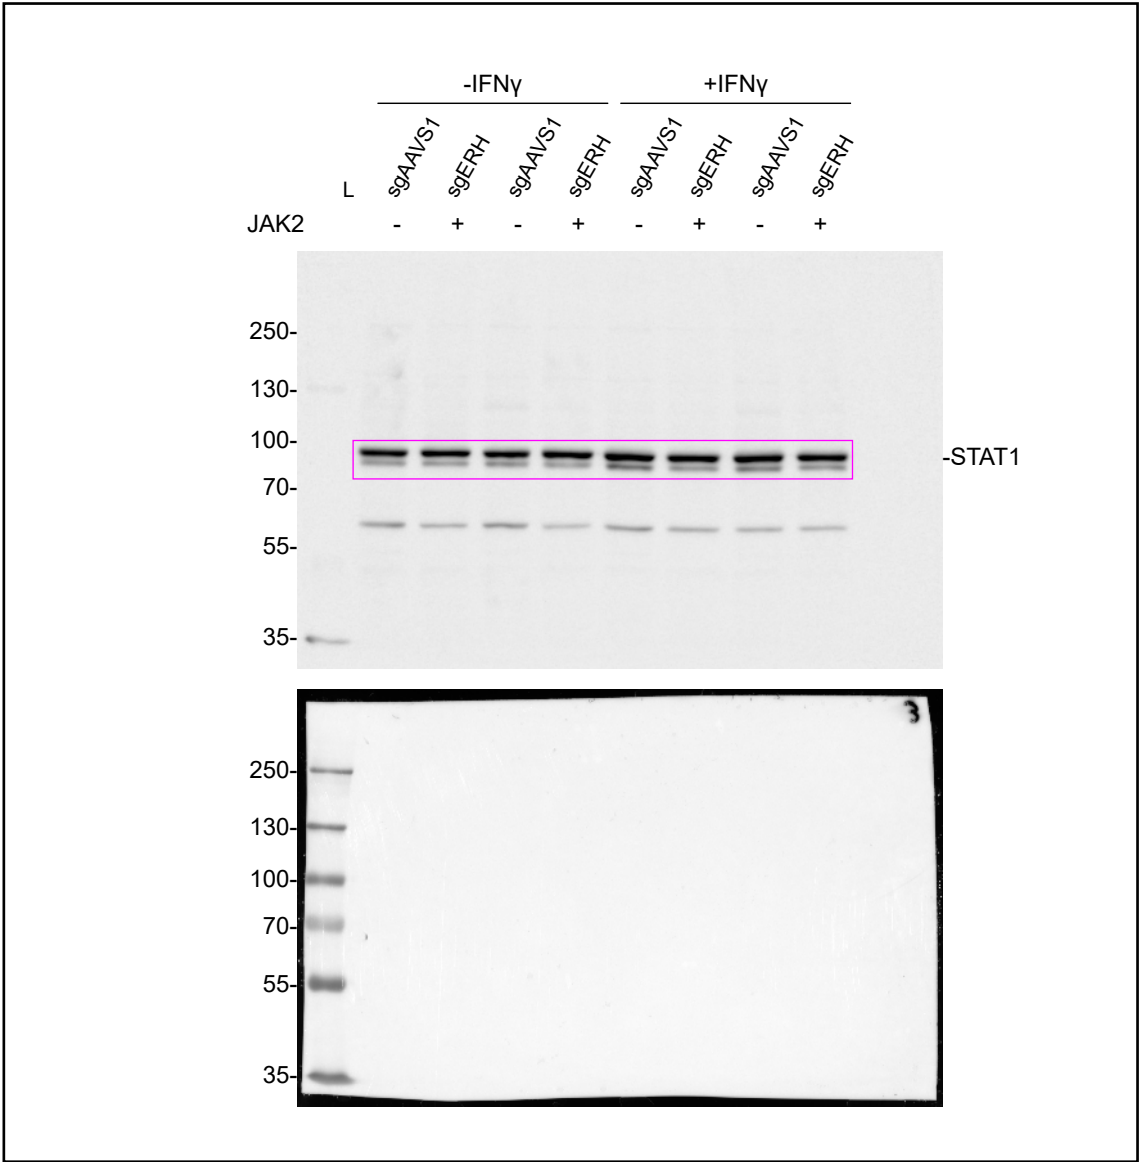

RKO, p-STAT1 (8% Gel 4), Replicate 1

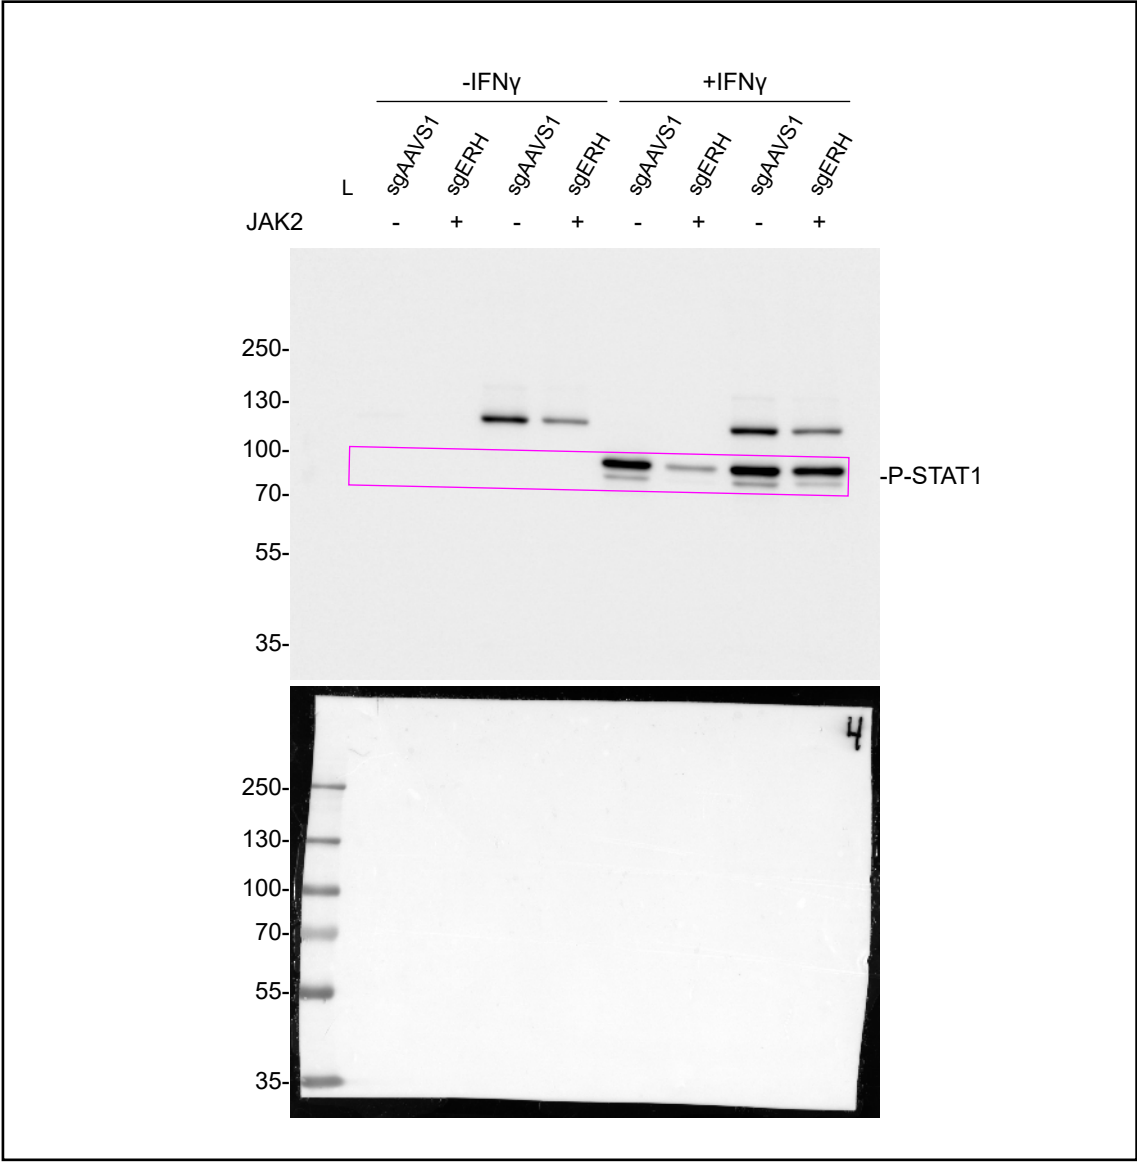

RKO, p-STAT1 (8% Gel 5), Replicate 2

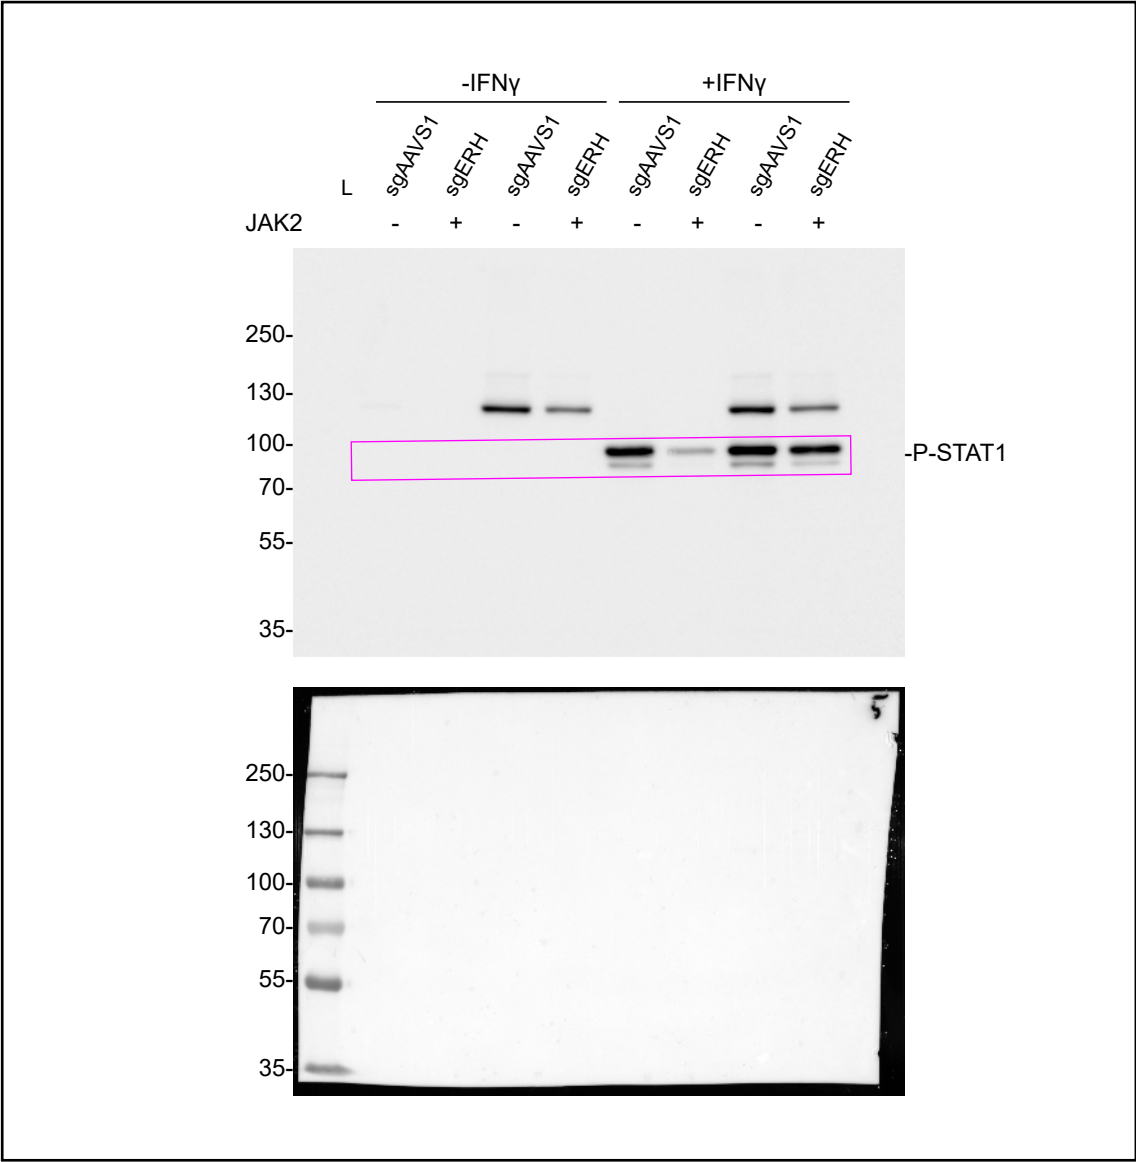

RKO, p-STAT1 (8% Gel 6), Replicate 3

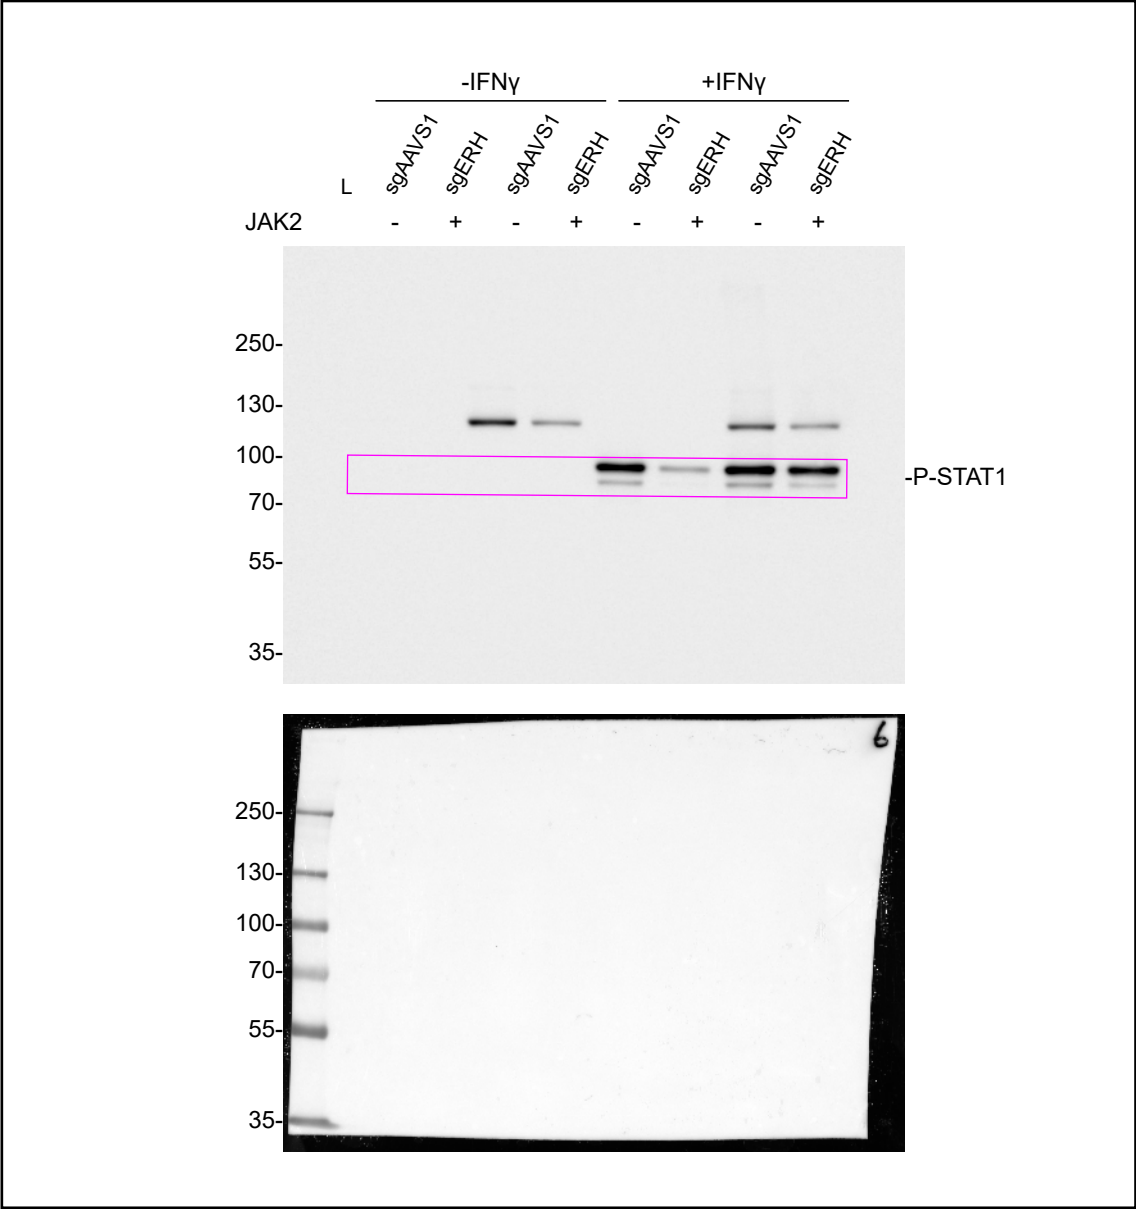

RKO, IRF1 (8% Gel 4), Replicate 1

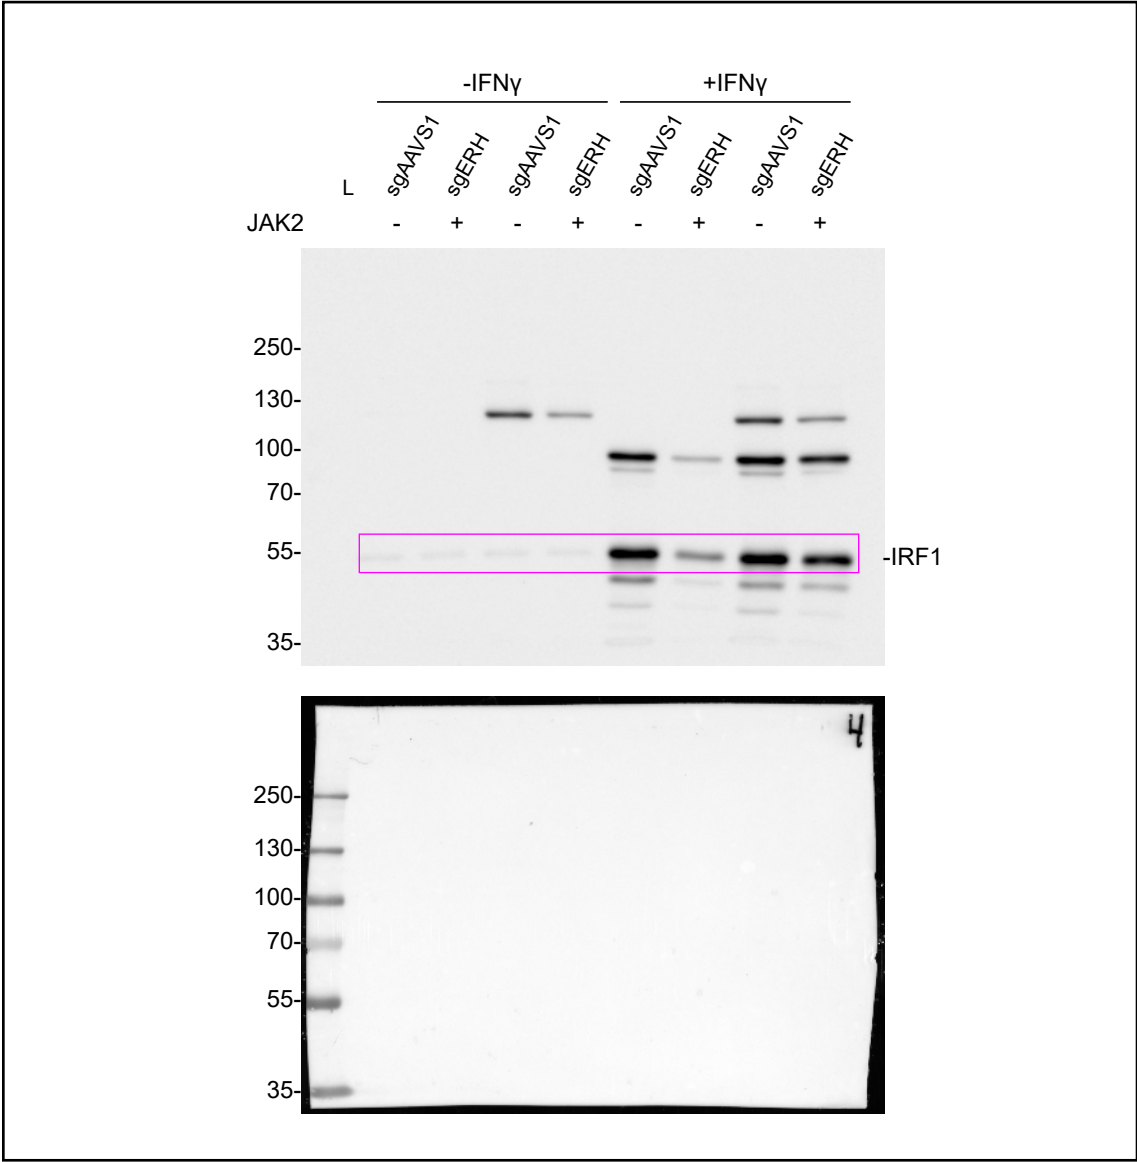

RKO, IRF1 (8% Gel 5), Replicate 2

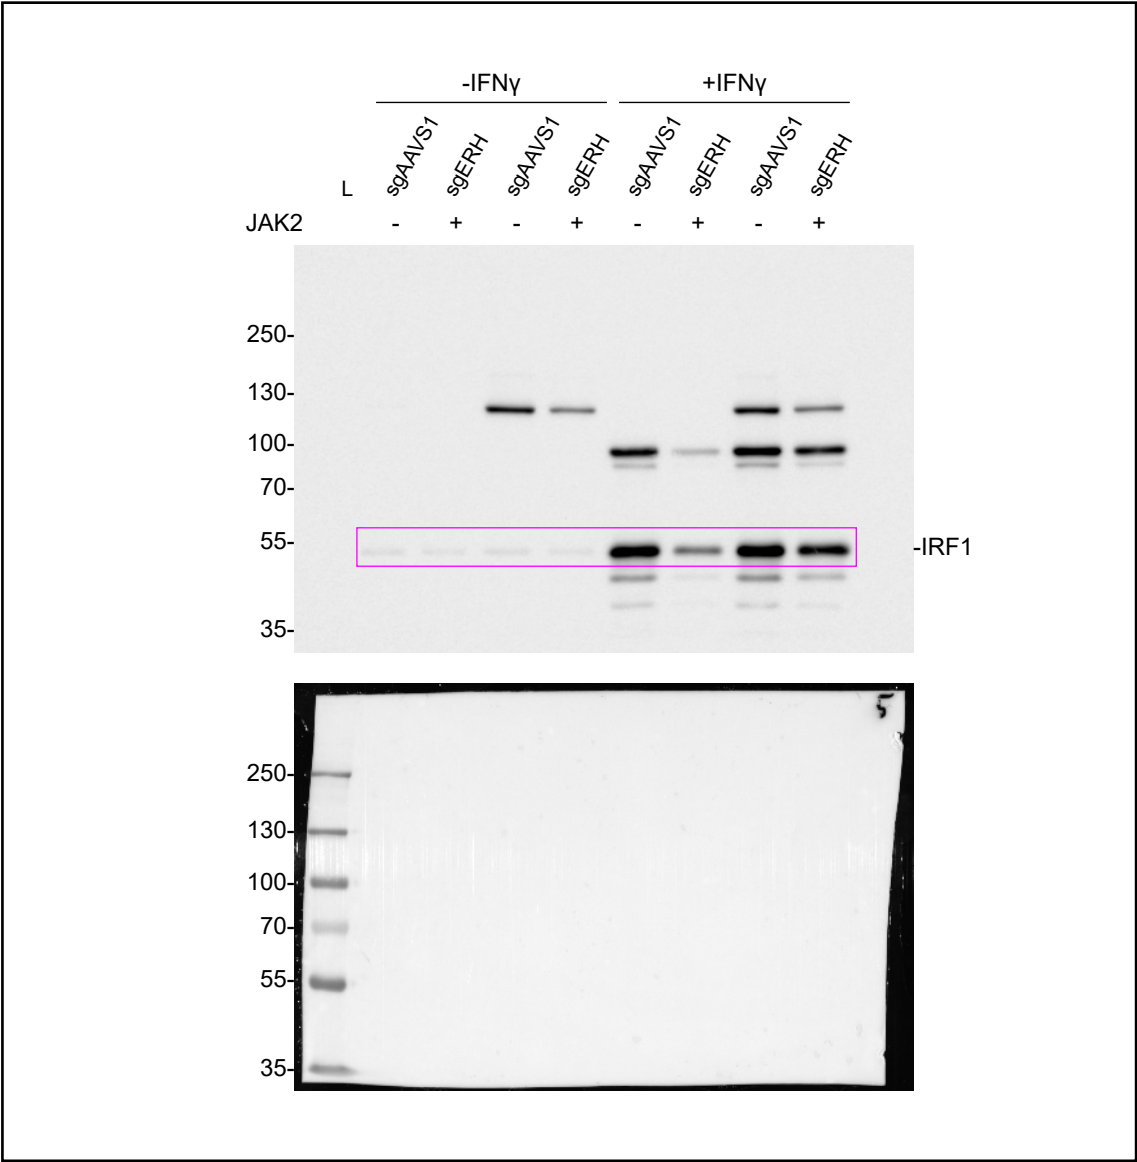

RKO, IRF1 (8% Gel 6), Replicate 3

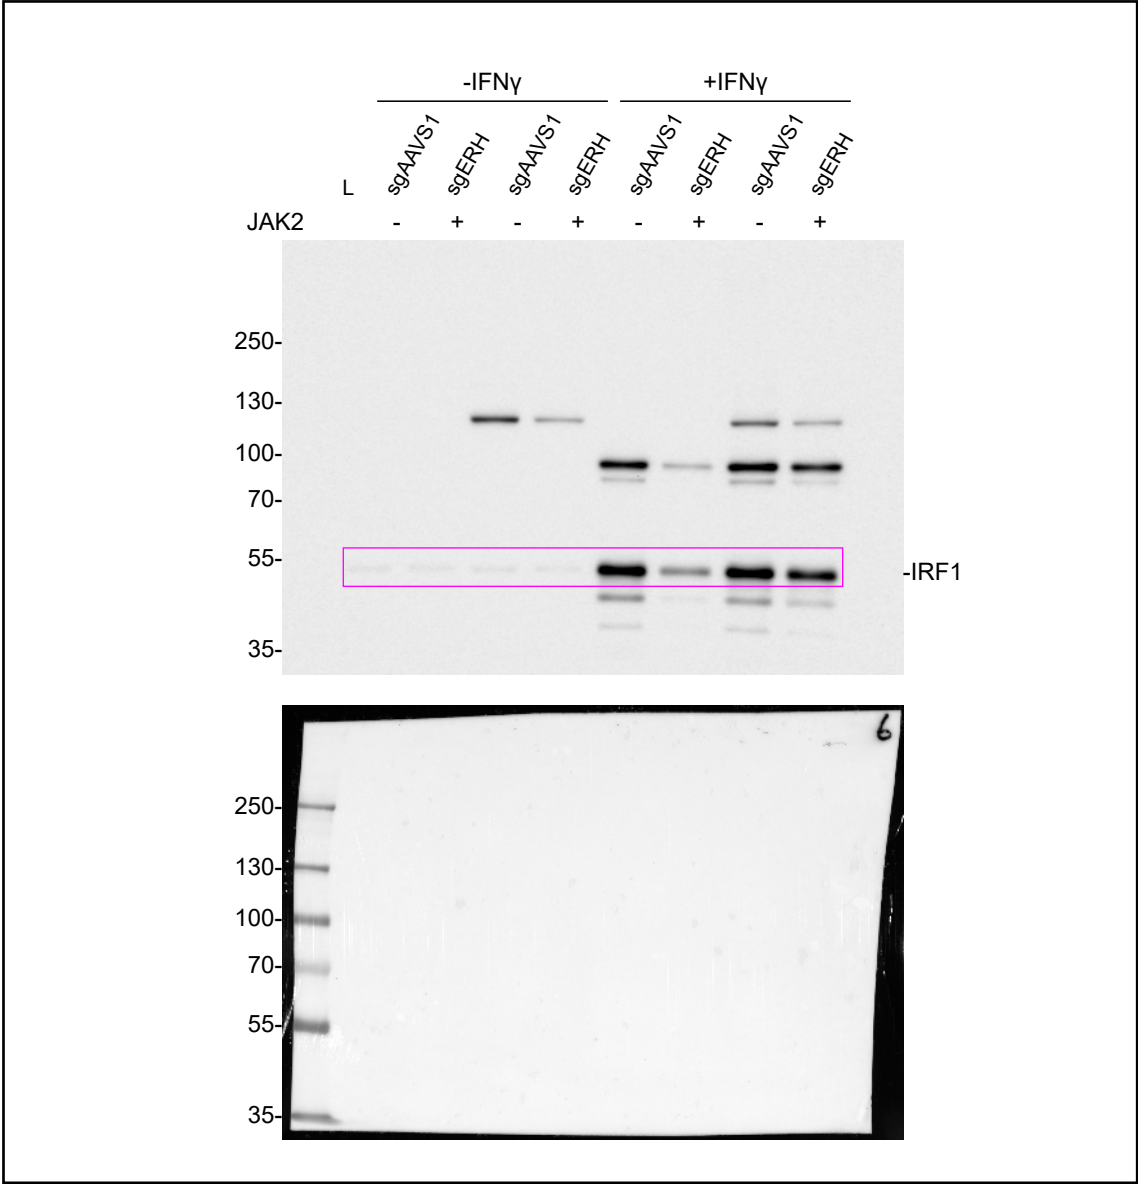

RKO, α-Tubulin (8% Gel 1), Replicate 1

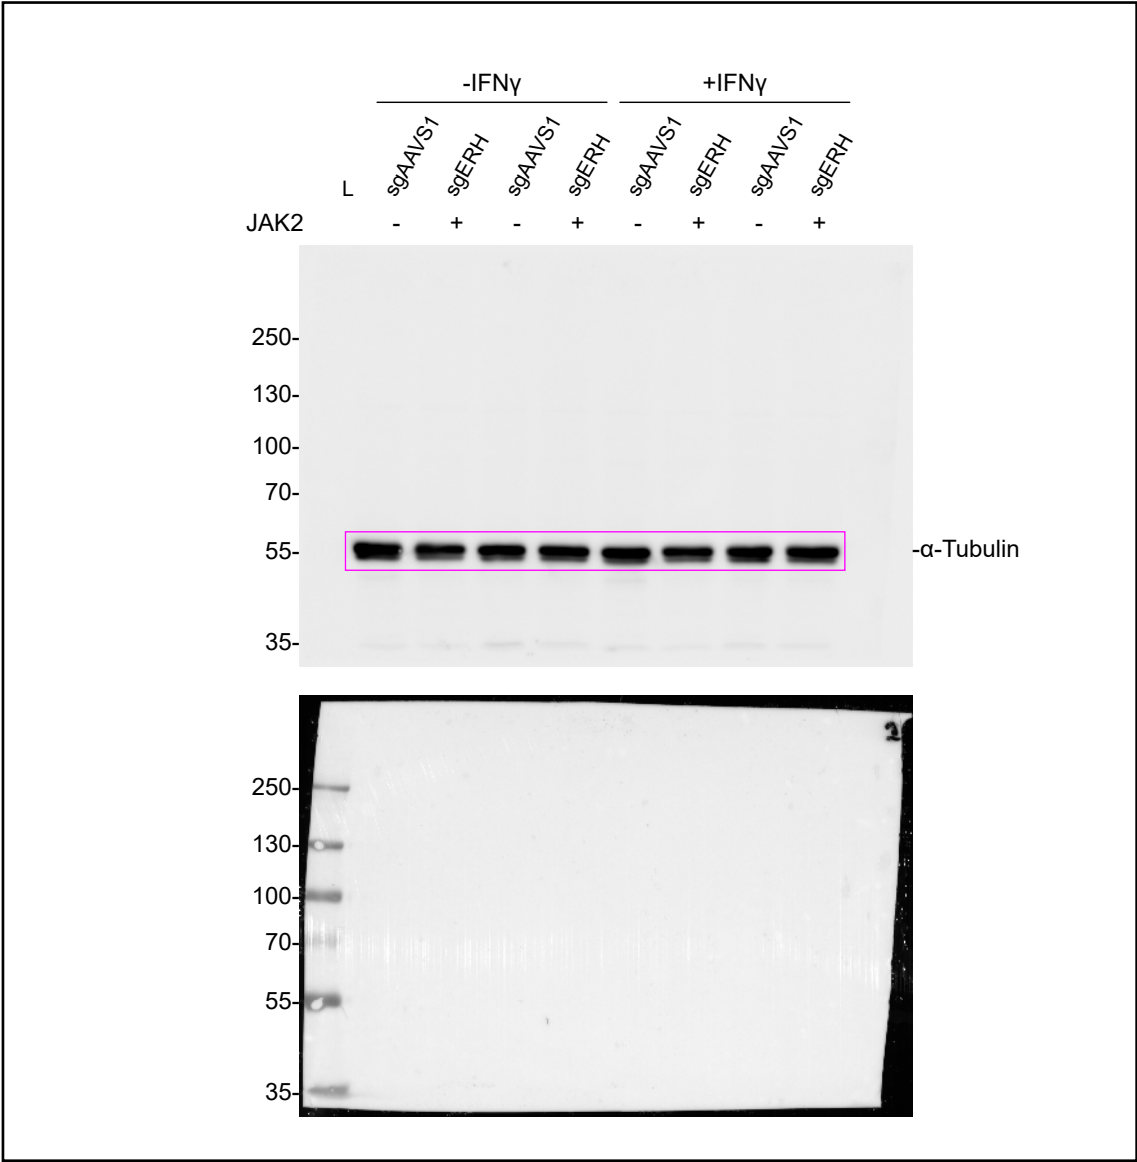

RKO, α-Tubulin (8% Gel 2), Replicate 2

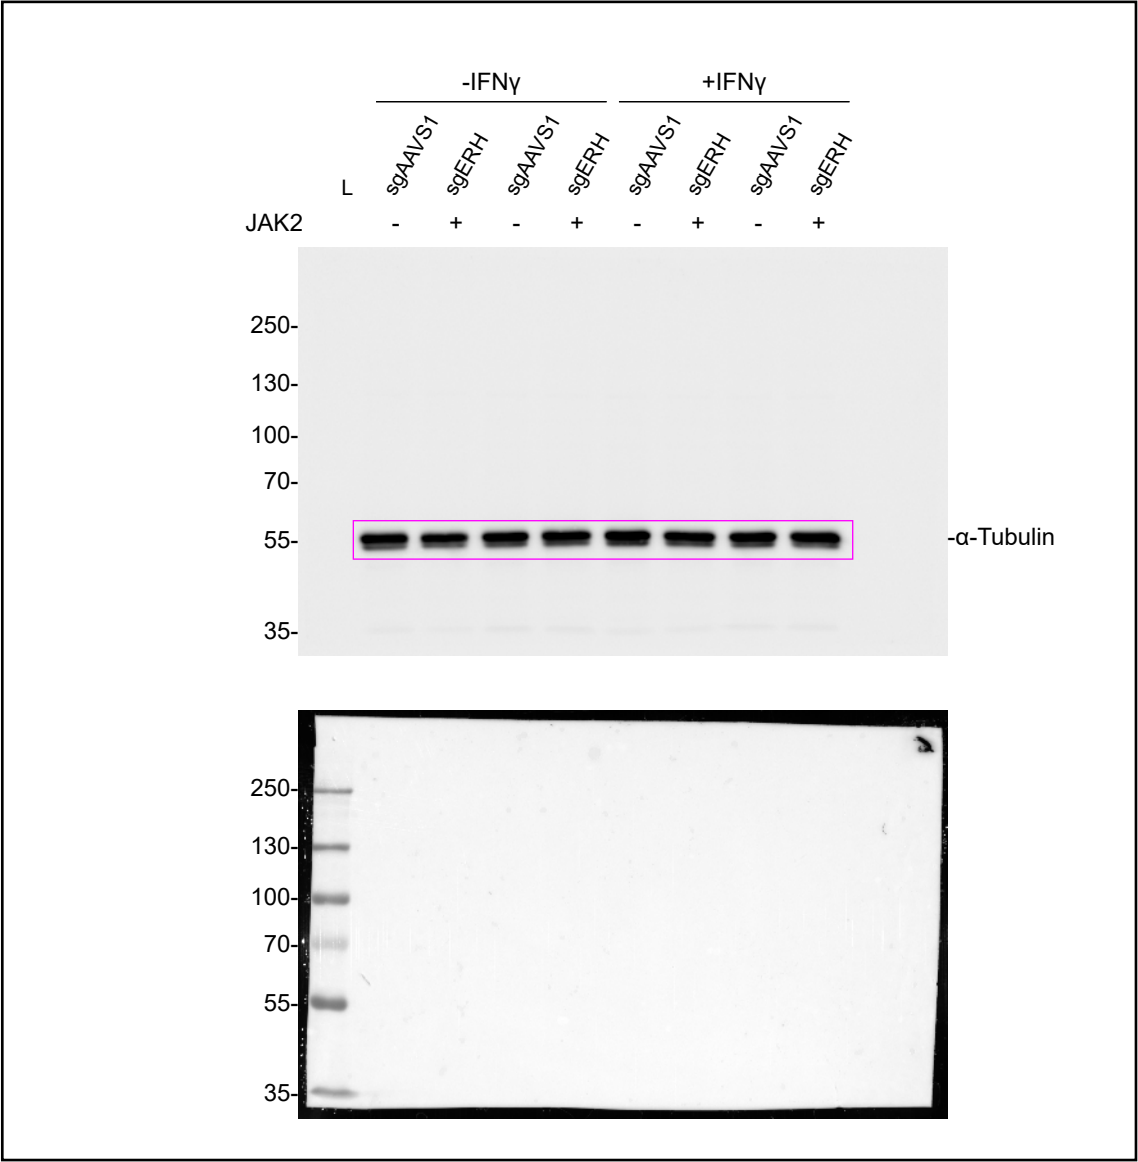

RKO, α-Tubulin (8% Gel 3), Replicate 3

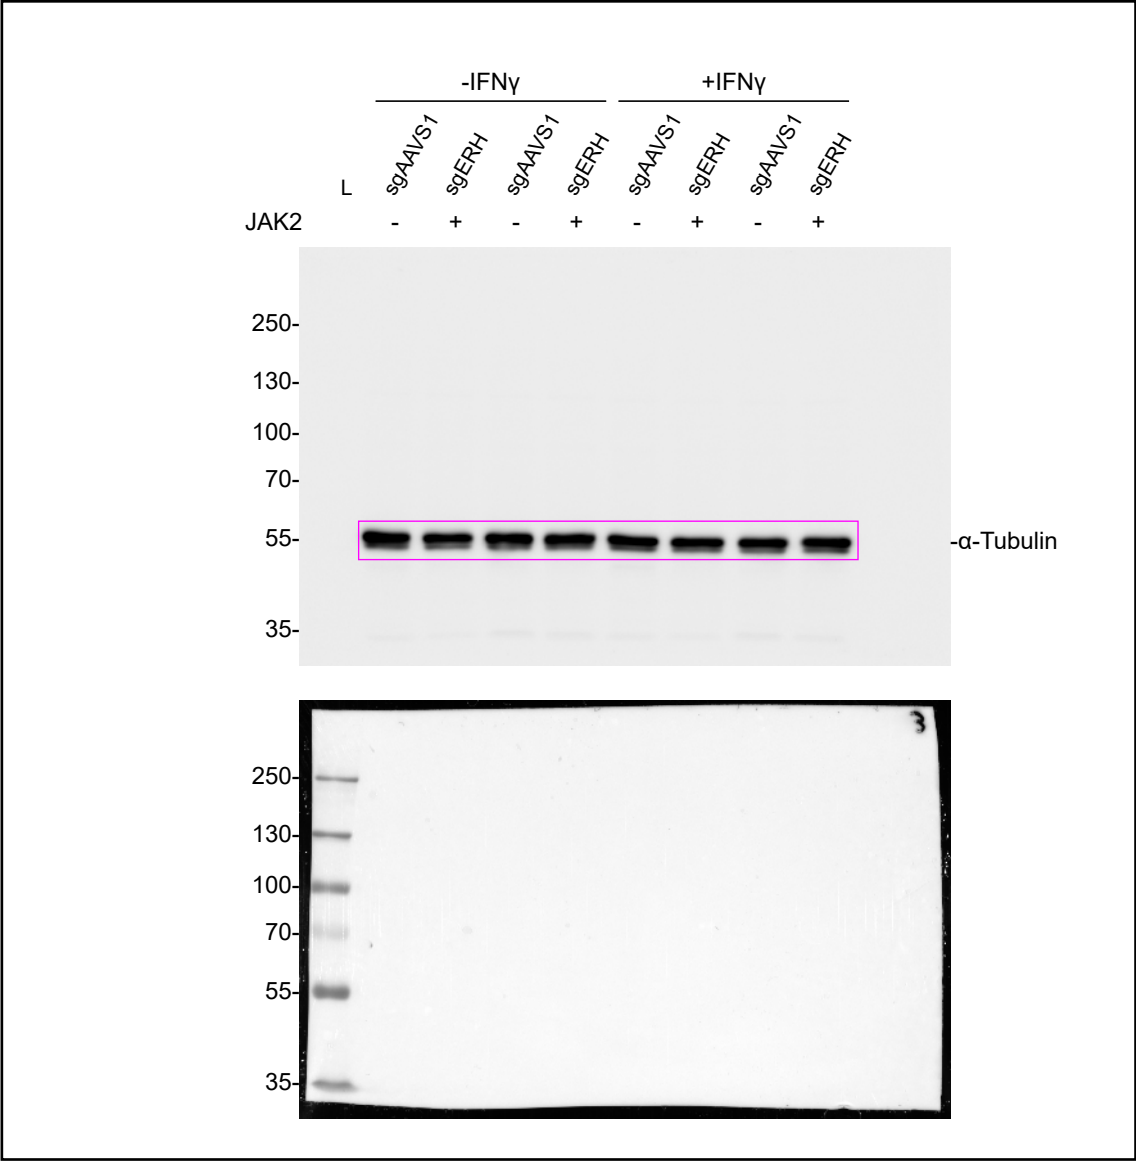

RKO, α-Tubulin (8% Gel 4), Replicate 1

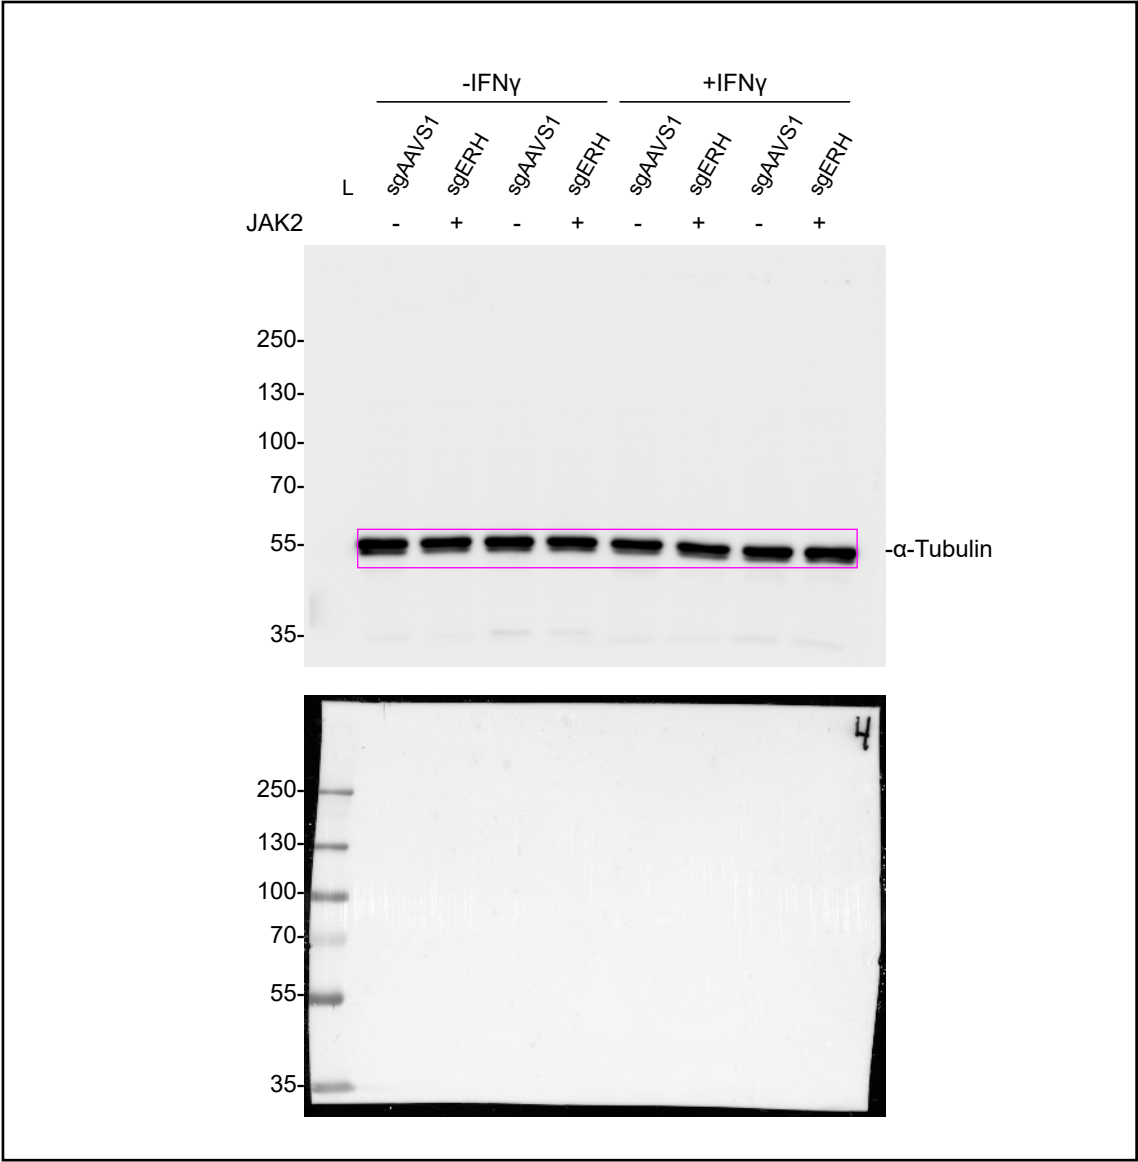

RKO, α-Tubulin (8% Gel 5), Replicate 2

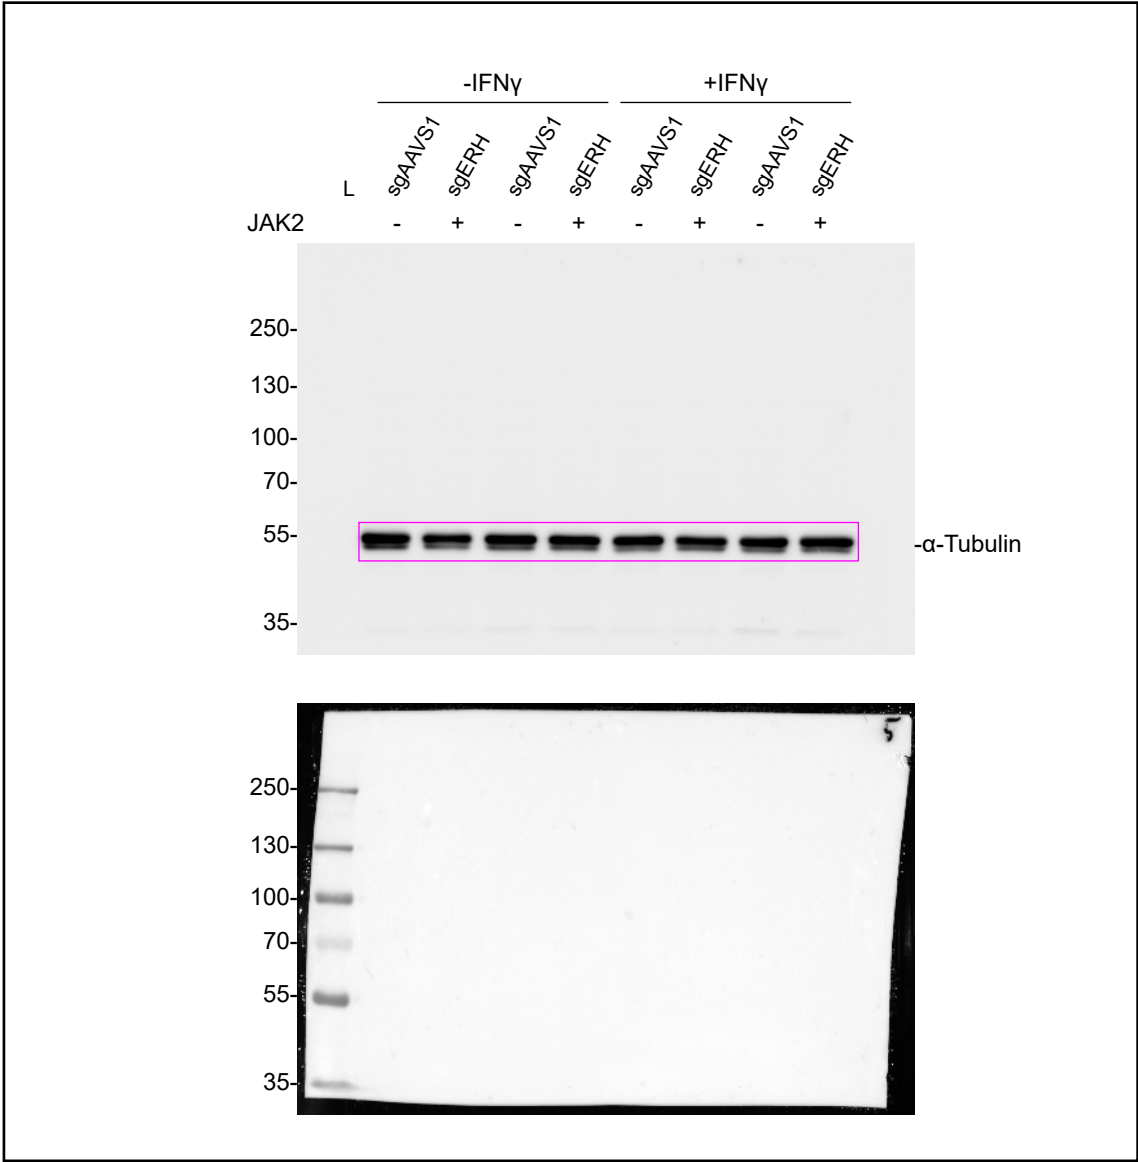

RKO, α-Tubulin (8% Gel 6), Replicate 3

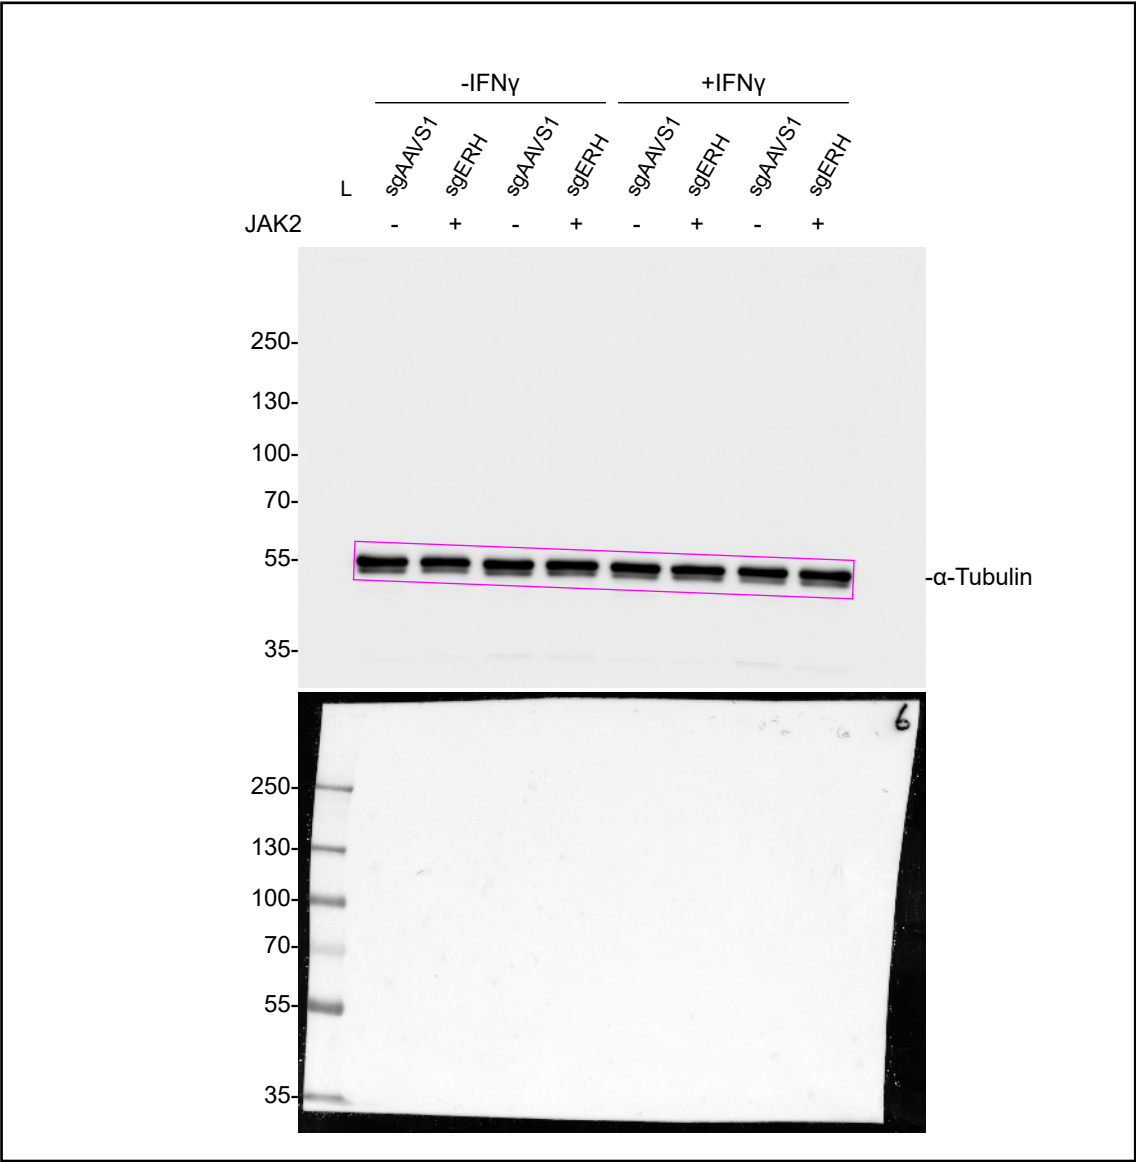

Replicate 1

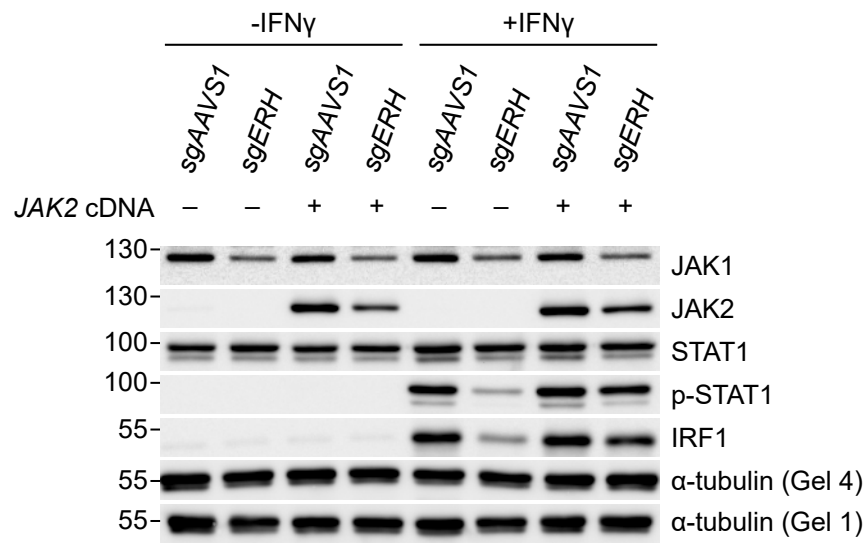

Replicate 2

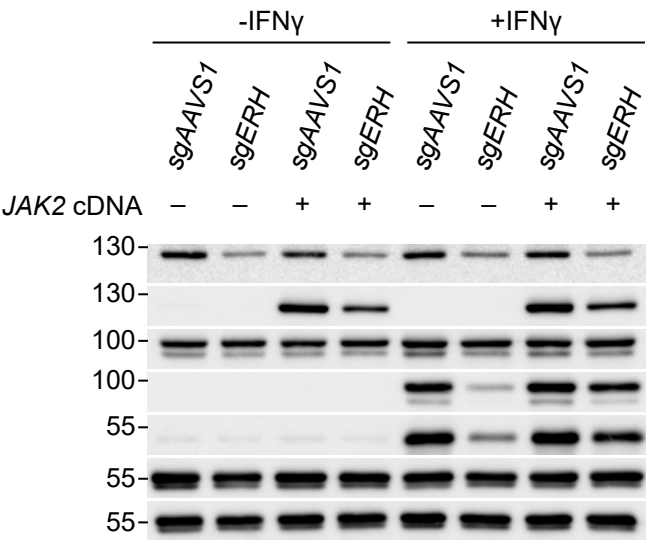

Replicate 3

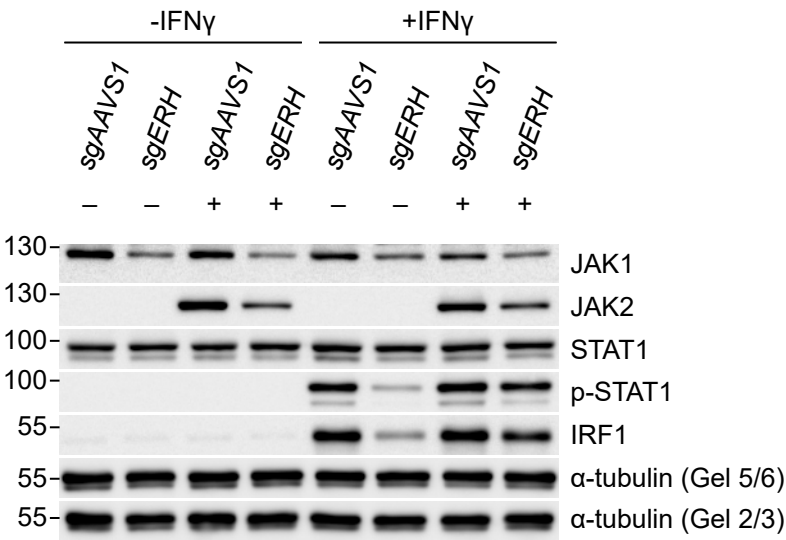

RKO, JAK2 (10% Gel 1)

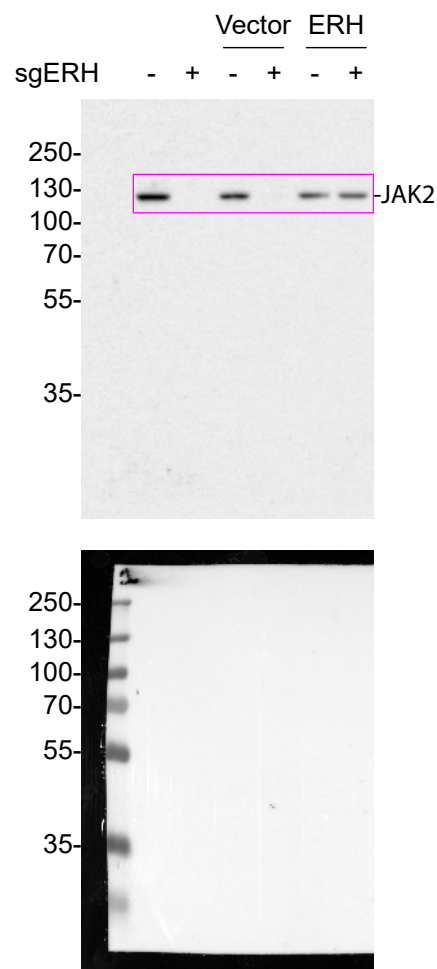

RKO, JAK2 (10% Gel 2)

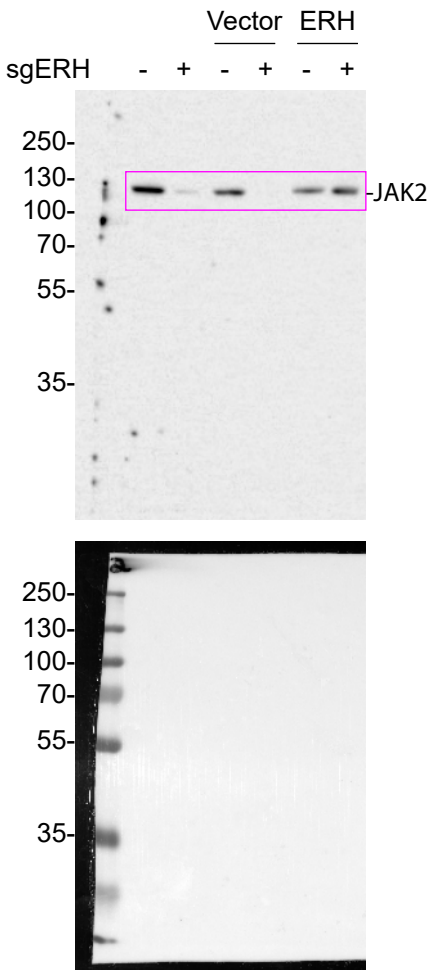

RKO, JAK2 (10% Gel 3)

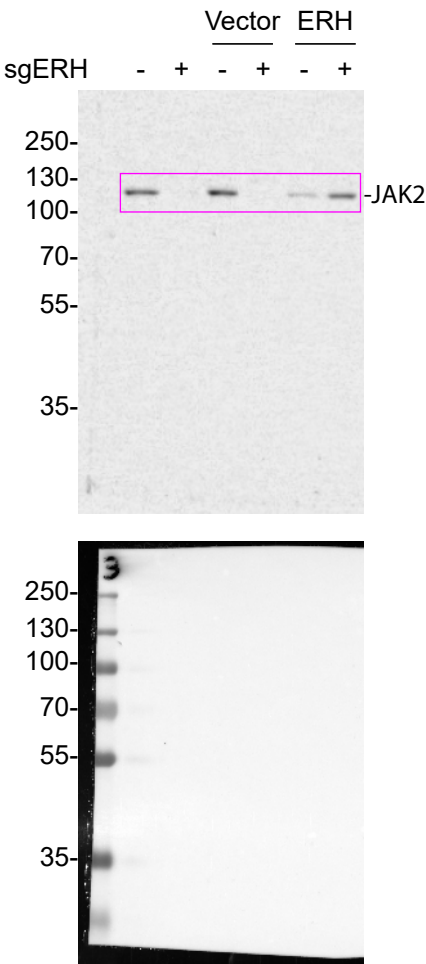

RKO, Vinculin (10% Gel 1)

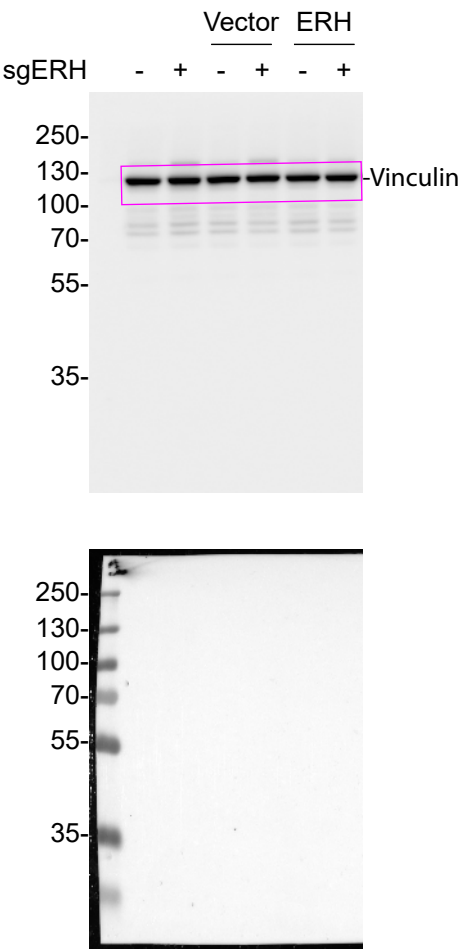

RKO, Vinculin (10% Gel 2)

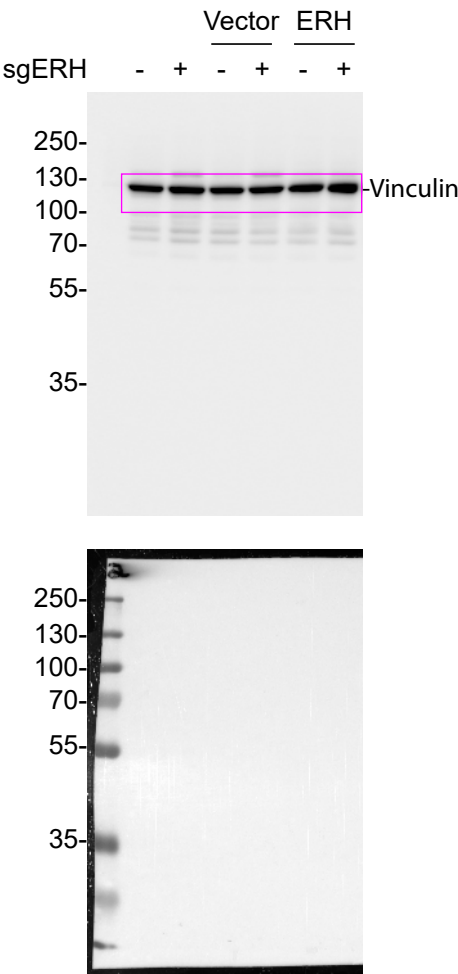

RKO, Vinculin (10% Gel 3)

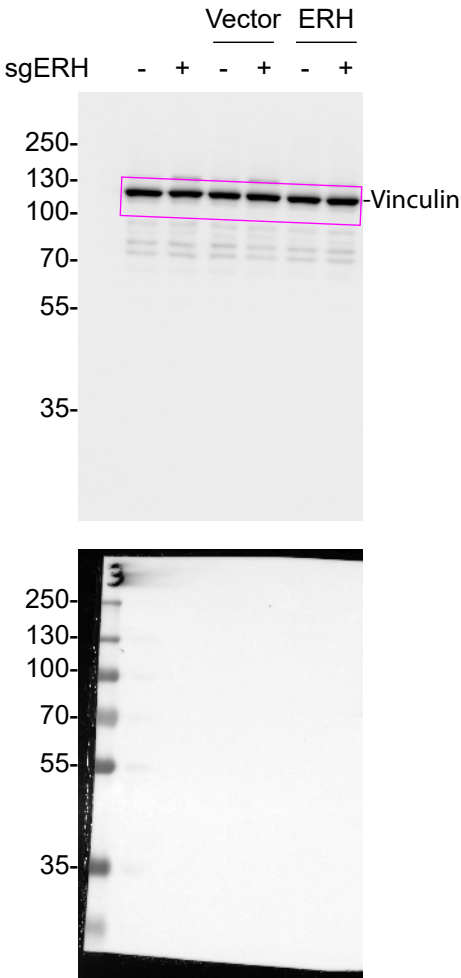

RKO, ERH (10% Gel 4)

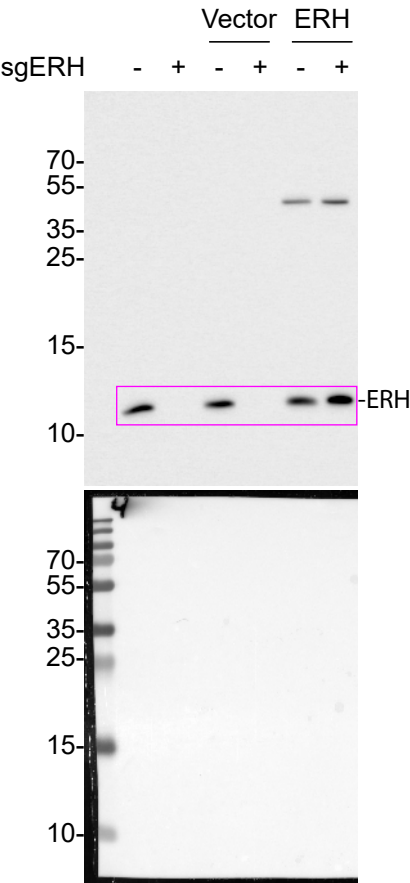

RKO, ERH (10% Gel 5)

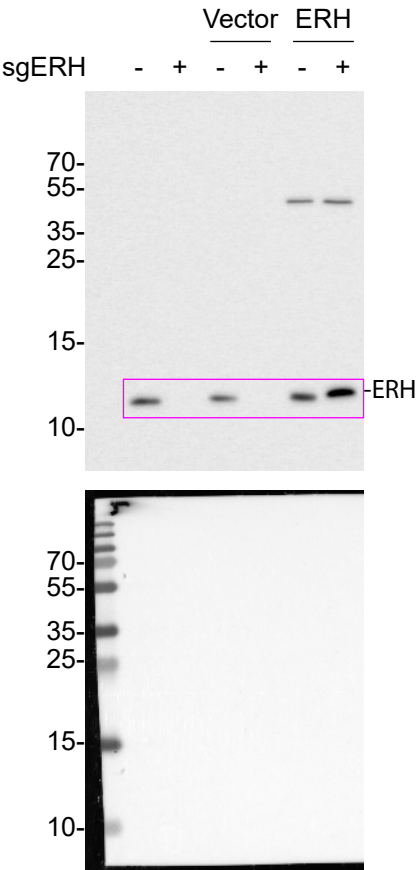

RKO, ERH (10% Gel 6)

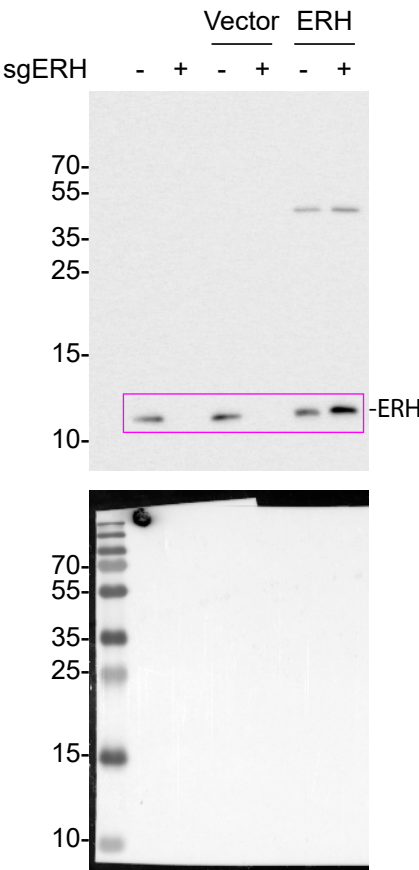

RKO, MYC-tag (10% Gel 4)

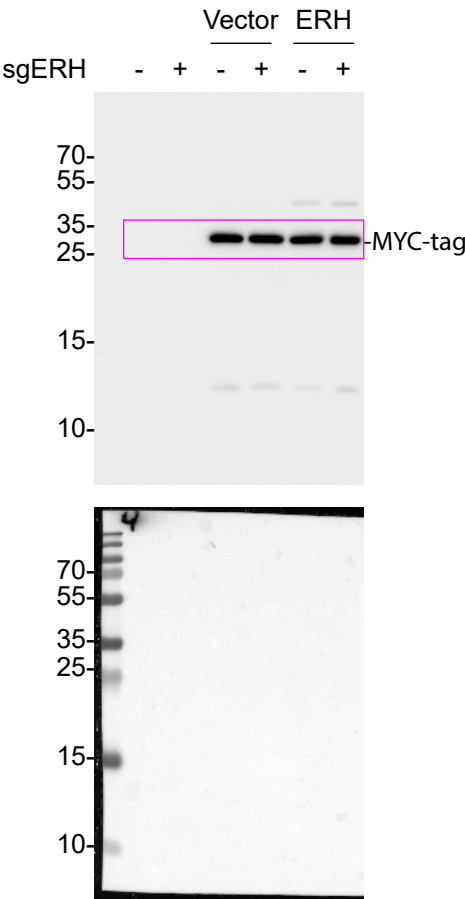

RKO, MYC-tag (10% Gel 5)

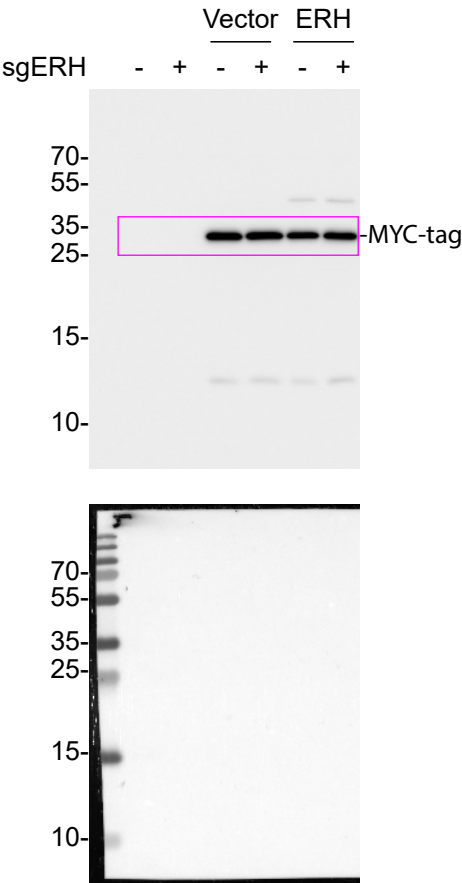

RKO, MYC-tag (10% Gel 6)

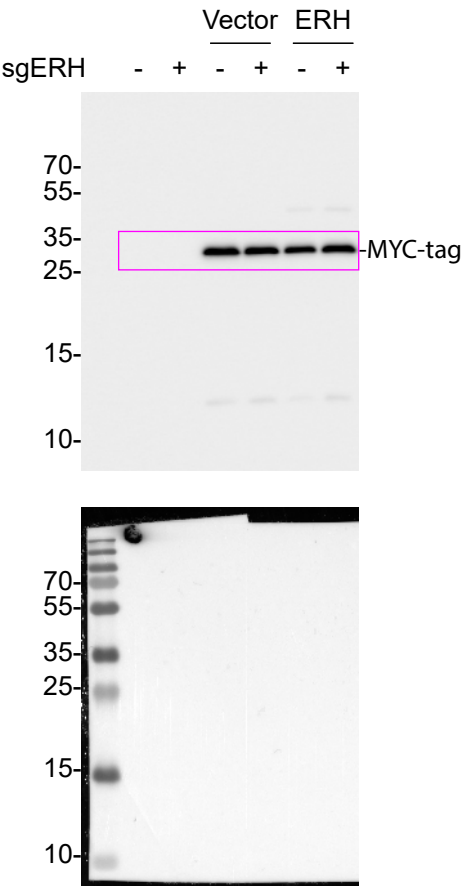

Replicate 1

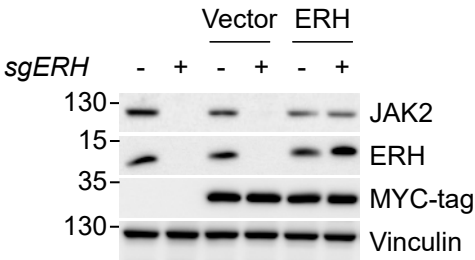

Replicate 2

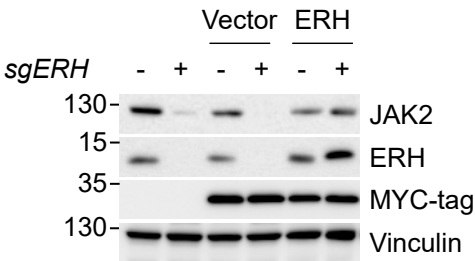

Replicate 3

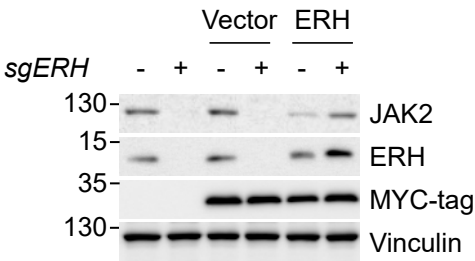

RKO, ERH (15% Gel)

Replicate  
1

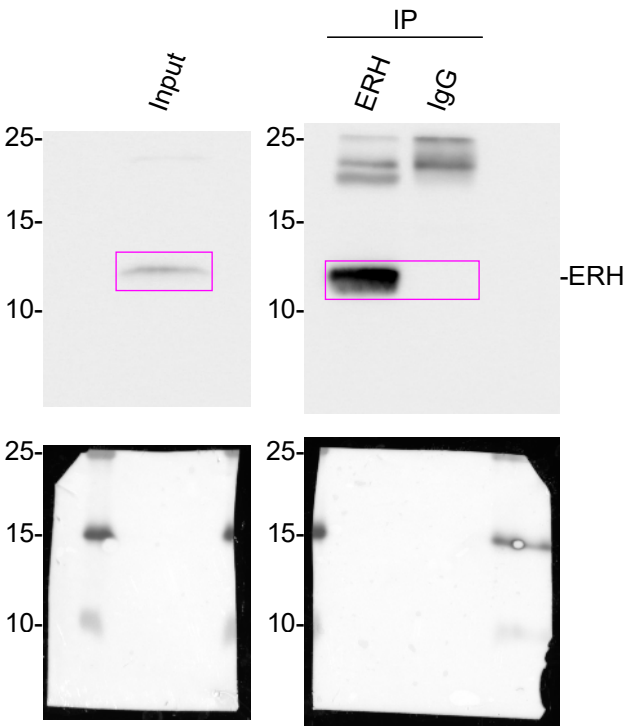

Replicate  
2

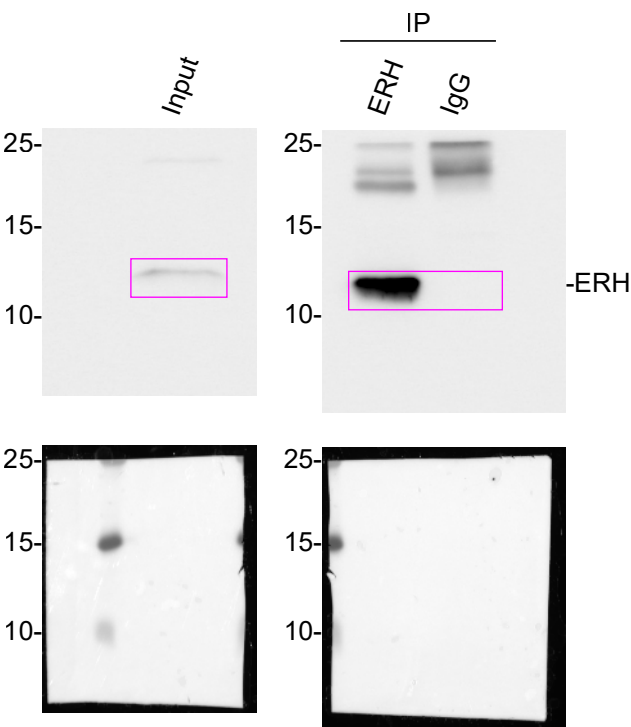

RKO, ALYREF (15% Gel)

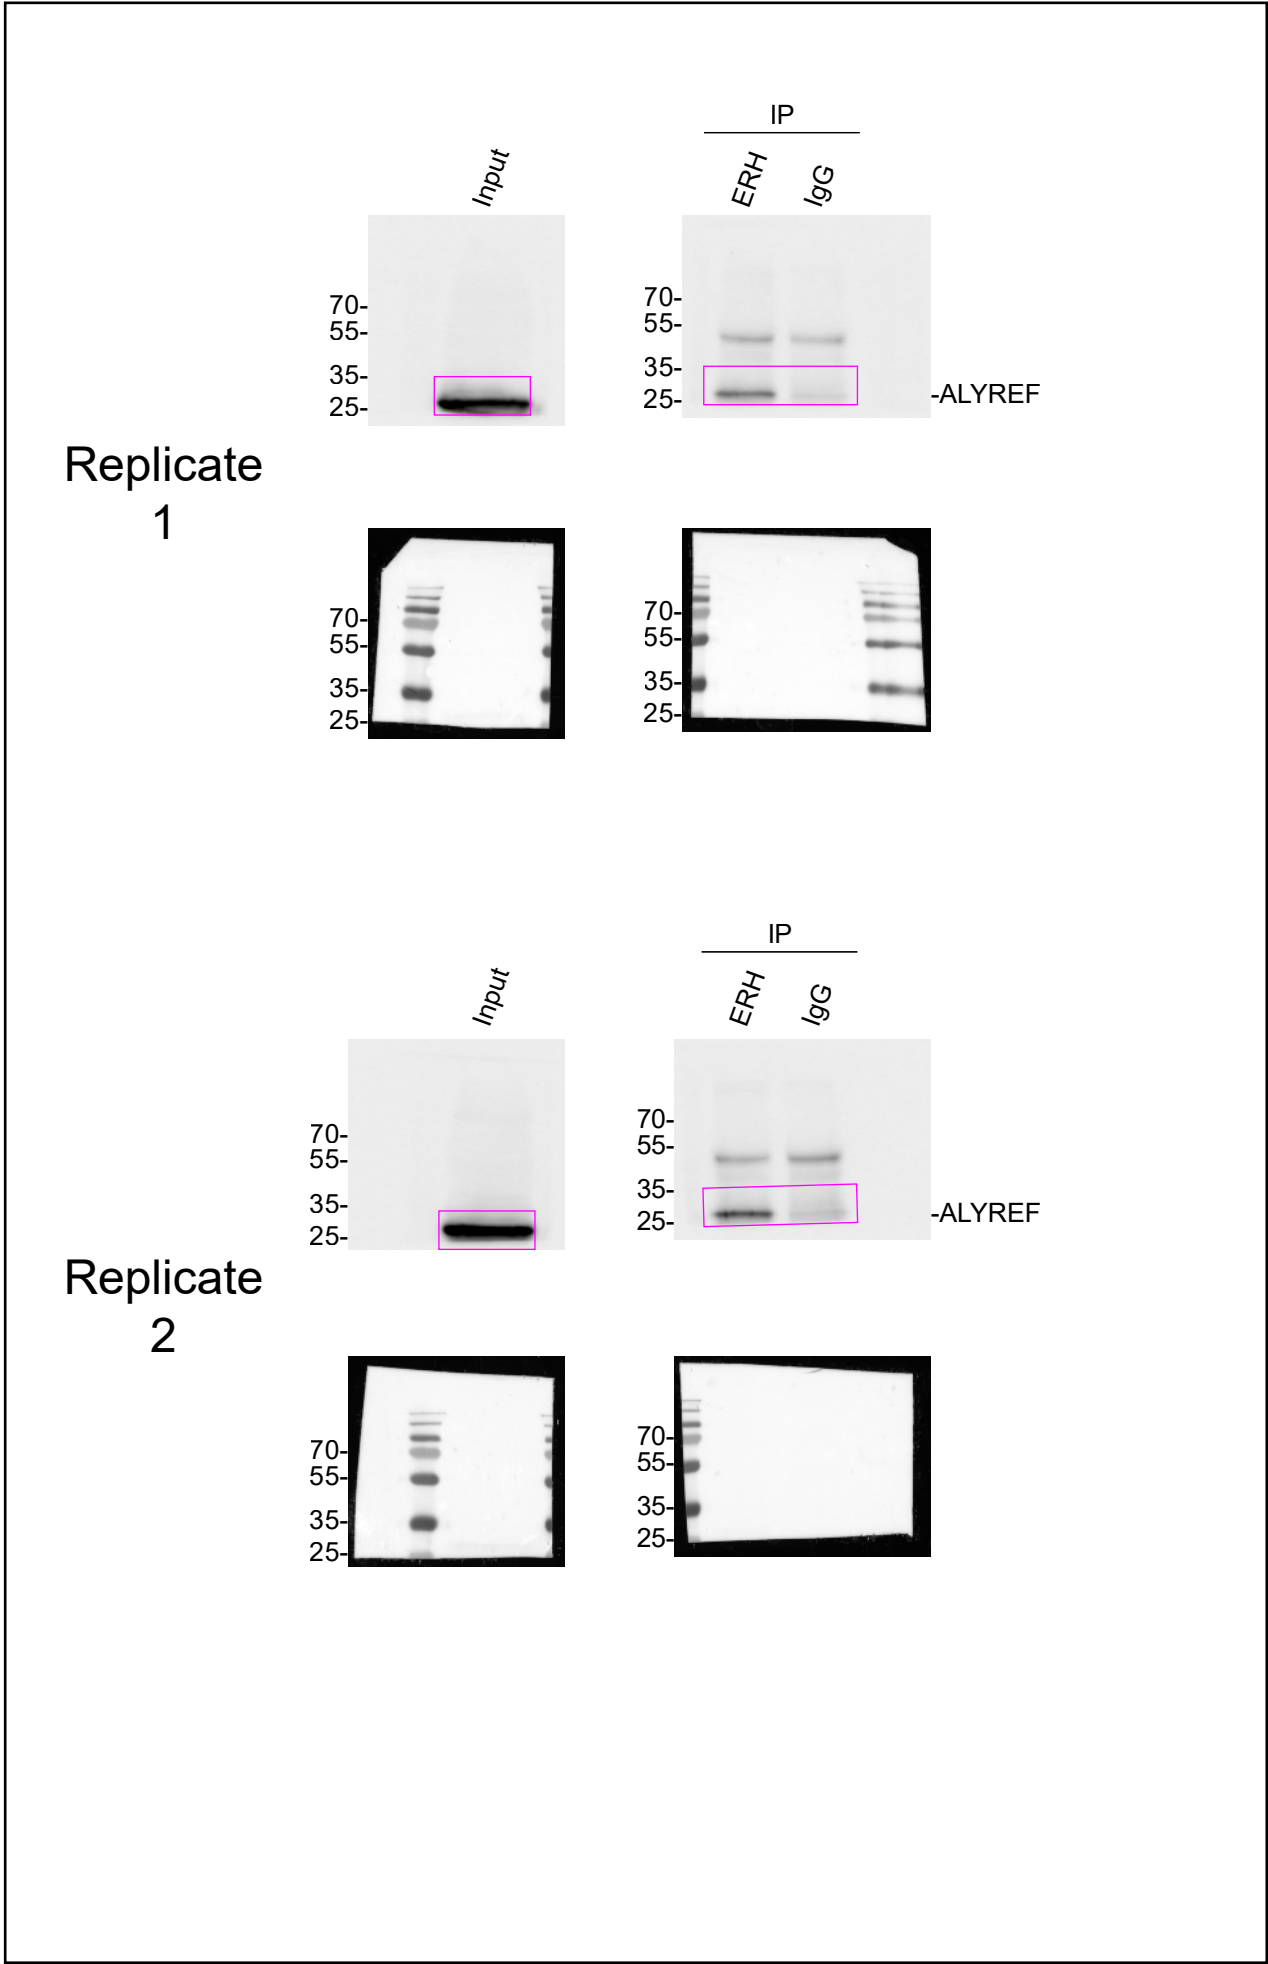

RKO, MAGOH (15% Gel)

Replicate  
1

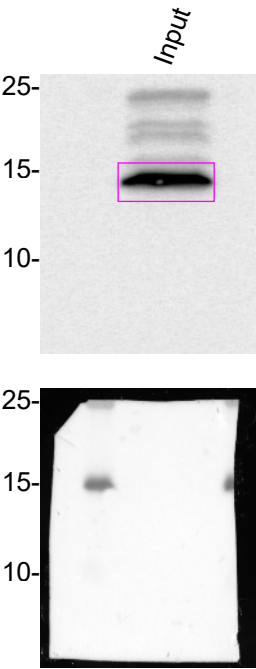

Replicate  
2

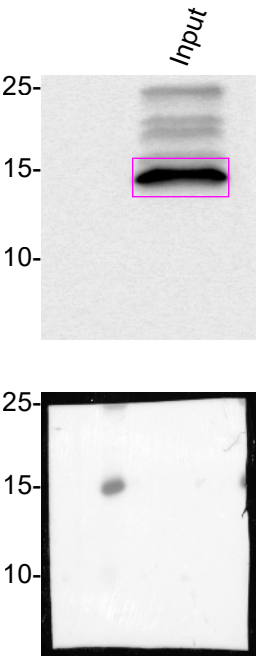

RKO, MAGOH (15% Gel)

Replicate  
1

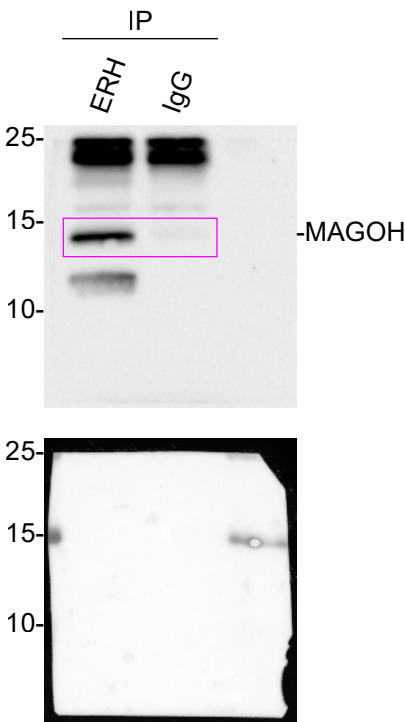

Replicate  
2

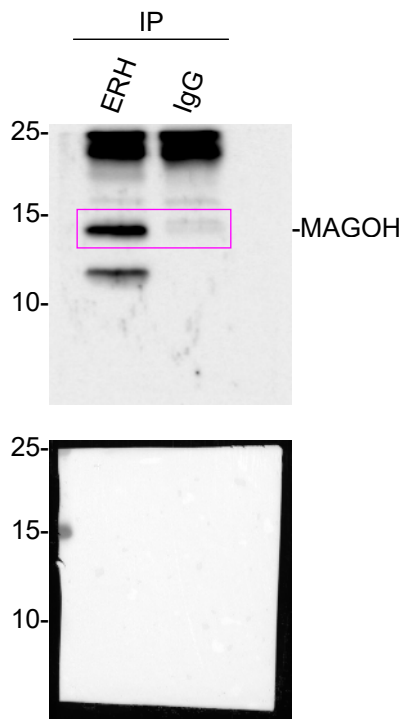

RKO, SRSF1 (15% Gel)

Replicate  
1

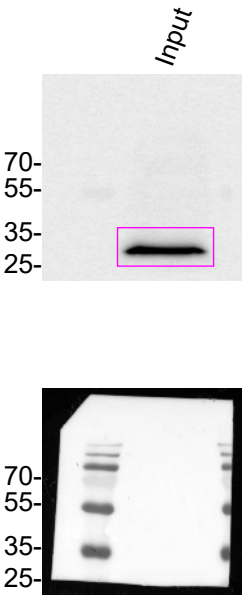

Replicate  
2

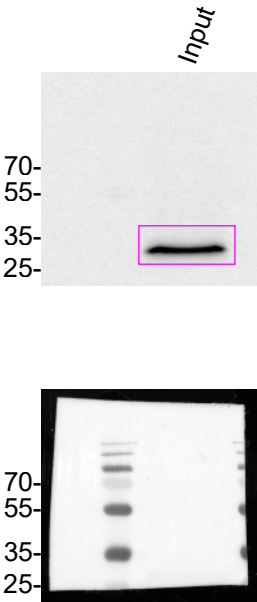

RKO, SRSF1 (15% Gel)

Replicate  
1

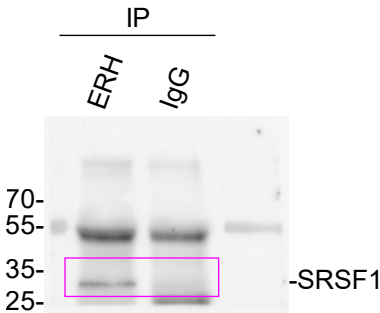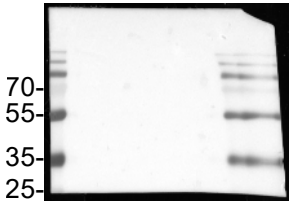

Replicate  
2

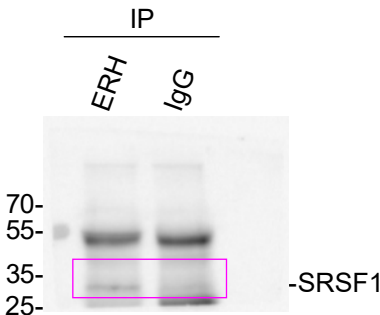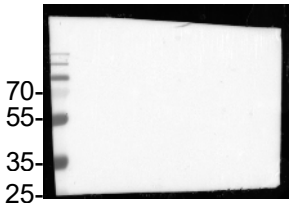

RKO,  $\alpha$ -Tubulin (15% Gel)

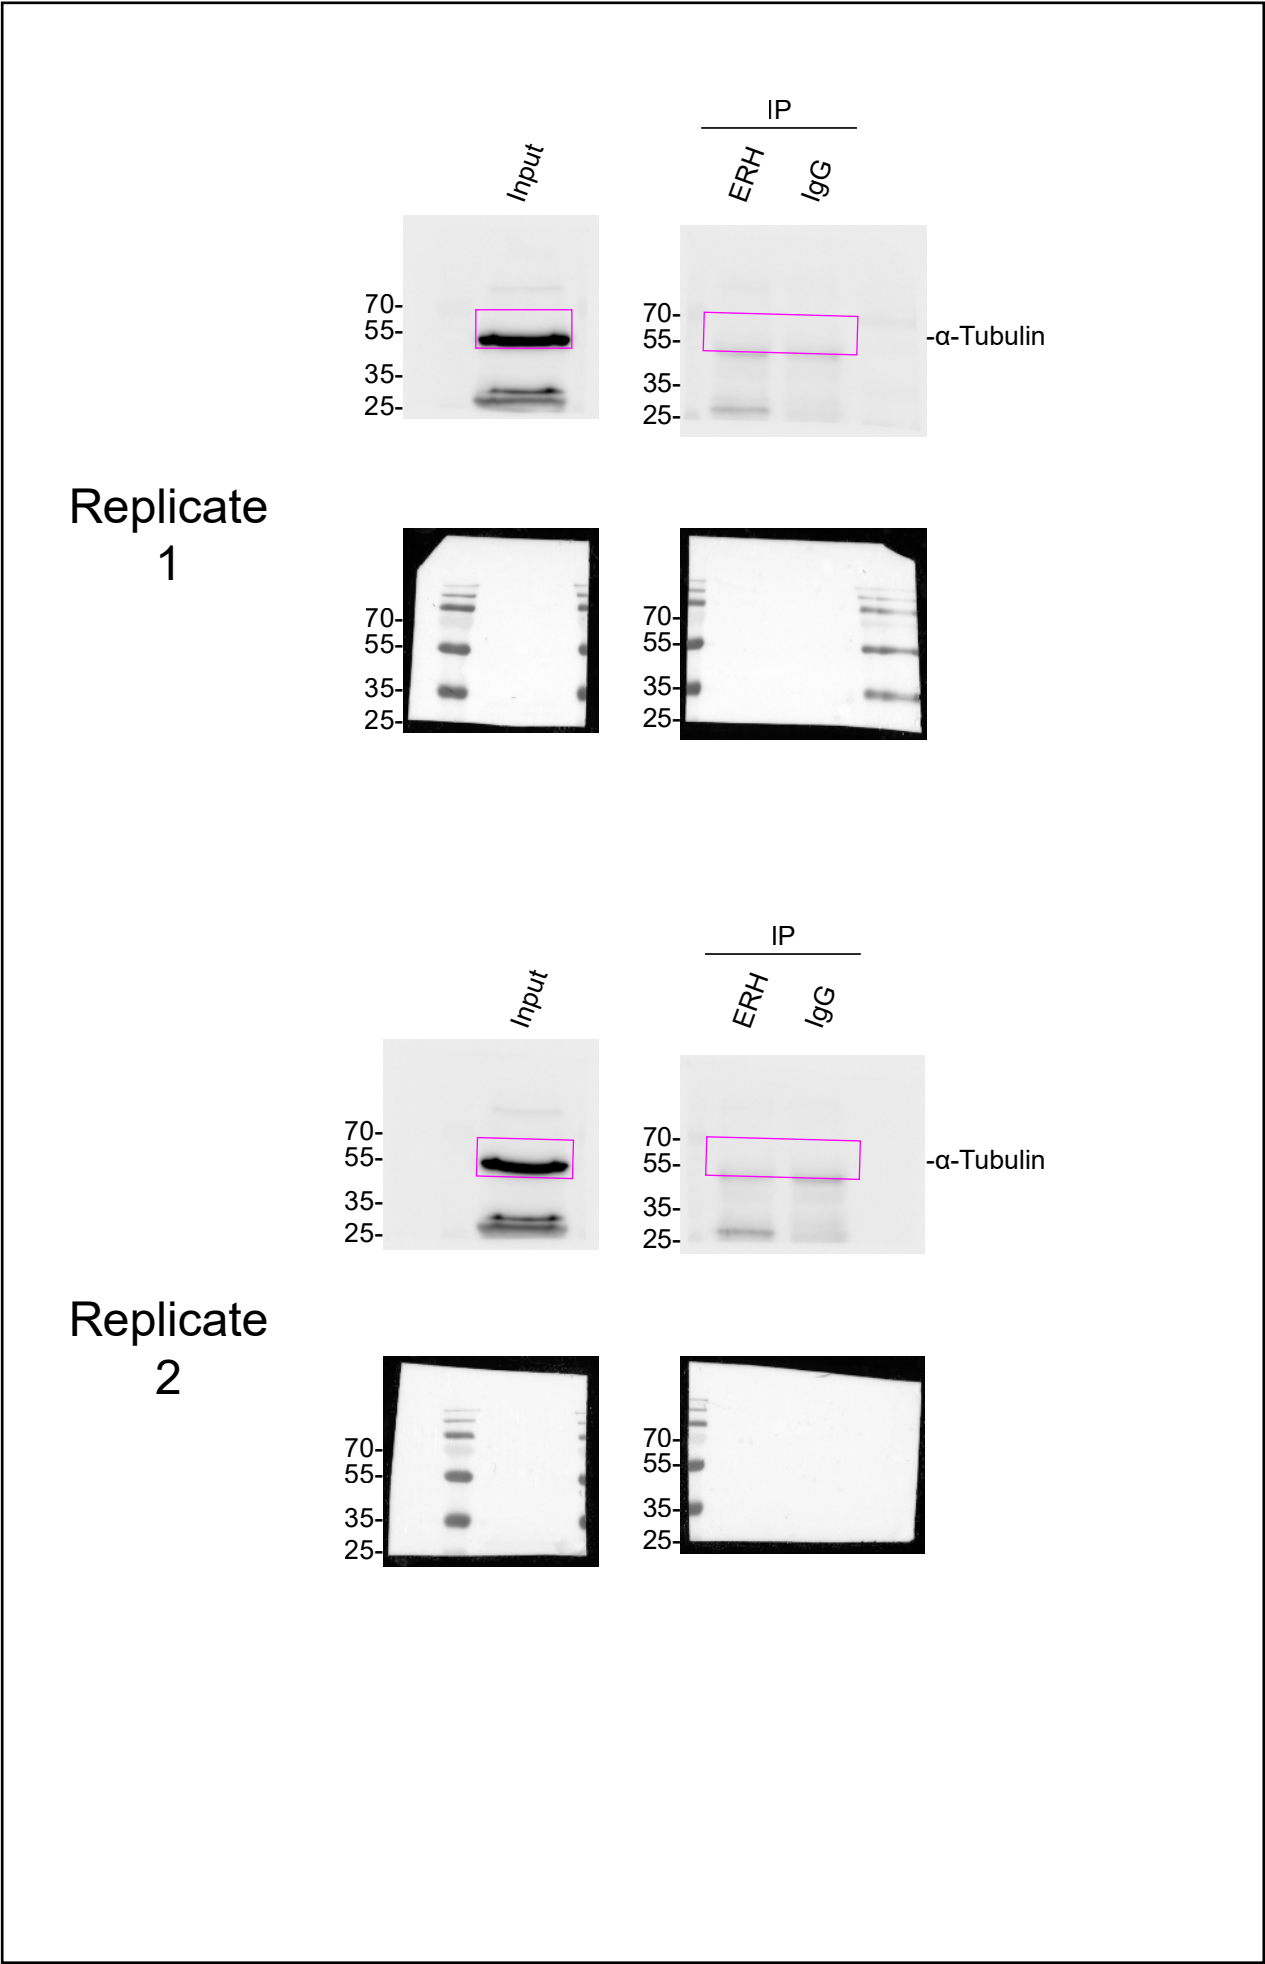

Replicate 1

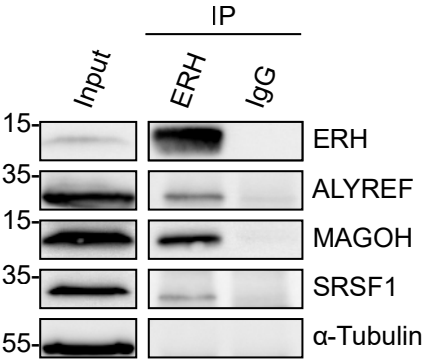

Replicate 2

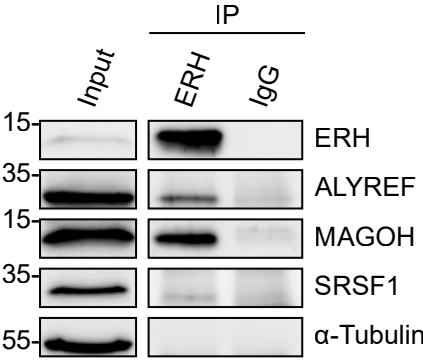

Replicate 1

RKO, JAK2 (8% Gel)

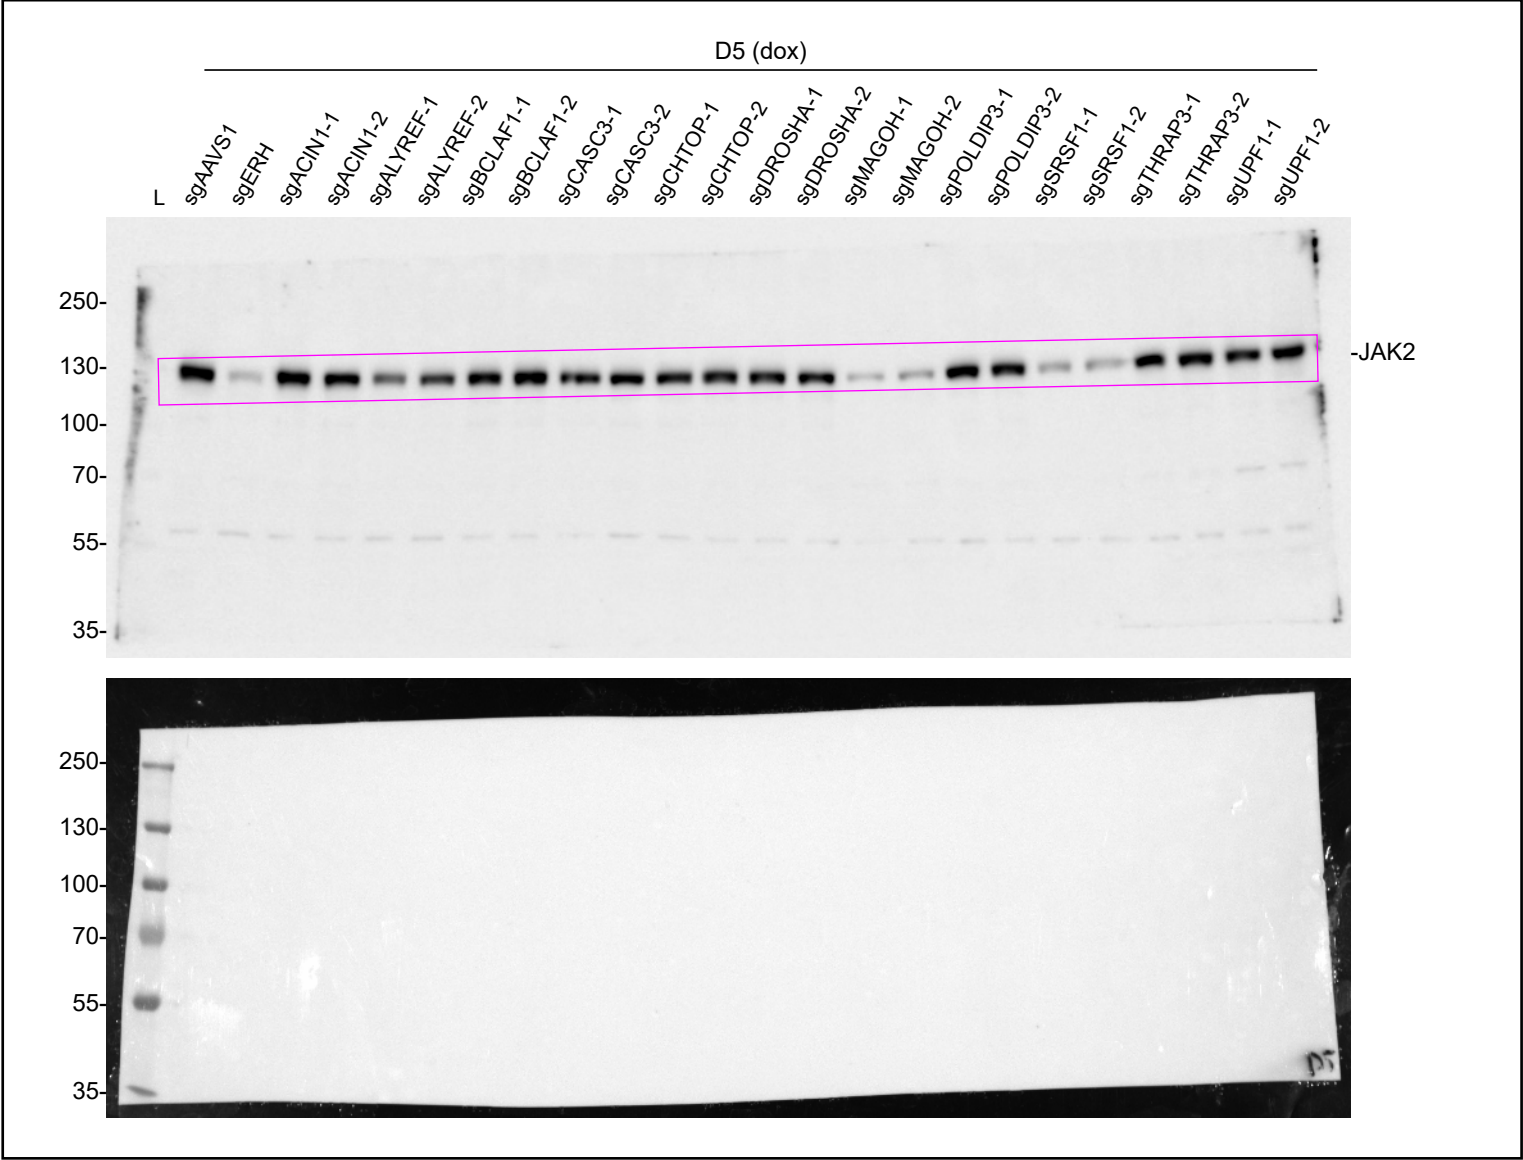

Replicate 1

RKO, STAT1 (8% Gel)

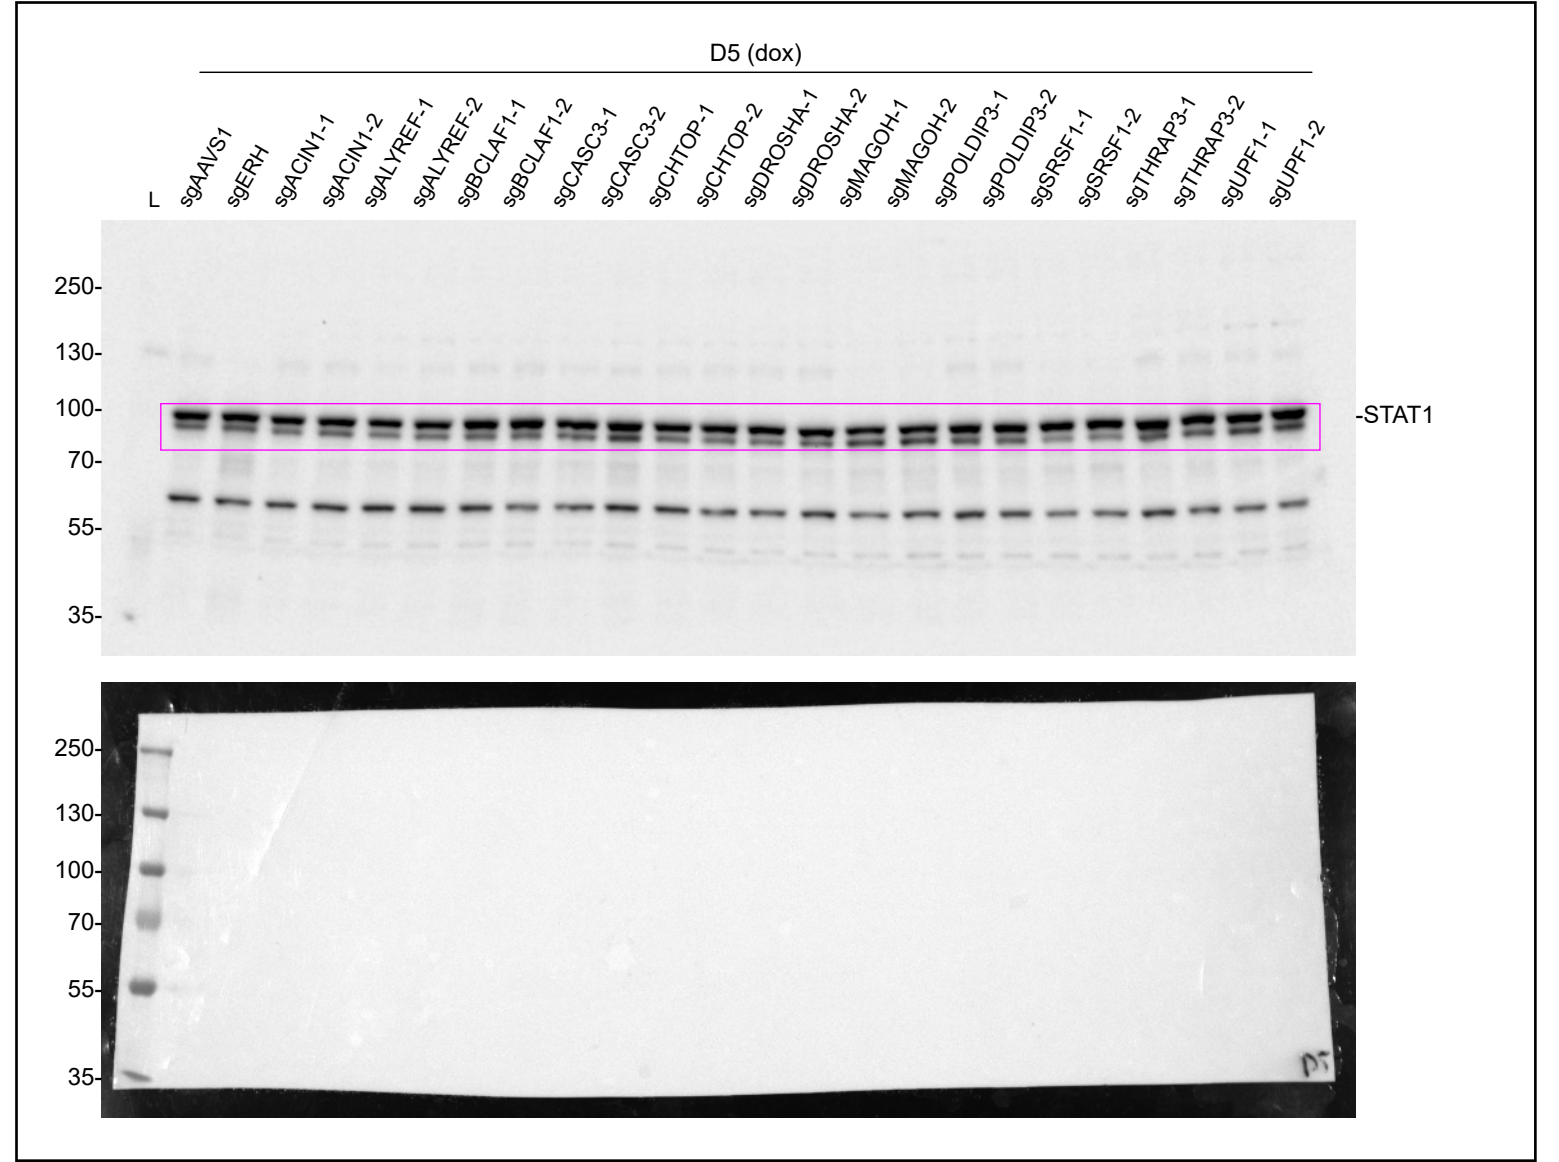

Replicate 1

RKO, Vinculin (8% Gel)

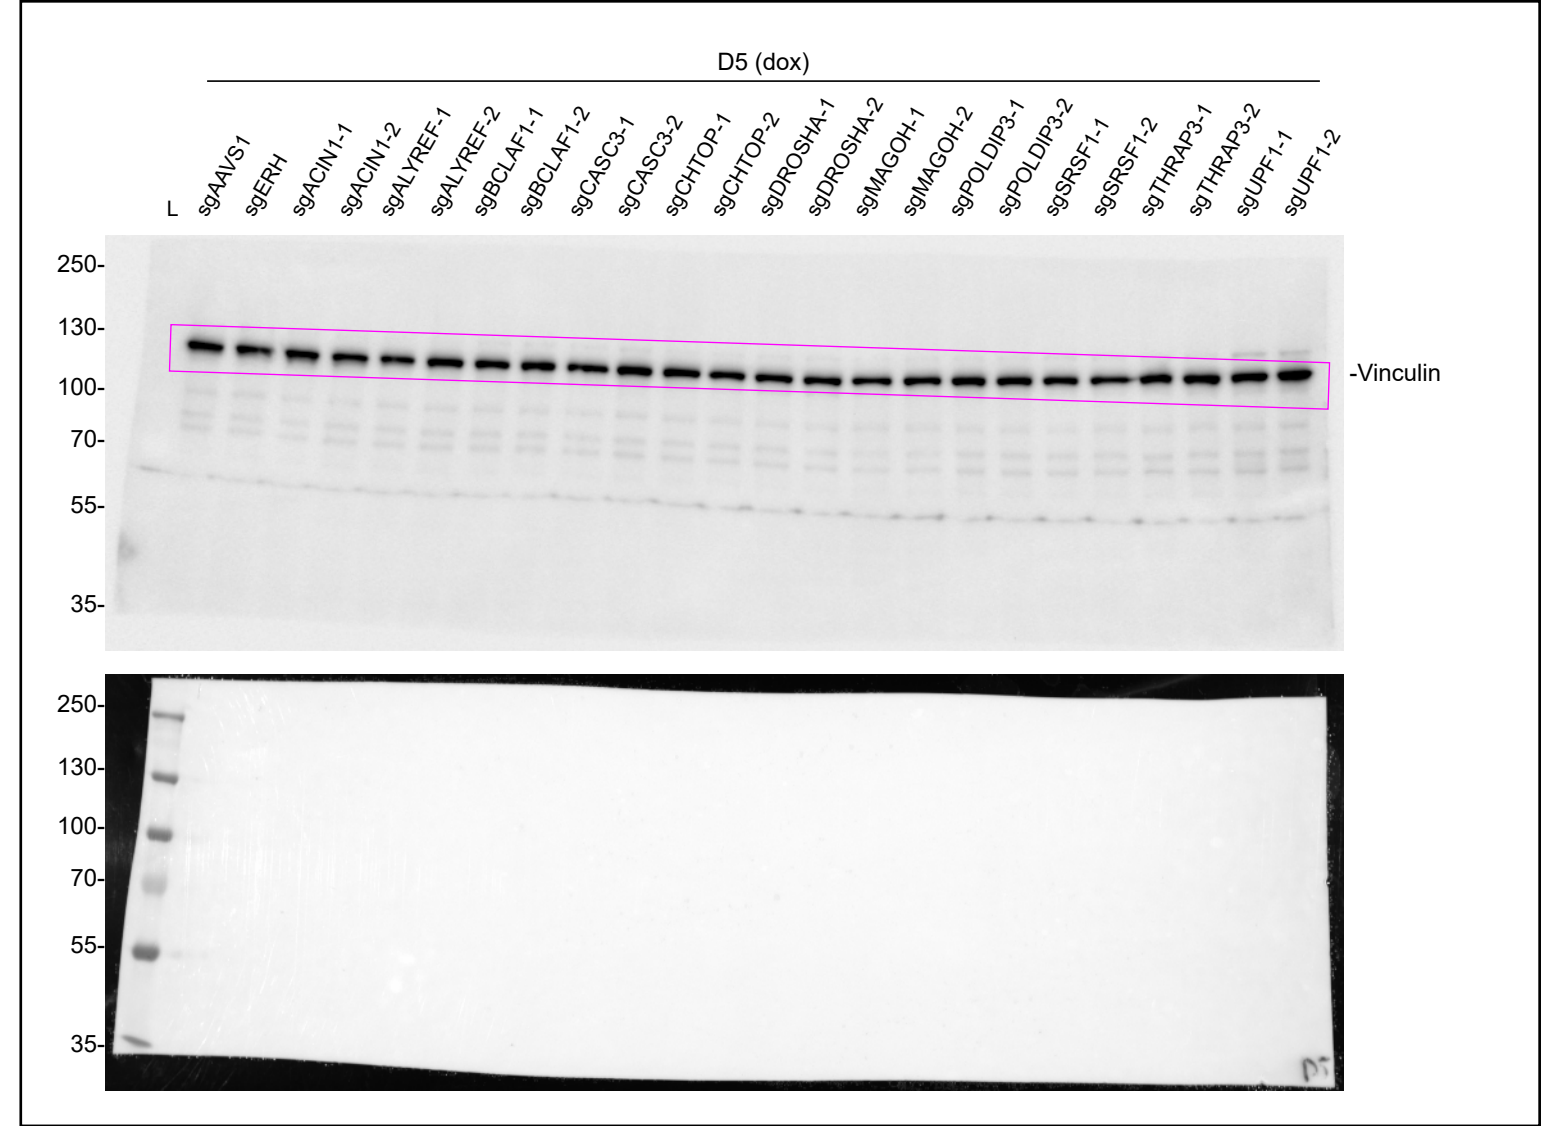

Replicate 2

RKO, JAK2 (8% Gel 1)

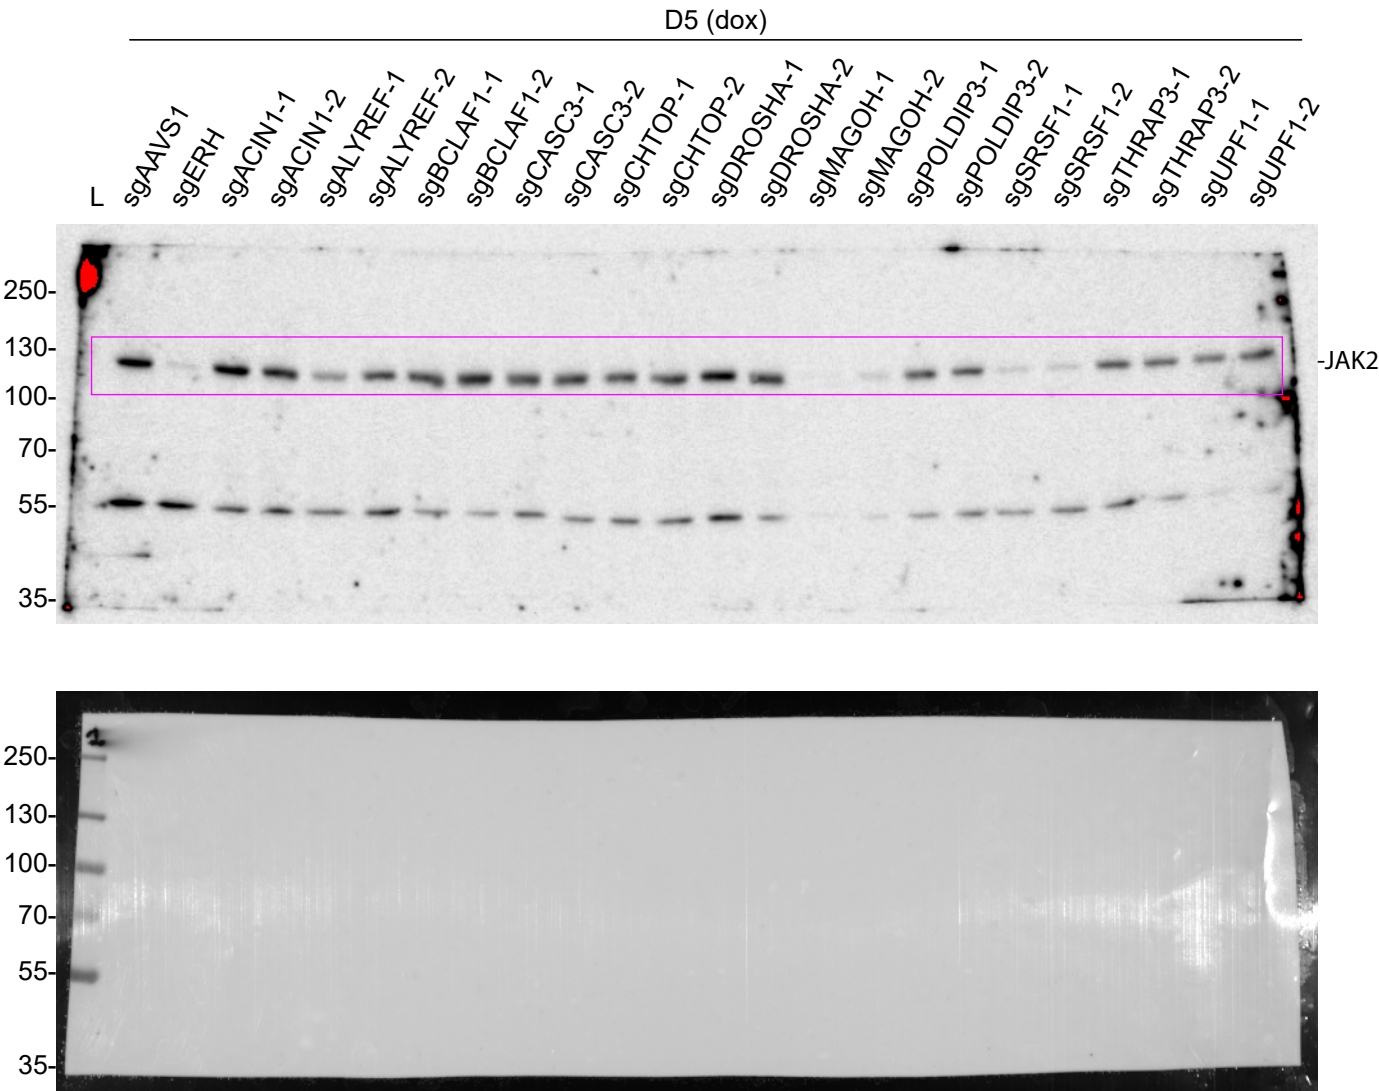

Replicate 3

RKO, JAK2 (8% Gel 2)

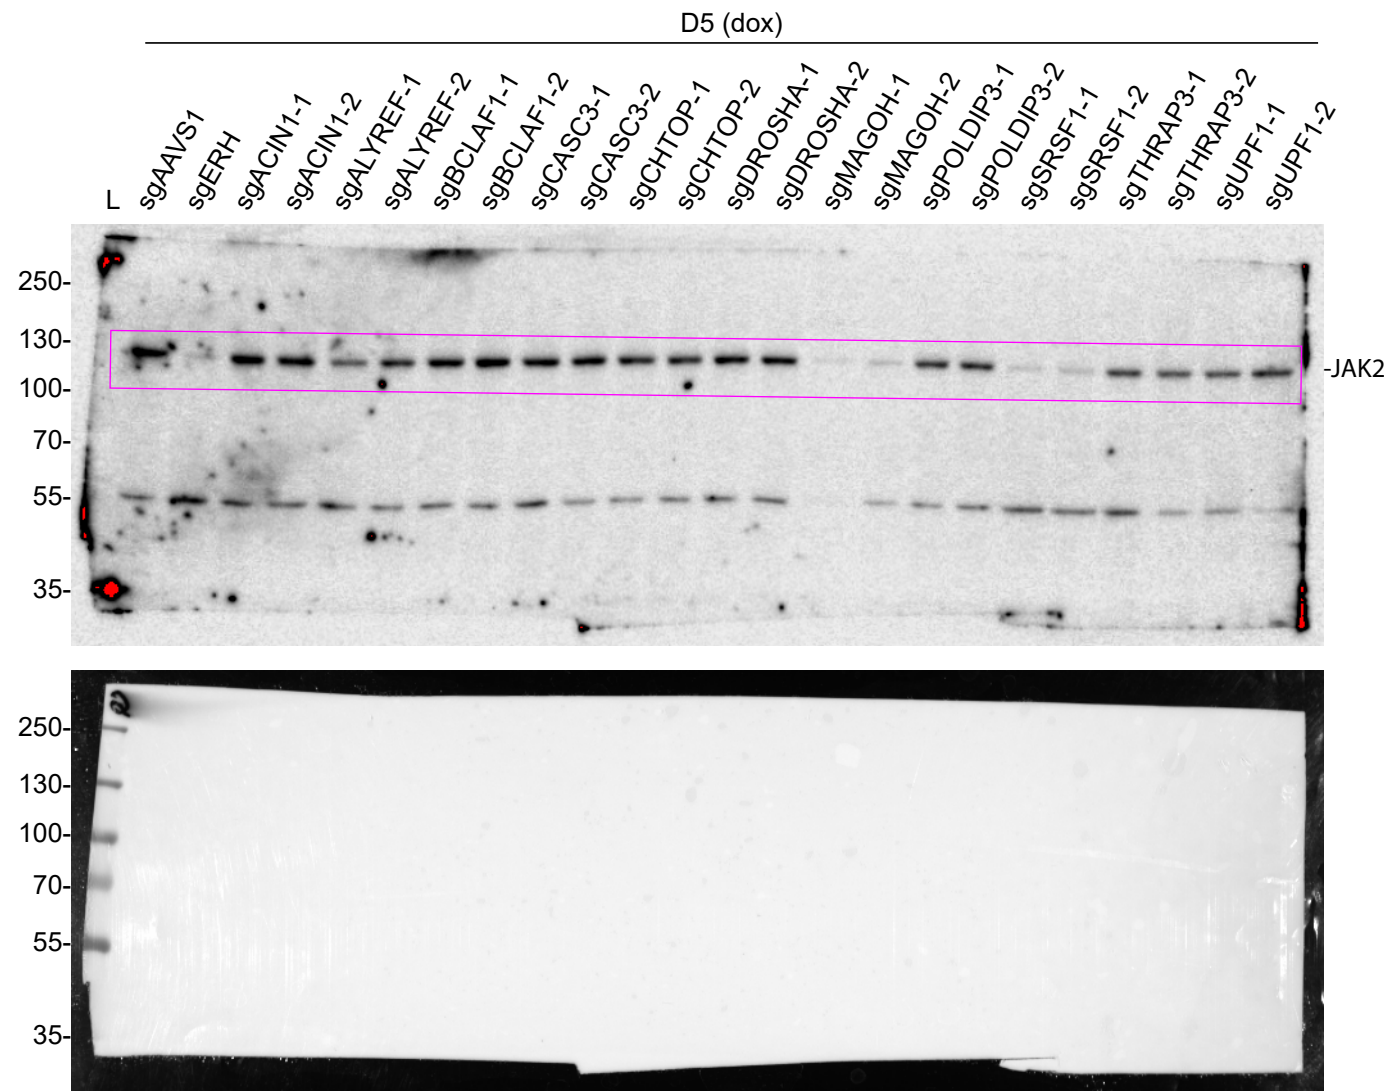

Replicate 4

RKO, JAK2 (8% Gel 3)

D5 (dox)

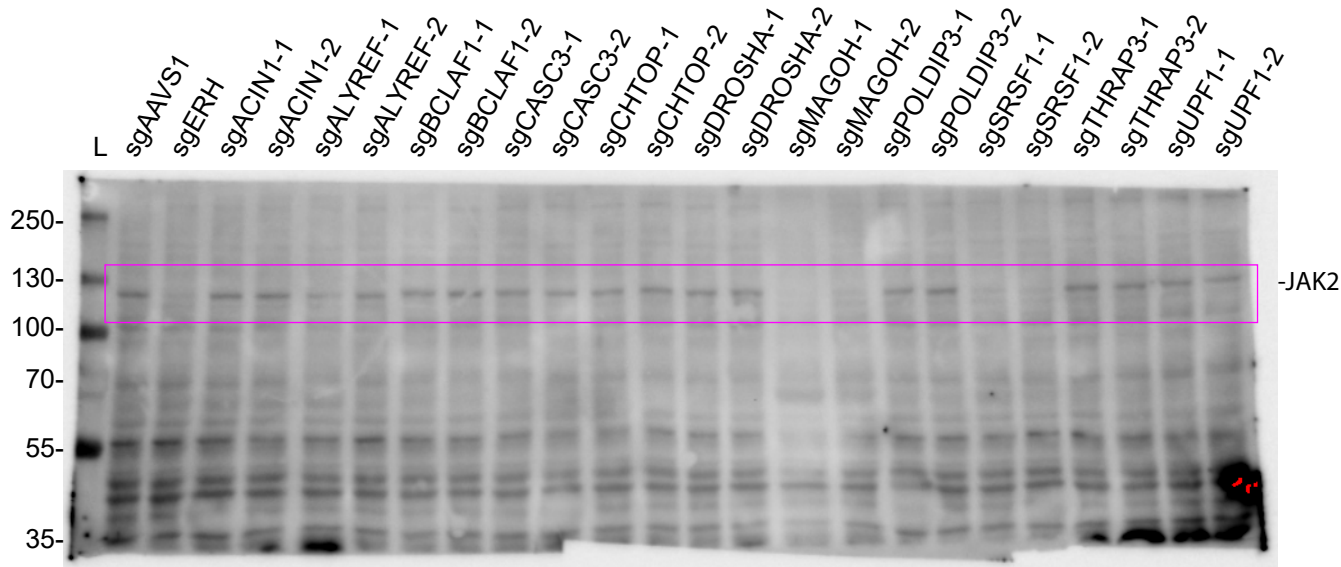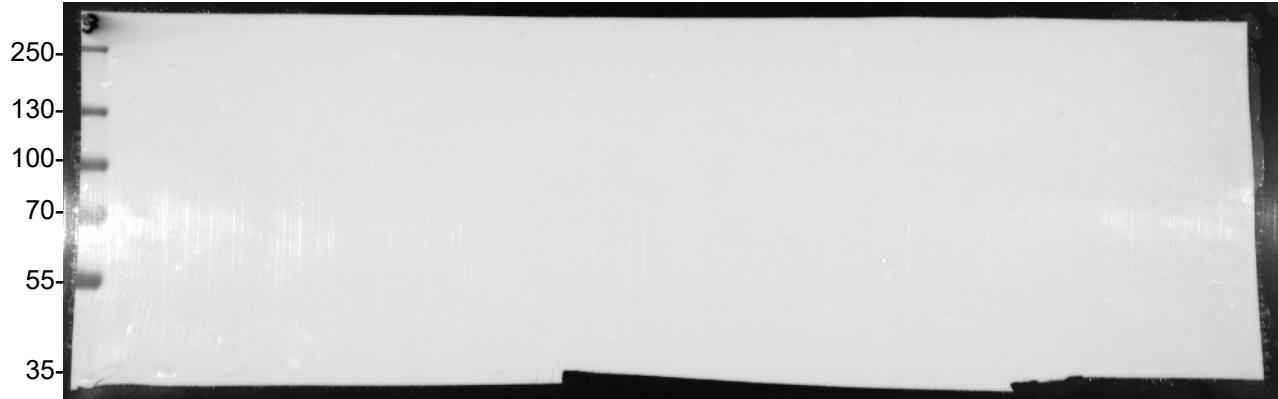

Replicate 2  
RKO, STAT1 (8% Gel 1)

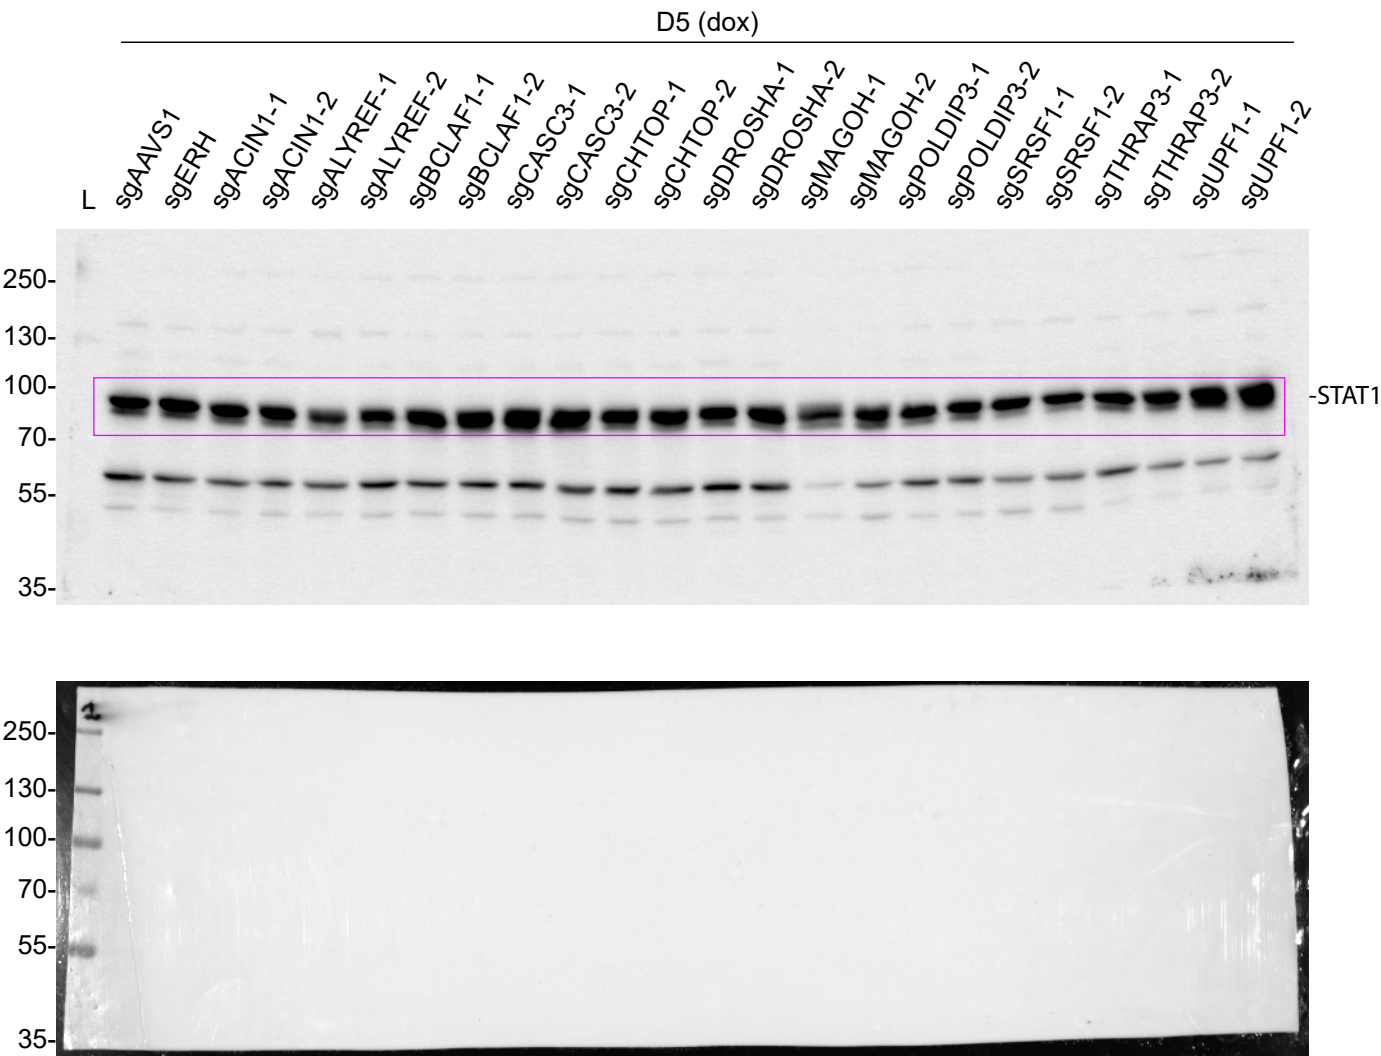

Replicate 3

RKO, STAT1 (8% Gel 2)

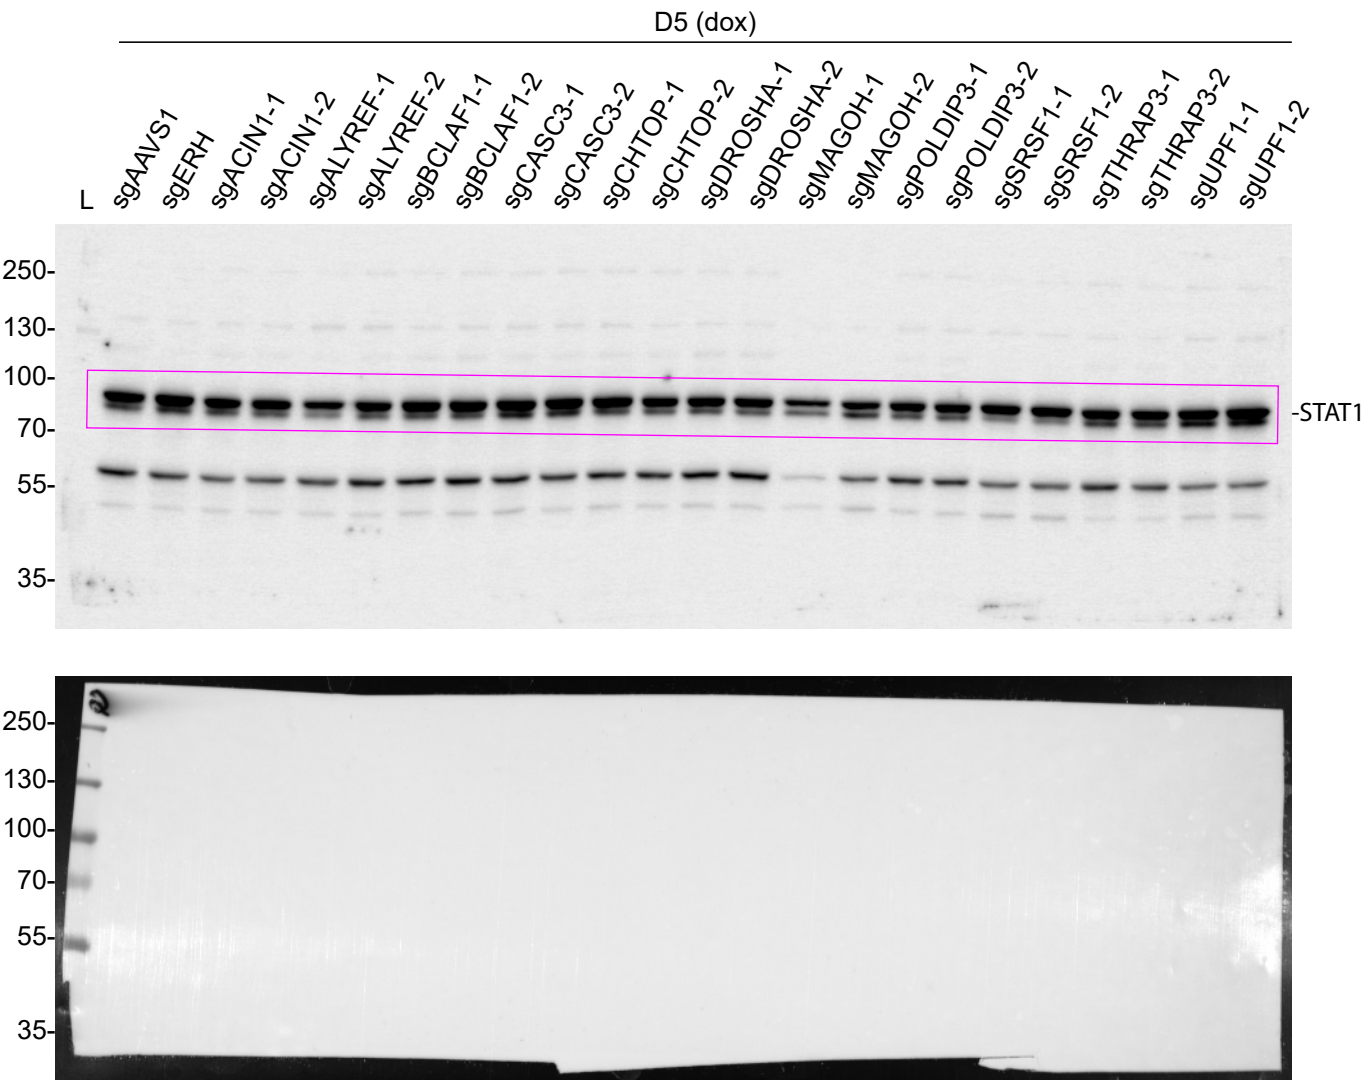

Replicate 4

RKO, STAT1 (8% Gel 3)

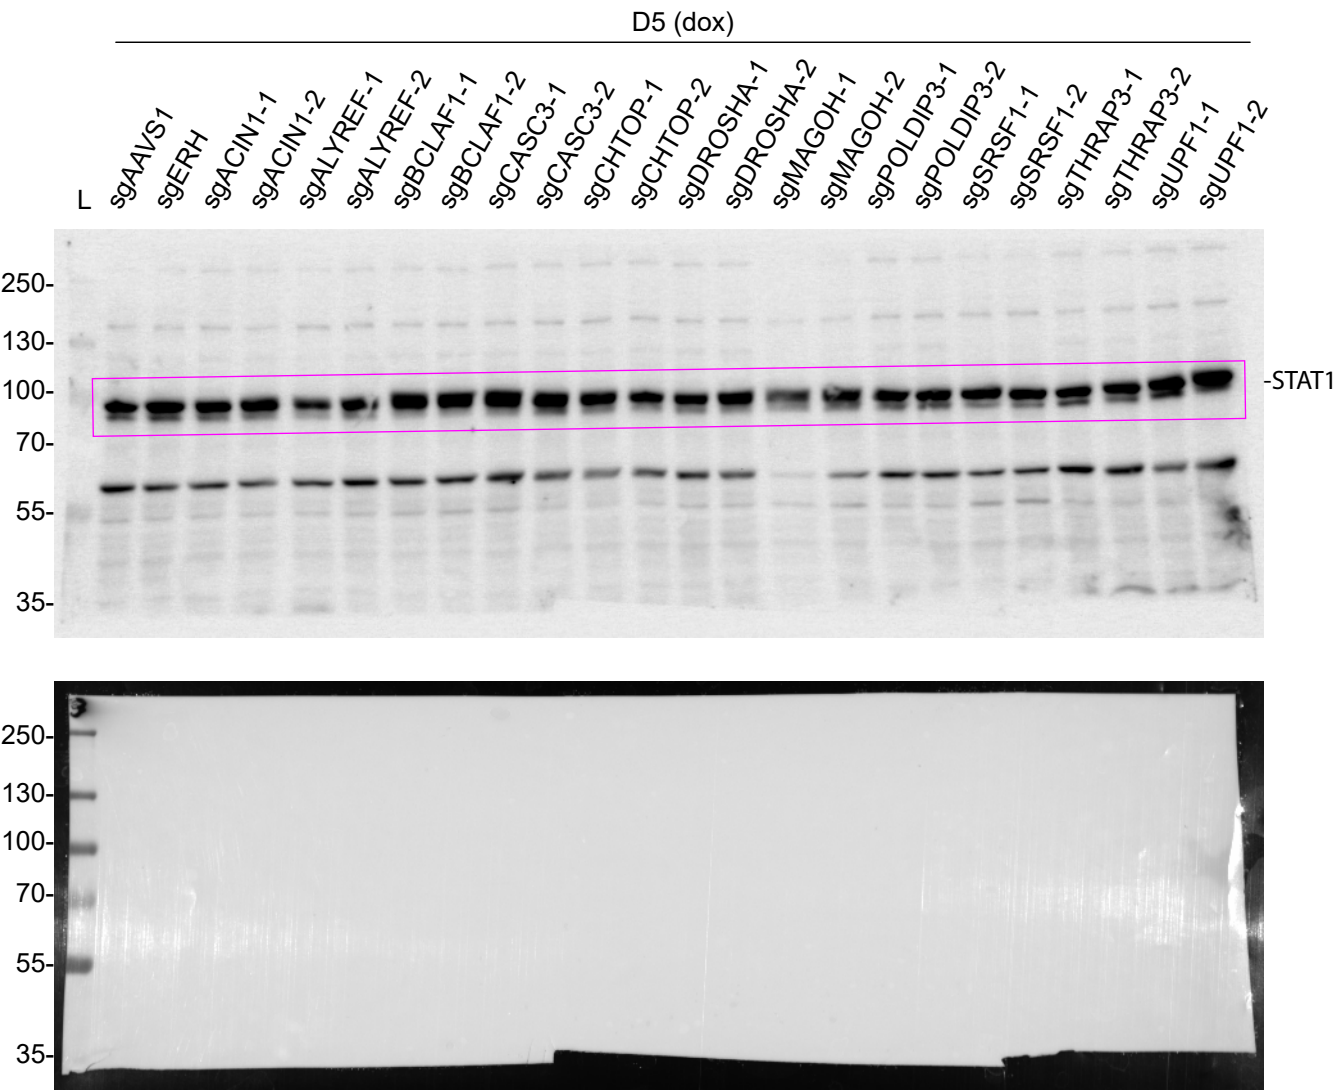

Replicate 2  
RKO, Vinculin (8% Gel 1)

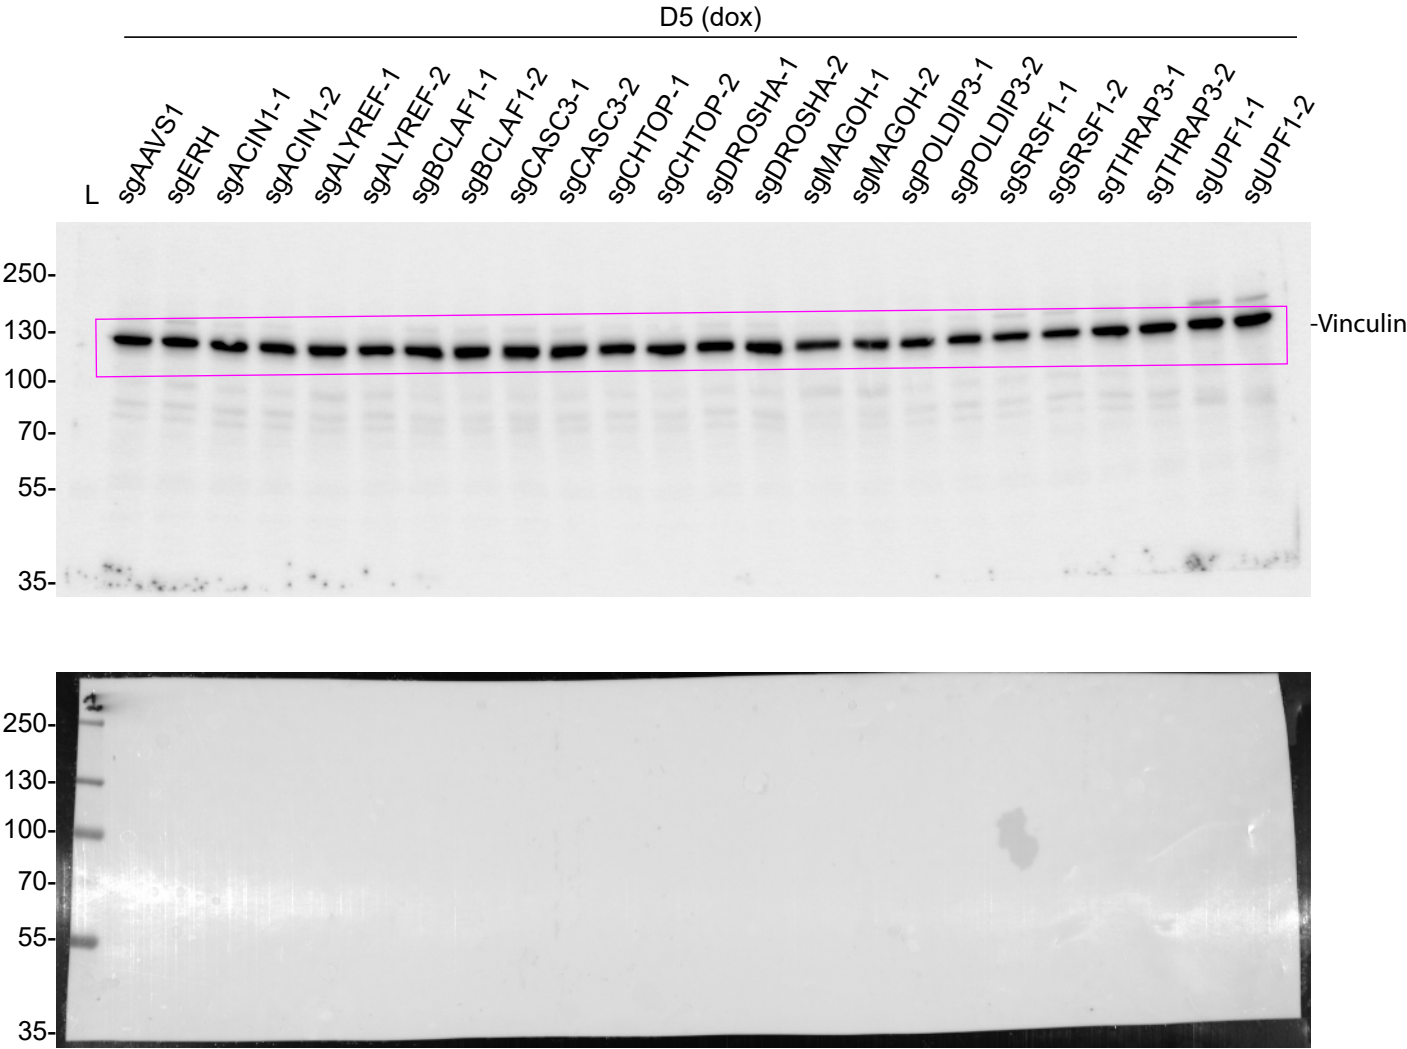

Replicate 3  
RKO, Vinculin (8% Gel 2)

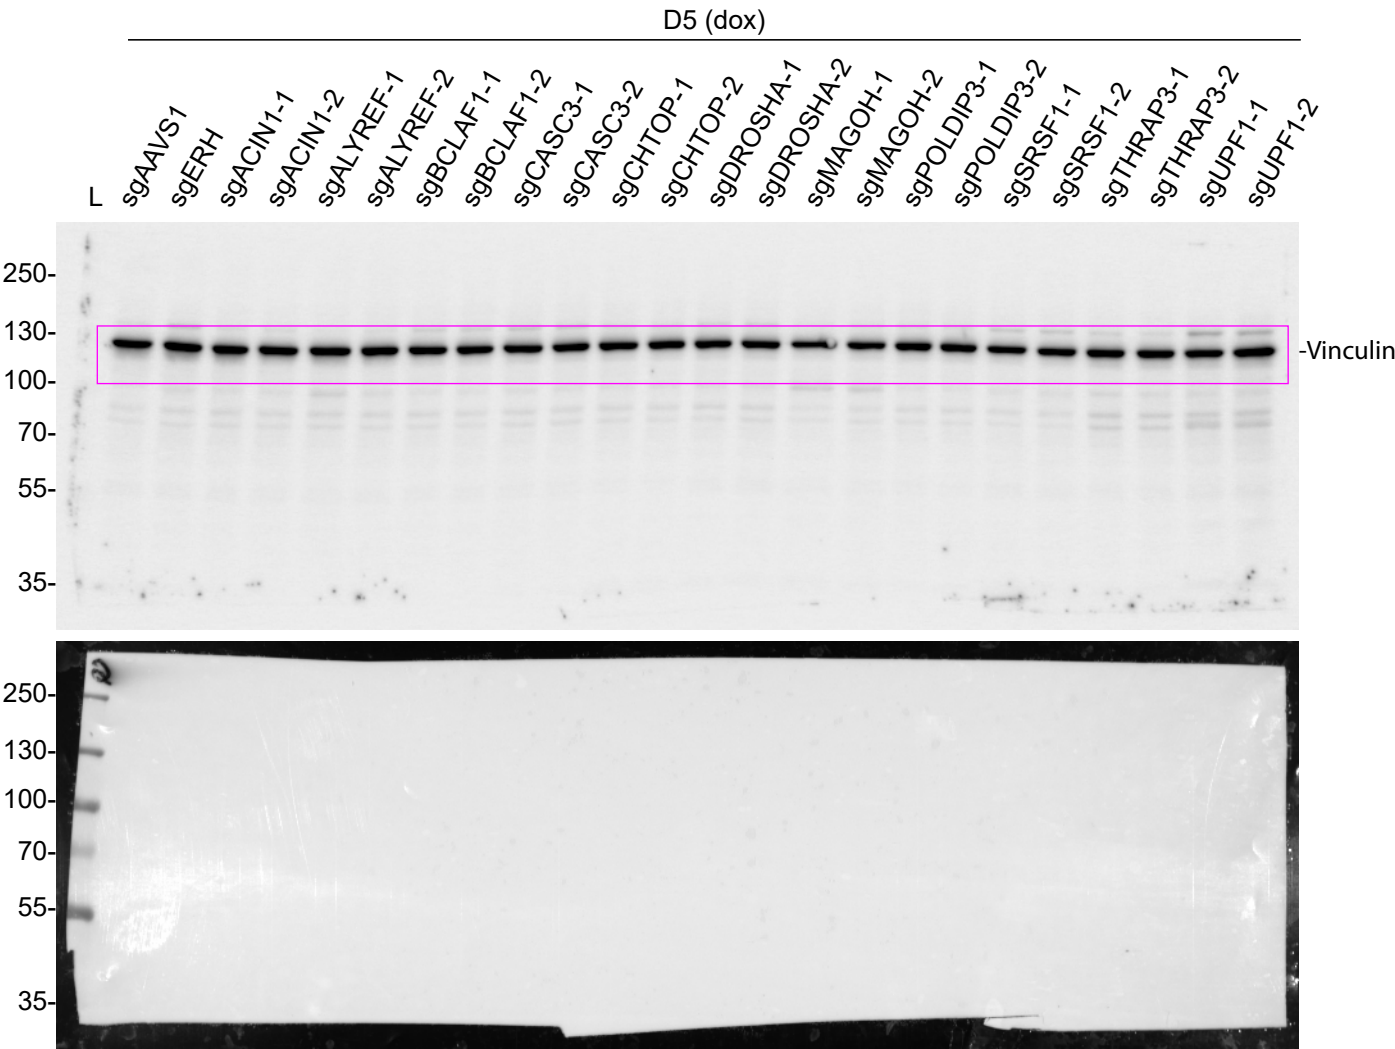

Replicate 4

RKO, Vinculin (8% Gel 3)

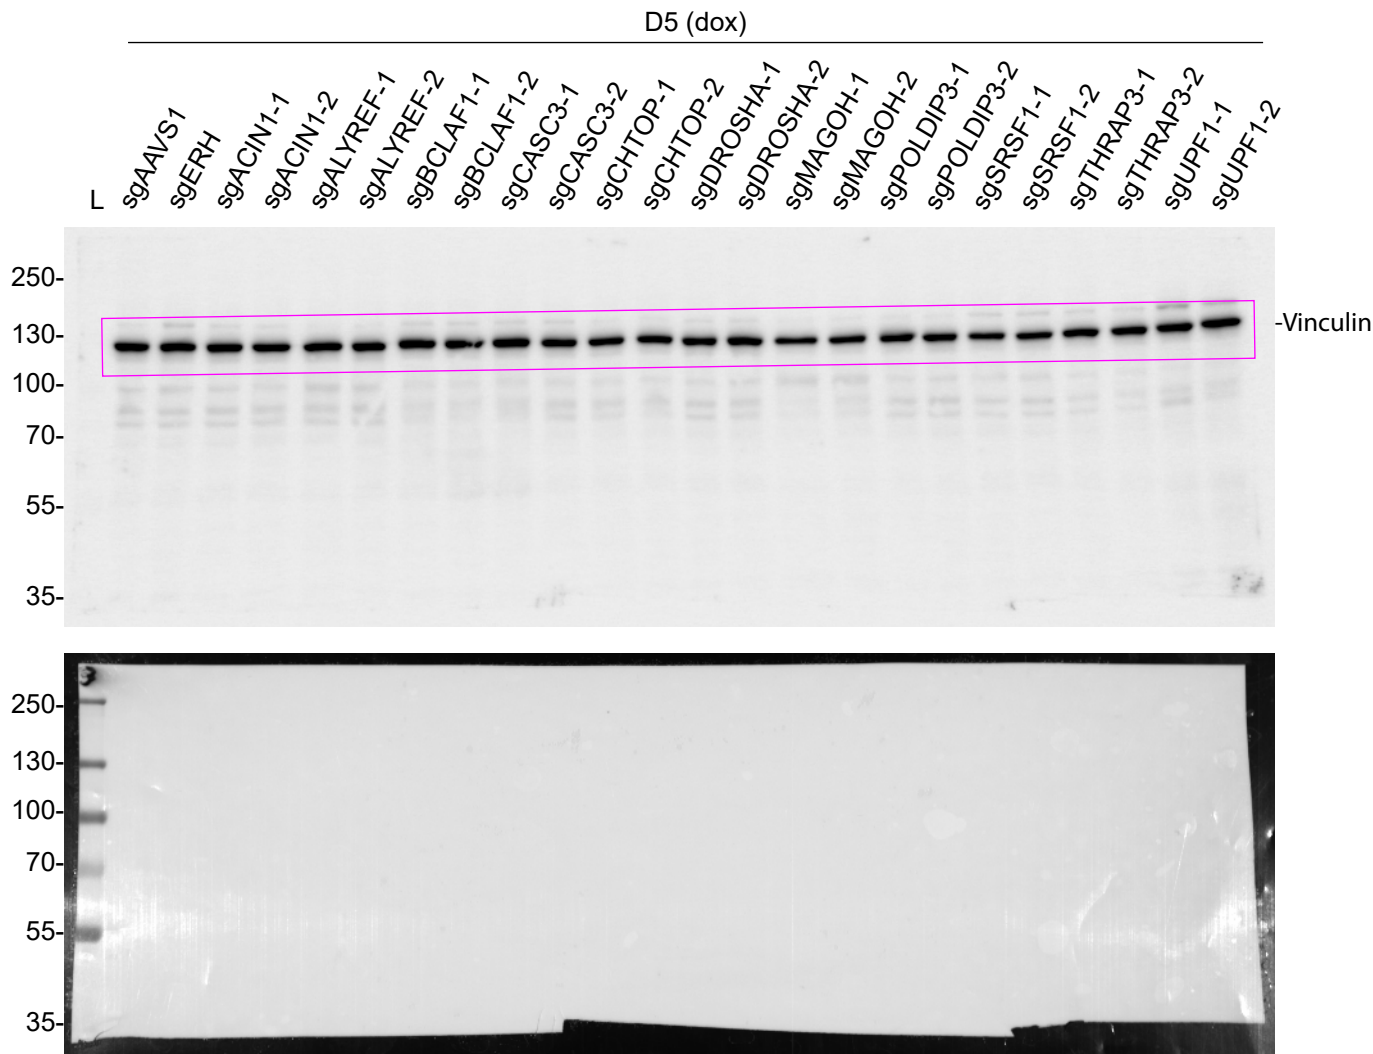

Replicate 1

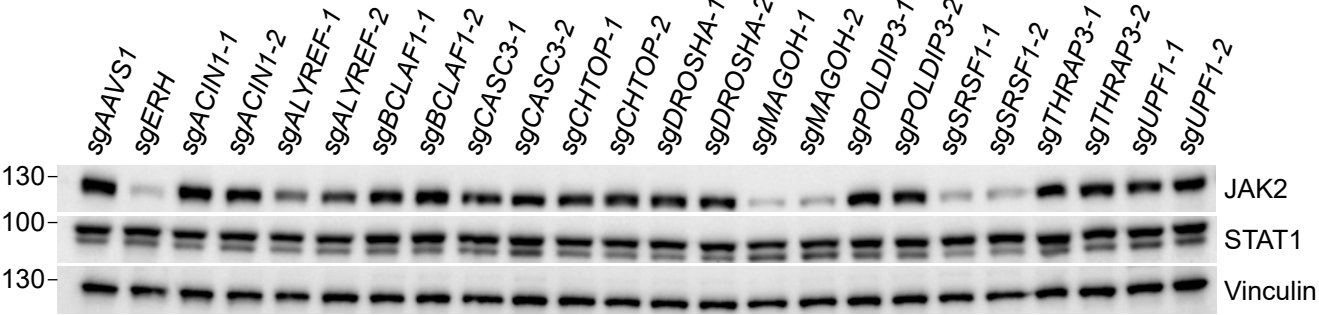

Replicate 2

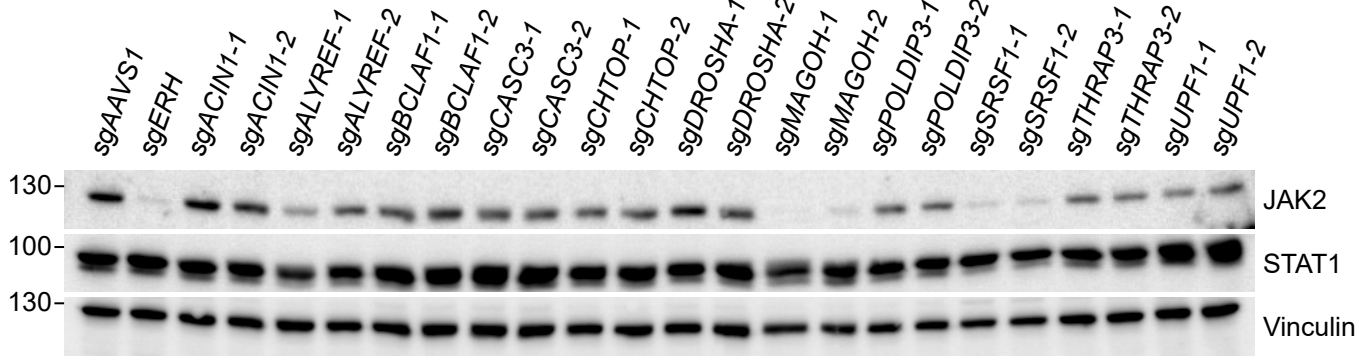

Replicate 3

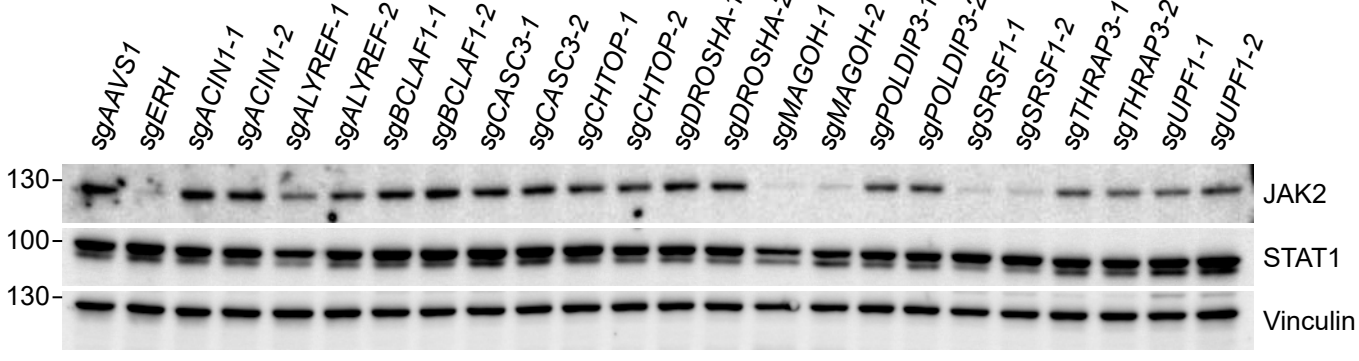

Replicate 4

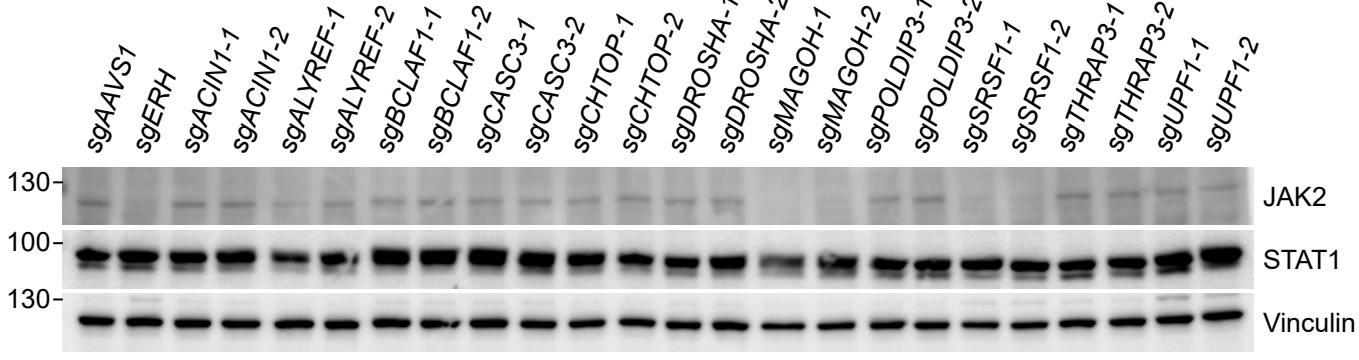

RKO, JAK2 (8% Gel 1)

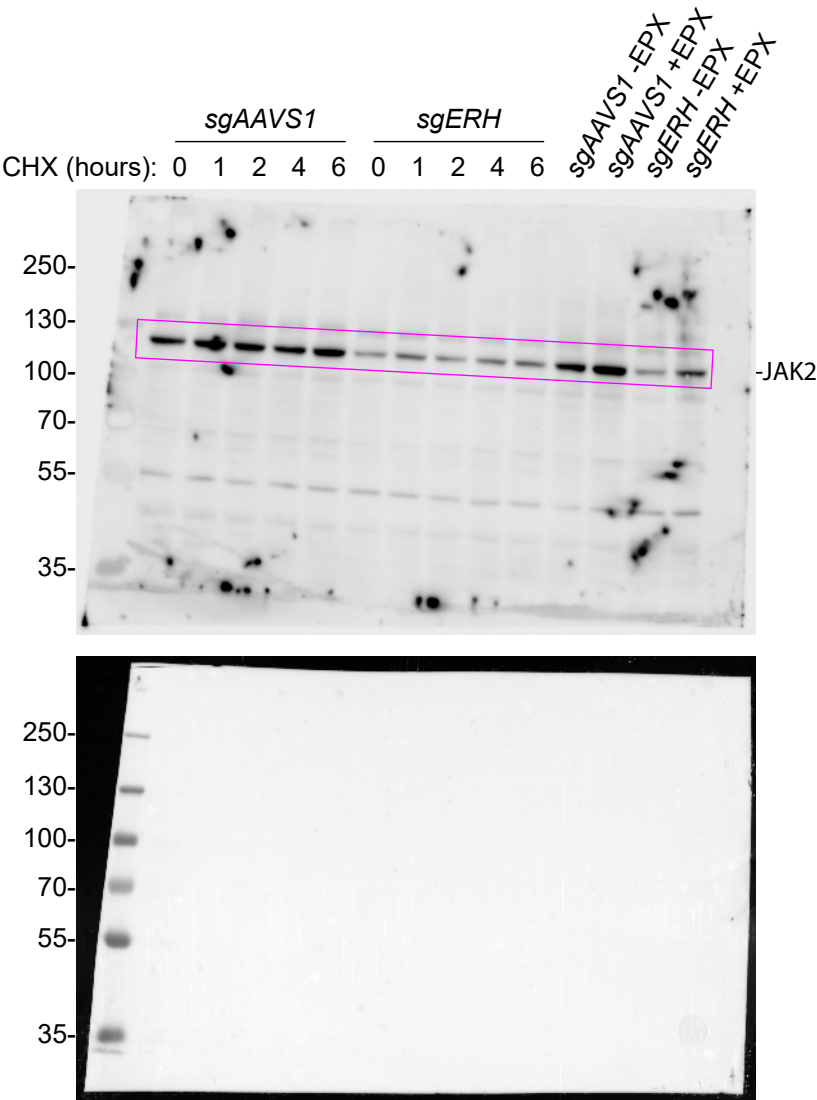

RKO, JAK2 (8% Gel 2)

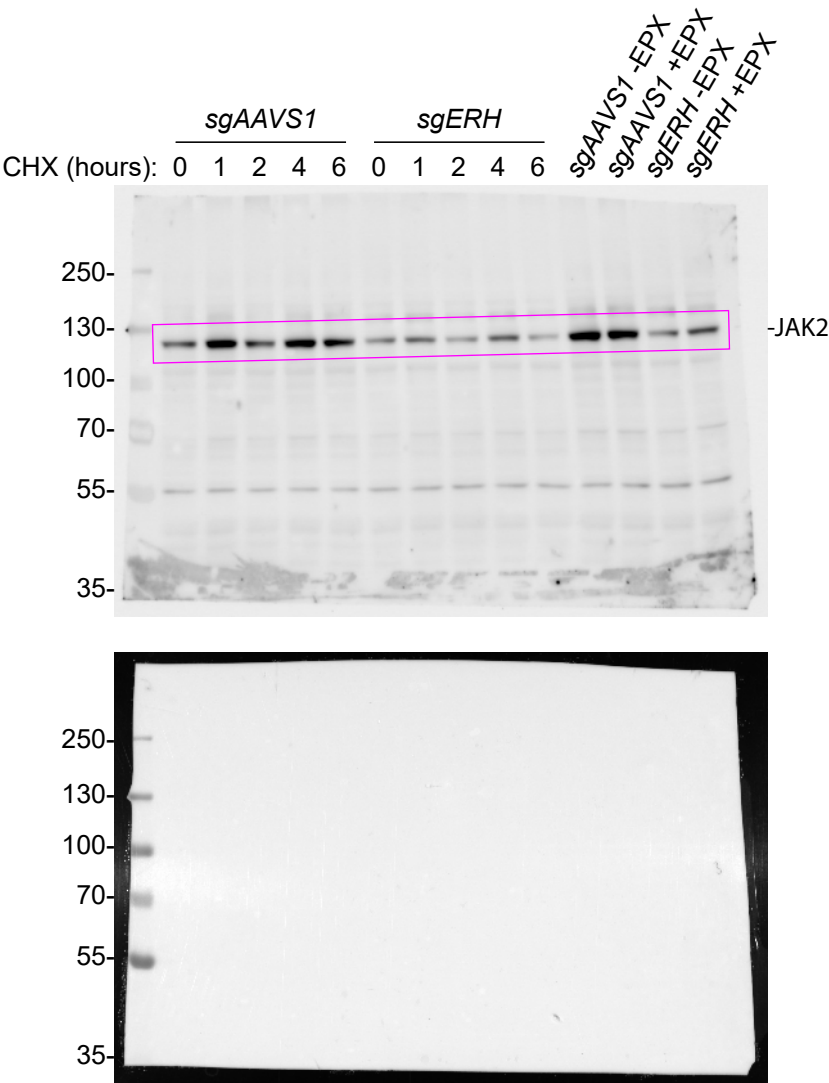

RKO, JAK2 (8% Gel 3)

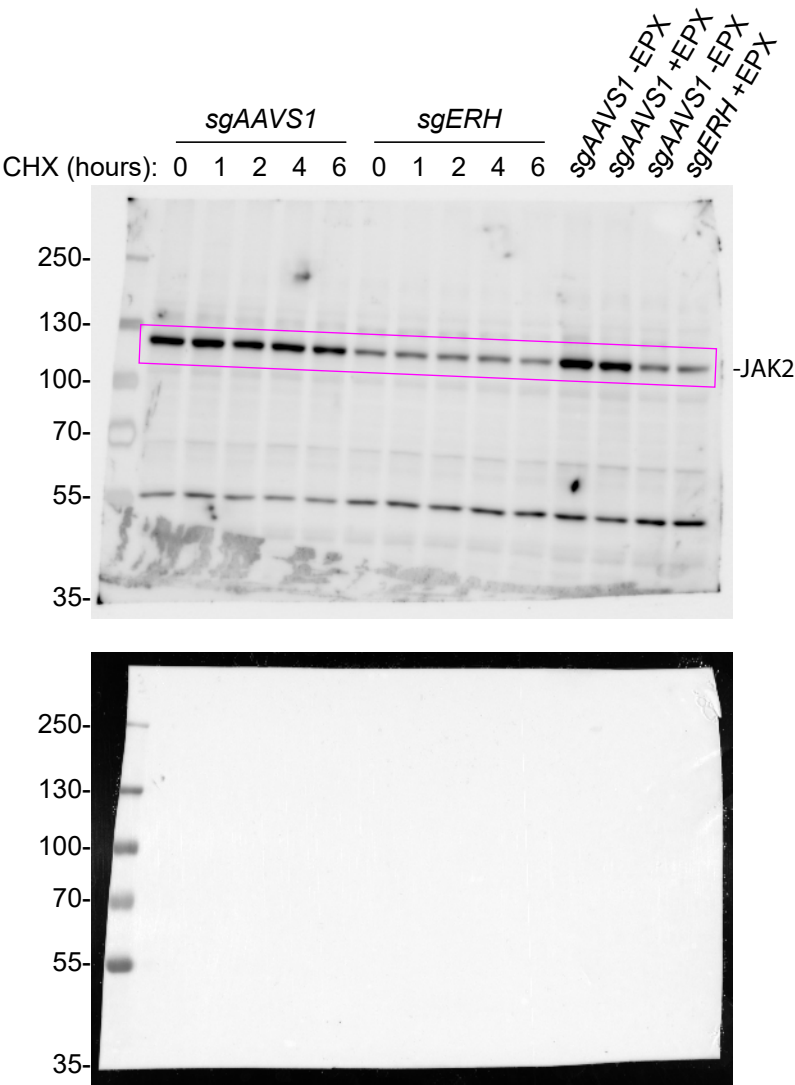

RKO, MYC (8% Gel 1)

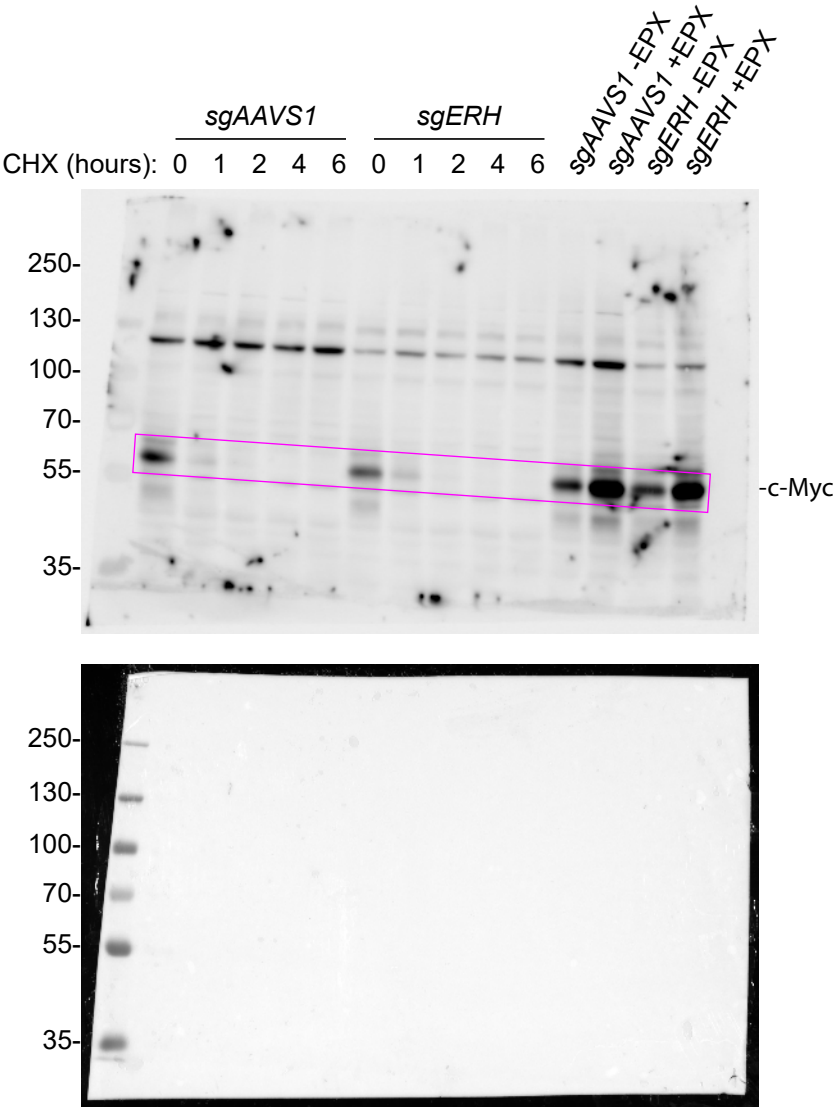

RKO, MYC (8% Gel 2)

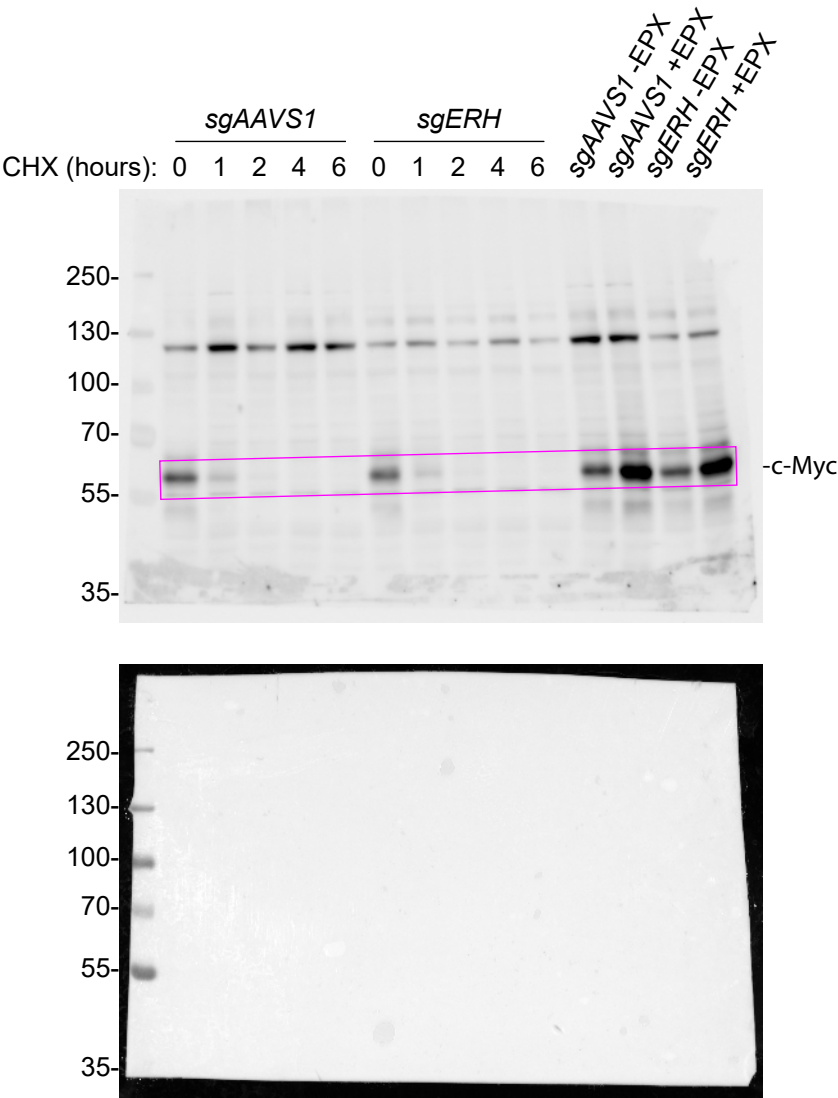

RKO, MYC (8% Gel 3)

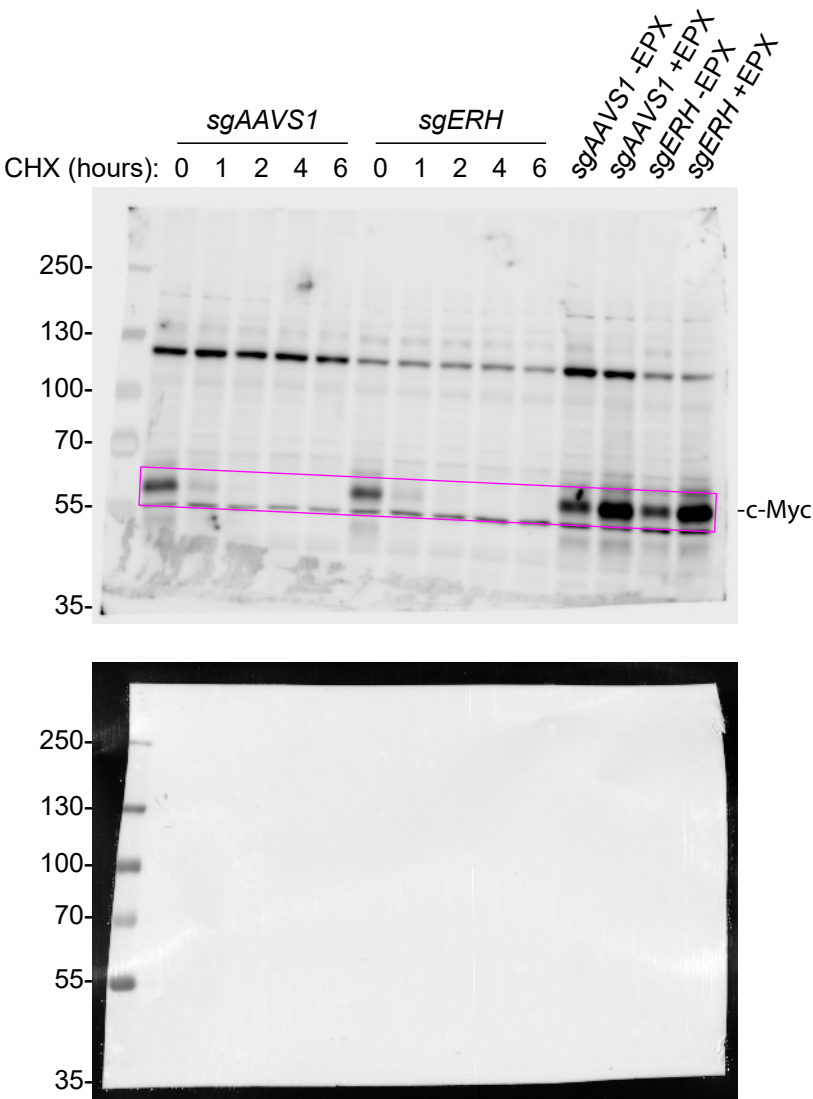

RKO, Vinculin (8% Gel 1)

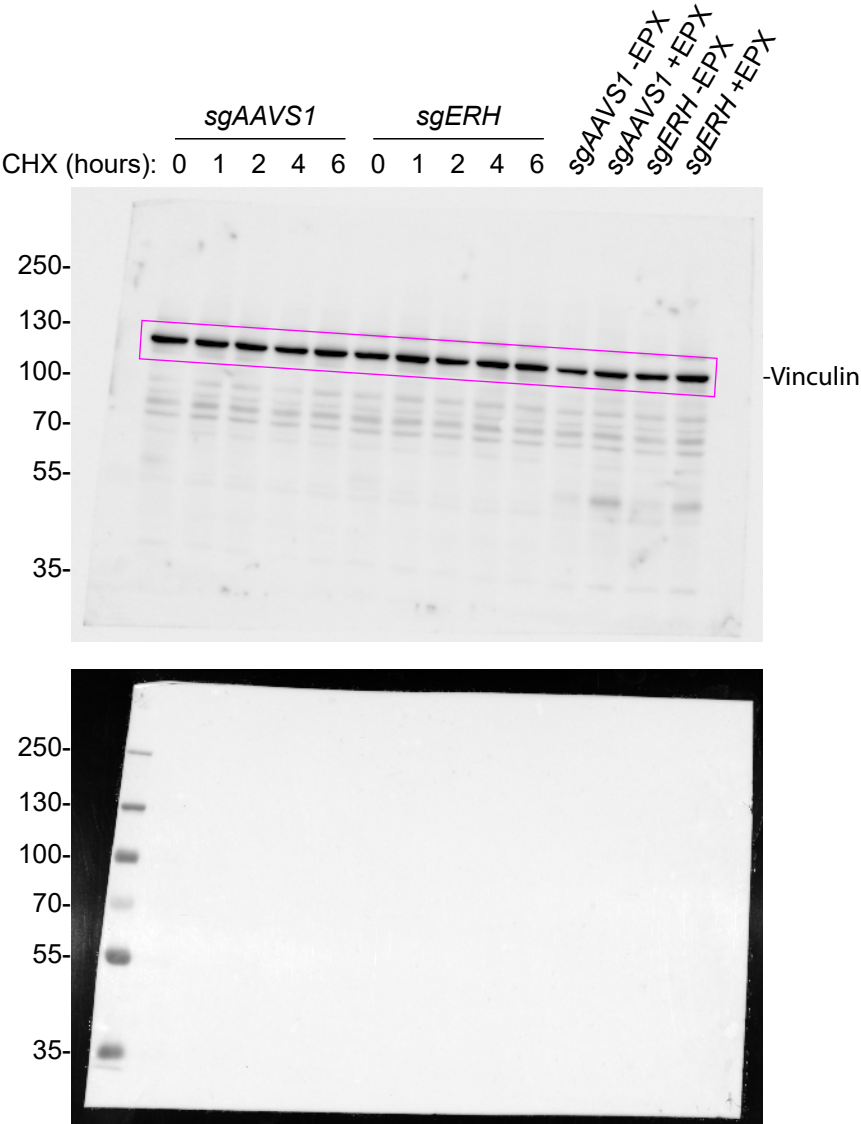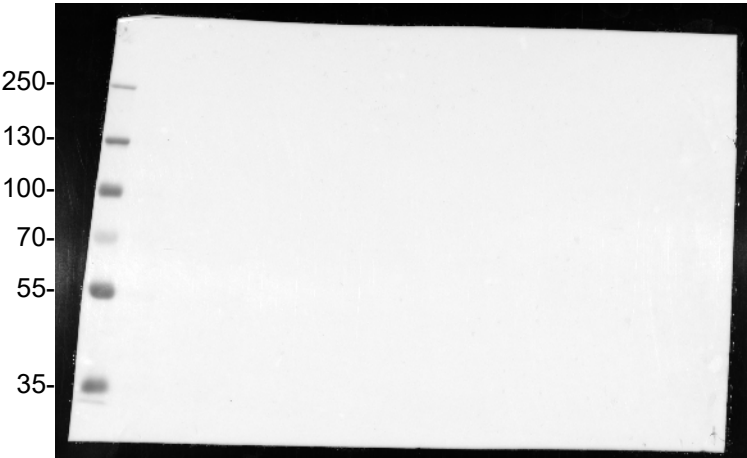

RKO, Vinculin (8% Gel 2)

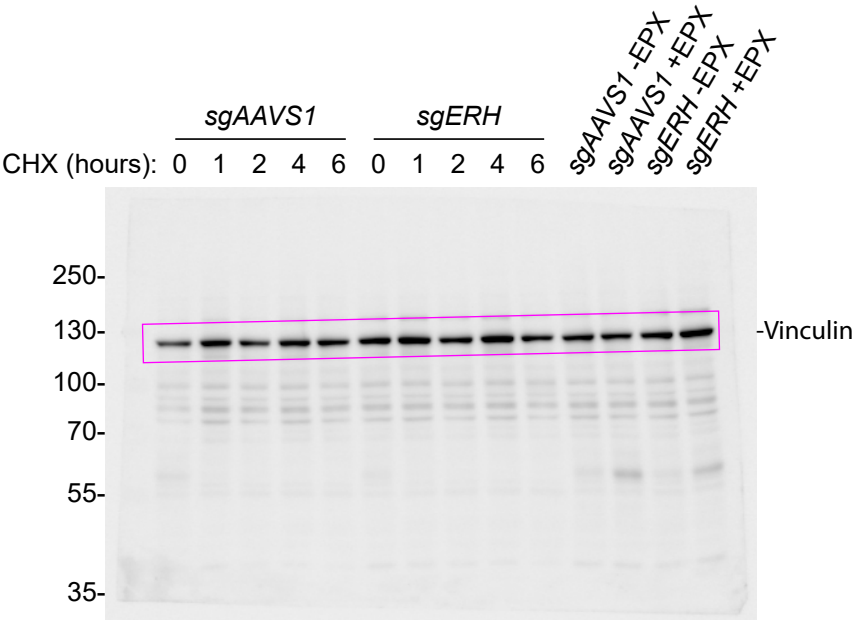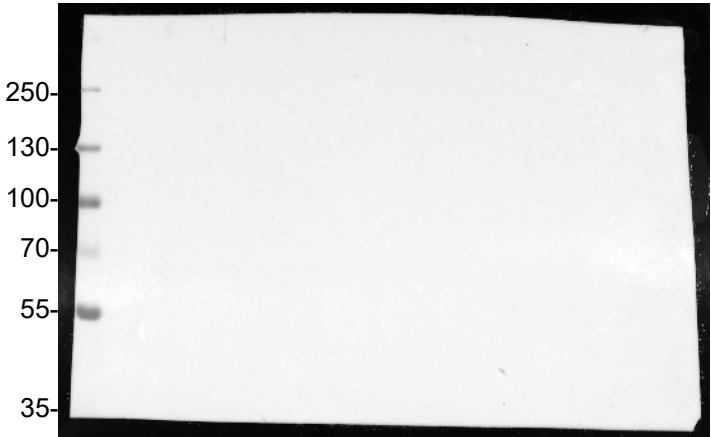

RKO, Vinculin (8% Gel 3)

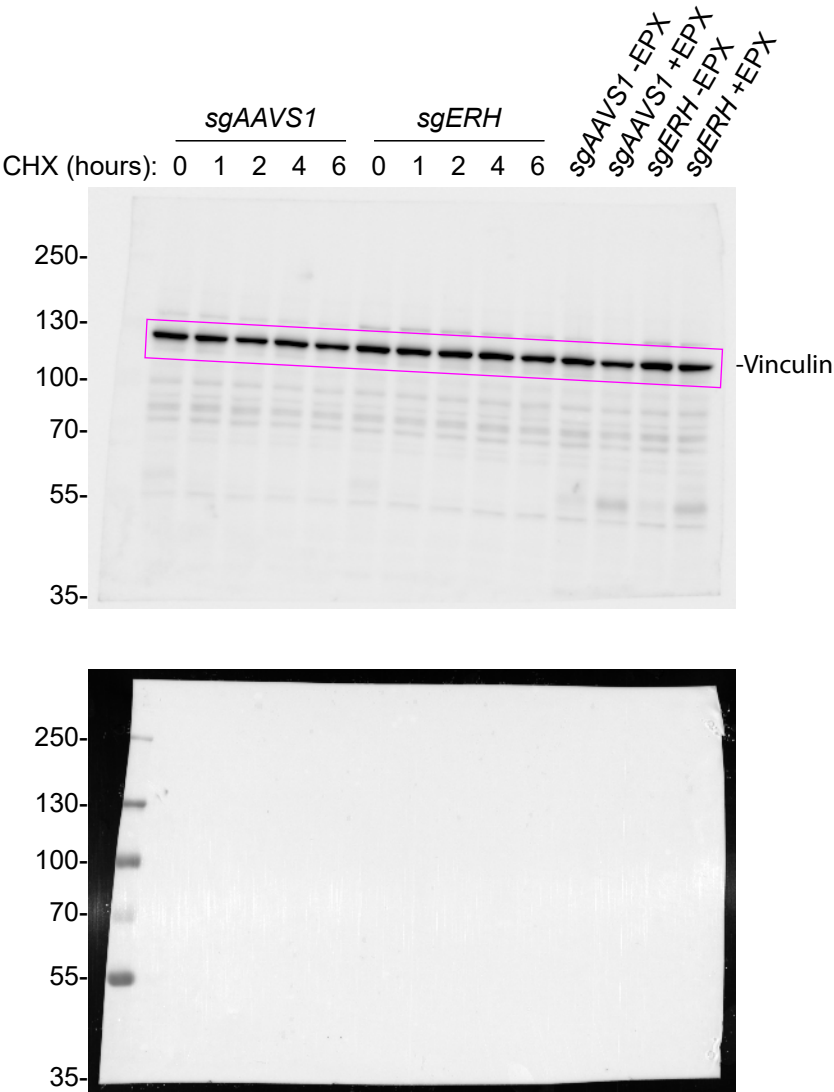

RKO, Tubulin (8% Gel 1)

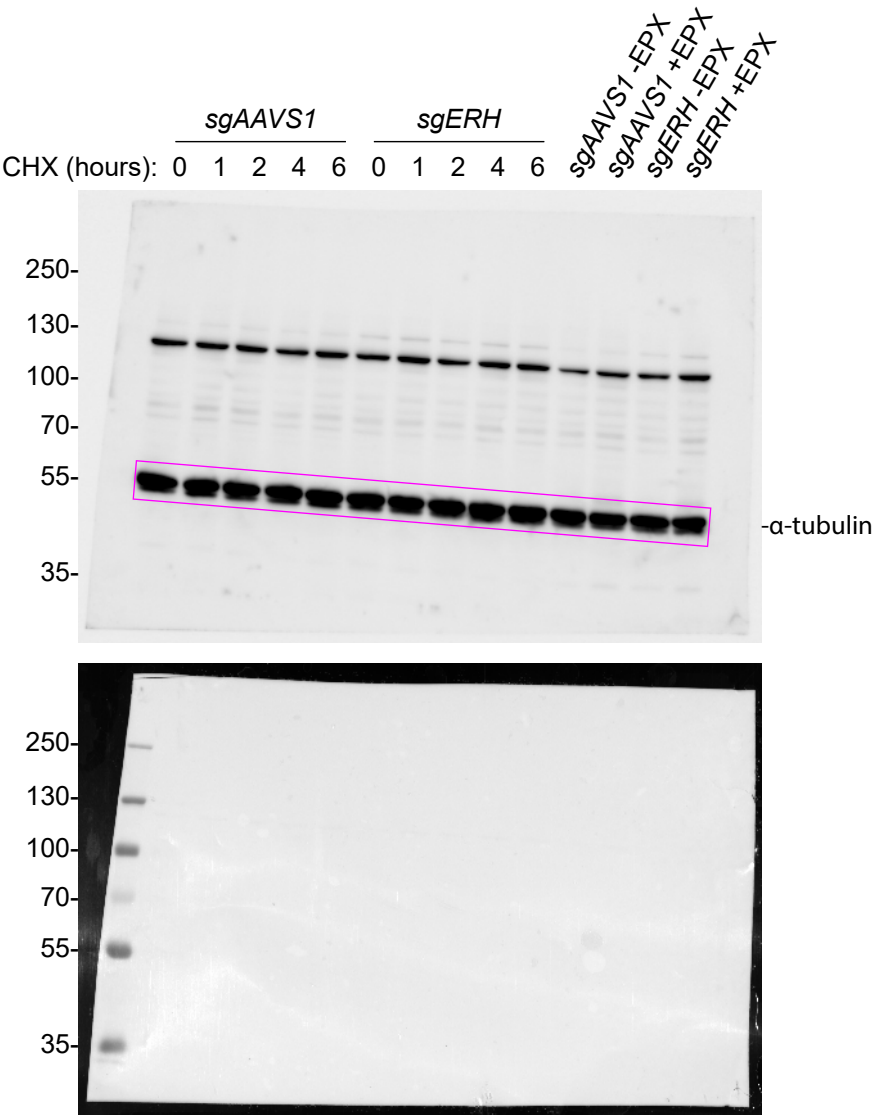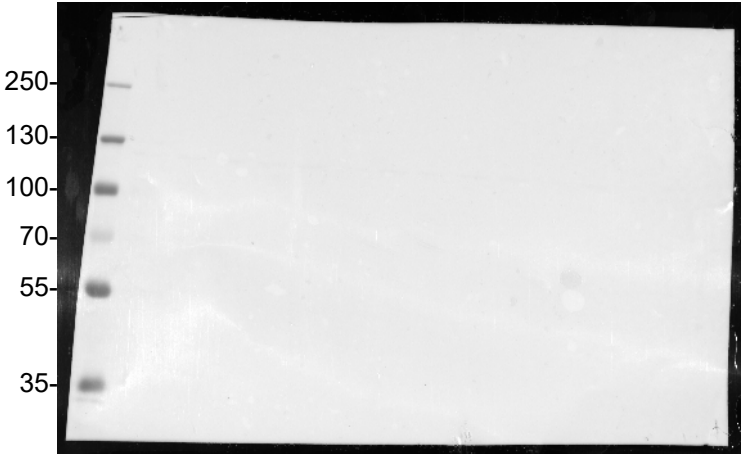

RKO, Tubulin (8% Gel 2)

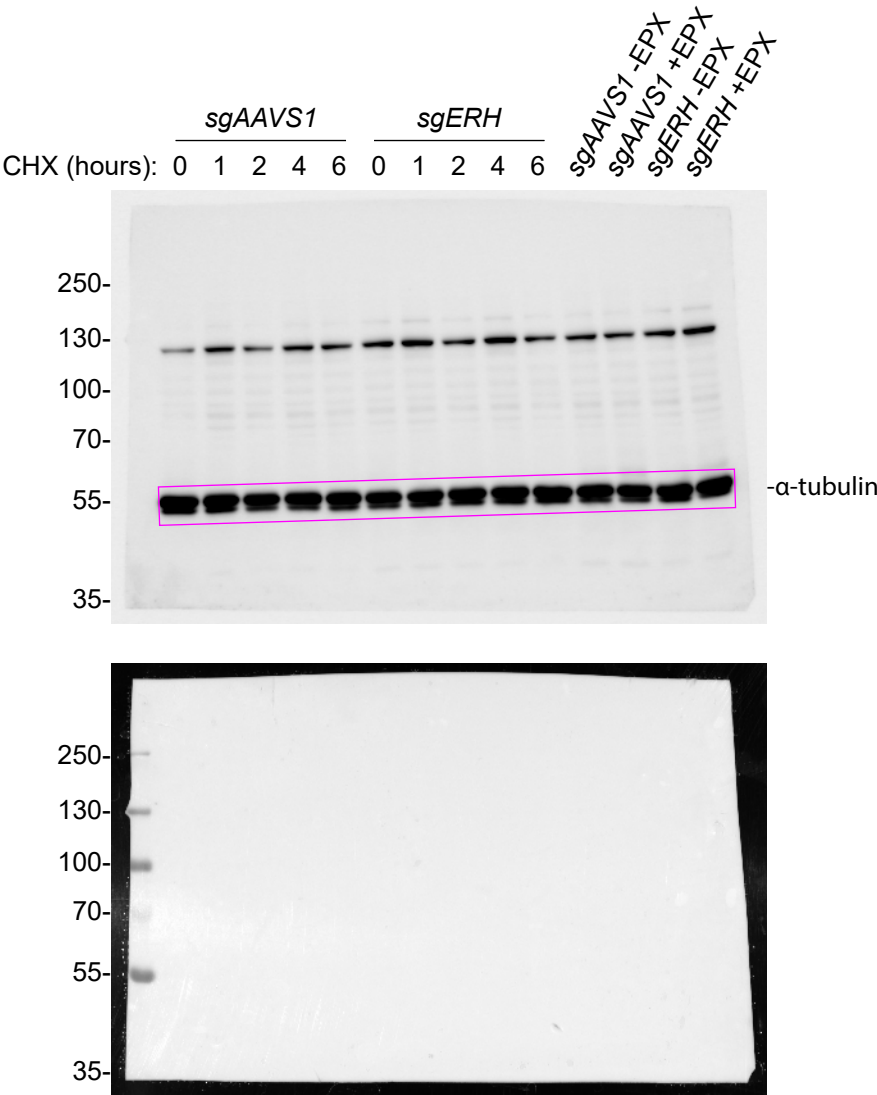

RKO, Tubulin (8% Gel 3)

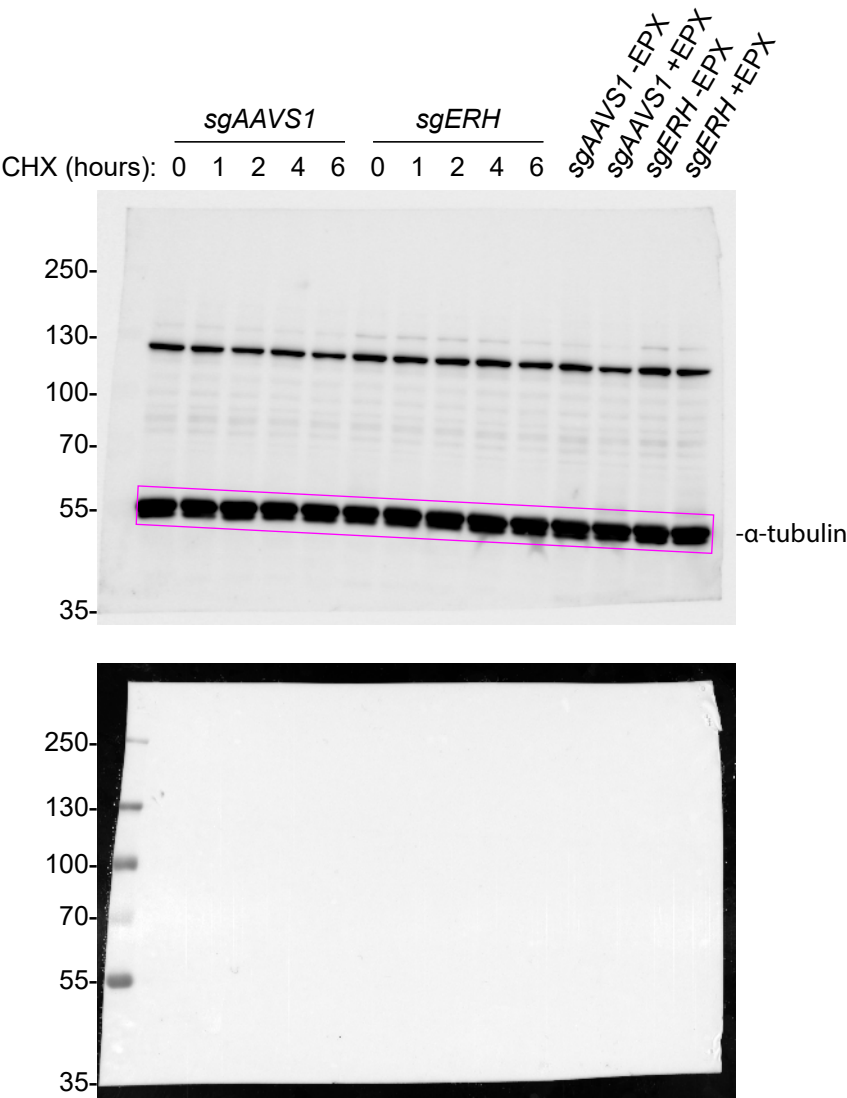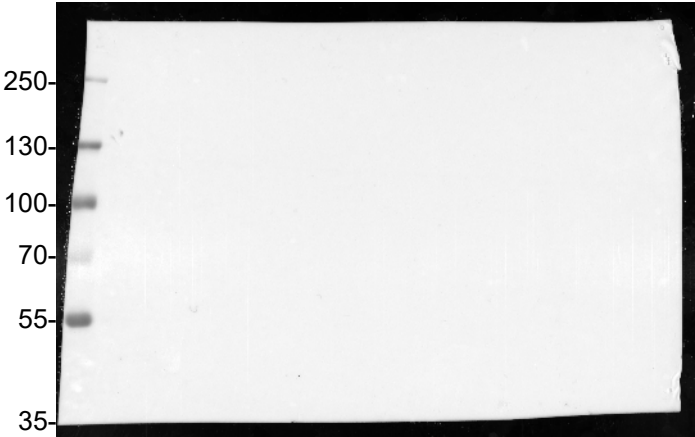

Replicate 1

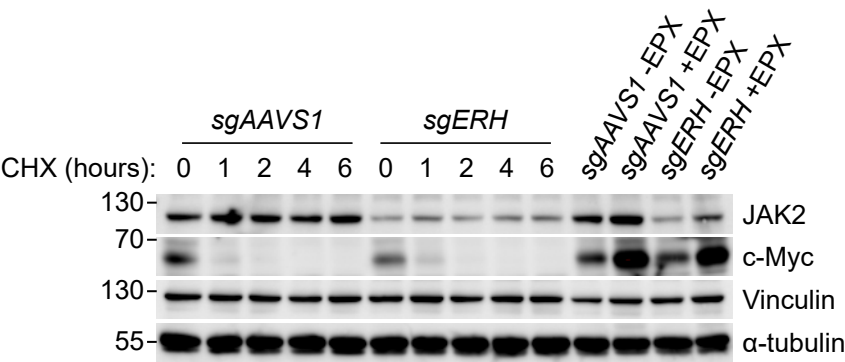

Replicate 2

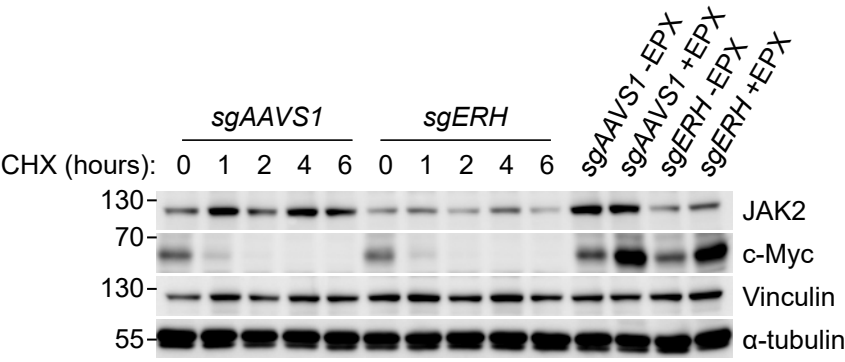

Replicate 3

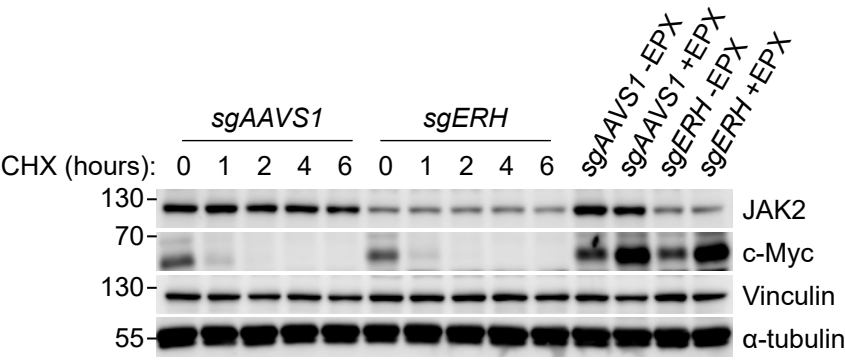

RAW 264.7, JAK2 (8% Gel 1 and Gel 2)

Replicate 1+2

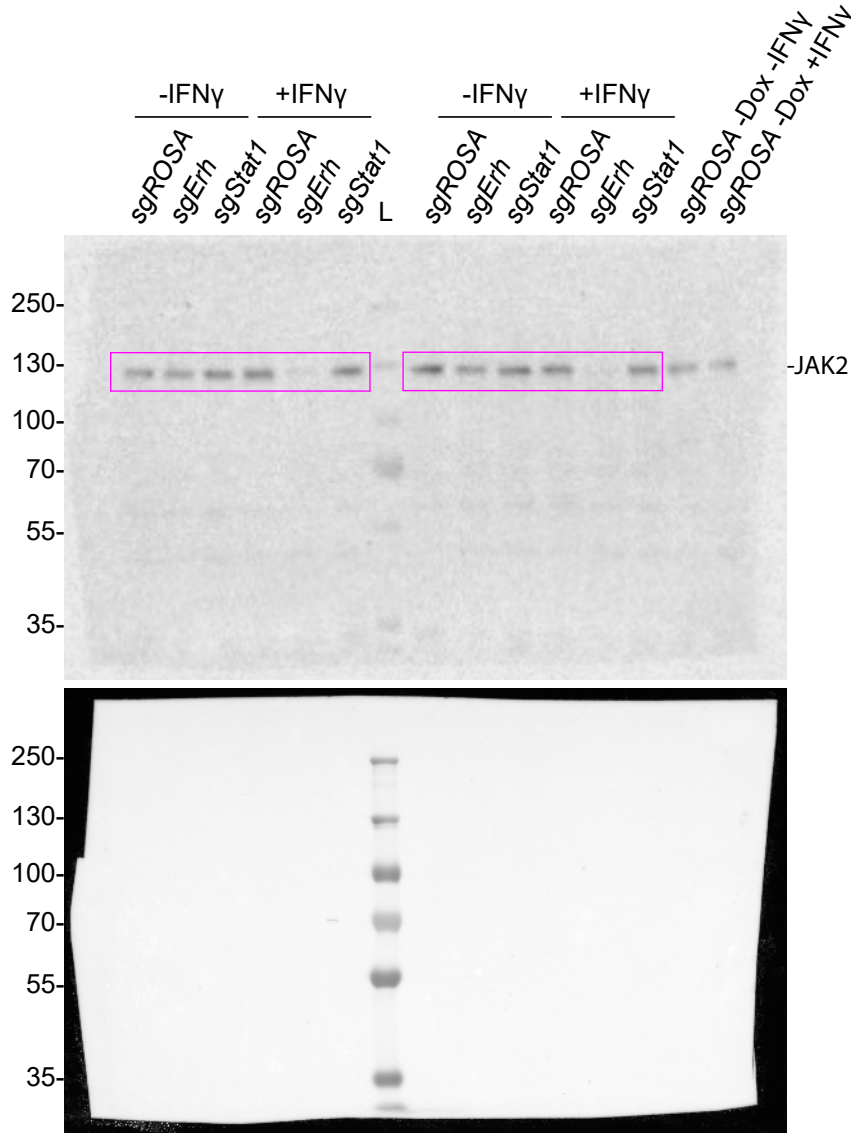

Replicate 3+4

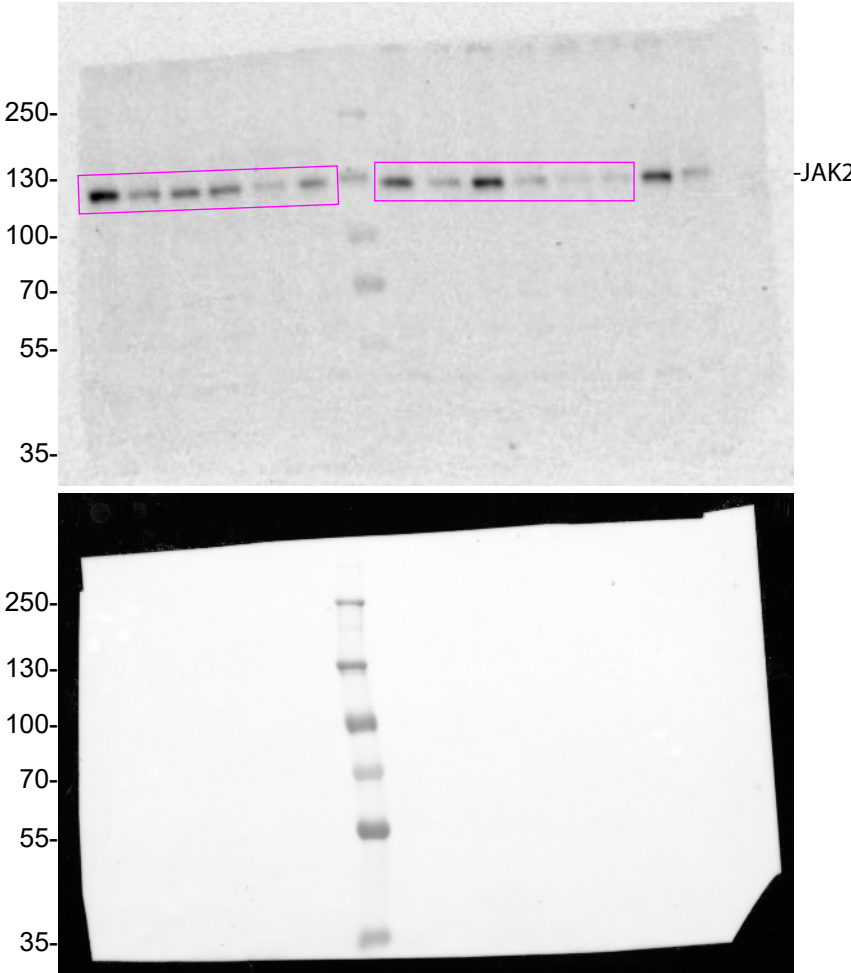

RAW 264.7, IRF1 (8% Gel 3 and Gel 4)

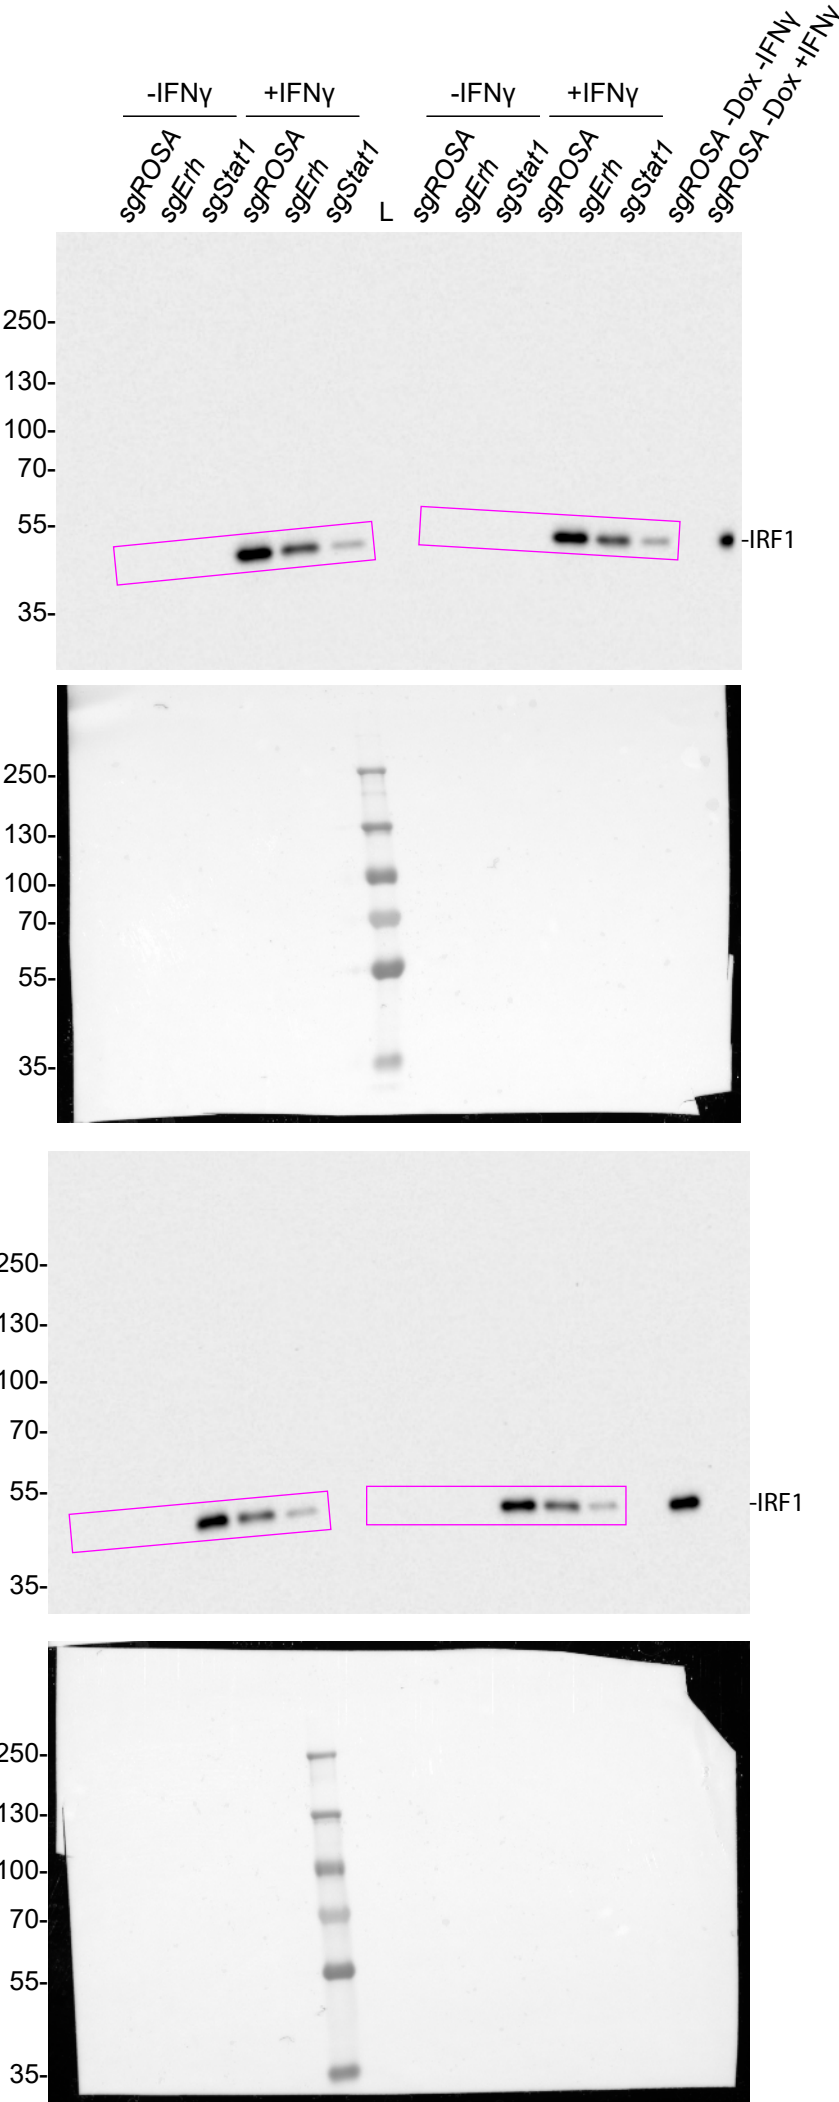

RAW 264.7, ERH (20% Gel)

| -IFN $\gamma$ |       |         | +IFN $\gamma$ |       |         |   | -IFN $\gamma$ |       |         | +IFN $\gamma$ |       |         |             |                           |
|---------------|-------|---------|---------------|-------|---------|---|---------------|-------|---------|---------------|-------|---------|-------------|---------------------------|
| sgROSA        | sgErh | sgStat1 | sgROSA        | sgErh | sgStat1 | L | sgROSA        | sgErh | sgStat1 | sgROSA        | sgErh | sgStat1 | sgROSA -Dox | sgROSA -Dox +IFN $\gamma$ |

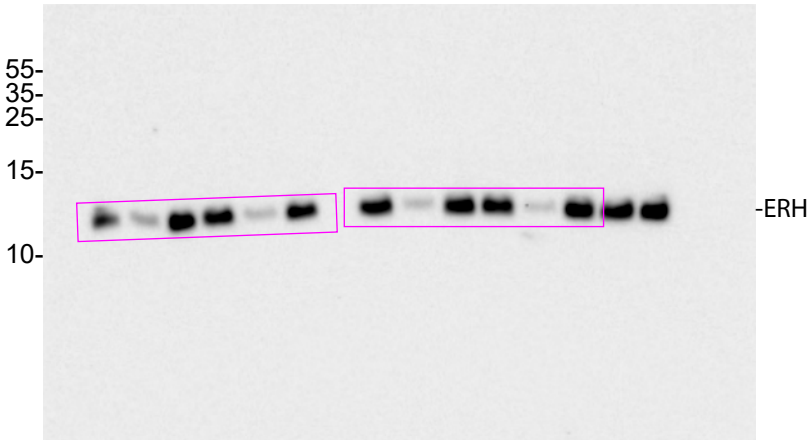

Replicate 1+2

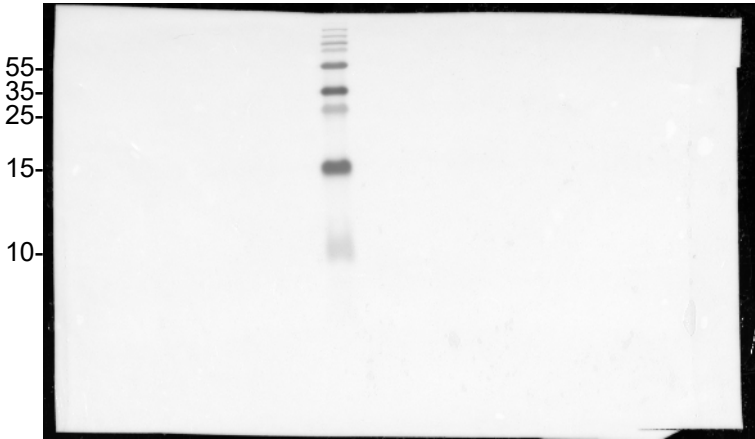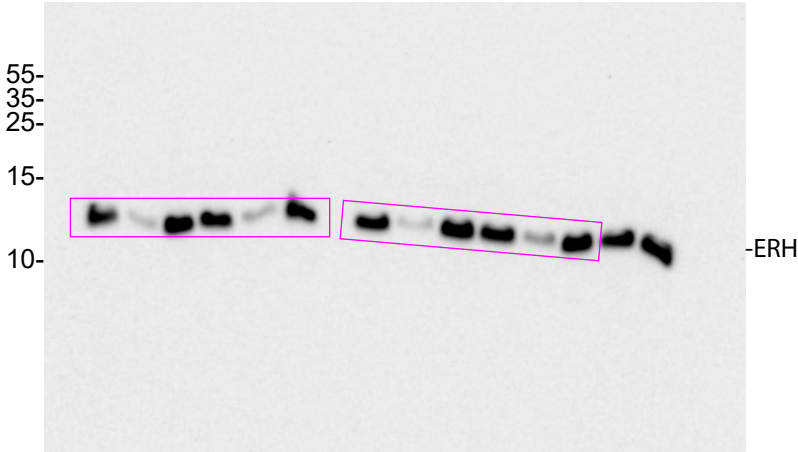

Replicate 3+4

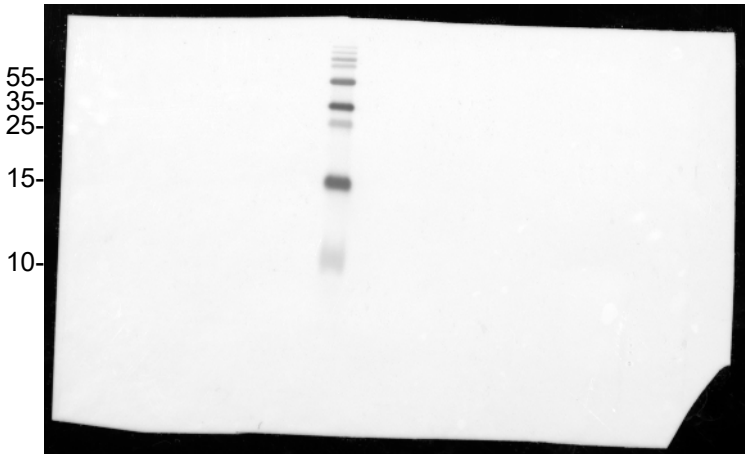

Replicate 1+2

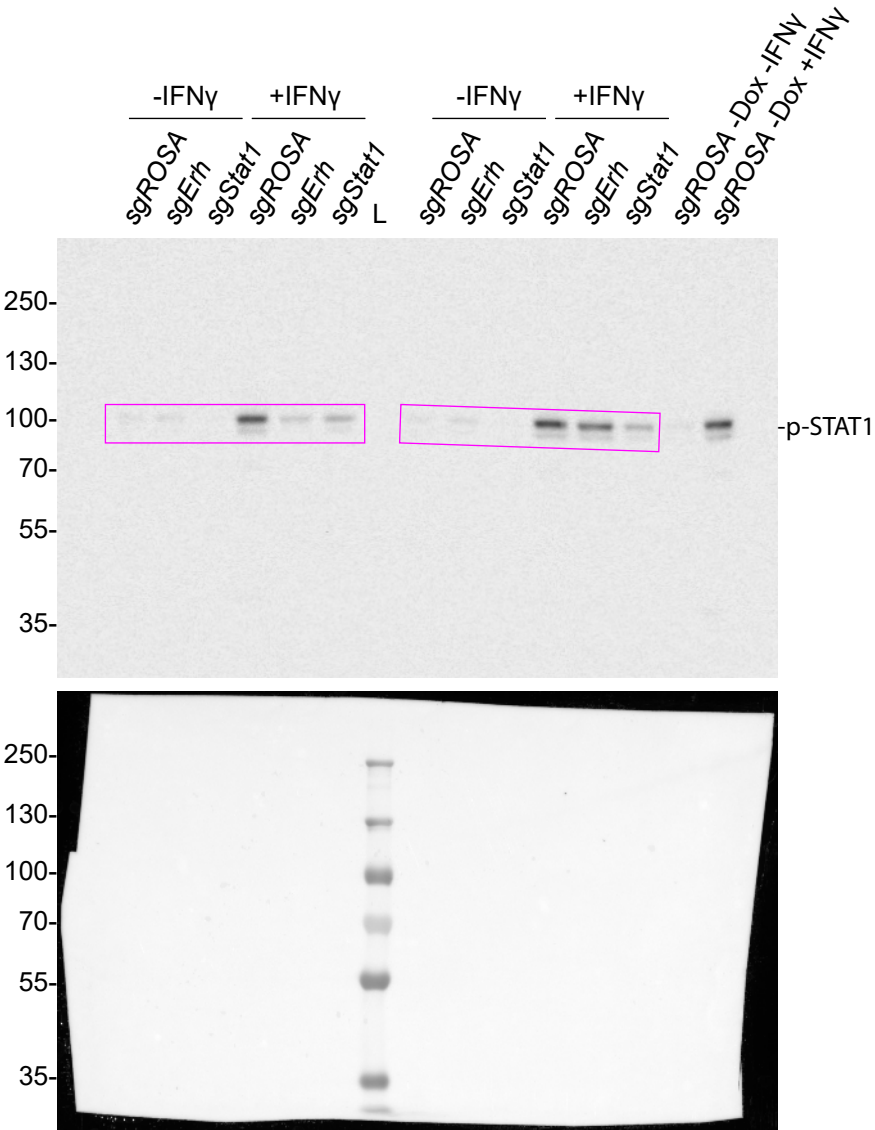

Replicate 3+4

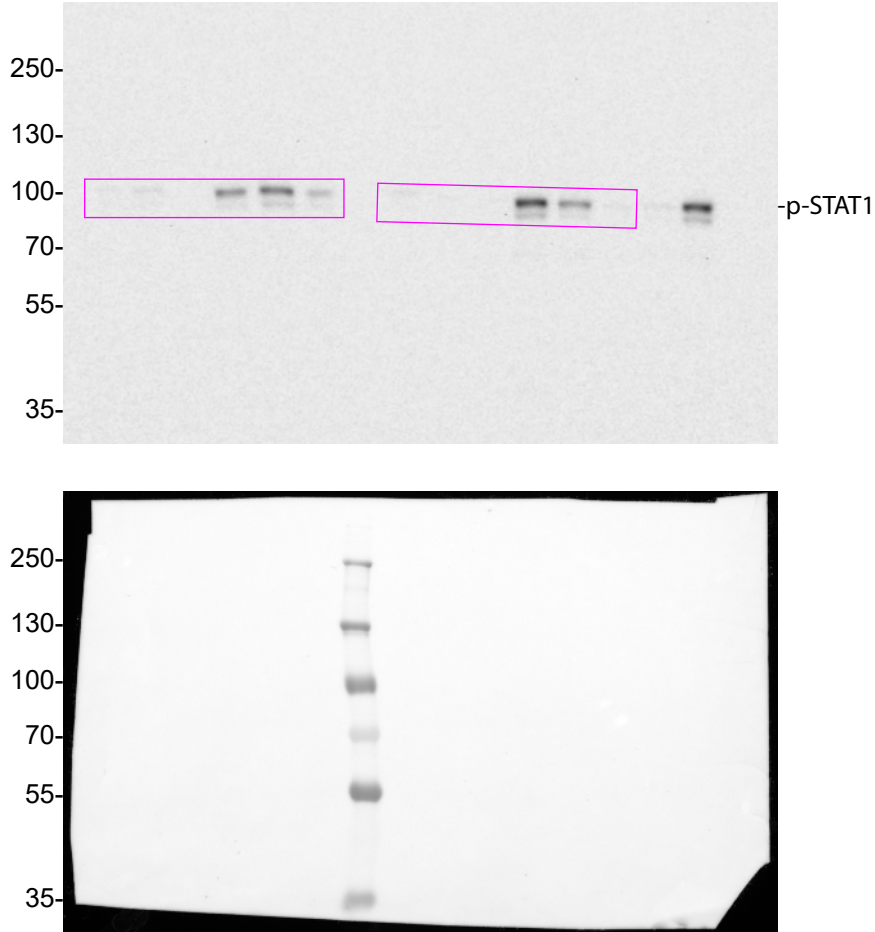

RAW 264.7, JAK1 (8% Gel 3 and Gel 4)

Replicate 1+2

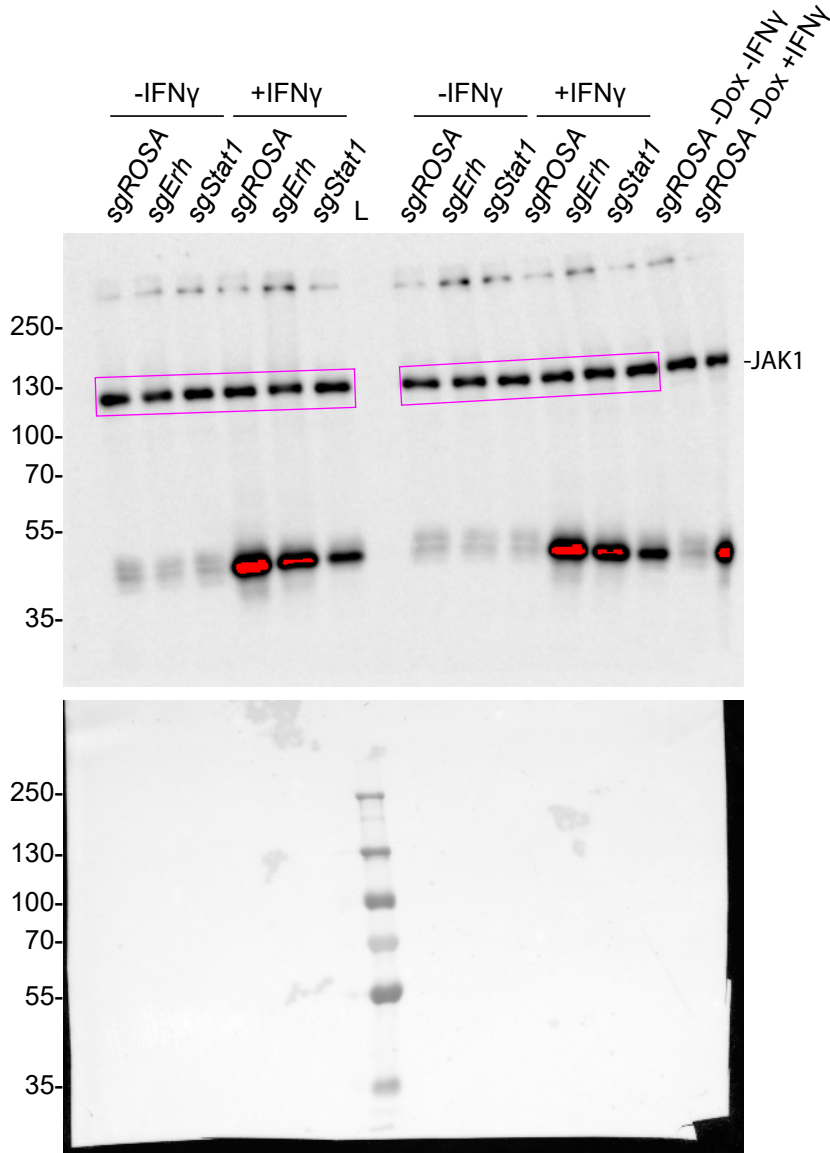

Replicate 3+4

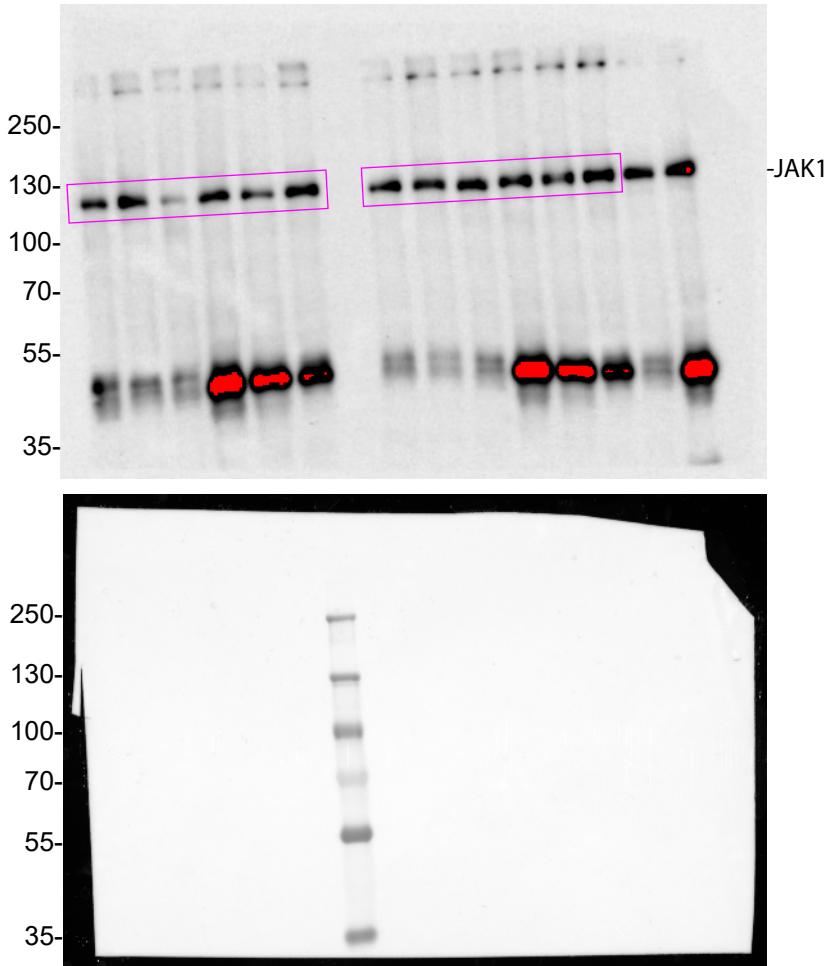

RAW 264.7, STAT1 (8% Gel 1 and Gel 2)

| -IFN $\gamma$ |       |         | +IFN $\gamma$ |       |         |   | -IFN $\gamma$ |       |         | +IFN $\gamma$ |       |         |             |               |                    |
|---------------|-------|---------|---------------|-------|---------|---|---------------|-------|---------|---------------|-------|---------|-------------|---------------|--------------------|
| sgROSA        | sgErh | sgStat1 | sgROSA        | sgErh | sgStat1 | L | sgROSA        | sgErh | sgStat1 | sgROSA        | sgErh | sgStat1 | sgROSA -Dox | -IFN $\gamma$ | -Dox +IFN $\gamma$ |

Replicate 1+2

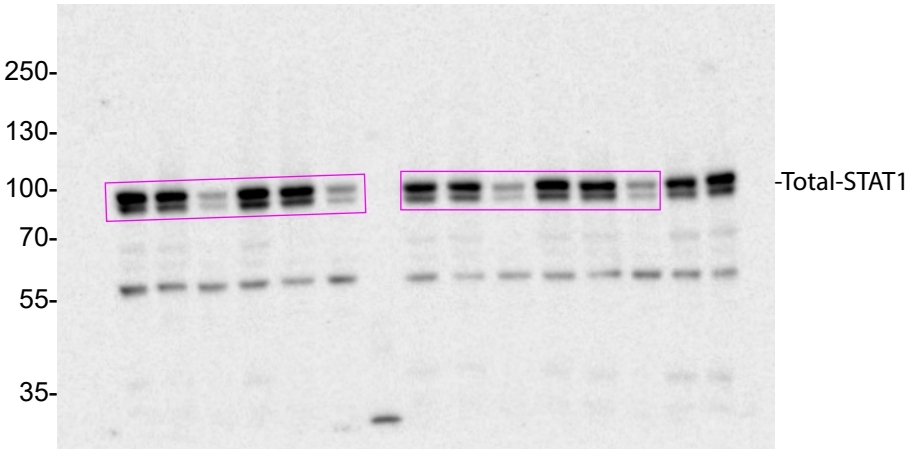

Replicate 3+4

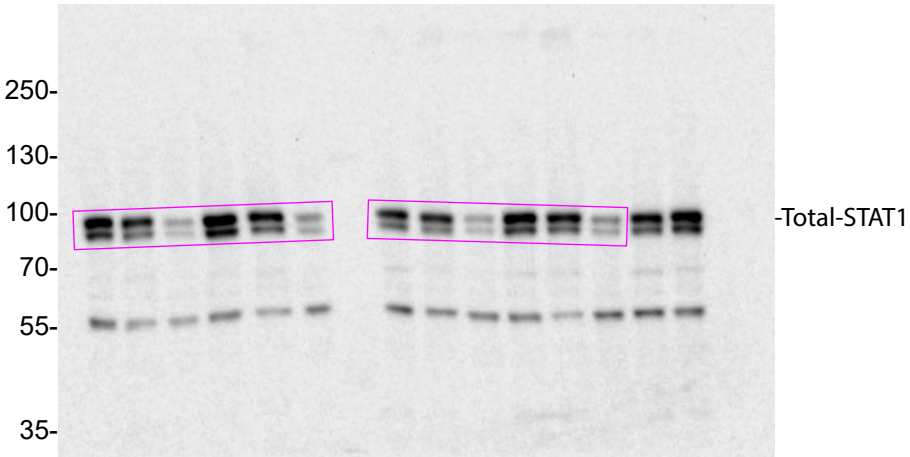

RAW264.7,  $\beta$ -Actin (8% Gel 2 and Gel 4)

Replicate 3+4

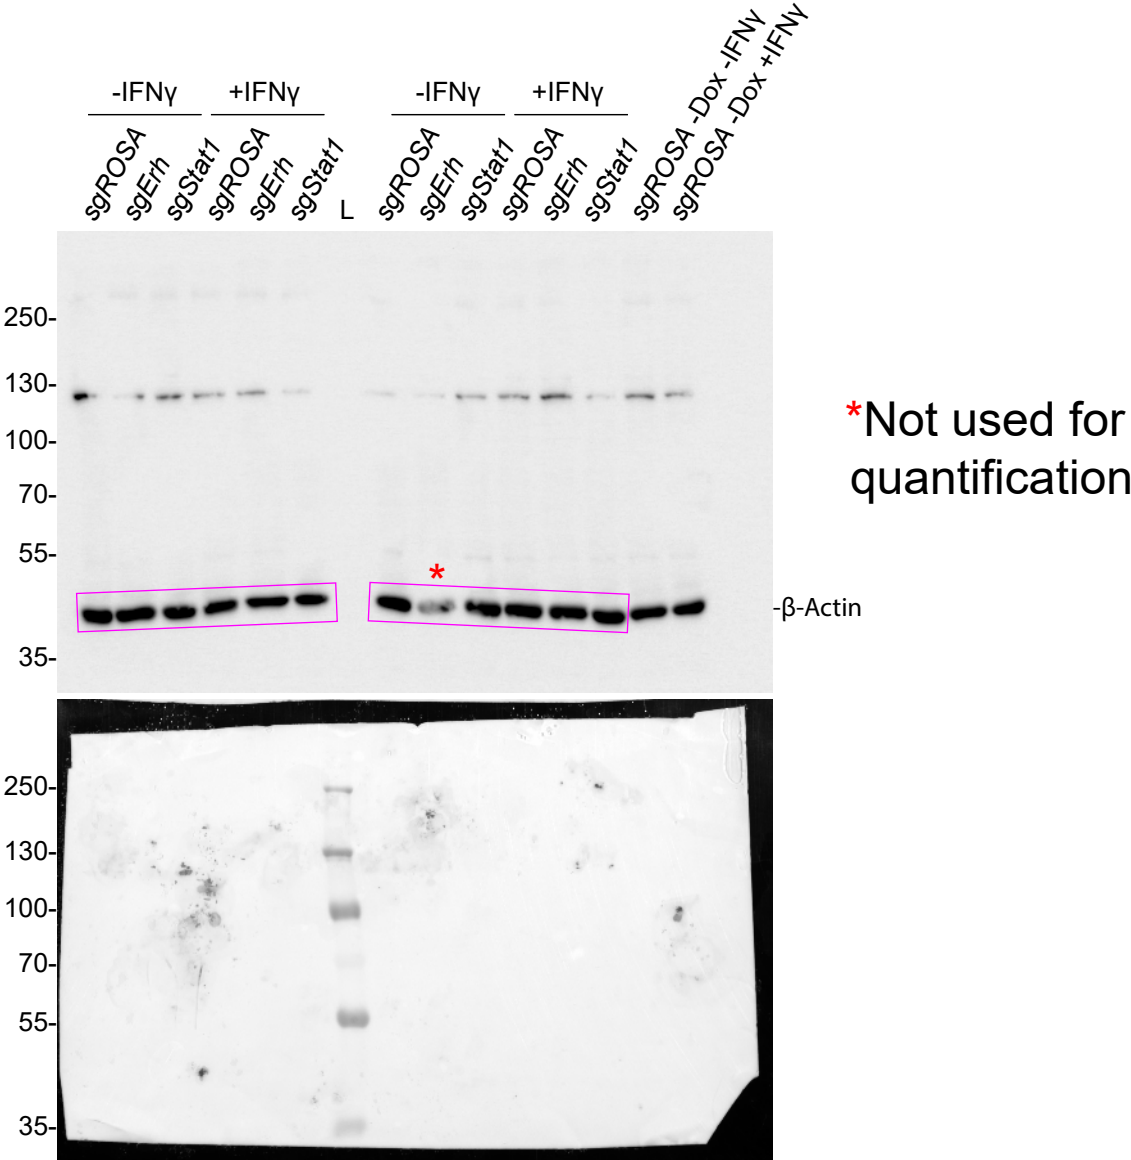

Replicate 3+4

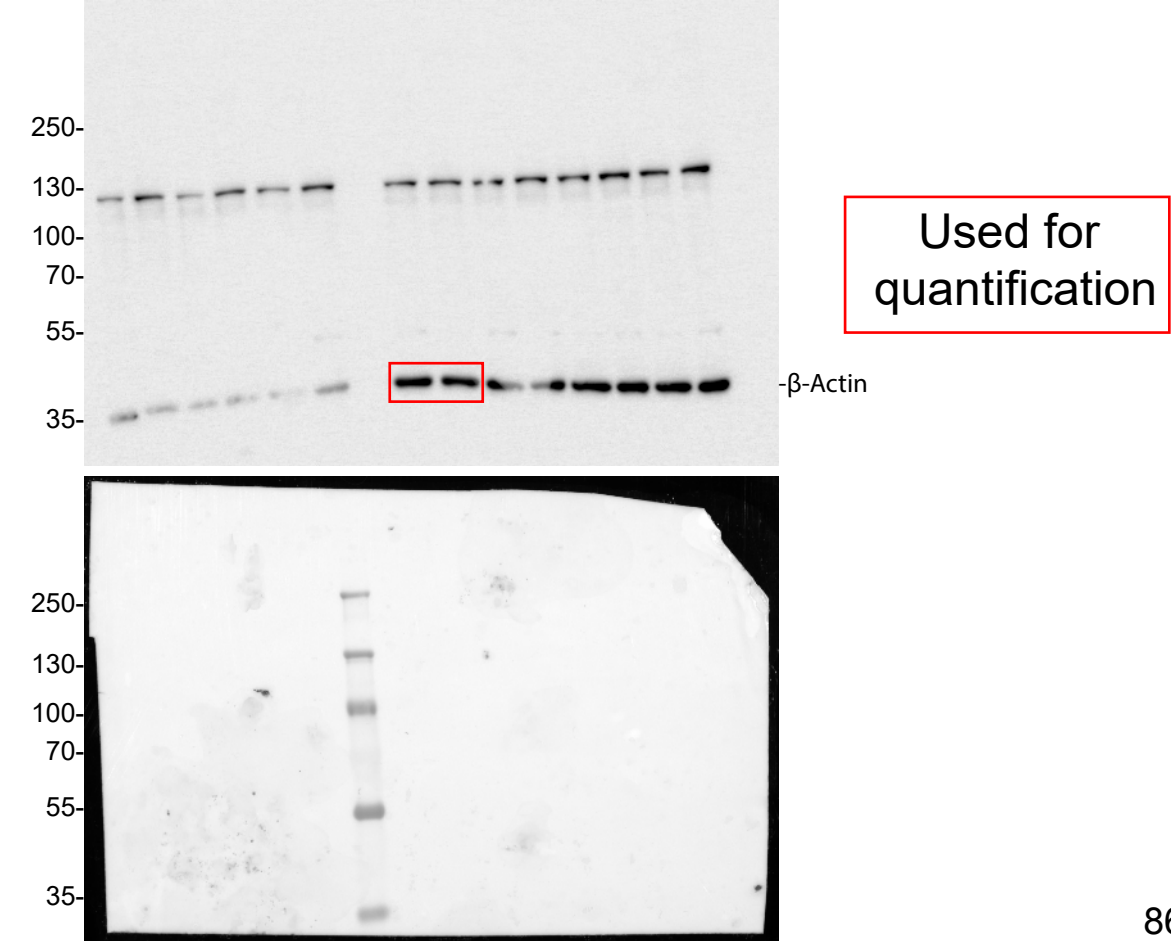

RAW264.7,  $\beta$ -Actin (8% Gel 3 and Gel 4)

Replicate 1+2

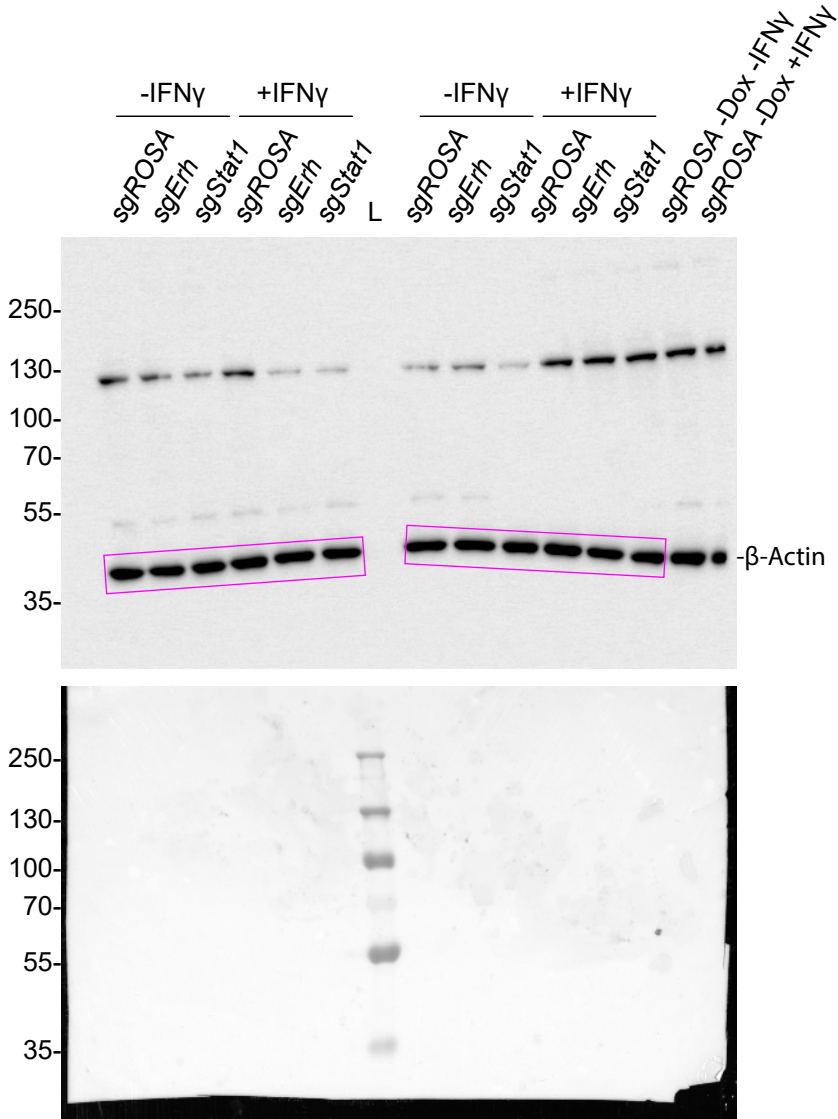

Replicate 5

RAW 264.7,  $\beta$ -Actin (20%)

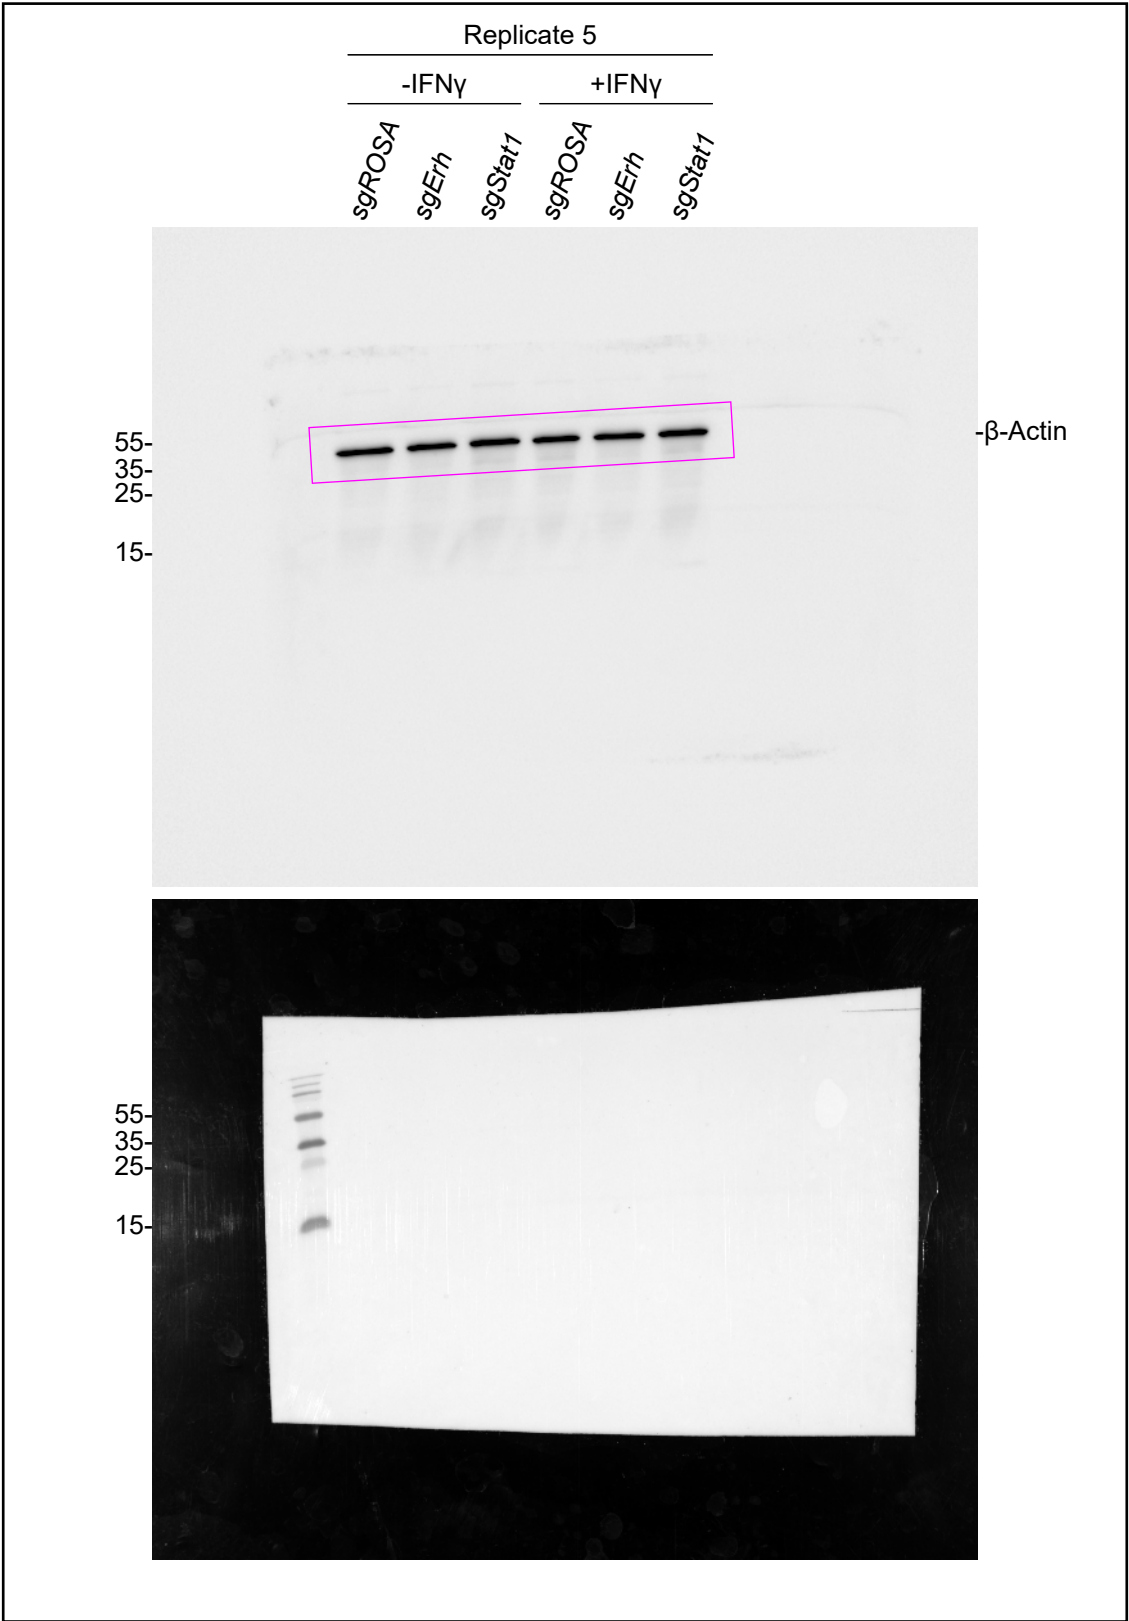

Replicate 5

RAW 264.7, ERH (20%)

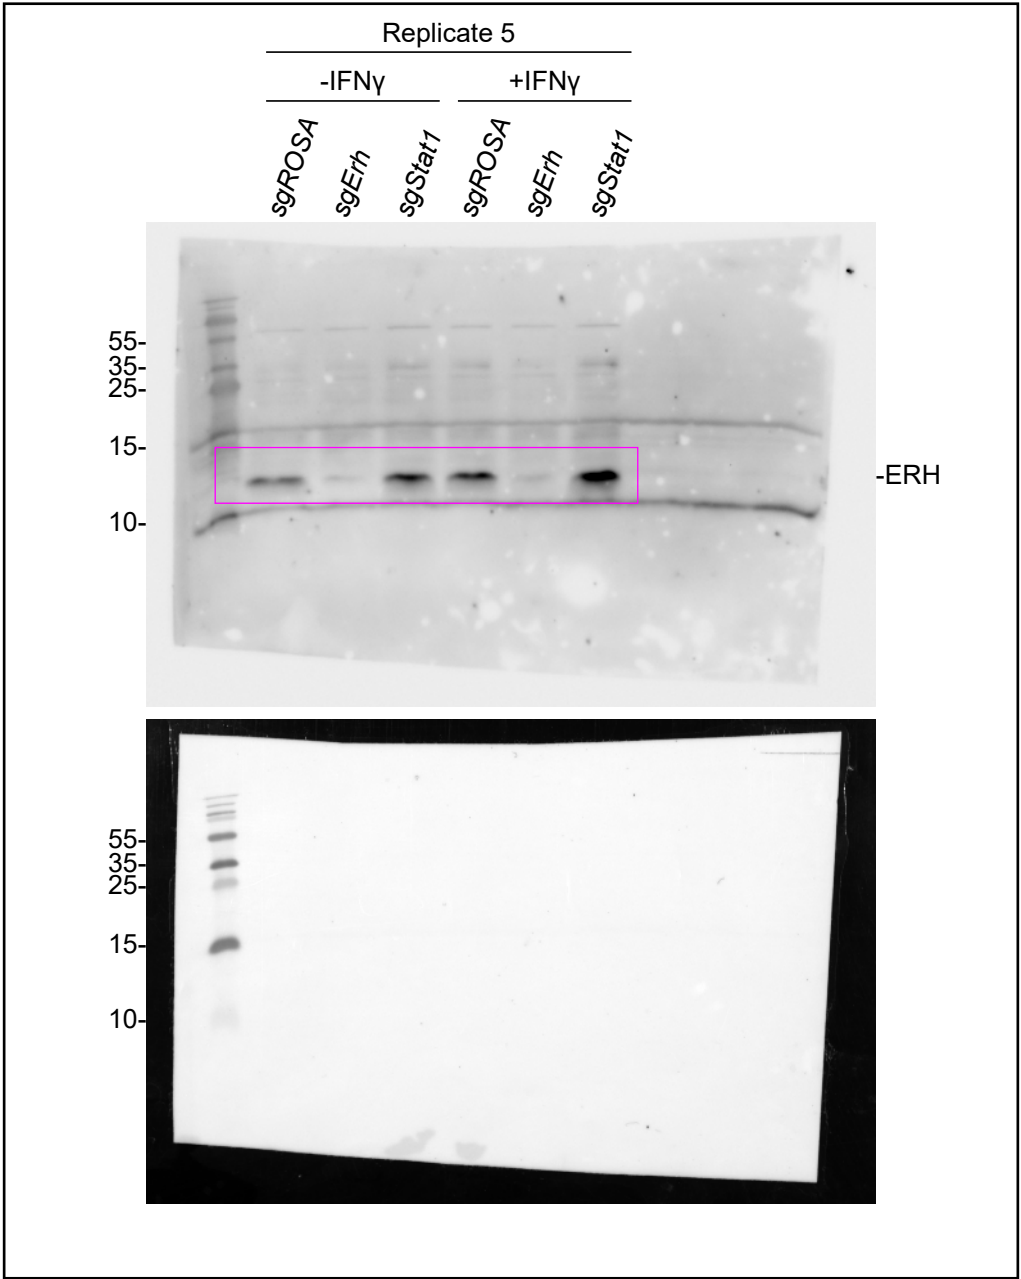

# Replicate 5

RAW 264.7,  $\beta$ -Actin (10%)

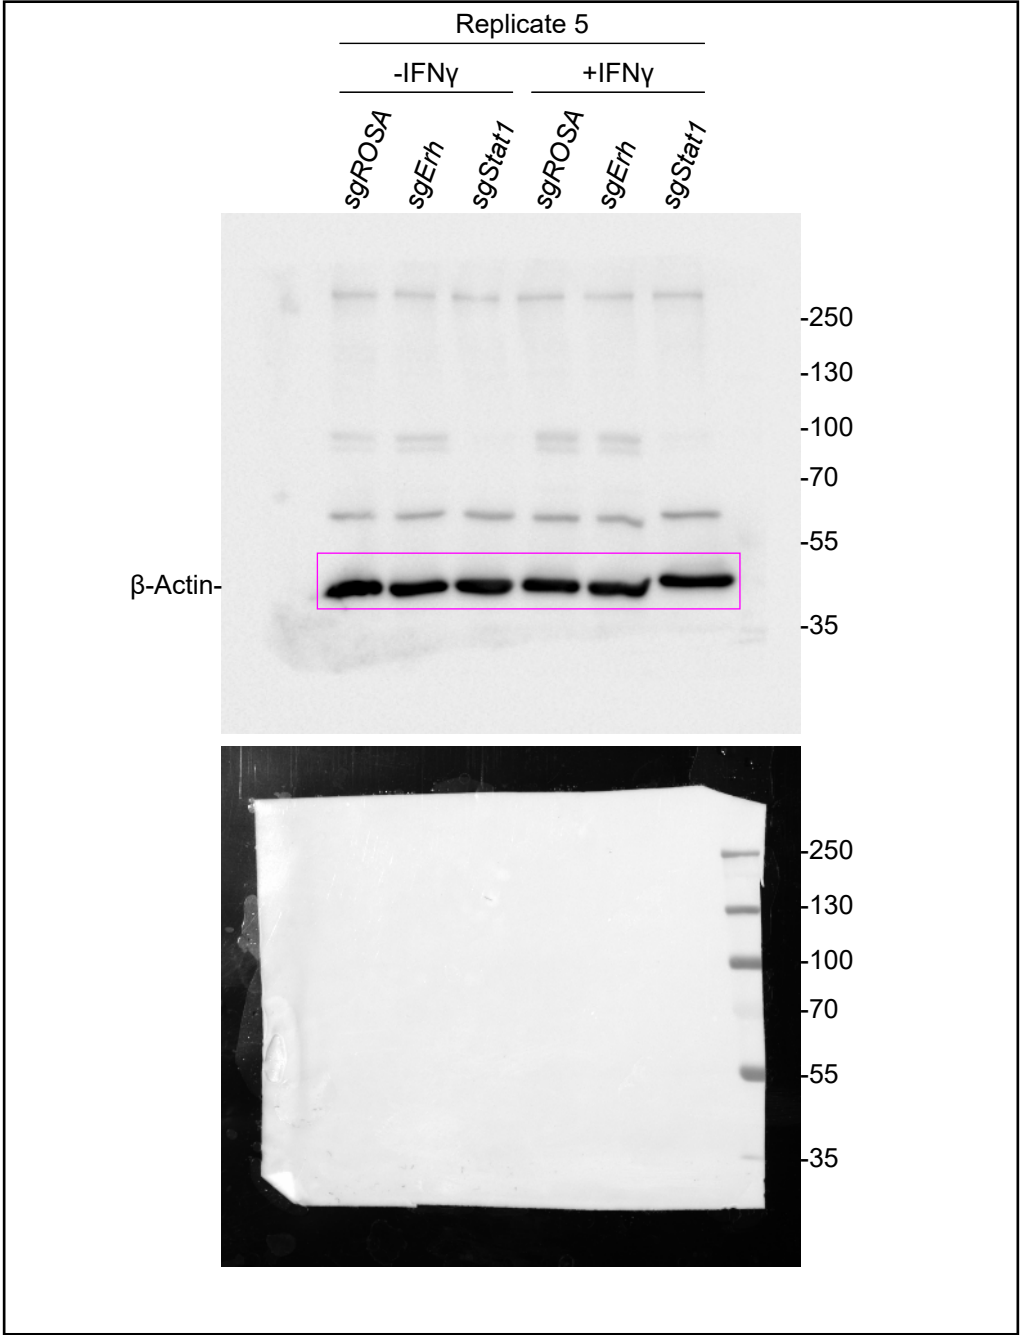

Replicate 5

RAW 264.7, IRF1 (10%)

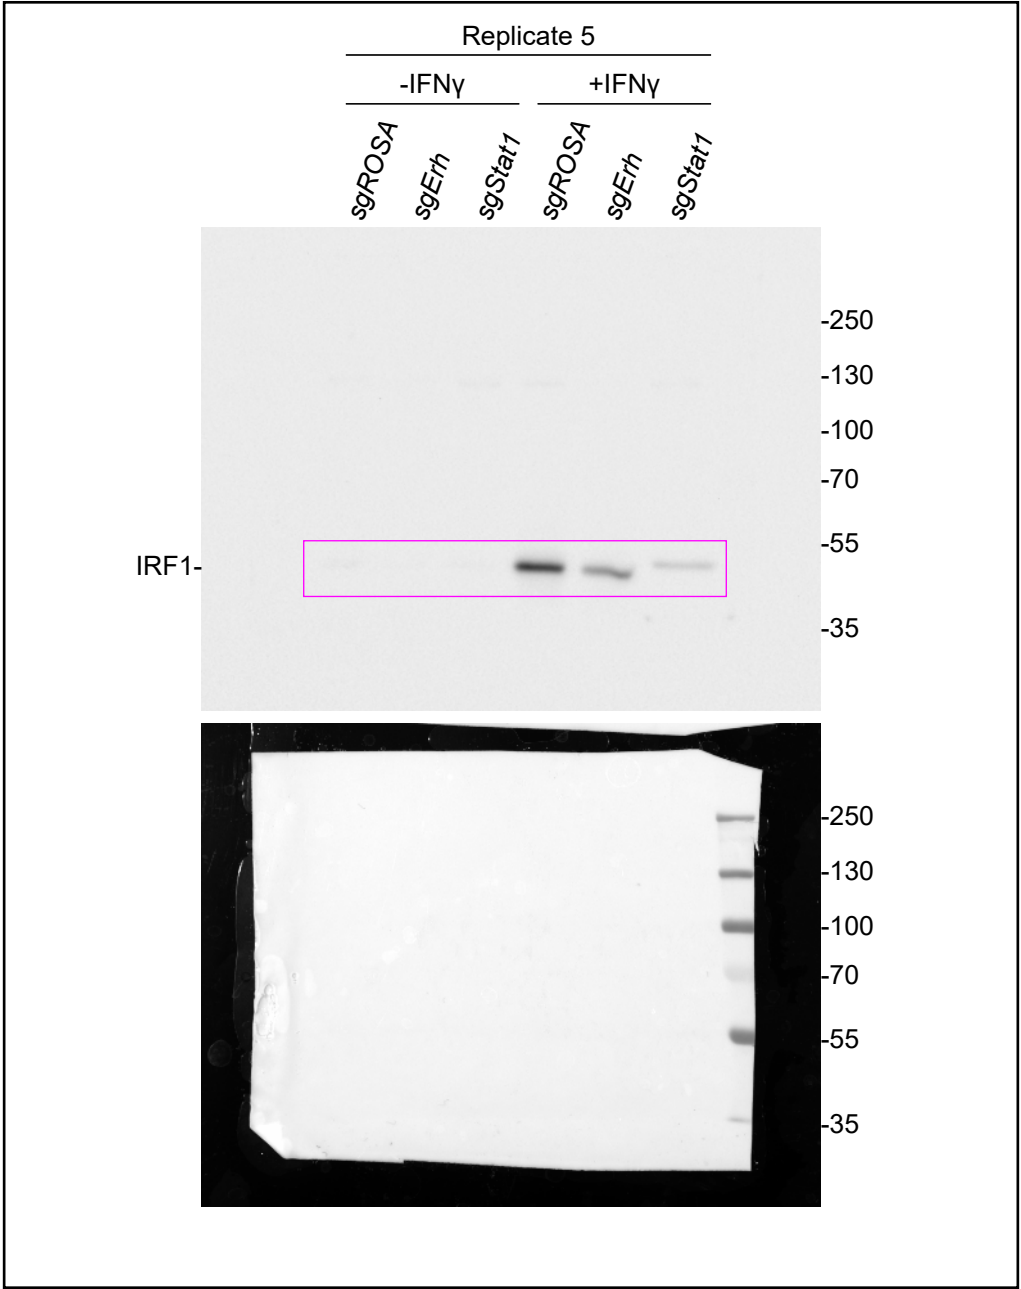

Replicate 5

RAW 264.7, JAK2 (10%)

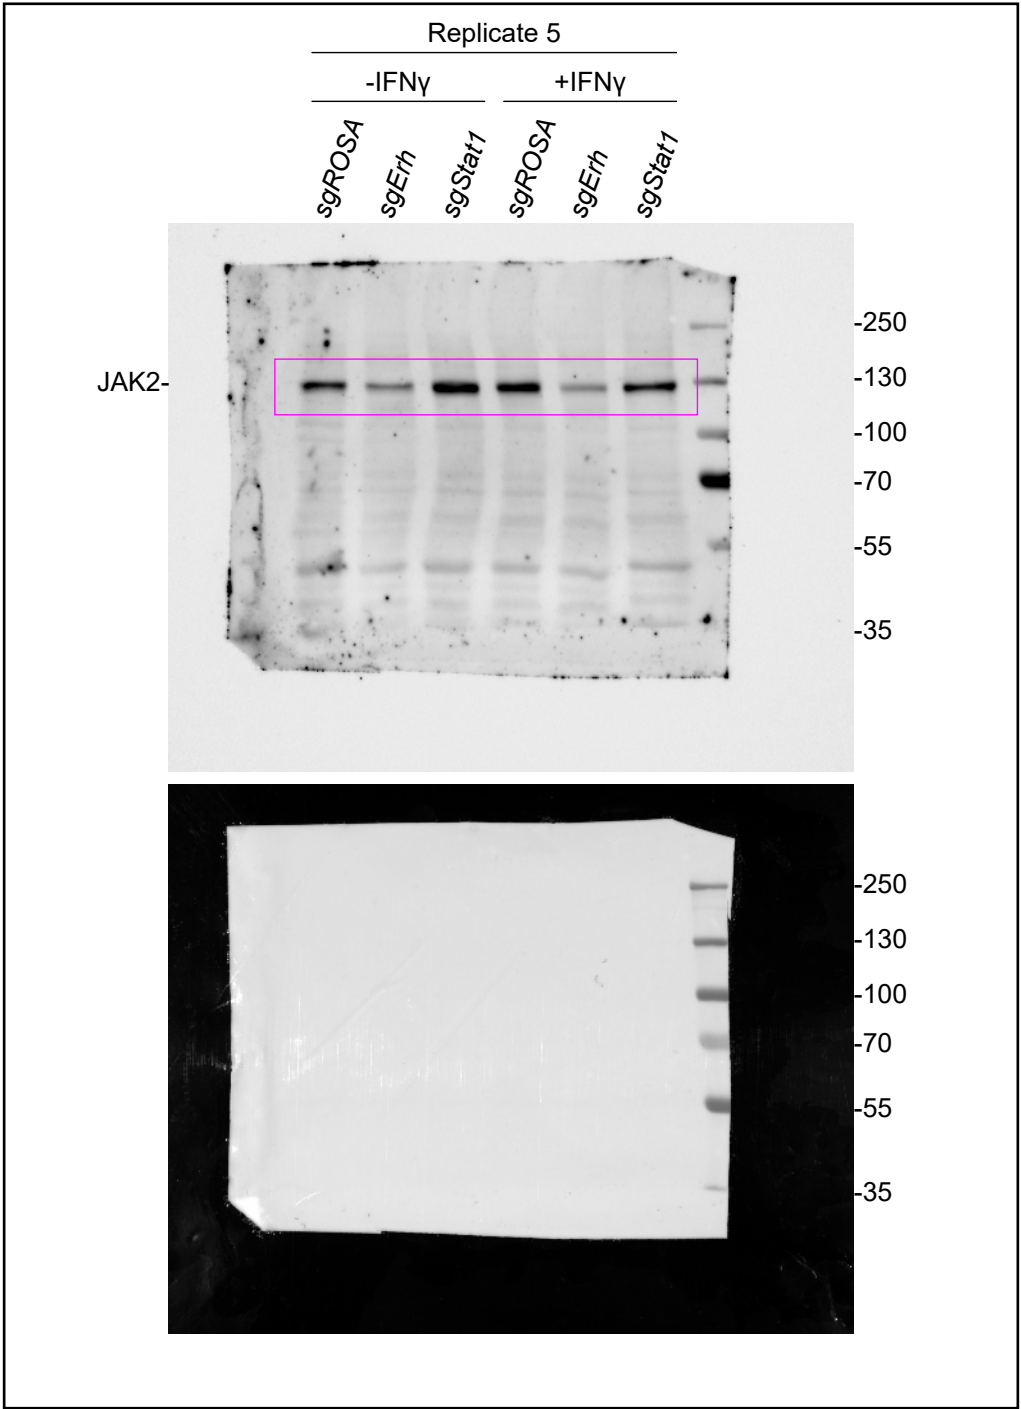

Replicate 5

RAW 264.7, p-STAT1 (10%)

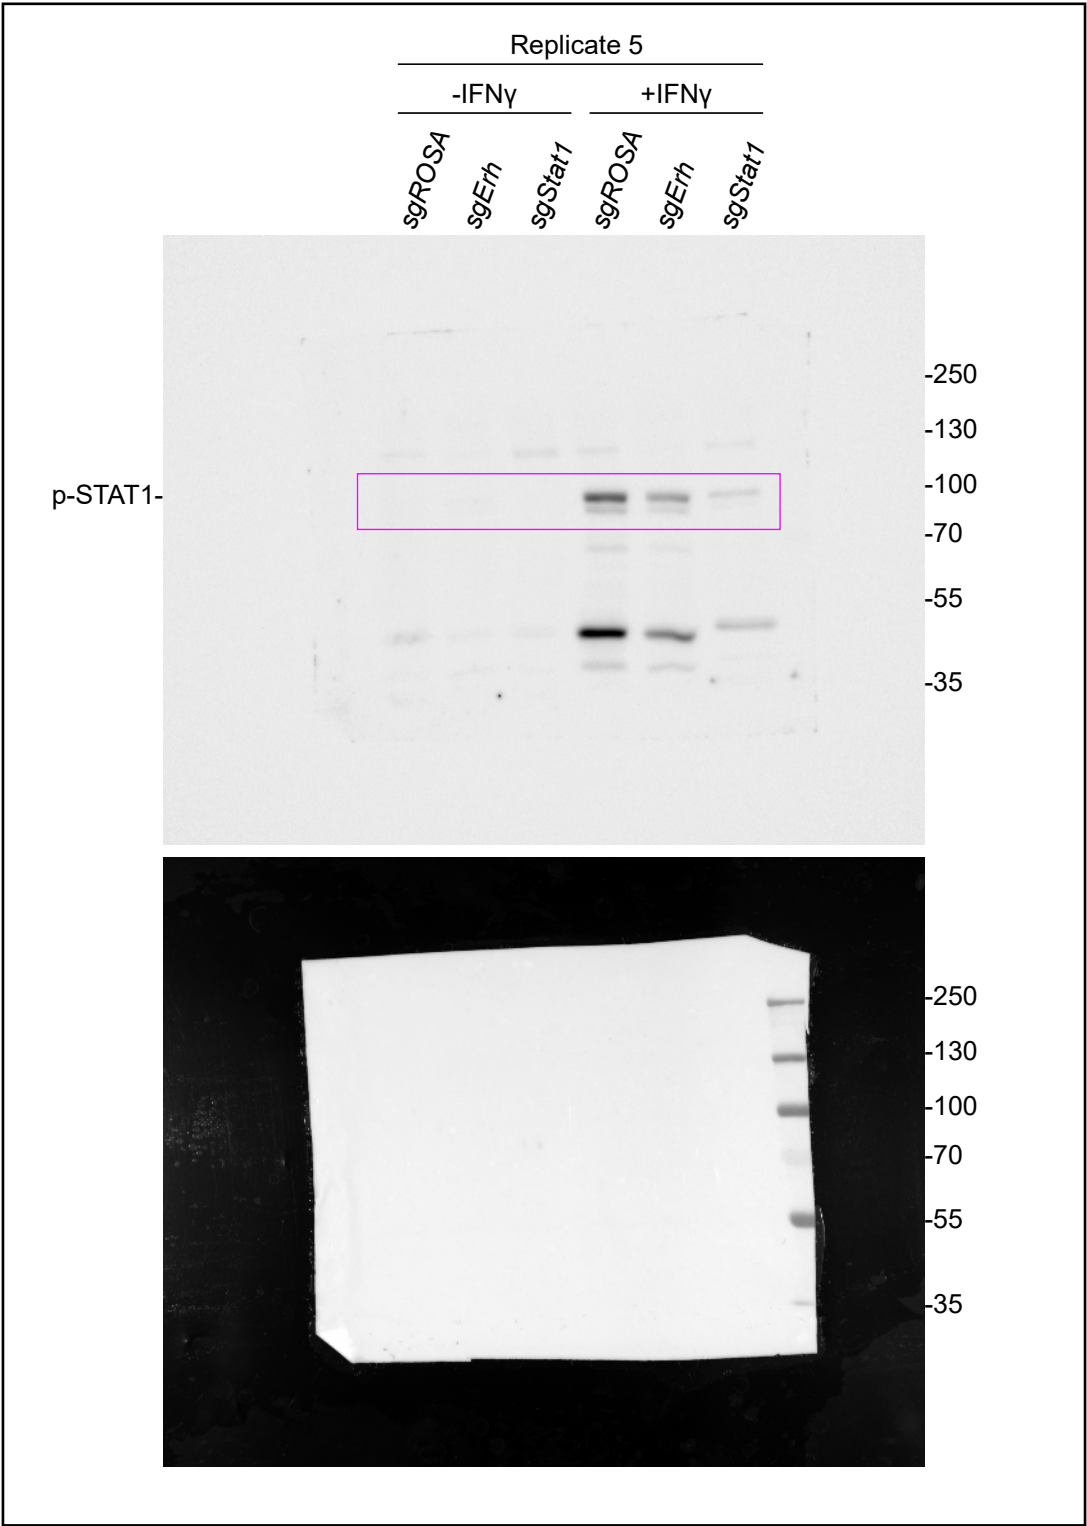

Replicate 5

RAW 264.7,  $\beta$ -Actin (8%)

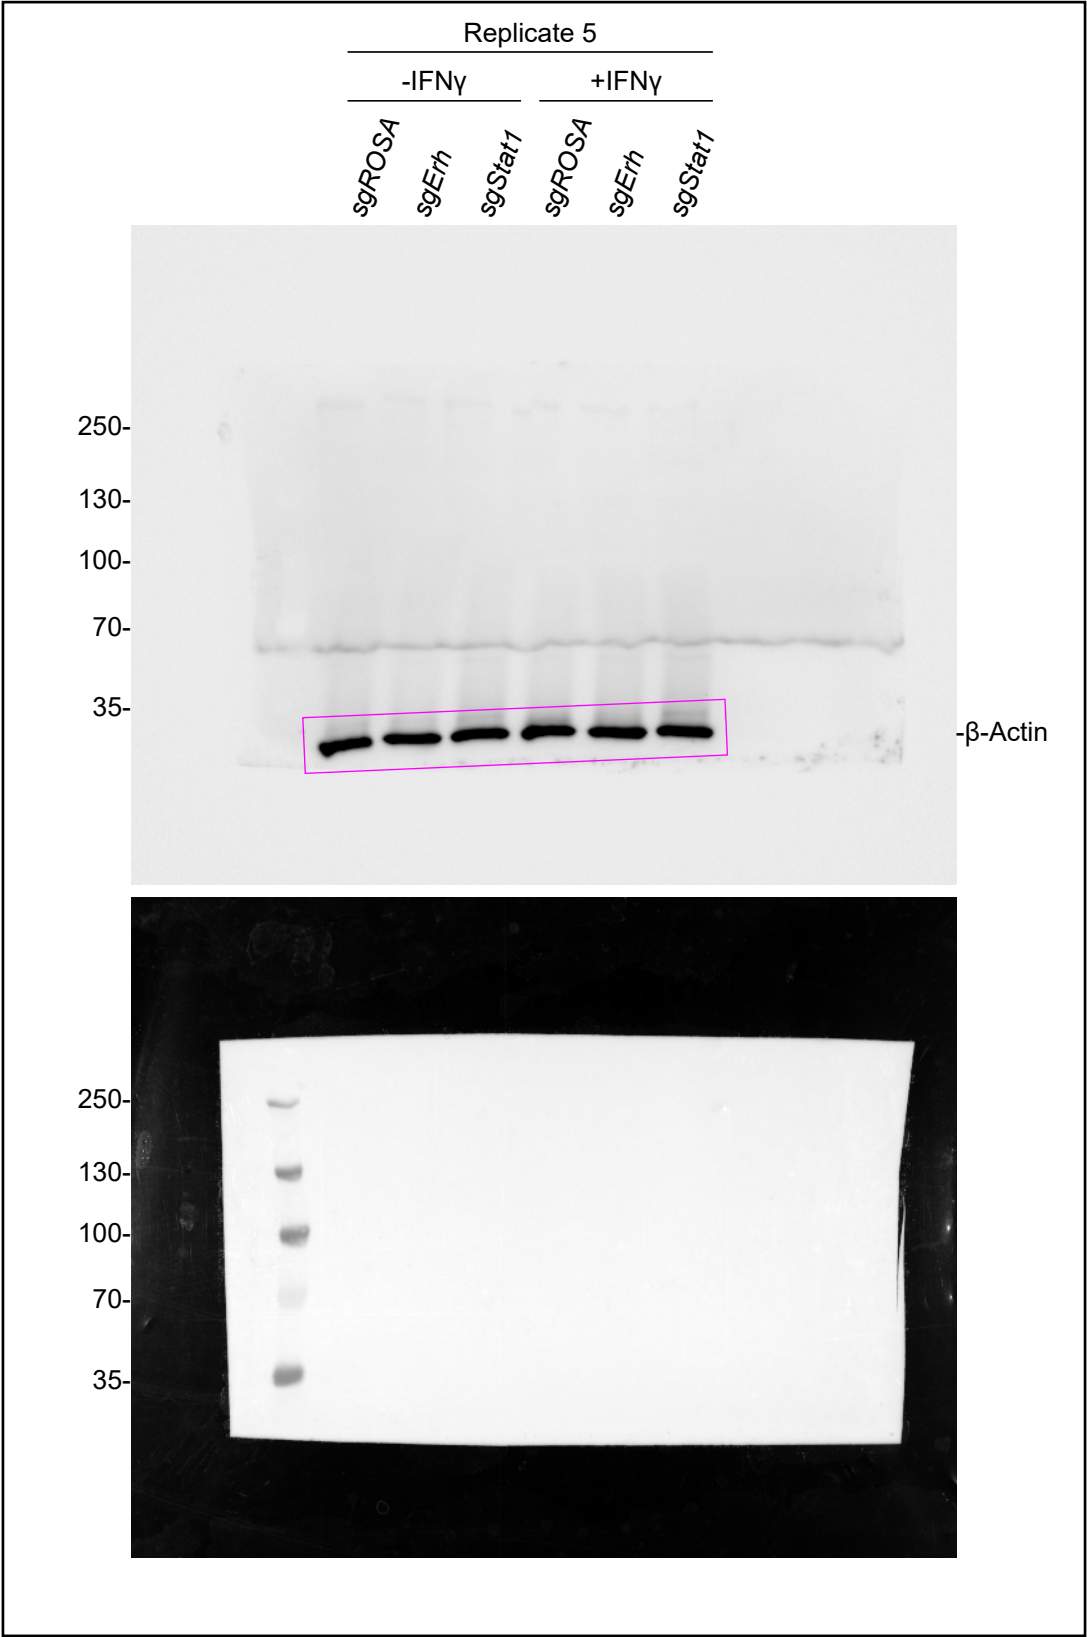

Replicate 5

RAW 264.7, JAK1 (8%)

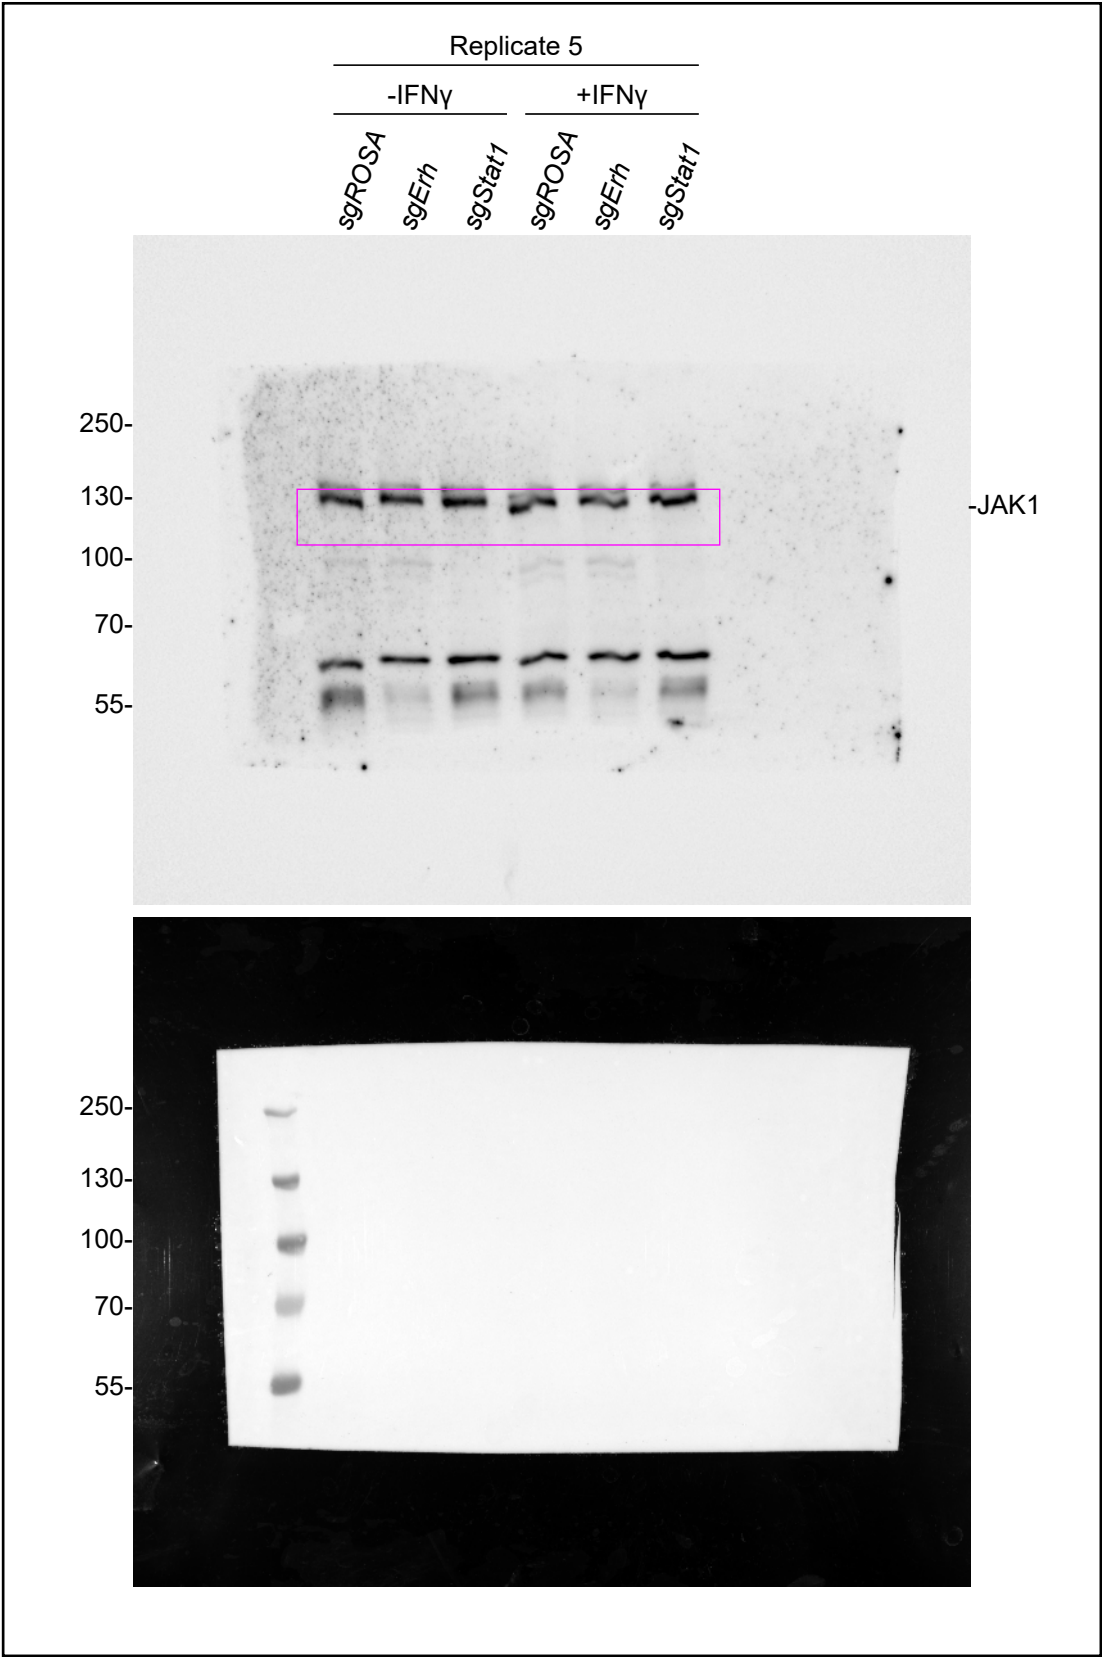

Replicate 5  
RAW 264.7, STAT1 (8%)

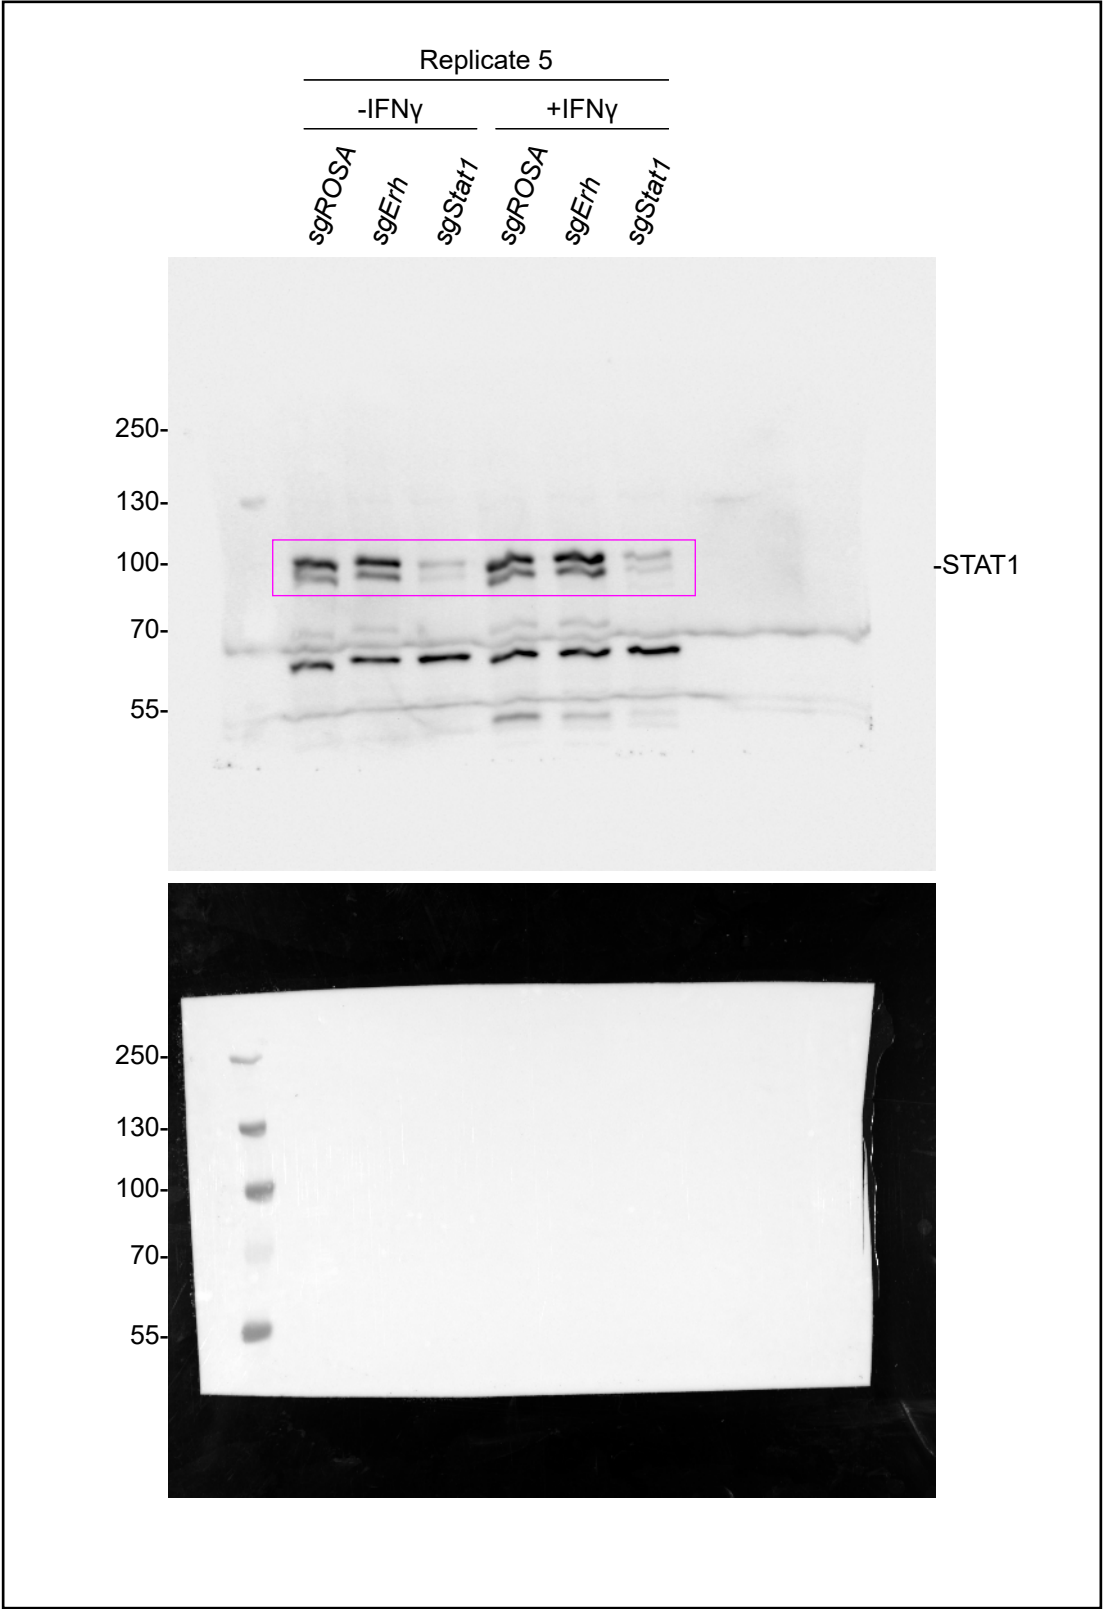

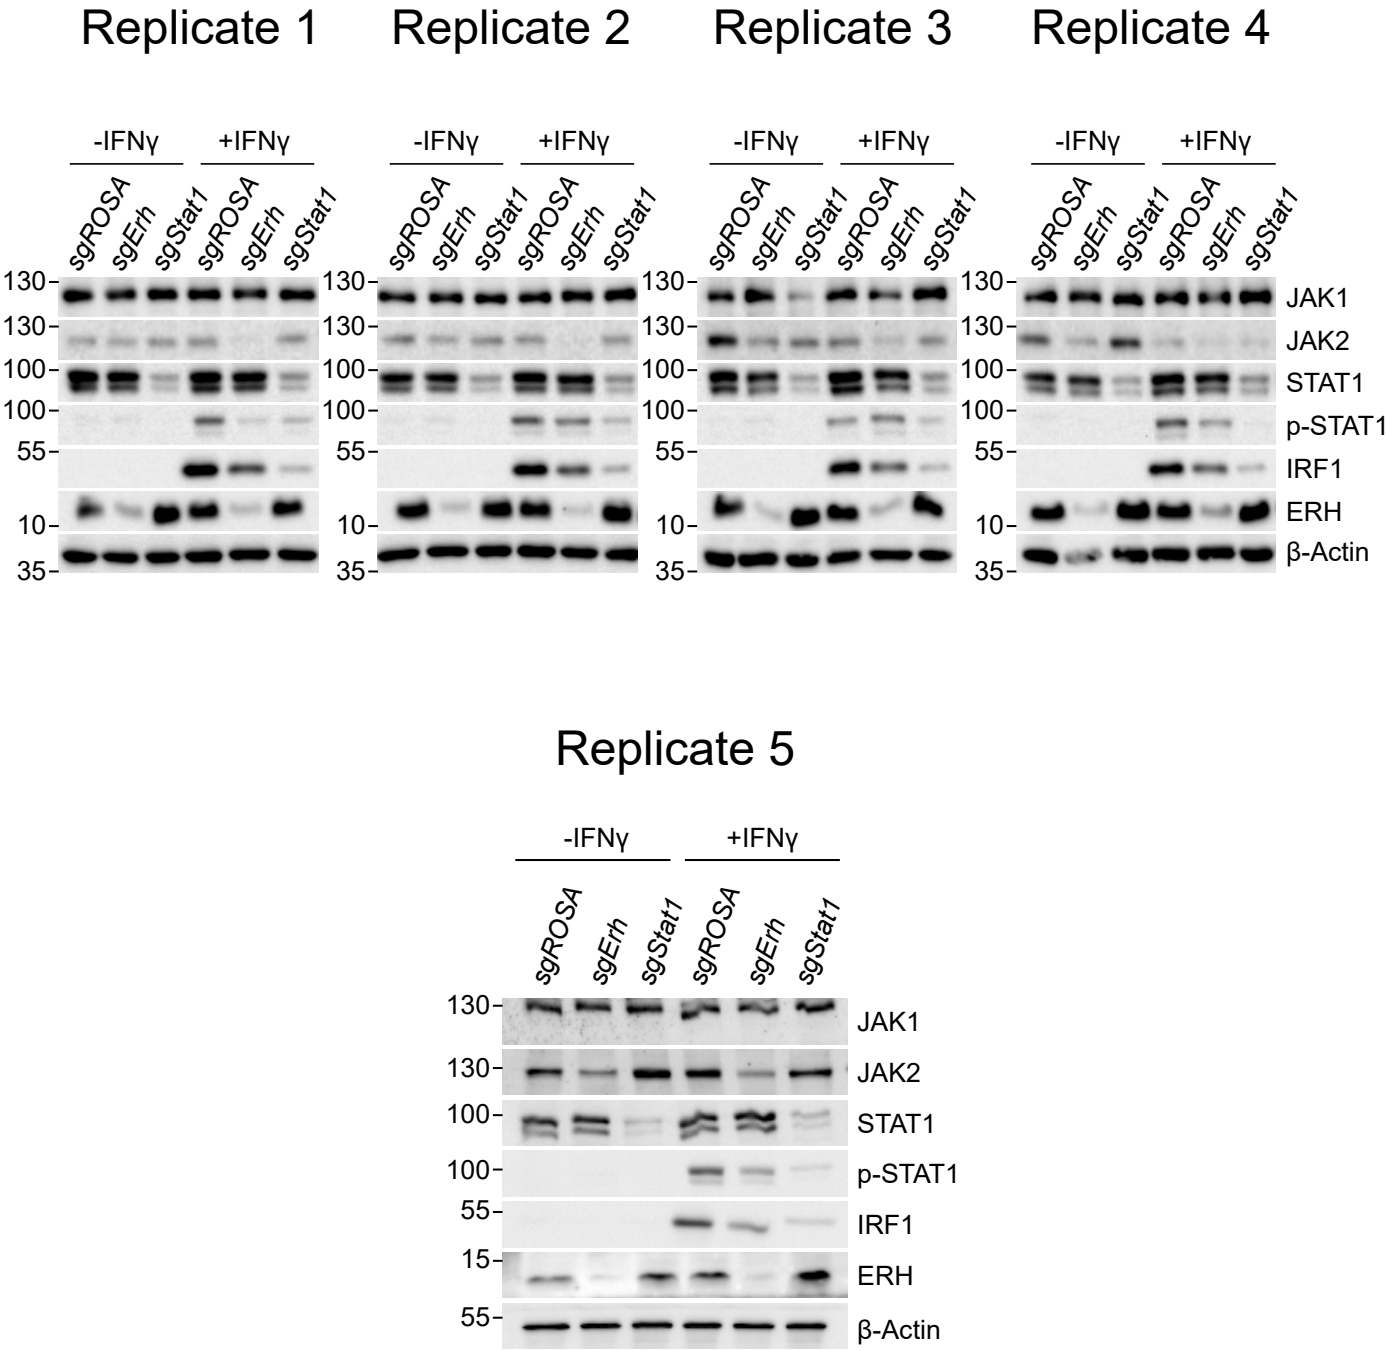

RKO, ERH (15% Gel)

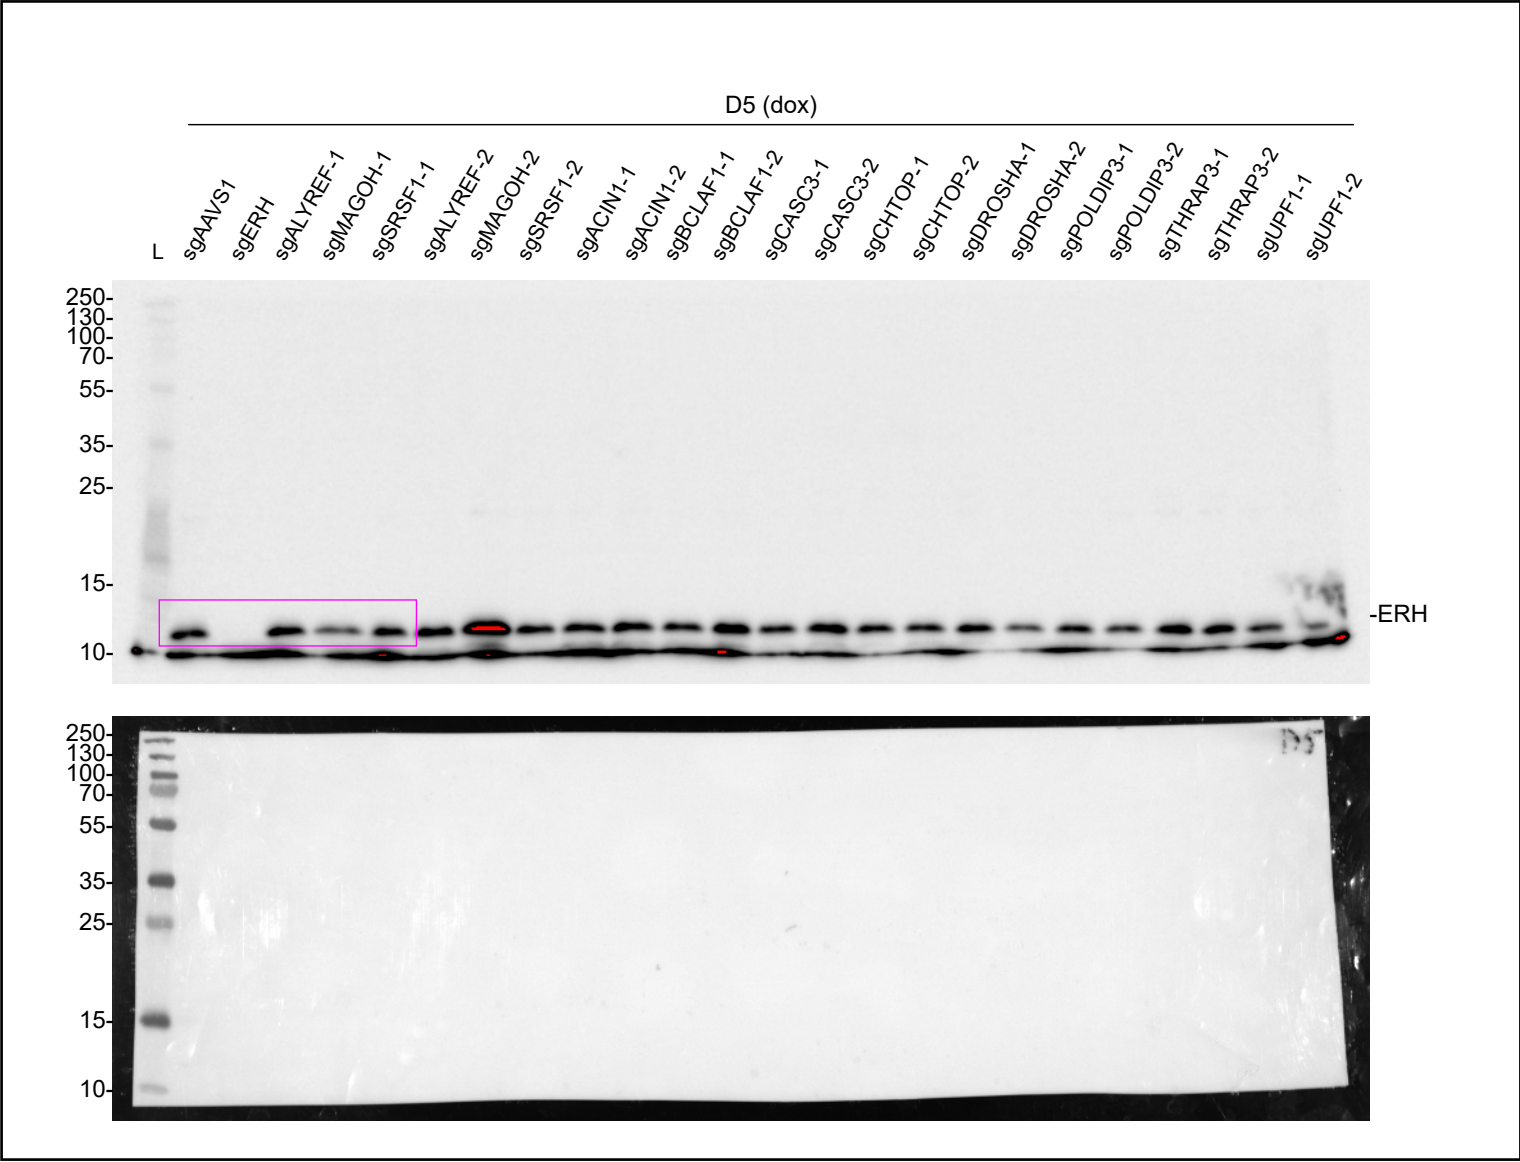

RKO, MAGOH (15% Gel)

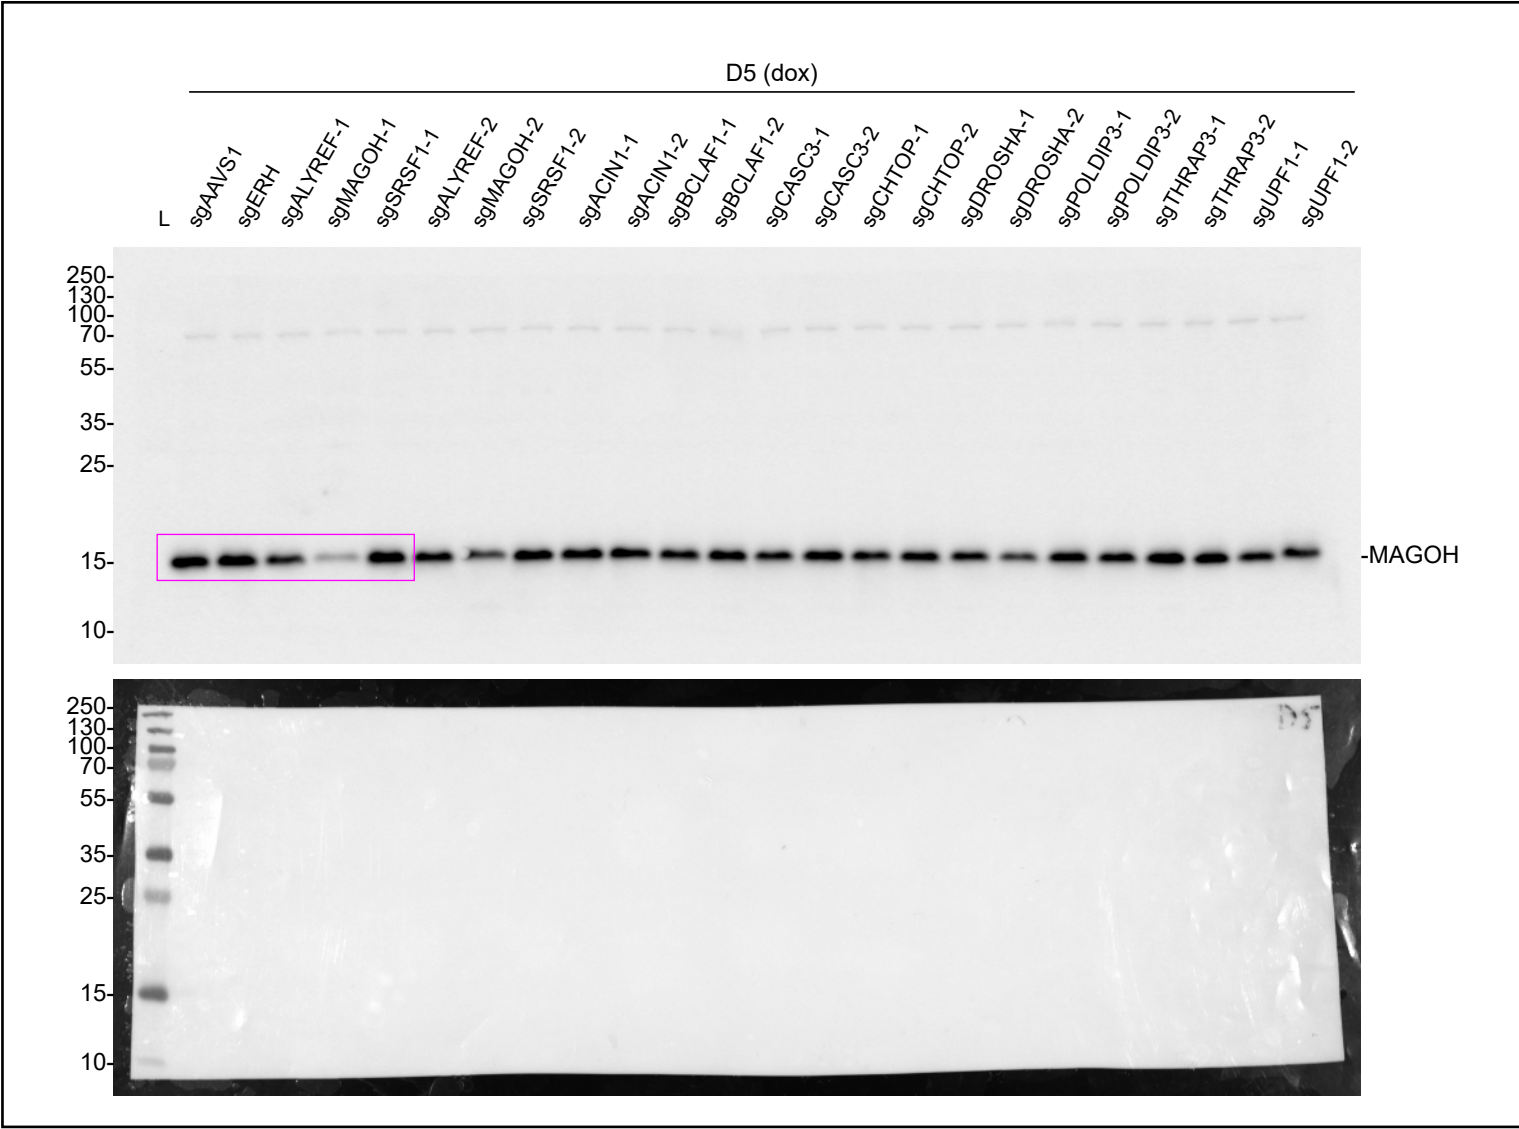

RKO, ALYREF (15% Gel)

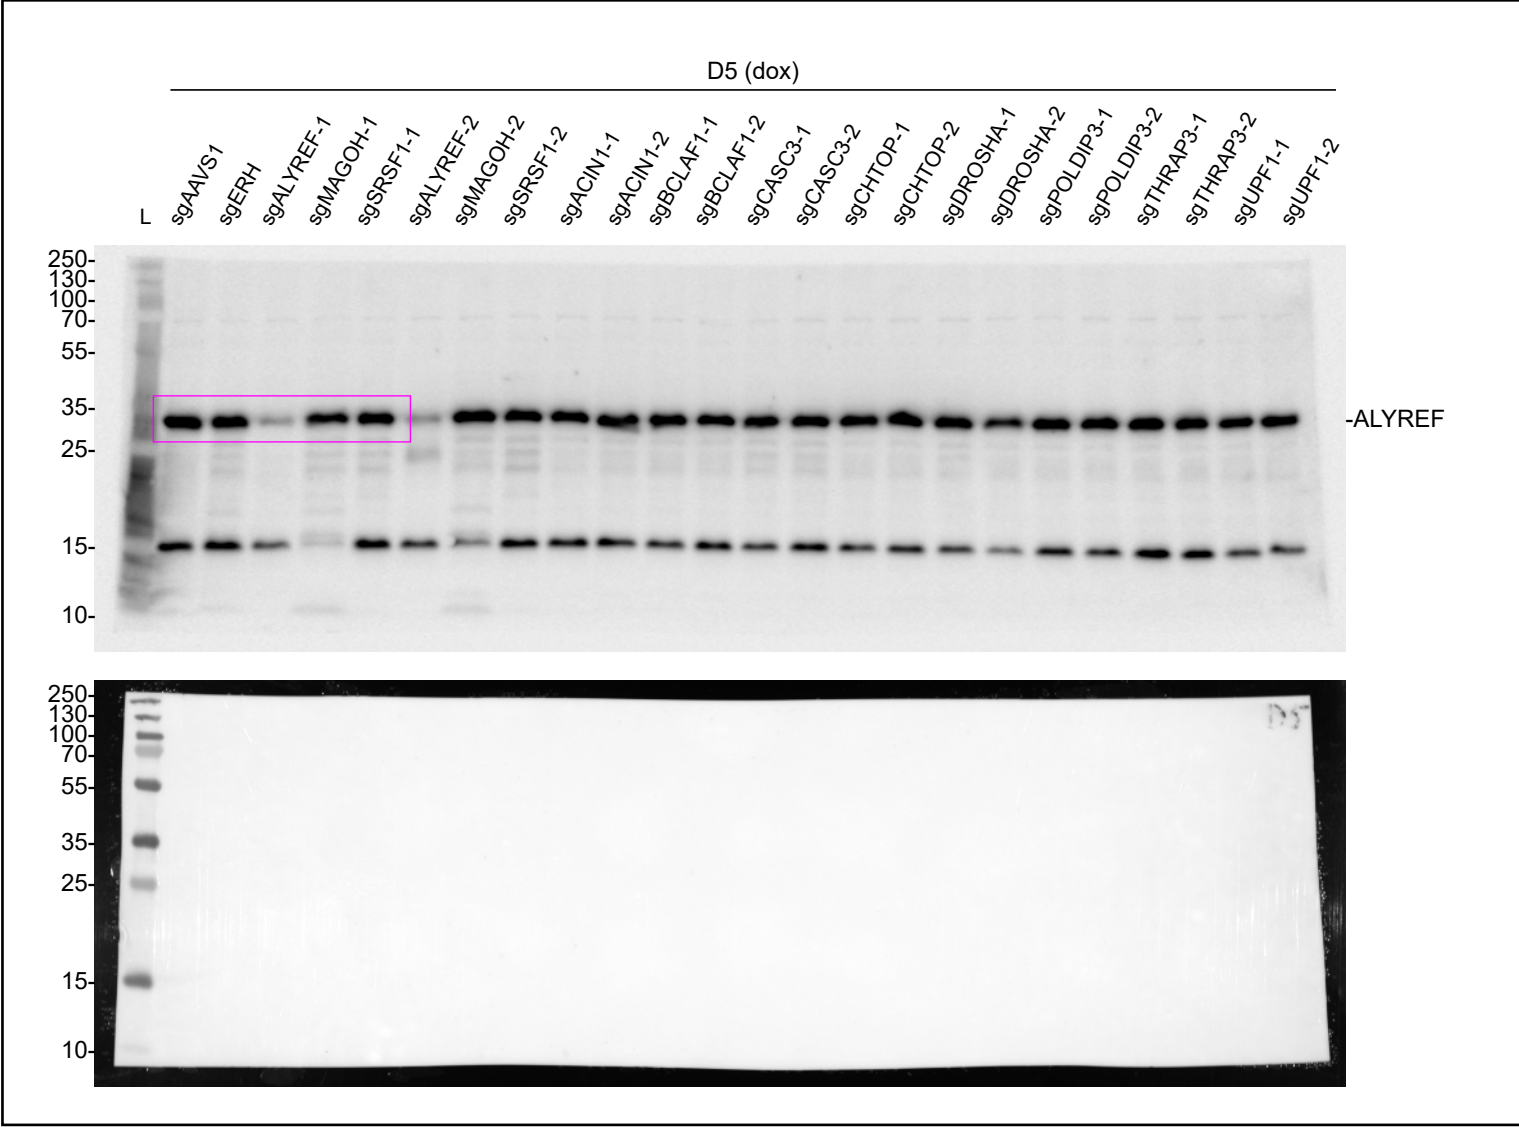

RKO, SRSF1 (15% Gel)

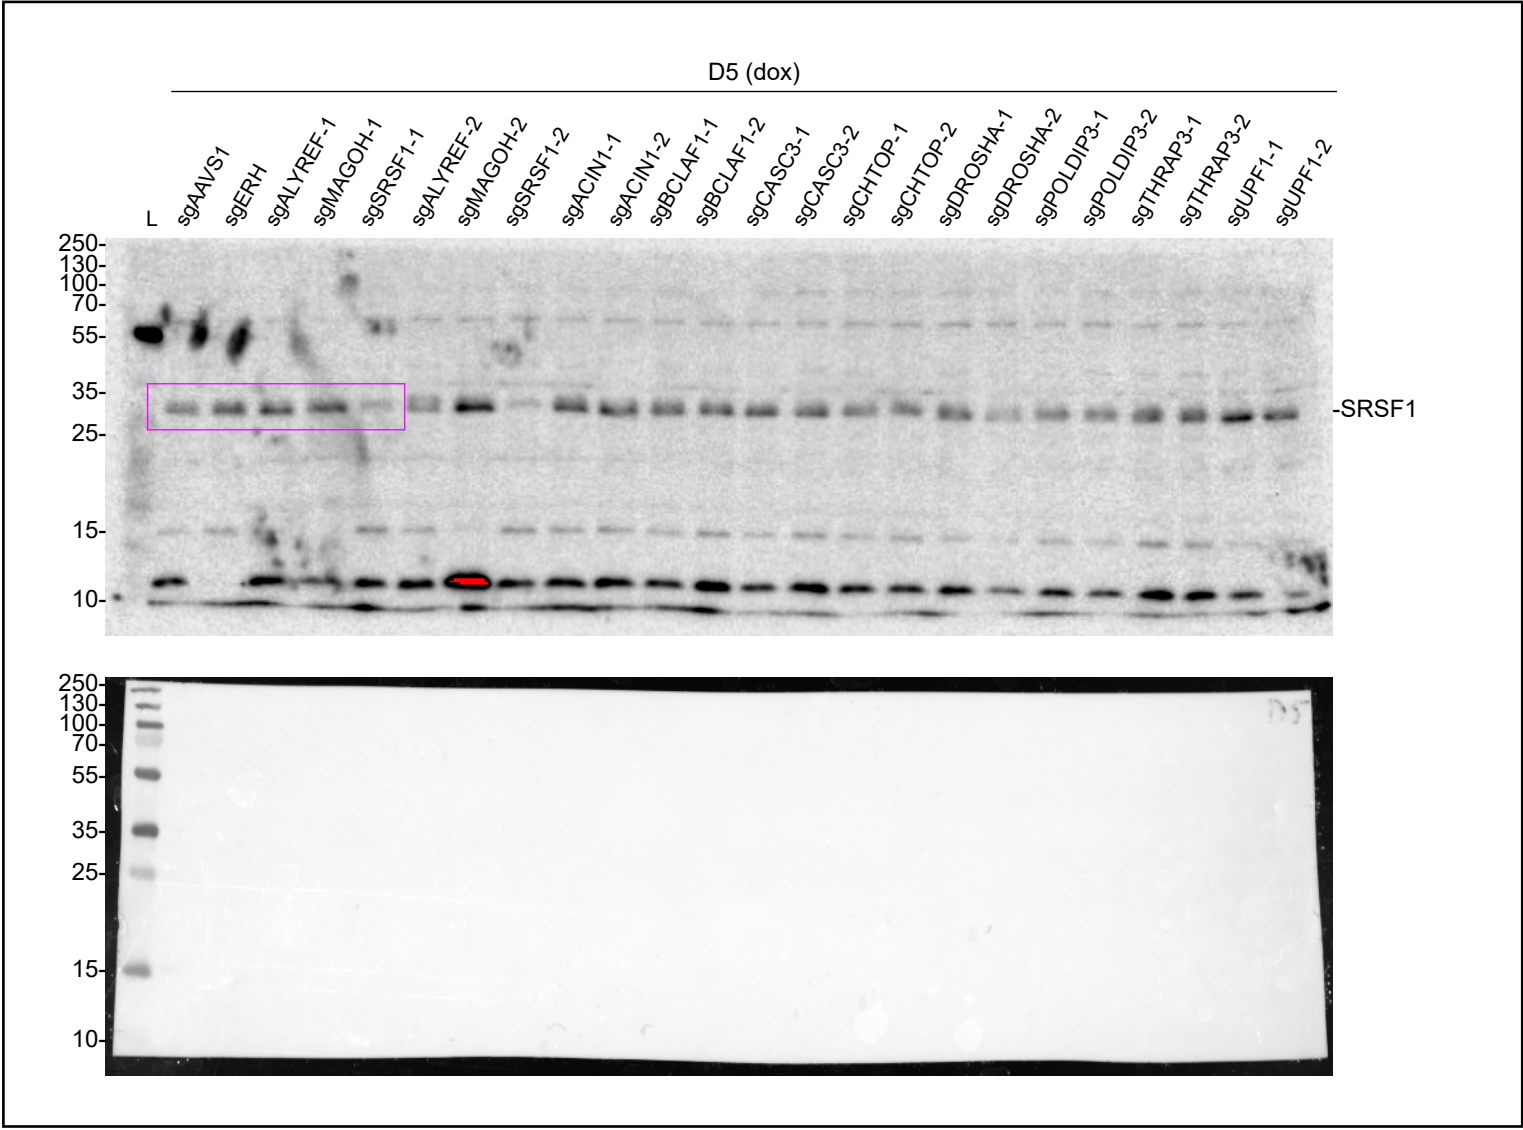

RKO, Vinculin (15% Gel)

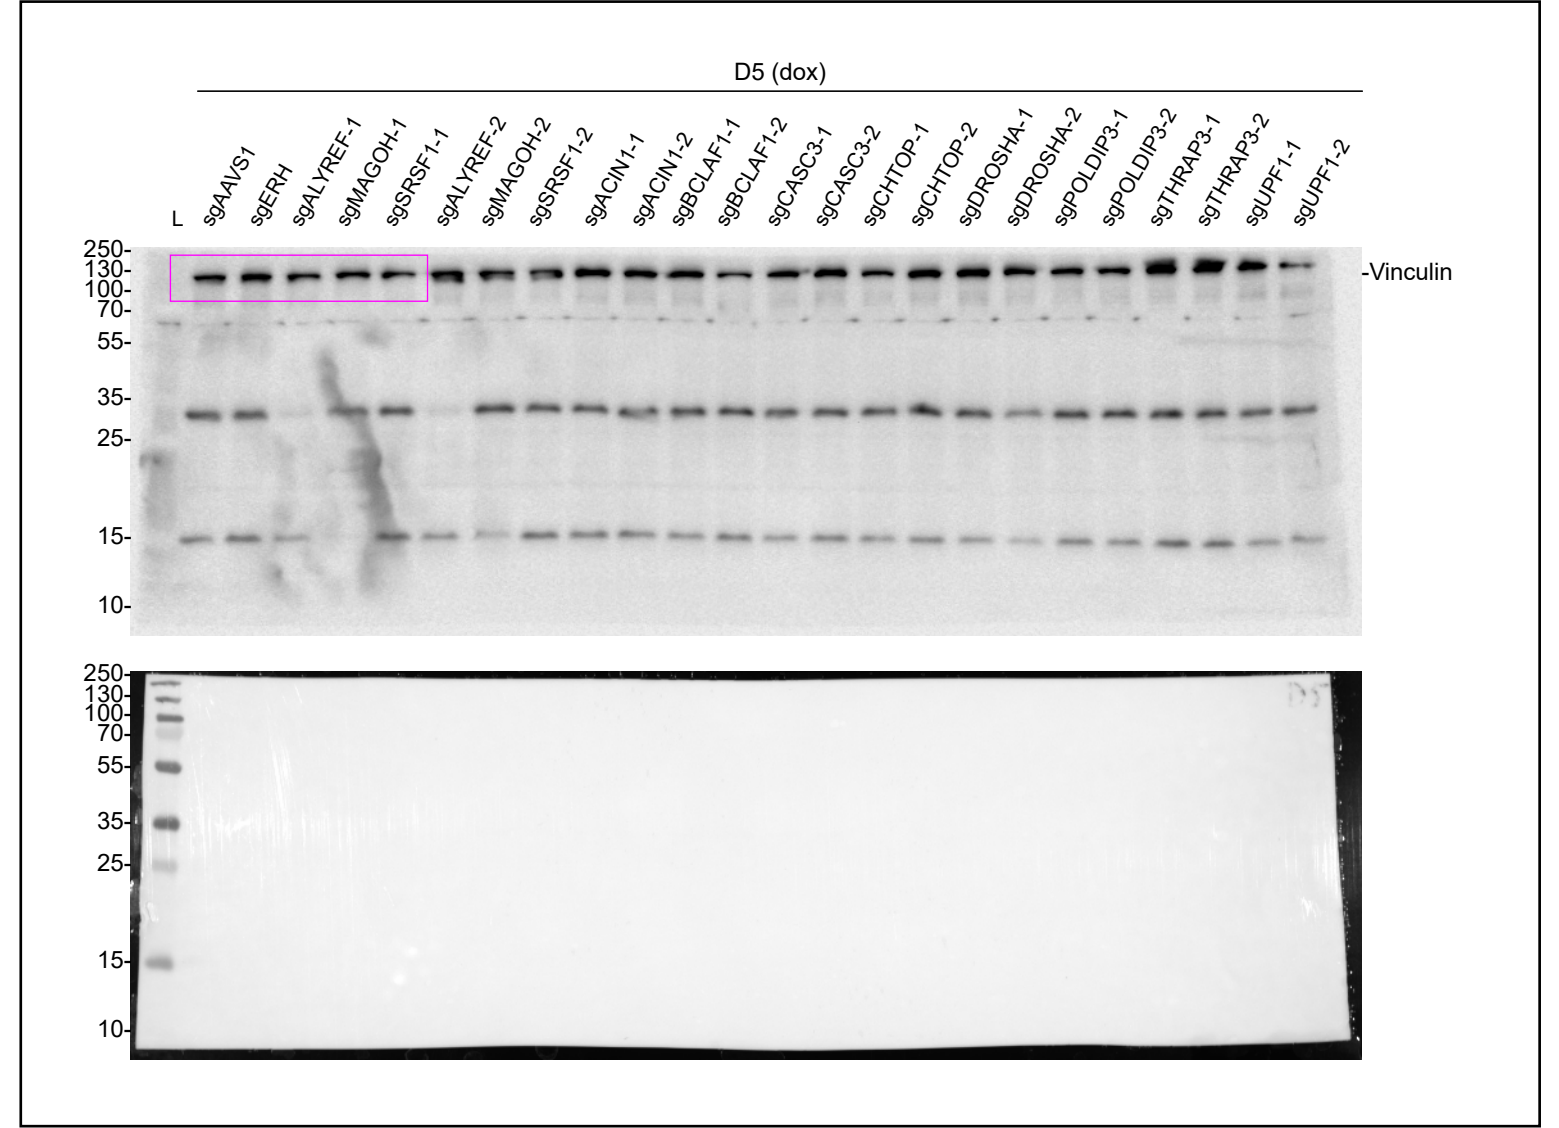

RKO, LAMIN A/C (10% Gel)

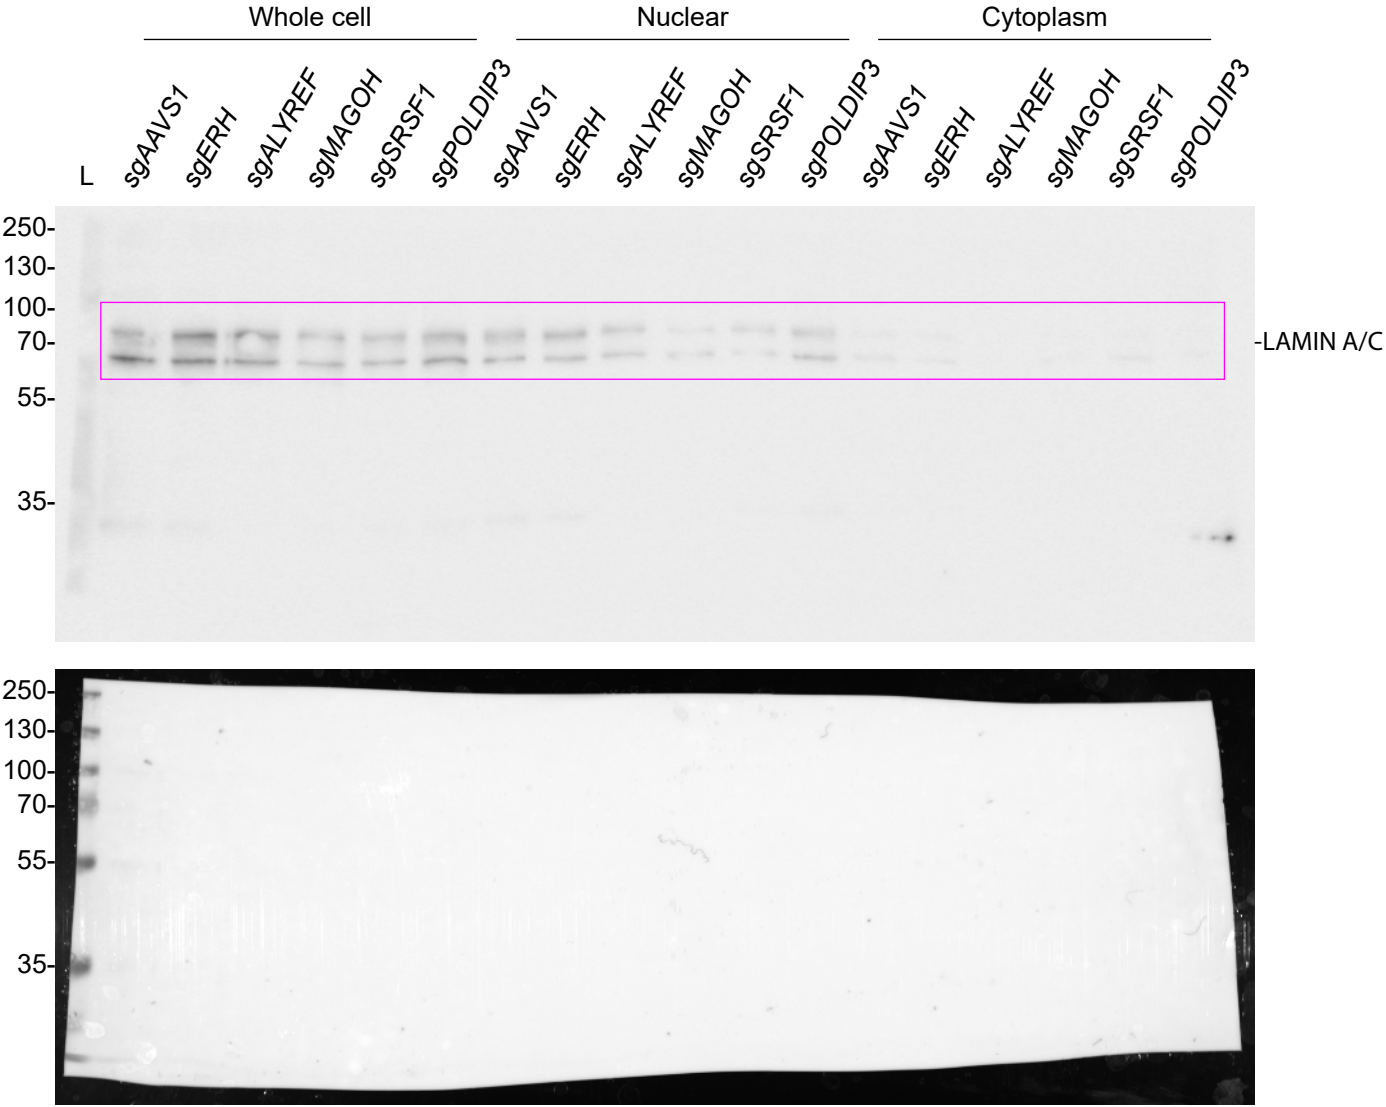

RKO, Vinculin (10% Gel)

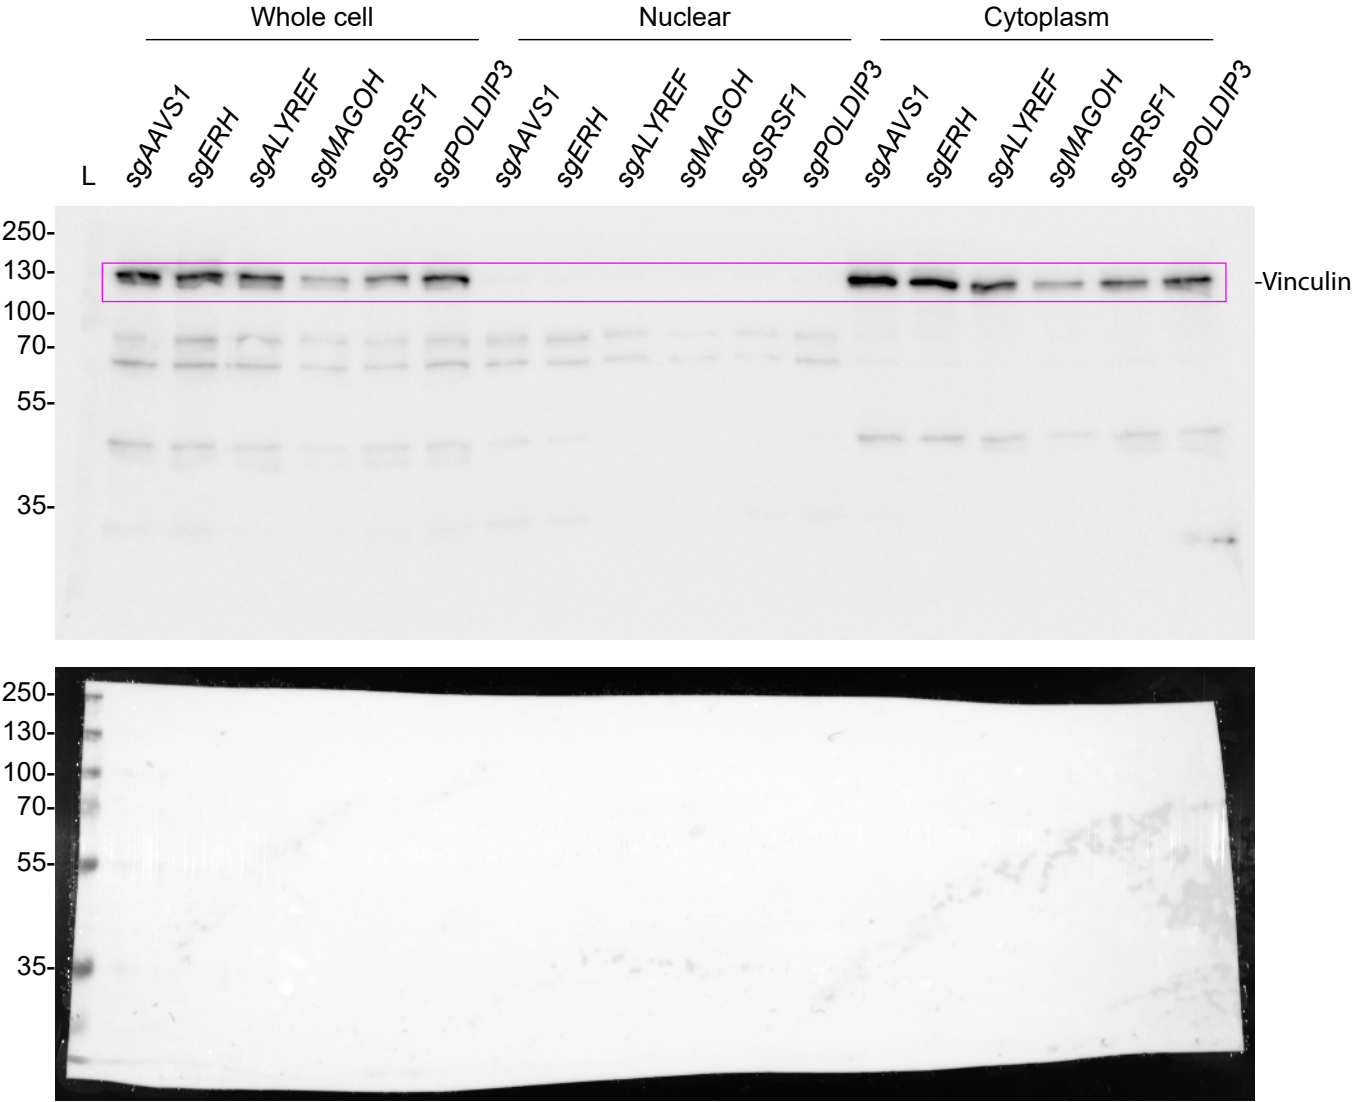

**Supplement:** gkaf545_Supplemental_Files

# Supplementary material for: ERH regulates type II interferon immune signaling through post-transcriptional regulation of JAK2 mRNA
**Source:** Nucleic Acids Res. 2025 Jun 30;53(12):gkaf545. doi: 10.1093/nar/gkaf545
**Supplement:** gkaf545_Supplemental_Files

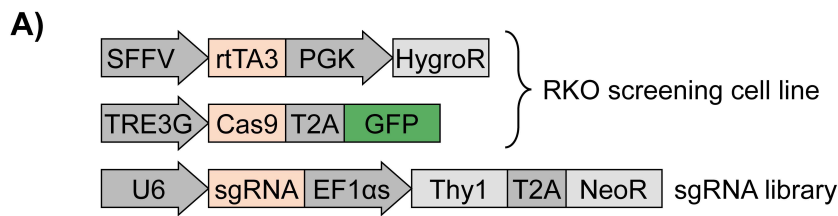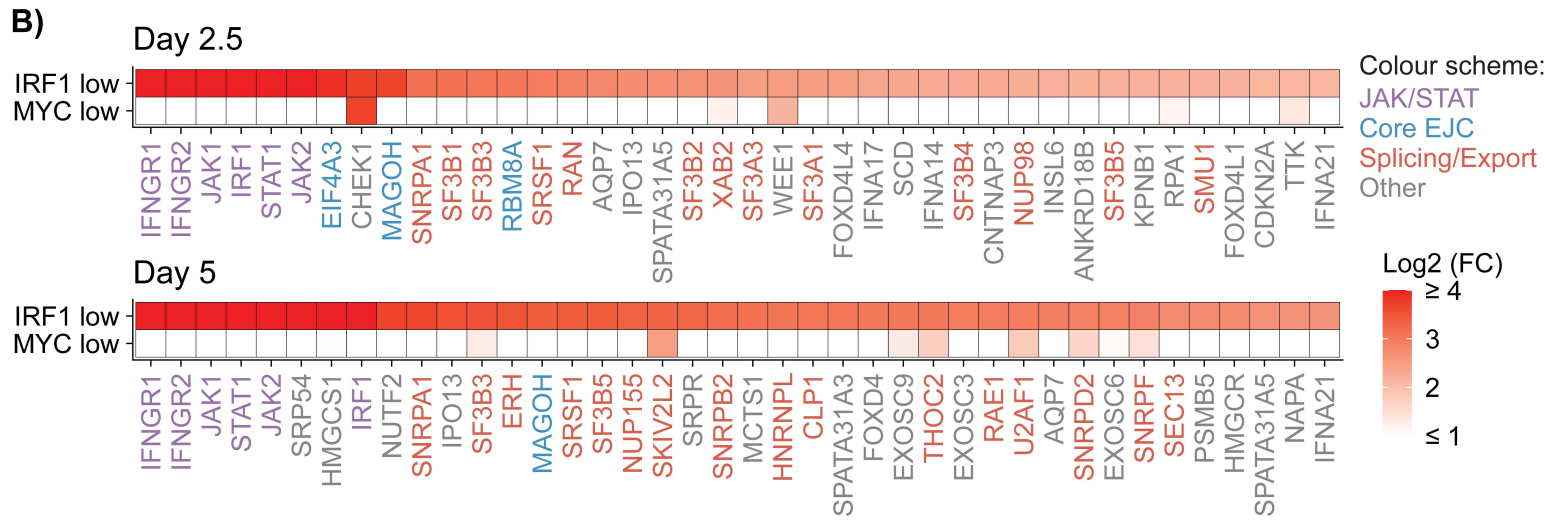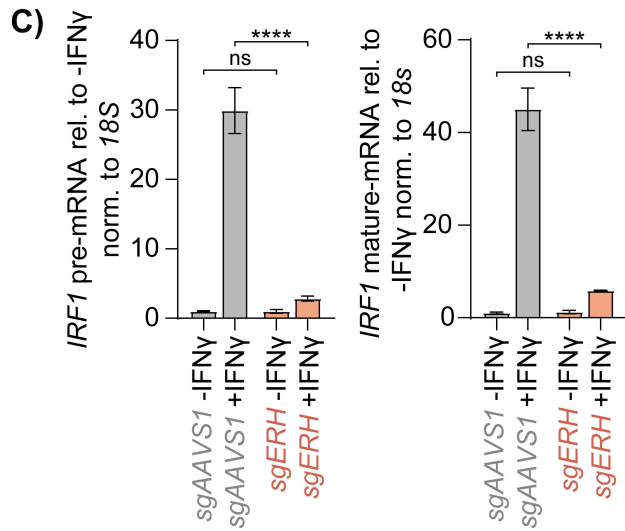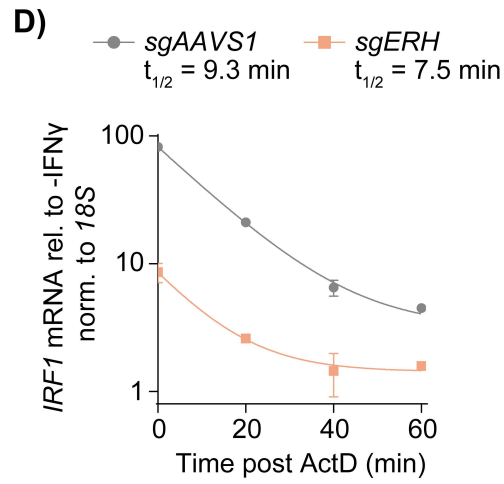

**Figure S1. Identification of ERH and other novel positive regulators of IFN $\gamma$  signaling by genome-wide genetic screening.**

(A) Constructs expressed in the RKO-iCas9 cell line used for the genetic screen. (B) Heatmaps showing enrichment of the top 40 positive IRF1 regulators in RKO cells at 2.5 or 5 days of Cas9 induction from the IRF1 genetic screen (Fig. 1D) or a comparable genetic screen for MYC regulators (de Almeida *et al*, 2021). Regulatory factors are color-coded for involvement in: JAK/STAT signaling (purple), EJC (blue), splicing and export (orange), or other processes (gray). (C) RKO-iCas9 cells expressing the indicated sgRNAs were induced with dox for 5 days, treated for 4 h with IFN $\gamma$ , after which pre- and mature *IRF1* mRNA levels were measured by RT-qPCR. Data represent means and sd; n = 3 biological replicates. Two-tailed t-test with Benjamini-Hochberg correction (\*p  $\leq$  0.05; \*\*p  $\leq$  0.01; \*\*\*p  $\leq$  0.001; \*\*\*\*p  $\leq$  0.0001). (D) RKO-iCas9 cells expressing the indicated sgRNAs were induced with dox for 5 days, stimulated for 4 h with IFN $\gamma$ , after which actinomycin D was added for the indicated times, and *IRF1* mRNA levels and half-life analyzed by RT-qPCR. Data represent means and s.d.; n = 3 biological replicates.

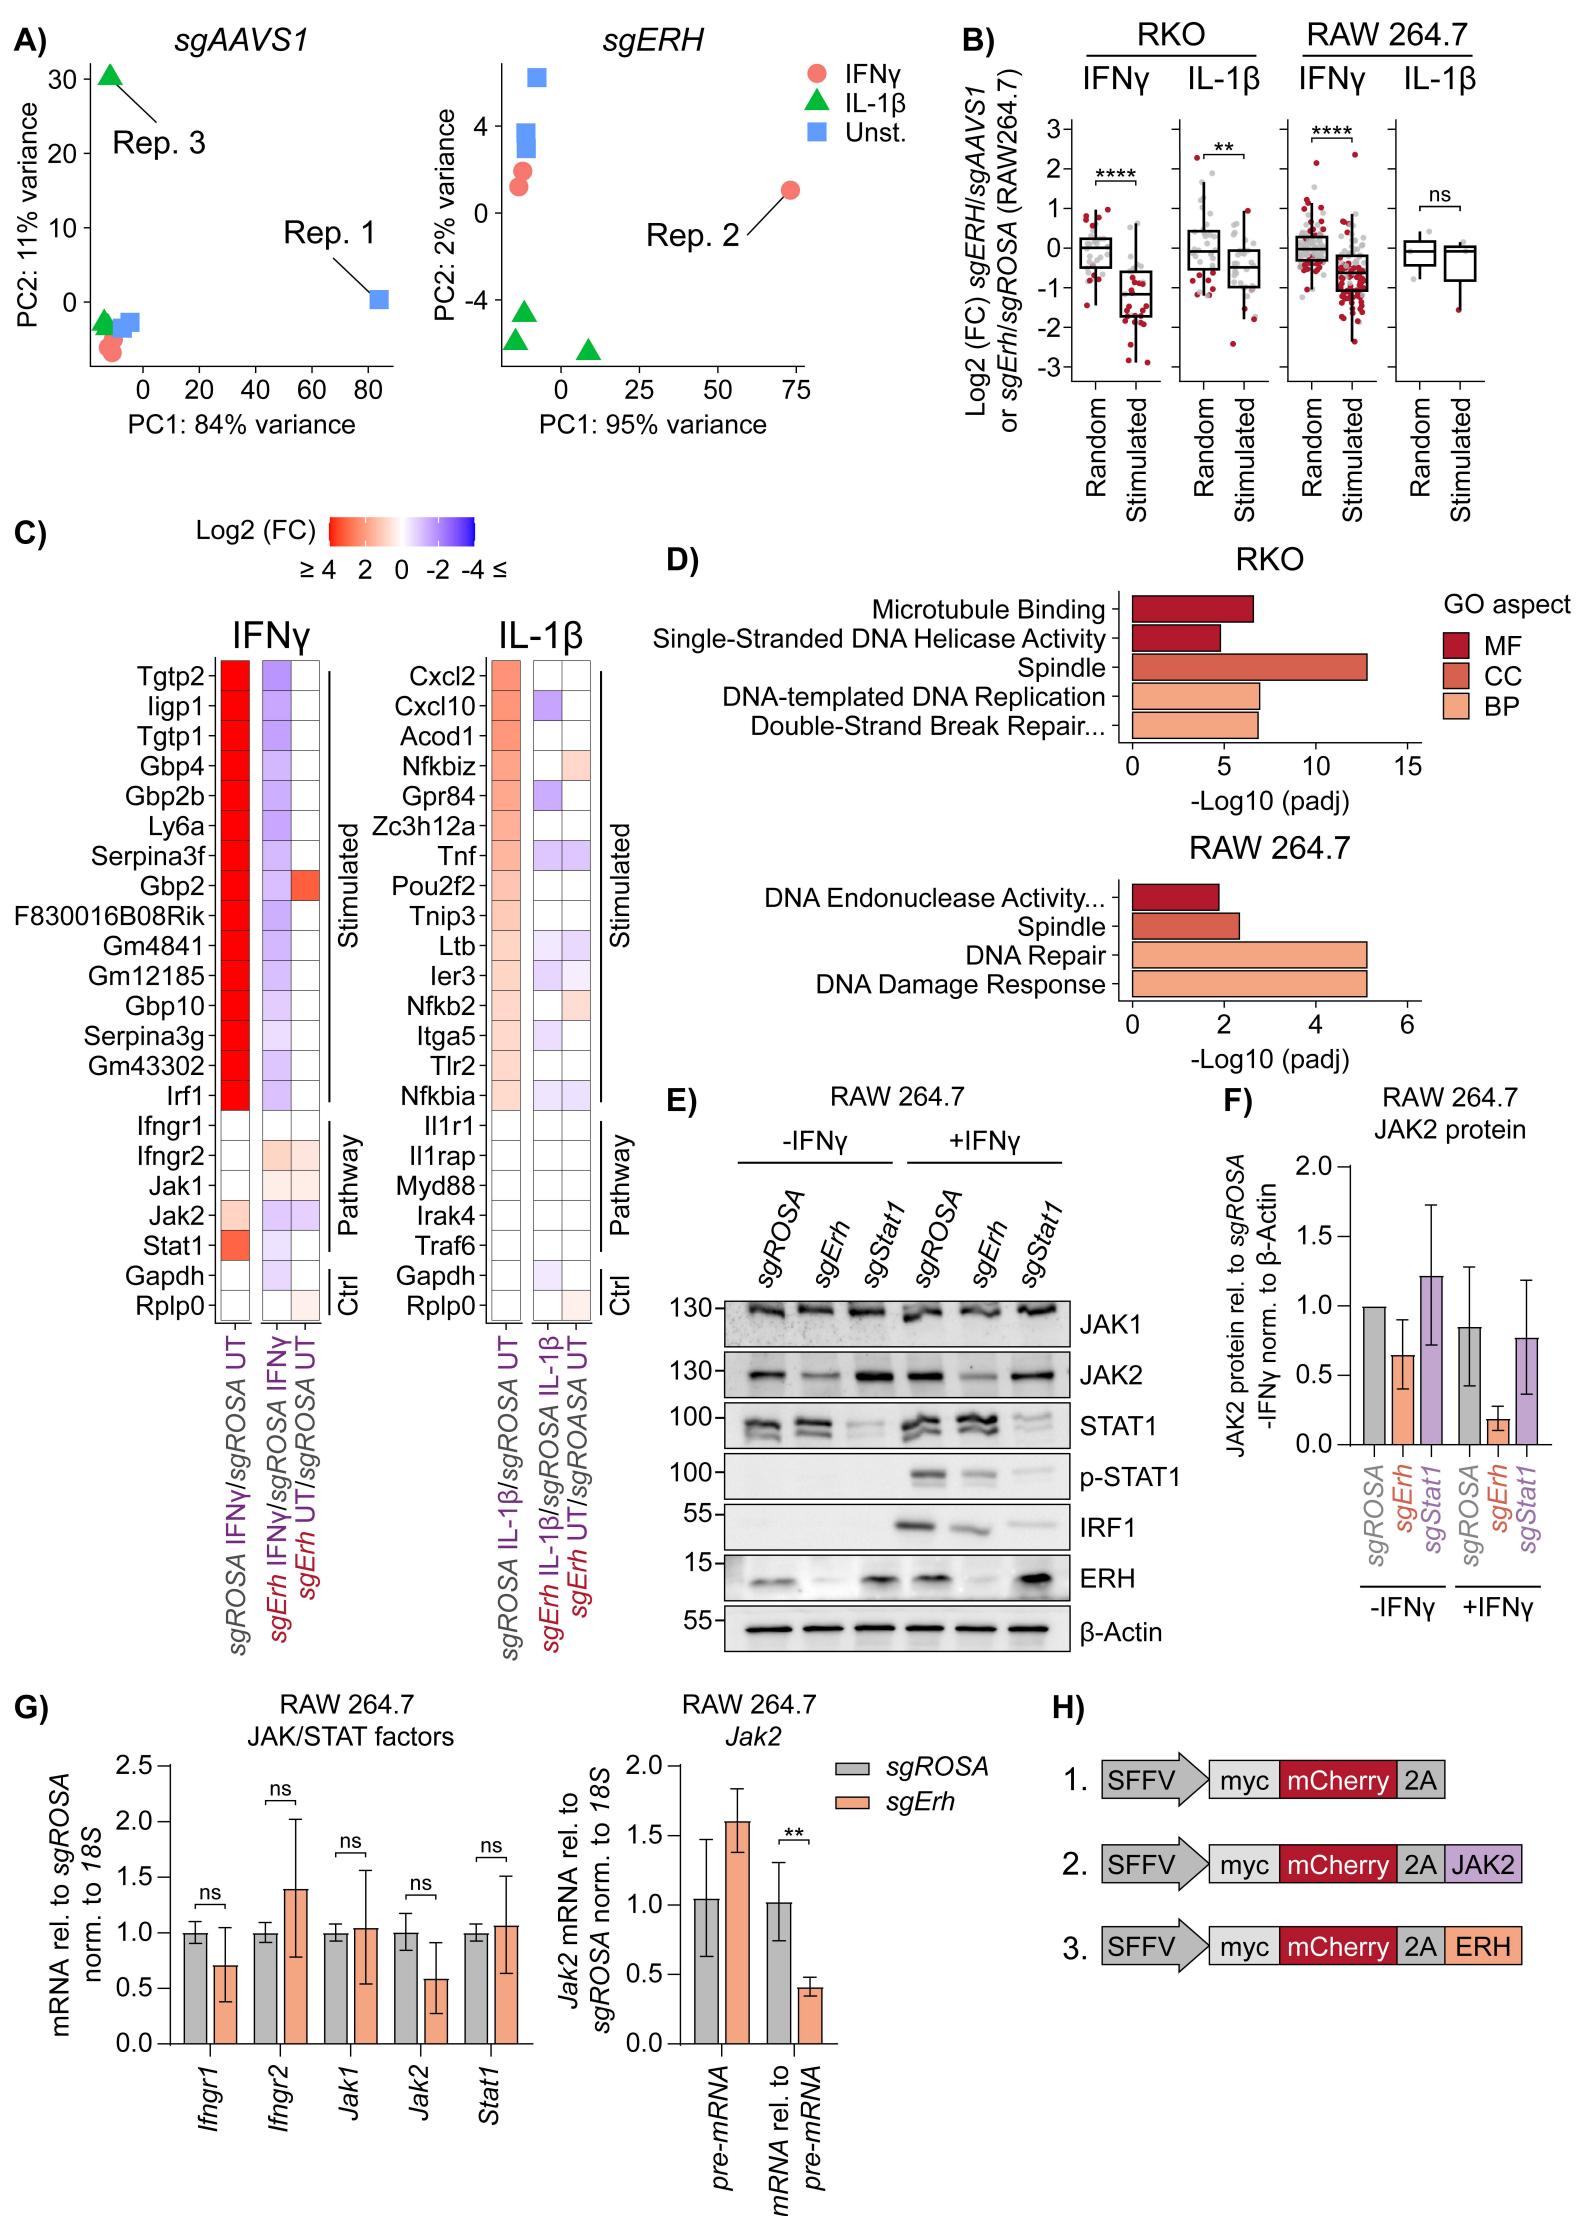

**Figure S2. ERH is essential to maintain *JAK2* mRNA and protein levels, and consequently critical for IFN $\gamma$  signaling.**

(A) PCA analysis for the 3' QuantSeq analysis of RKO-iCas9 cells expressing the indicated sgRNAs and stimulated with the indicated treatments. Replicate outliers excluded from downstream analysis (Fig. 2A) are labeled. (B) Boxplots comparing the differential expression of stimulated genes in control cells ( $\log_2$  fold change  $\geq 2$  and  $\text{padj} \leq 0.05$ ) or the same number of randomly selected genes in RKO-iCas9 or RAW 264.7-iCas9 cells expressing the indicated sgRNAs and stimulated with indicated cytokines. 

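Among the genes that IFNγ raised by a log2 fold change of at least 2 in sg*ROSA* mouse macrophages, *Socs1*, which encodes an inhibitor of JAK kinases, stood at 7.13 ± 0.46 CPM with sg*ROSA* and 2.10 ± 0.98 CPM with sg*ERH* under IFNγ. *Cd40*, which encodes a receptor for T cell help, stood at 10.4 ± 0.96 and 4.63 ± 1.58 CPM, and the GTPase gene *Gbp2* (chromosome 3, 142620602 to 142638008, GRCm38) at 235 ± 13.0 and 114 ± 14.4 CPM. For the GTPase gene *Tgtp2* the values were 255 ± 0.62 and 70.9 ± 4.37 CPM, although 97.0% of its reads also map elsewhere. *Tmem140*, *Cd83* and *Trim12c* were the genes of this set that were higher with sg*ERH* under IFNγ.

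The set holds 103 genes, with a median log2 fold change of sg*ERH* against sg*ROSA* under IFNγ of −0.55 and a range of −2.19 to 1.85. Of these genes 82 were below 0, 53 were lower and 3 were higher in edgeR's quasi-likelihood test at an adjusted p of at most 0.05. Of 10000 random lists of 103 tested genes, 0 had a median as low, and the middle 95% of their medians ran from −0.02 to 0.23. When the genes were picked without 1 sg*ROSA* IFNγ library and sg*ERH* was compared with that library alone, the median was −0.54. Without ligand the median of all 103 genes was 0.76, but the sg*ROSA* libraries without ligand also entered their selection. When the genes were picked without 1 of those libraries and sg*ERH* was compared with that library alone, it was 0.44. This value also differs in how sg*ERH* was compared, so the drop from 0.76 need not come from selection alone. For IL-1β the set holds 3 genes with a median of −0.13, and 24.2% of random lists of that size had a median as low. Leaving out 1 library moved this median widely. It was −0.83 without sg*ROSA* non-treated replicate 2 or 3, and 0.060 without replicate 1.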

Statistically non-significant genes from differential expression analysis ( $\text{padj} > 0.05$ ) are colored gray and significant genes ( $\text{padj} \leq 0.05$ ) are colored red. Two-sided Wilcoxon Rank Sum test (\* $p \leq 0.05$ ; \*\* $p \leq 0.01$ ; \*\*\* $p \leq 0.001$ ; \*\*\*\* $p \leq 0.0001$ ). 

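*Iigp1*, which encodes a GTPase that attacks parasite vacuoles (chromosome 18, 60376027 to 60392634, GRCm38), rose with IFNγ from 0.37 ± 0.13 to 1405 ± 51.1 CPM in sg*ROSA* mouse macrophages. In sg*ERH* cells it rose to 487 ± 25.7 CPM. *Gbp2b*, which encodes a guanylate-binding protein of the same defence, reached 282 ± 21.1 and 109 ± 3.23 CPM. *Tgtp1*, *Ly6a*, *Serpina3f*, *Gm4841*, *Gm12185* and *Gbp4* had no count in any sg*ROSA* library without ligand, so their induction has a lower bound alone. Against a floor of 3 counts over the group, 0.27 CPM, *Ly6a*, which encodes the surface protein Sca-1, was at least 218-fold higher with IFNγ, *Serpina3f* at least 194.9-fold and *Gbp4* at least 104-fold. *Tgtp1* was at least 547-fold higher, but 87.4% of its reads also map elsewhere.

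Of the 15 genes that the study shows for IFNγ, which it picked on these libraries, 14 were lower with sg*ERH* under IFNγ in edgeR's quasi-likelihood test over all genes, and 15 adjusted over the list alone. Their median log2 fold change was −1.15. The values were −1.53 for *Iigp1* (SE 0.08, adjusted p 1.6e-11, edgeR), −1.38 for *Gbp2b* (SE 0.10, adjusted p 1.4e-09, edgeR) and −1.50 for *Ly6a* (SE 0.18, adjusted p 4.6e-06, edgeR). *Serpina3g* did not pass over all genes (−0.50, SE 0.22, adjusted p 0.087, edgeR). Without ligand *Gbp2* was higher with sg*ERH* (2.85, SE 0.72, adjusted p 0.0034, edgeR), on few reads.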

(C) Cas9 was induced for 5 days in RAW 264.7-iCas9 cells expressing the indicated sgRNAs, stimulated for 4 h with IFN $\gamma$  or IL-1 $\beta$ , after which RNA levels were quantified by 3' QuantSeq. The top 15 stimulated genes and pathway components are shown. Non-significant changes ( $\text{padj} \leq 0.1$ ) were given a 0-fold change difference.  $n = 3$  biological replicates. (D) Selected top enriched GO terms for the subset of mRNAs with reduced expression ( $\log_2$  fold change  $\leq -1$  and  $\text{padj} \leq 0.05$ ) from *ERH* ablation at non-stimulated conditions by 3' mRNA-Seq in RKO-iCas9 and RAW 264.7-iCas9 cells. MF, molecular function; CC, cellular component; BP, biological process. (E) Dox-induced RAW 264.7-iCas9 cells expressing the indicated sgRNAs were analyzed by WB, and (F) signal was quantified. Data represent means and sd;  $n = 5$  biological replicates. (G) RAW 264.7-iCas9 cells with the indicated genes targeted for 5 days were analyzed by RT-qPCR. Data represent means and sd;  $n = 3$  biological replicates. Two-tailed t-test with Benjamini-Hochberg correction (\* $p \leq 0.05$ ; \*\* $p \leq 0.01$ ; \*\*\* $p \leq 0.001$ ; \*\*\*\* $p \leq 0.0001$ ). (H) Constructs used for (1.) empty parental control vector, (2.) constitutive *JAK2* cDNA expression, or (3.) constitutive sgRNA resistant *ERH* cDNA expression in RKO-iCas9 cells.

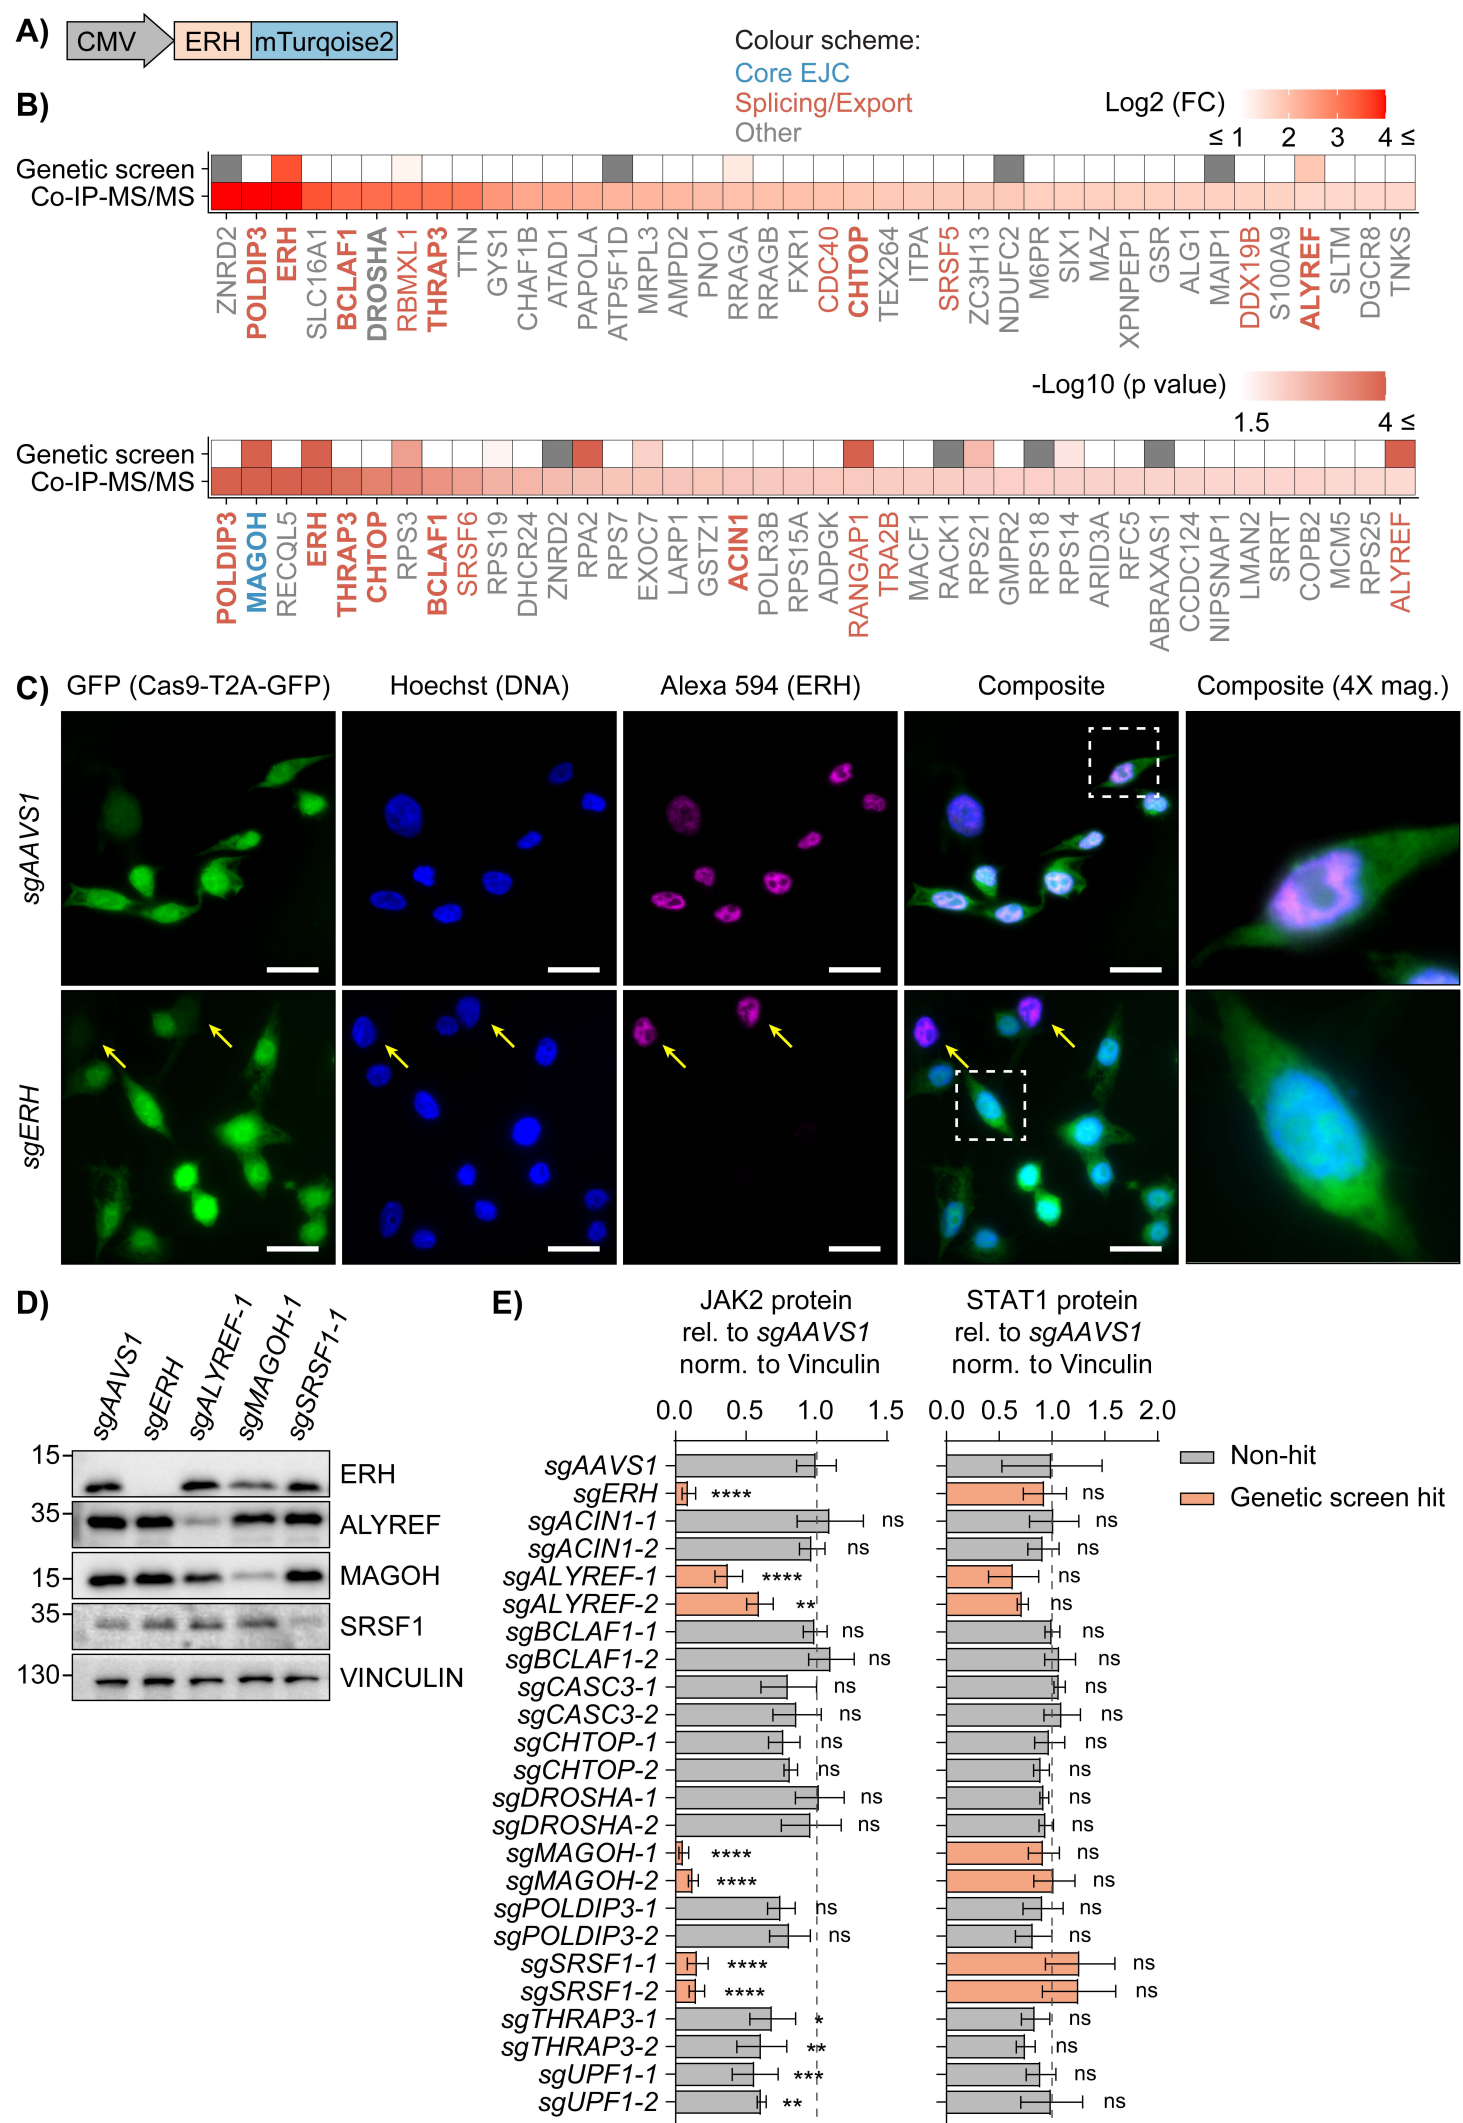

**Figure S3. EJC-associated splicing and export factors interact with ERH and are critical for JAK2 production.**

(A) Construct used for ERH co-immunoprecipitation (IP) and tandem mass spectrometry (MS/MS) in HEK-293T cells. (B) Heatmaps showing the top 40 enriched proteins in ERH co-IP-MS/MS based on fold change or adjusted p value, and corresponding enrichment in the genetic screen of IFN $\gamma$  regulators (Fig. 1C). The timepoint (Cas9 induction) with lowest p value or highest fold change from the genetic screen is shown. Factors are color-coded for involvement in: EJC (blue), splicing and export (orange), or other processes (gray). (C) Representative immunofluorescent light microscopy images (scale bar, 50  $\mu$ m) of RKO-iCas9 cells with indicated knockouts (left side) after 5 days of Cas9 induction. Co-expressed GFP was used to mark the cytoplasm and nucleus, whereas DNA (Hoechst) exclusively marked the nucleus. 4X magnification close-up views that visualize the sub-cellular localization of ERH are indicated with dashed white lines. Yellow arrows indicate non-knockout cells in *sgERH* samples. (D) Immunoblot from lysates of RKO-iCas9 cells with indicated knockouts after 5 days of Cas9 induction. (E) Quantified JAK2 and STAT1 protein levels from western blotting as represented in (Fig. 3E). Data represent means and sd; n = 4 biological replicates per sgRNA. One-way ANOVA with Bonferroni's multiple comparison correction (\*p  $\leq$  0.05; \*\*p  $\leq$  0.01; \*\*\*p  $\leq$  0.001; \*\*\*\*p  $\leq$  0.0001).

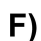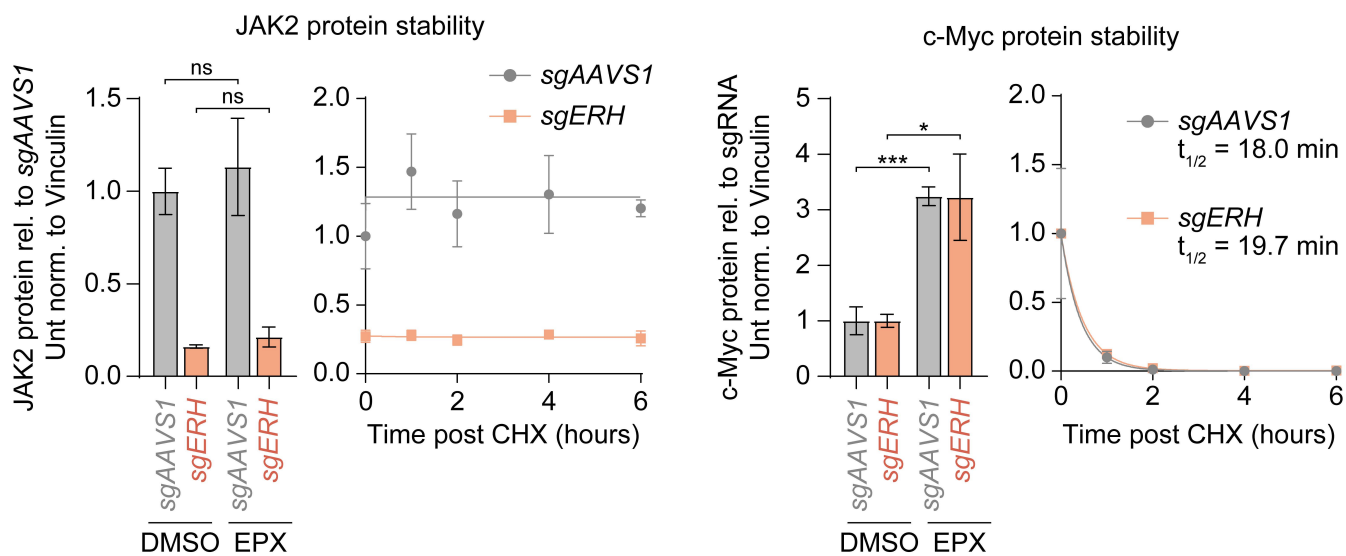

**Figure S4. ERH prevents faulty post-transcriptional *JAK2* mRNA processing.**

(A) RKO-iCas9 cells with the indicated targeted genes used for 3' QuantSeq were fractionated and subsequently analyzed by WB. (B) Selected top-enriched GO terms for mRNA subsets (Fig. 4A). MF, molecular function; BP, biological process. (C) Principal component (PC) plots of cytoplasmic or nuclear mRNA expression from 3' QuantSeq samples. (D) Hierarchical clustered heatmap from 3' QuantSeq data assessing similarities between knockouts based on nuclear mRNA expression. (E) RKO-iCas9 cells with the indicated genes targeted for 5 days and transduced with an sgRNA-resistant *ERH* cDNA expressing vector or an empty vector (Fig. S2H) were subjected to subcellular fractionation, after which the RNA was isolated and analyzed by RT-qPCR. Data represent means and sd; n = 3 biological replicates. Unpaired t-test with Welch correction (\* $p \leq 0.05$ ; \*\* $p \leq 0.01$ ; \*\*\* $p \leq 0.001$ ; \*\*\*\* $p \leq 0.0001$ ). (F) Protein levels quantified from (Fig. 4D) to determine JAK2 and c-MYC protein stability. Data represent means and sd; n = 3 biological replicates. Unpaired t-test with Welch correction (\* $p \leq 0.05$ ; \*\* $p \leq 0.01$ ; \*\*\* $p \leq 0.001$ ; \*\*\*\* $p \leq 0.0001$ ).

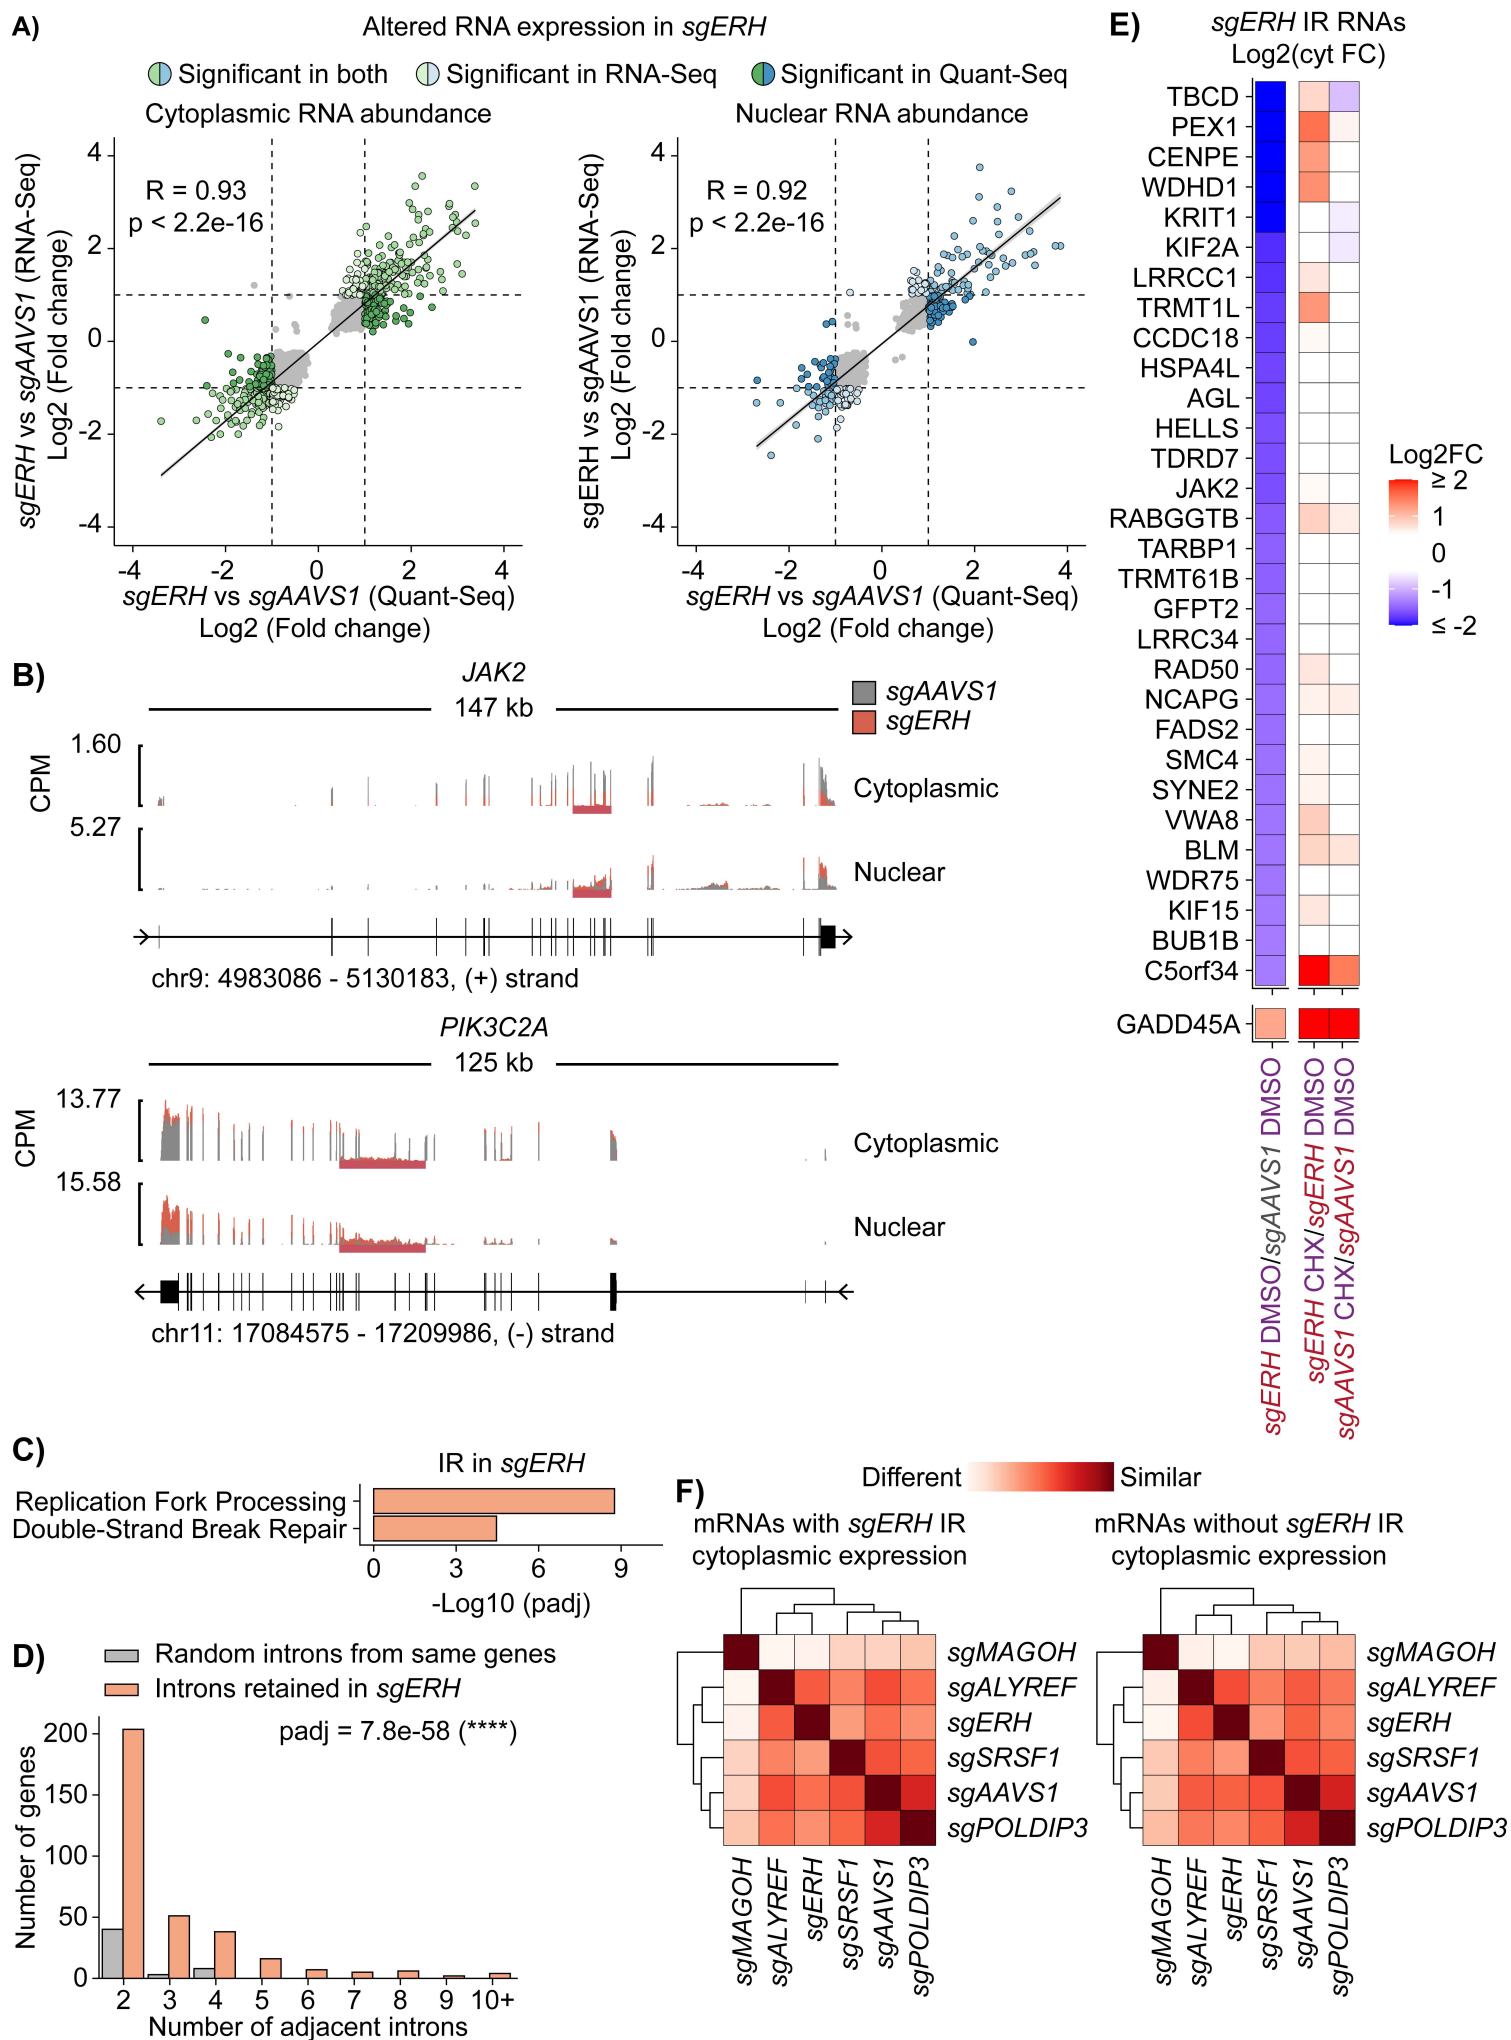

**Figure S5. ERH prevents intron retention and disrupted export of *JAK2* and other select mRNAs.**

RKO-iCas9 cells with the indicated knockouts were fractionated and subjected to poly(A)-enriched RNA-Seq analysis. **(A)** Comparison of altered cytoplasmic (left) or nuclear (right) RNA abundance in RKO-iCas9 cells expressing *sgERH* measured by QuantSeq or poly(A)-enriched RNA-Seq. Only mRNAs with reliably measured differences ( $p_{adj} \leq 0.01$ ) are shown. Genes with substantial expression differences are highlighted and indicated by dashed lines (absolute  $\log_2$  fold change  $\geq 1$ ). Linear models with sd, and Pearson correlation coefficients and significances are reported. **(B)** *JAK2* and *PIK3C2A* full genes; mean reads per million (CPM) in *sgAAVS1* or *sgERH* are plotted. **(C)** Selected top enriched biological process GO terms for mRNAs with intron retention (IR) in *sgERH* over *sgAAVS1* in RKO-iCas9 cells. **(D)** Correlation analysis of the number of genes containing retained introns that are separated by one exon in *sgERH* samples, compared to randomly sampled introns in the same genes. Two-sided Wilcoxon Rank Sum test (\*\*\*\* $p \leq 0.0001$ ). **(E)** Heatmap of subcellularly fractionated poly(A)-enriched RNA-Seq, showing cytoplasmic expression differences for comparisons of RKO-iCas9 cells with indicated knockouts and treatments. The top 30 genes with reduced cytoplasmic expression in *sgERH* that have at least one increased ERH-regulated IR event are shown. **(F)** Hierarchical clustered heatmap depicting the distance between indicated knockout groups based on cytoplasmic expression.

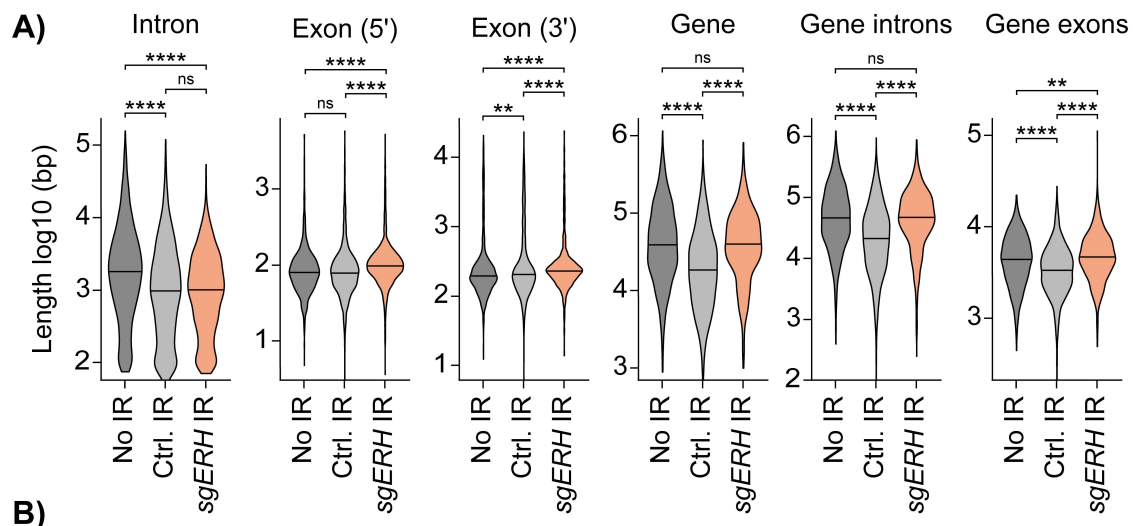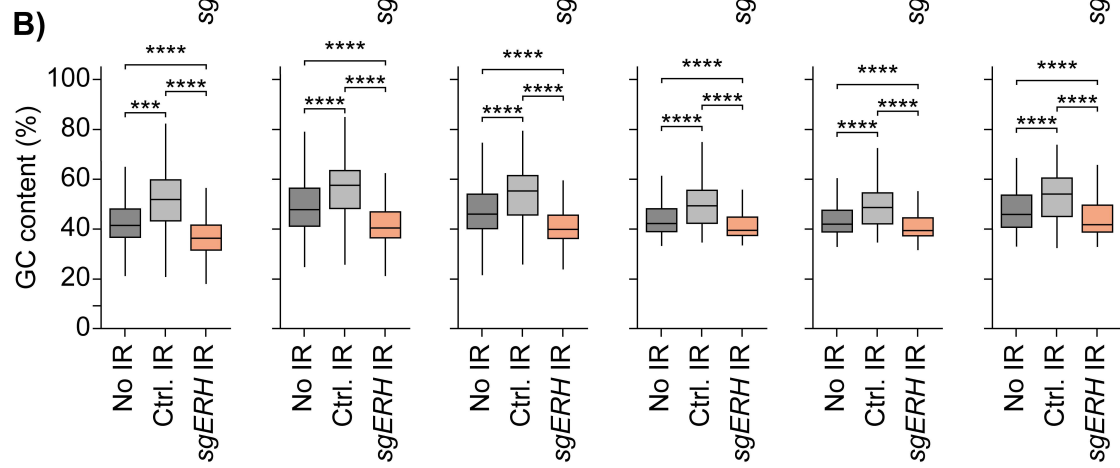

**Figure S6. ERH-regulated retained introns and flanking exons are AU-rich.**

RKO-iCas9 cells with the indicated knockouts were fractionated and subjected to poly(A)-enriched RNA-Seq analysis. **(A)** Violin plots comparing length distributions, and **(B)** box plots comparing GC content, between non-retained (No IR), normally retained (Ctrl. IR), and ERH-regulated retained introns (*sgERH* IR). Genomic regions compared from left to right: introns (Fig. 6A), flanking 5' exon, flanking 3' exon, the full gene, all introns in the gene, and all exons in the gene. Two-sided Wilcoxon Rank Sum test with Holm-Bonferroni correction (\* $p \leq 0.05$ ; \*\* $p \leq 0.01$ ; \*\*\* $p \leq 0.001$ ; \*\*\*\* $p \leq 0.0001$ ).

How the deposited data were processed for this re-analysis (not part of the article)

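The data are 3′ mRNA QuantSeq libraries of mouse macrophages with dox-inducible Cas9. The 18 libraries form 6 groups of 3 biological replicates, sg*ROSA* or sg*ERH*, each with water, IL-1β or IFNγ for 4 h after 5 days of dox. The RKO libraries of the study were not among the files examined, so no value is given for them. Every group and condition was taken from the sample labels, with doses from the methods of the paper.

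The read counts per gene were made by the authors, who checked the reads with FastQC 0.11.8, trimmed them with fastp 0.20.1, defined 3′ ends with 3-GAmES on GRCm38 with RefSeq and Ensembl annotation, aligned, filtered and counted the reads with SlamDunk, and collapsed the counts per gene. The same deposited tables give, as a second column of counts, how many of these reads map to several places, 12.3 to 13.1% per library. The CPM values in the deposited tables were made by the authors from the same counts, scaled to the total reads counted in each library, and served here only to check that the tables hold raw counts. The tables were tested on the files: the counts are whole numbers, and replicates are not pooled. They list 21898 genes, and 195 entries name several genes at once.

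All tests start from the raw counts. Genes were kept with filterByExpr of edgeR, which left 9987 genes, libraries were scaled by TMM, and 1 model with the 6 groups was fitted to all 18 libraries with edgeR 4.0.16 in R 4.3.3. The test is edgeR's quasi-likelihood test, adjusted over all tested genes by the Benjamini-Hochberg method, with an adjusted p of at most 0.05. SEs are the absolute log2 fold change divided by the square root of the test's F value. CPM in the text are TMM-scaled, and means and SDs are over the 3 libraries of a group. For the counts of changed genes an absolute log2 fold change of at least 1 was required as well, and for stimulated genes one of at least 2 against non-treated sg*ROSA* cells. The comparisons are sg*ERH* against sg*ROSA* without ligand, under IFNγ and under IL-1β, each ligand against none in sg*ROSA* and in sg*ERH*, and the interactions of sgRNA and ligand. The difference between the sg*ERH* effects under IFNγ and under IL-1β was added after seeing the data. Medians of stimulated genes were set against 10000 random lists of the same number of tested genes.

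Totals of counted reads ranged from 1836584 to 4320877 with a median of 2993764 per library, and the 10 genes with the most reads held 5.08 to 6.87% of them. For a gene as low as *Jak2*, at 15.8 CPM without ligand, the log2 fold change has an SE of 0.19. The procedure was tested on simulated data with 100 genes changed at each size. For the comparison without ligand it found 73 of 100 genes changed by a factor of 2 and 98 of 100 changed by a factor of 4, with 7 false calls among 178. For the IFNγ interaction it found 66 and 93, with 10 false calls among 169, and for the IL-1β interaction 57 and 89, with 4 false calls among 150. The simulation changed far fewer genes than the 3729 that passed without ligand here, so its rates need not hold for the real libraries.

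Gene lists were written from general knowledge and from the figures and text of the paper, 28 in all, of which 19 had at least 3 measured members and no selection by the study as a whole and went into set tests. They cover the IFNγ response, the type I interferon response, NF-κB targets, the IFNγ receptor pathway, the IL-1 receptor pathway, negative regulators of JAK/STAT signaling, DNA replication, DNA repair, the mitotic spindle, ERH partners, p53 targets, the stress response, cholesterol synthesis, hypoxia and glycolysis, immediate early genes, replication-dependent histones, ribosomal proteins, macrophage markers and osteoclast markers. The other lists hold germline genes, replication genes that the study names from RKO cells, markers of dendritic cells, lymphocytes, and fibroblasts and epithelial cells, mitochondrial transcripts, control genes of the study, and the top 15 genes that the study shows for each ligand. Those top genes were seen in Supplementary Fig. S2C, where the study had picked them on these libraries. Lists were tested with camera of limma 3.58.1 on voom-weighted log2 CPM with a preset correlation of 0.01, again with a correlation estimated from the data, and with fry.

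The named genes follow a rule. It takes *Erh* and every gene that the study names for these cells in its text or in Supplementary Fig. S2C. It adds the genes with the largest absolute log2 fold change among those past the adjusted p, with a mean of at least 5 CPM and no overlap between the groups, 10 higher and 10 lower for sg*ERH* without ligand and under IFNγ, 5 and 5 under IL-1β, and 8 and 4 for each ligand. For 3 against 3 libraries chance alone gives no overlap for 10% of genes. For each interaction it takes the 5 higher and 5 lower genes with the lowest p at a mean of at least 5 CPM, and of each described list up to 4 members with the lowest p. Genes beyond this rule, such as members of a count of 5 or fewer, were named after their values were seen.

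Alternatives were DESeq2 1.42.0 in place of edgeR, median-of-ratios factors in place of TMM, no filter on low counts, a mean of at least 50 counts, only the groups compared, the replicate number as a block, each library left out in turn, counts without multimapped reads, no fold threshold, a log2 threshold of 1 for stimulated genes, held-out selection, genes stimulated in sg*ERH*, the interaction in place of the difference under stimulation, and an absolute interaction of at least 1. These alternatives, the lists, the rule for named genes and the tests of the comparisons were set before the data were examined. Thinning every library to the lowest total and leaving sg*ERH* library 2 without ligand out of the list counts were chosen after seeing the data.

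The guide was aligned to GRCm38, and exons are those of GENCODE M21. Replicate numbers were not taken to pair samples, as described with the effect of the alternatives. No library was removed. Splicing, intron retention and pre-mRNA were left out because counts over 3′ ends do not measure them.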

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

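Of the tests in this part, those for misassigned reads and for the scaling of libraries, the direct comparison of the sg*ERH* effects under IFNγ and IL-1β, the thinning of libraries, the values without sg*ERH* library 2 and the sorting of splits into even and uneven ones were chosen only after the result was seen.

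A difference between groups stood out for 2 results. The response to IFNγ differed between sg*ERH* and sg*ROSA* cells for 89 genes, and the sg*ERH* effect differed between IFNγ and IL-1β for 39 genes, both tested as interactions with edgeR's quasi-likelihood test. In the non-treated mouse macrophages, where the paper counts changed genes and describes single ones, signals stood out in 5 gene lists for which, as lists, its text reports no result in these cells. With sg*ERH*, 20 IFNγ response genes, 13 type I interferon response genes, 13 p53 targets and 11 macrophage markers were higher, and 48 mitotic spindle genes were lower. The spindle genes include *Bub1*, which encodes a checkpoint kinase (65.4 ± 2.66 to 21.7 ± 8.99 CPM), *Kif20a*, which encodes a kinesin of the dividing spindle (74.4 ± 6.27 to 34.2 ± 2.75 CPM), *Prc1* and *Nuf2*. The list holds 53 genes, only *Haus2* was higher, the counts adjusted over the list alone are the same, and camera gave adjusted p 5.0e-20, or 5.0e-05 with an estimated correlation. Without sg*ERH* library 2, 47 spindle genes were lower.

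The first pattern is the higher level of IFNγ response genes, such as *Tapbp*, *Psmb10* and *B2m*, in sg*ERH* cells that had received no ligand, with 20 called, 19 without sg*ERH* library 2 and 11 of 31 tested with only the compared groups. Reads misassigned from IFNγ libraries are argued against for the called genes as a set. The rise of 35 strongly induced genes gives only 1.54% of the summed rise of the called genes, which does not settle the matter for single genes. Library depth is argued against as the whole cause, since 16 listed genes were higher after thinning, 15 of them among the 20 called before. Scaling is argued against as the whole cause, since the list's median lay 0.55 above that of all genes and a factor per library moves both alike. What stays open is the grouping of the libraries, since 3 against 3 gives too few splits, and whether the genes respond to DNA damage, to stress or to the loss of *Erh* itself, which was not tested.

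The second pattern is the lower level of 85 of 106 replication and spindle genes in non-treated sg*ERH* cells, with 1 gene higher. After thinning 77 were lower, all 77 among the 85 called before, which argues against depth as the whole cause, and transcript length is argued against, since the median residual after regression on length and expression was −0.65 with an upper bootstrap bound of −0.58. Scaling is again argued against as the whole cause, since no factor per library changes the list's distance from the median of all genes, −0.65. A smaller share of dividing cells and a direct effect on these mRNAs both stay open, because the design holds no measure of the cell cycle and no biological explanation was tested. The libraries are again too few for splits to settle the grouping.

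The third pattern is that 89 responses to IFNγ but 0 responses to IL-1β were changed in edgeR, where DESeq2 called 126 and 0 and 965 genes had an unadjusted p under 0.05 for IL-1β. Depth is argued against as the whole cause, since 60 IFNγ responses were changed after thinning, 53 of them among the 89 called before. The small size of the IL-1β response cannot be told apart from a ligand-specific effect, and 18 of the 21 called IL-1β responses were smaller with sg*ERH* (median −0.21), though picked on libraries that enter them. Of 401 IFNγ-induced genes with responses in the range of the 21 called IL-1β responses, 41 were changed, 10.2%, which would give 2.15 changed IL-1β responses, too few to tell from 0. Among 93 IFNγ-induced genes above that range, 27 were changed.

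Other splits of the libraries were compared with the real one. For 3 against 3 libraries there are 10 splits, too few for a share under 0.05, and in each of the following the real split alone, 1 of 10, gave a result as large, with 0 as the highest other count: 644 genes changed without ligand, 414 higher and 230 lower, 63 replication and repair genes lower, 103 and 3 genes stimulated by IFNγ and IL-1β, and 493 and 447 genes changed by sg*ERH* under IFNγ and IL-1β. The median of IFNγ-stimulated genes was −0.55 in the real split and −0.23 in the farthest other, also 1 of 10. The median of IL-1β-stimulated genes was −0.13, with −0.74 as the farthest other, and all 10 of 10 splits lay as far from 0. For the interactions 100 splits of genotype within treatment were drawn. As many changed IFNγ responses as the real 89 came from 9 of 100, with 4715 as the highest other, and as many differences between ligands as the real 39 came from 9 of 100, with 4349 as the highest. For IL-1β responses, 0 in the real split, 100 of 100 gave as many, with 4715 as the highest. Counts this far above the real one point to a structure of the samples: 63 splits that part the genotypes unevenly between treatments carry the genotype effect into the interaction, and 8 of these reached 89 and 8 reached 39. Of the 36 even splits 0 did, with 0 as their highest count, but in these the genotype effect adds to the spread within groups. Neither kind of split therefore settles whether chance can be excluded for the 89 or the 39.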

How the results depend on the processing

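Of the settings in this part, thinning every library to the lowest total and the comparison of sg*ERH* effects between ligands were chosen after seeing the data.

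*Jak2* without ligand stayed lower and past the adjusted p under every alternative run, with log2 fold changes of −0.94 to −0.70 and adjusted p from 9.3e-04 to 0.0435, the highest after thinning. The number of lower replication and repair genes ranged from 44 with only the compared groups to 63. With median-of-ratios factors and with counts without multimapped reads the gene counts of the comparisons stayed within 1.5 times their values. Counts within lists did not all do so: without multimapped reads 4 ribosomal protein genes were higher without ligand and 4 type I interferon response genes under IFNγ, and 1 osteoclast marker was higher under IFNγ in both settings, causes not tested. The 21 genes that IL-1β changed in sg*ROSA* cells became 10 after thinning, cause not tested, and 39 with only the compared groups (35 higher and 4 lower). With IFNγ 1322 genes changed with only the compared groups, 515 of them lower, and lower genes numbered 150 after thinning and 190 in DESeq2, causes not tested. With a mean of at least 50 counts, which tests fewer genes, 297 genes changed without ligand (181 higher and 116 lower), 50 were stimulated by IFNγ, 202 and 188 changed under IFNγ and IL-1β, and the median of IL-1β-stimulated genes was −0.81. With no fold threshold, by construction a wider count, 3729 genes changed without ligand (1886 higher, 1843 lower), 2902 under IFNγ and 2816 under IL-1β. At a log2 threshold of 1, IFNγ stimulated 236 genes and IL-1β 10, and the IFNγ median was −0.32. With no filter on low counts the IFNγ median was −0.67, 219 IFNγ responses and 79 IL-1β responses were changed, and the cause was not tested. The IFNγ median was −0.63 with DESeq2 and −0.63 after thinning, where the IL-1β median was −0.81, causes not tested. It was −0.90 for genes stimulated in sg*ERH*, where IL-1β stimulated none and gives no value, and −1.18 as the median interaction. With only the compared groups 49 IFNγ responses were changed, and 37 with an interaction of at least 1, each with fewer samples or a stricter threshold by construction. Within lists, with only the compared groups and without ligand, 11 of 31 IFNγ response genes and 2 ribosomal protein genes were higher, and 16 DNA repair, 5 stress response, 4 hypoxia and glycolysis, 3 ERH partner and 2 cholesterol synthesis genes were lower. The sg*ERH* effect differed between ligands for 22 genes after thinning, 84 with no filter and 94 with only the compared groups, and for 24 without sg*ERH* IL-1β replicate 1 or 3, cause not tested.

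Leaving out 1 library at a time, the 21 genes changed by IL-1β in sg*ROSA* cells ranged from 9 (without sg*ROSA* non-treated replicate 3) over 11 (replicate 2), 12 (without sg*ROSA* IL-1β replicate 2) and 14 (without sg*ROSA* non-treated replicate 1 or IL-1β replicate 3) to 32 (without sg*ERH* non-treated replicate 2). Genes lower with IFNγ in sg*ROSA* cells ranged from 168 (without sg*ROSA* IFNγ replicate 2) to 509 of 1308 changed (without sg*ERH* non-treated replicate 2). Lower genes without ligand ranged from 191 to 353, the latter without sg*ERH* non-treated replicate 1 (302 without replicate 3). IL-1β-stimulated genes ranged from 1 to 3, with 1 without sg*ROSA* IL-1β replicate 2. The IFNγ median ranged from −0.67 to −0.53, and the IL-1β median, over so few genes, from −0.83 (without sg*ROSA* non-treated replicate 2 or 3) to 0.060, turning positive without sg*ROSA* non-treated replicate 1. Changed IFNγ responses ranged from 54 (without sg*ERH* IFNγ replicate 2) over 57 and 58 (without sg*ROSA* non-treated replicate 1 and sg*ROSA* IFNγ replicate 2) and 150 (without sg*ERH* non-treated replicate 3) to 256 (without sg*ERH* non-treated replicate 2, with all 89 genes shared). Changed IL-1β responses ranged from 0 to 1, with 1 without sg*ERH* non-treated replicate 2. The 2 libraries left in a group are then assumed to vary like the others. For pairs of a named gene and a comparison, DESeq2 left 737 with the same outcome, 20 fell below the threshold and 2 rose past it. Thinning left 711 pairs the same and lost 36, and no pair reversed. Pairs that passed in neither analysis count as the same, so these numbers do not give the share of calls kept.

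Replicate numbers recur across groups and were not taken to pair the samples: over 45 pairs of libraries with the same number in different groups, correlations of deviations from the group mean had a median of −0.0020 (−0.54 to 0.51), and a library's best partner had its own number in 7 of 18 cases. Between sg*ROSA* IFNγ and sg*ERH* non-treated libraries, but no other 2 groups, all 3 correlations were over 0.1 (0.196, 0.511 and 0.291), a hint from the data and not from the design. With the replicate number as a replicate block, 641 genes changed without ligand, 66 IFNγ responses were changed and 0 IL-1β responses, 0 in DESeq2 as well. In simulated data 73 of 100 changes by a factor of 2 were found without ligand and 57 of 100 for the IL-1β interaction.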

Differences from the paper's values

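The median log2 fold change of sg*ERH* against sg*ROSA* under IFNγ, over genes stimulated by IFNγ in control cells, is about −0.6 in Supplementary Fig. S2B for the mouse cells (the paper's value, read by eye). The value here is −0.55 (−0.5458) over 103 genes, and the gap exceeds the SD of 0.047 of that median between the sg*ERH* libraries. Among the alternatives set before the data were examined, the value comes within that spread of the paper's with median-of-ratios factors (−0.56), a mean of at least 50 counts (−0.59), DESeq2 (−0.63), only the compared groups (−0.57), and leaving out sg*ROSA* non-treated replicate 1, 2 or 3 (−0.62, −0.62, −0.59), sg*ROSA* IFNγ replicate 3 (−0.56) or sg*ERH* IFNγ replicate 1, 2 or 3 (−0.63, −0.61, −0.63). It does not with no filter on low counts (−0.67), the replicate block (−0.54), counts without multimapped reads (−0.51), a log2 threshold of 1 (−0.32), held-out selection (−0.54), genes stimulated in sg*ERH* (−0.90), the interaction (−1.18), or without sg*ROSA* IFNγ replicate 1 (−0.53) or 2 (−0.67). After thinning every library, a step chosen after seeing the values, it is −0.63. The methods of the paper name DESeq2 for differential expression.

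The paper states that ablation of *ERH* left factors of the JAK/STAT pathway other than *Jak2* as they were in these data. Here *Jak2* is lower without ligand (log2 fold change −0.85, adjusted p 0.0013, edgeR's quasi-likelihood test), and *Ifngr1* does not pass, while *Jak1* (0.42, adjusted p 0.0014) and *Ifngr2* (0.57, adjusted p 8.6e-04) are higher, with *Jak1* and *Ifngr2* past the test also without sg*ERH* non-treated replicate 2 (0.33 and 0.73). These calls rest on the adjusted p alone. The methods of the paper also ask for a log2 fold change of at least 1, which neither *Jak1* nor *Ifngr2*, nor *Jak2* here, reaches. The caption of Supplementary Fig. S2C, cited for the statement, names a threshold on the adjusted p and none on the fold change.

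The paper states that CXCL factors, as IL-1β response genes, were not lowered by loss of ERH. Here *Cxcl2* under IL-1β does not differ (0.06, adjusted p 0.902, edgeR's quasi-likelihood test), and it is among the 15 of the 21 IL-1β-raised genes that do not pass, while *Cxcl10* is lower (−1.53, adjusted p 2.5e-04).

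The paper describes the effect on ISGs as confined to the induced state, for RKO cells. In the mouse cells *Irf1* without ligand does not differ (0.06, adjusted p 0.830, edgeR's quasi-likelihood test), while *Batf2* is higher (1.13, adjusted p 0.0112) and so are 20 of 50 IFNγ response genes at the adjusted p alone. The *Batf2* call rests on few reads. Its sg*ROSA* libraries lie at 1.20 to 2.81 CPM and its sg*ERH* libraries at 3.90 to 5.61 CPM, the highest in library 2.

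The paper gives the share of genes affected without ligand as under 5% of all genes, and does not say whether these are the tested or the annotated ones. Here it is 6.45% of tested genes and 2.94% of all genes listed in the count files.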

Other observations

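The stress transcription factor gene *Ddit3*, which encodes CHOP, rose in non-treated sg*ERH* cells from 23.4 ± 4.51 to 95.4 ± 10.8 CPM, and *Trib3*, which encodes an inhibitor of AKT, from 3.08 ± 1.03 to 15.5 ± 4.40 CPM. *Cxcr4*, which encodes a chemokine receptor, rose from 7.63 ± 2.88 to 45.4 ± 8.97 CPM. *Ldha*, *Tpi1* and *Eno1*, which encode enzymes of glycolysis, were lower by log2 fold changes of −0.53, −0.78 and −0.65, while of the 15 listed genes of hypoxia and glycolysis 7 were lower, 1 was higher and 7 did not pass. Among genes of ERH partners, *Rbm8a*, which encodes a core EJC protein, was lower (−0.51, SE 0.09), as were the splicing factor gene *Srsf1* (−0.95, SE 0.19) and the export factor gene *Alyref* (−0.49, SE 0.11, with 66.6% of its reads also mapping elsewhere), while *Chtop* was higher (0.33, SE 0.07).

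Under IL-1β, sg*ERH* cells also held more mRNA of IFNγ response genes. *Casp4*, which encodes a sensor of bacterial lipopolysaccharide, was higher by a log2 fold change of 2.04 (SE 0.22), and *Tap1* by 0.86 (SE 0.09). The growth factor receptor gene *Csf1r* was lower under IFNγ (−0.53) and IL-1β (−0.59), but did not pass without ligand (−0.12, adjusted p 0.304, edgeR's quasi-likelihood test). Its interactions did not pass either (adjusted p 0.126 for IFNγ and 0.429 for IL-1β, edgeR), so the effect is not shown to differ between treatments. *Avil*, which encodes an actin-binding protein, fell the most under IL-1β among genes past the test with at least 5 CPM on average (−2.91, SE 0.32).

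The values in this part come from the comparisons and lists described above, the counts without sg*ERH* non-treated replicate 2 were chosen after the result was seen, the test of exon number was set before its result was seen, and its run over all genes was added after. The numbers that follow count genes higher and lower with sg*ERH* without ligand in edgeR's quasi-likelihood test, of those tested, with the adjusted p of camera. The stress response had 10 and 8 of 24 (0.648), cholesterol synthesis 1 and 6 of 19 (0.475; 1 and 7 adjusted over the list alone), hypoxia and glycolysis 1 and 7 of 15 (0.0080, but 0.0567 with an estimated correlation), and ERH partners 3 and 6 of 13 (0.606; 4 and 6 adjusted over the list alone). Immediate early genes had 2 and 3 of 8 (0.871), replication-dependent histones 2 and 4 of 7 (0.2002), ribosomal proteins 8 and 4 of 28 (0.475), osteoclast markers 2 and 2 of 7 (0.672), and negative regulators of JAK/STAT signaling 1 and 1 of 10 (0.875), the higher one being *Usp18* and the lower one *Ptpn2*. The IFNγ receptor pathway had 2 and 1 of 5 (0.633), and the IL-1 receptor pathway had 0 and 0 of 4 in edgeR and in DESeq2 (0.606), with 1 gene, *Il1rap*, at an unadjusted p under 0.05 and *Il1r1* not tested. The set test fry, which asks only whether a list's own genes move, differed from camera for the stress response (3.4e-04), ERH partners (0.0047), histones (0.0041) and osteoclast markers (0.0300). For lists with no other count given, the counts adjusted over the list alone are the same. Of dendritic cell markers only *Itgax* was tested, and it was higher (1.56), of germline genes 1 was tested and did not pass, and no lymphocyte marker, fibroblast or epithelial marker or mitochondrial transcript had enough reads. Of the control genes *Rplp0* was higher (0.31, adjusted p 0.0015, edgeR) and *Gapdh* did not pass (−0.13, adjusted p 0.561, edgeR), though *Gapdh* was lower under IFNγ (−0.64, adjusted p 0.0071, edgeR). Of the reads of *Rplp0* and *Gapdh* 73.2% and 96.85% also map elsewhere, and without such reads *Rplp0* still passed without ligand (0.24) while *Gapdh* did not pass under IFNγ (−0.57).

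With sg*ERH* under IL-1β, 18 of 50 IFNγ response genes were higher and 3 lower (21 and 4 adjusted over the list alone, camera adjusted p 0.0011, or 0.0304 with an estimated correlation), and 22 and 4 of 51 without sg*ERH* non-treated replicate 2. Of 29 type I interferon response genes 14 were higher and 1 was lower (15 and 1 adjusted over the list alone, camera adjusted p 0.0015, or 0.0487). Of 34 NF-κB targets 6 were higher and 6 lower, and 3 and 14 under IFNγ, with the same counts adjusted over the list alone, where camera gave adjusted p 5.1e-04, but 0.0811 with an estimated correlation. The response to IFNγ was lower in sg*ERH* cells for 13 of 50 IFNγ response genes (27 adjusted over the list alone, camera adjusted p 1.1e-26, or 1.1e-05 with an estimated correlation). It was lower for 3 of 29 type I interferon response genes (12 lower and 1 higher adjusted over the list alone) and 3 of 34 NF-κB targets (5 adjusted over the list alone). Without sg*ERH* non-treated replicate 2 it was lower for 21 of 51, 5 of 29 and 6 of 34. For the response to IL-1β camera gave no list an adjusted p under 0.1301.

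The libraries of a group were compared pair by pair for differences beyond counting noise. The chi-square per degree of freedom was 17.7 and 12.2 for the pairs with sg*ERH* non-treated replicate 2 and 1.82 to 3.57 for every other pair. Without that library 3728 genes passed the adjusted p without ligand, 3104 of them shared with the 3729 genes passed with it. A candidate explanation for the spread of sg*ERH* effects is that mRNAs with more exons depend more on *Erh*. Given transcript length and mean expression, the partial rank correlation of the log2 fold change with exon number, across 9664 genes that are not independent replicates, was −0.041 without ligand, −0.033 under IFNγ and −0.057 under IL-1β. This run left out replication, repair and spindle genes, many of them called lower. Over all 9836 genes with a gene model the values were −0.053, −0.045 and −0.069. A relation of −0.1 or stronger in all 3 treatments had been set as the mark and was not reached, but a run that leaves out called genes excludes nothing, and the explanation stays open. *Jak2* has 25 exons in its longest transcript.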
